# Desumoylase SENP6 maintains osteochondroprogenitor homeostasis by suppressing the p53 pathway

**DOI:** 10.1038/s41467-017-02413-3

**Published:** 2018-01-10

**Authors:** Jianshuang Li, Di Lu, Hong Dou, Huadie Liu, Kevin Weaver, Wenjun Wang, Jiada Li, Edward T.H. Yeh, Bart O. Williams, Ling Zheng, Tao Yang

## Abstract

The development, growth, and renewal of skeletal tissues rely on the function of osteochondroprogenitors (OCPs). Protein sumoylation/desumoylation has emerged as a pivotal mechanism for stem cell/progenitor homeostasis, and excessive sumoylation has been associated with cell senescence and tissue aging, but its role in regulating OCP function is unclear. Here we show that postnatal loss of the desumoylase SUMO1/sentrin-specific peptidase 6 (SENP6) causes premature aging. OCP-specific SENP6 knockout mice exhibit smaller skeletons, with elevated apoptosis and cell senescence in OCPs and chondrocytes. In *Senp6*^*‒/‒*^ cells, the two most significantly elevated pathways are p53 signaling and senescence-associated secreted phenotypes (SASP), and *Trp53* loss partially rescues the skeletal and cellular phenotypes caused by *Senp6* loss. Furthermore, SENP6 interacts with, desumoylates, and stabilizes TRIM28, suppressing p53 activity. Our data reveals a crucial role of the SENP6–p53 axis in maintaining OCP homeostasis during skeletal development.

## Abstract (web summary)

Osteochondroprogenitors are essential cells for skeletal development and homeostasis. Here the authors show that the desumoylase SENP6 suppresses p53 activity by desumoylating and stabilising TRIM28, and that SENP6 ablation leads to skeletal abnormalities, senescence in osteochondroprogenitors and chondrocytes, and premature ageing.

## Introduction

Osteochondroprogenitor cells (OCPs) are derived from the mesenchymal cell lineage and give rise to chondrocytes or osteoblasts. The renewal and maintenance of OCPs are crucial for embryonic skeletal development as well as for postnatal skeletal growth and homeostasis^1,2^. Defective OCP maintenance is considered an important cause of skeletal aging, as the exhaustion of progenitors or stem cells is one of the ultimate culprits of tissue/organism aging^3^.

Emerging evidence indicates that the components of the sumoylation/desumoylation machineries play important roles in stem cell and progenitor maintenance and in tissue aging. For example, the sumoylation E2 enzyme UBC9 is essential for maintaining the survival and pluripotency of embryonic stem cells (ESCs)^4^. SENP2, a SUMO-deconjugating enzyme (desumoylase), sustains the quiescent status of muscle satellite cells and regulates placental trophoblast progenitor expansion and differentiation^5,6^. Overexpression of SUMO2/3 or PIASγ (SUMO E3 ligases) or suppression of the SENP1, 2, or 7 can promote cell senescence^7–9^. In addition, global increases in sumoylation have been detected in tissues derived from aged rats^10^.

The role of the sumoylation/desumoylation processes in bone and cartilage homeostasis has been suggested by several recent studies. UBC9 inhibits bone morphogenetic protein (BMP)-induced osteoblast differentiation in cultures partly by enhancing SMAD4 sumoylation^11^, and SENP3 promotes osteogenesis by desumoylating RbBP5 to activate the expression of *HOX* genes^12^. Moreover, a genome­wide association study (GWAS) has shown that a single nucleotide polymorphism (SNP) in the upstream sequence of the *SENP6* locus is one of the most significant genetic markers associated with severe osteoarthritis^13^, a disease highly associated with aging. Also, significantly lower SENP6 expression has been found in human osteoarthritic joints^14^.

SENP6 is localized in the nucleoplasm and has a preference for SUMO2/3-modified substrates; it regulates genome stability, cell division, and autoimmune responses, and is involved in adult hematopoietic stem cell renewal^15–19^. In this study, we report that SENP6 is a crucial regulator of the aging process and OCP maintenance during skeletal development. The skeletal phenotype caused by *Senp6* loss can be partially rescued by p53 loss. We further found that SENP6 suppresses p53 activity through interacting with, desumoylating, and stabilizing TRIM28 (tripartite motif-containing 28; also called KAP1 or TIF1β).

## Results

### Loss of *Senp6* in adult mice leads to premature aging

Global *Senp6* loss in mice causes early embryonic death (data not shown). In order to assess in which postnatal tissues/organs SENP6 has a crucial role, we first bred *Senp6* floxed mice (*Senp6*^*f/f*^) with *UBC-CreERT2* mice (a tamoxifen-induced gene deleter active in all tissues) (Supplementary Figure 1)^20^. Upon tamoxifen injection at 2 months of age, the *UBC-CreERT2*;*Senp6*^*f/f*^ mice progressively developed premature aging complexions, including skin laxity and spotty pigmentation, as well as severe kyphosis at 4 months (Fig. 1a). The kyphosis phenotype implied that SENP6 may play a role in postnatal skeletal maintenance, where mesenchymal stem cells/progenitors have an important contribution^21^. Further, we detected a significant age-related decrease of *Senp6* expression in bone marrow stromal cells (BMSCs), a cell population rich in mesenchymal stem cell/progenitors, suggesting that SENP6 levels may be associated with the homeostasis of mesenchymal stem cells/progenitors during aging (Fig. 1b).

**Fig. 1:**
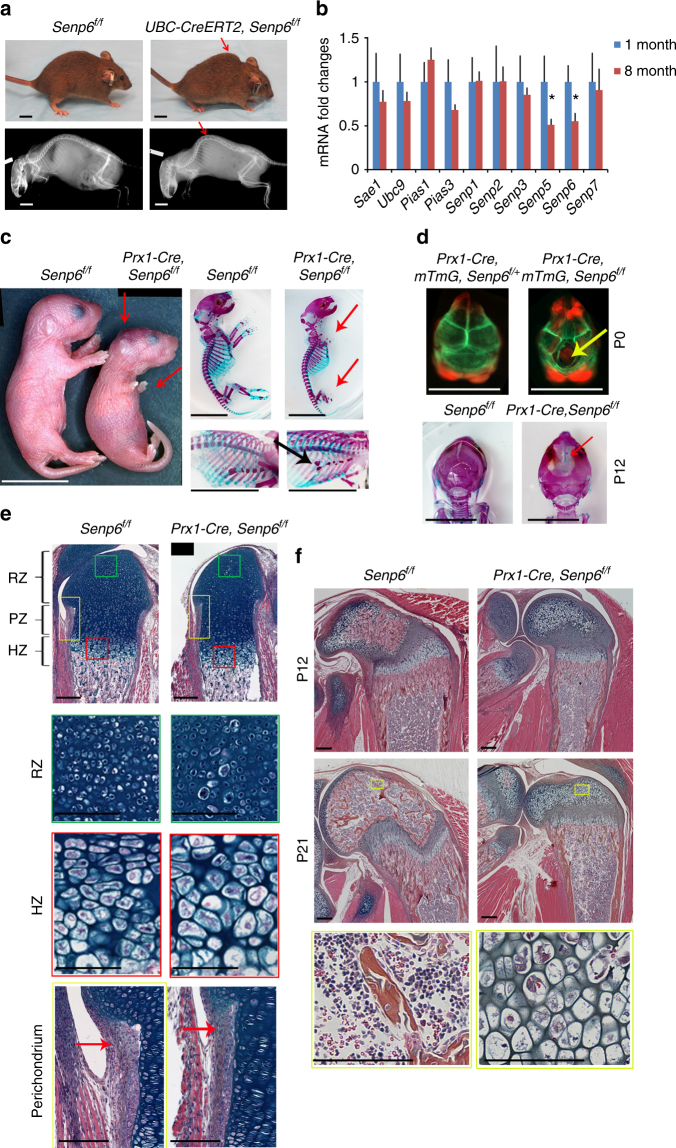
*Senp6* loss caused premature aging and skeletal developmental defects. **a** Four-momth-old *UBC-CreERT2;Senp6*^*f/f*^ mice developed kyphosis (red arrows) after tamoxifen-induced gene deletion (scale bars = 1 cm). **b** Expression of sumoylation system component genes in BMSCs derived from young (1 month) and older (8 months) mice (*n* = 4, error bars = standard deviation, *p < 0.05, Student’s *t*-test). **c** P0 *Prx1-Cre;Senp6*^*f/f*^ mice show smaller limbs (red arrows), asymmetric patterning, and decreased ossification of the sternum (black arrow). Scale bars = 1 cm. **d** Undermineralized cranial bone in P0 *Prx1-Cre;Senp6*^*f/f*^*;mTmG* mice (upper panel). The green fluorescence indicates the region with active Cre expression; the yellow arrow denotes the opening of the skull. In P12 *Prx1-Cre;Senp6*^*f/f*^ mice (lower panel), the red arrow indicates the Alizarin red–negative region of the skull. Scale bar = 1 cm. **e** A distal femur of a P0 *Prx1-Cre;Senp6*^*f/f*^ mouse shows a reduced growth plate diameter and enlarged chondrocytes in the resting zone (RZ) and hypertrophic zone (HZ), as well as a thinner perichondrium (red arrows). The colored boxes are enlarged and shown in the lower panels; scale bars = 100 μm for the growth plate and 50 μm for the rest. **f** *Prx1-Cre;Senp6*^*f/f*^ mice showed dramatically delayed formation of the secondary ossification center (SOC) at P12 and P21. The yellow boxes are enlarged and shown in the lower panels. Scale bars = 100 μm for the growth plate and 50 μm for enlarged yellow boxes

### Loss of *Senp6* in OCPs impairs embryonic skeletal growth

Because stem cell/progenitor exhaustion is one of ultimate hallmarks of aging^3^, and because the sumoylation/desumoylation pathway has been associated with stem cell maintenance and differentiation^4–6^, the aging phenotypes caused by SENP6 loss intrigued us to further assess the specific functions of *Senp6* in mesenchymal stem cells/progenitors. We first generated *Dermo1-Cre;Senp6*^*f/f*^ mice, which had a distinctively small body size and complete penetrance of perinatal death (Supplementary Figure 2). To circumvent the embryonic death, we generated *Prx1-Cre;Senp6*^*f/f*^ mice, in which the *Senp6* gene is specifically deleted in the OCPs of the limb, midline, and a portion of cranial bones, but most of the axial skeleton is not affected^22^. *Prx1-Cre;Senp6*^*f/f*^ mice were born at the expected Mendelian ratio. The effectiveness of Cre-mediated gene deletion in these mice was confirmed by qRT-PCR in the limb and calvarial tissues, as well as by the GFP expression from the *mTmG* allele bred with this line (*Prx1-Cre;Senp6*^*f/f*^*;mTmG*) (Supplementary Figure 3)^23^.

*Prx1-Cre;Senp6*^*f/f*^ mice had severe limb developmental defects at birth, and about 80% died before weaning, likely due to the difficulty in feeding as a result of their limb defects. Protruding blood sacks on the skulls were noted in the P0 mutant mice, suggesting defective cranial bone development (Fig. 1c). Severe shortening of forelimbs and hindlimbs, abnormally patterned sternums, and distinctively undermineralized skulls were noted in the *Prx1-Cre;Senp6*^*f/f*^ mice at P0 and P12 (Fig. 1c, d**)**. We also found that P12 *Prx1-Cre;Senp6*^*f/f*^ mice had an undermineralized epiphysis (indicated by the lack of alizarin red staining, Supplementary Figure 4), suggesting that these mice had delayed formation of the secondary ossification center (SOC).

Histological staining showed that in the growth plate of P0 *Prx1-Cre;Senp6*^*f/f*^ mice, the lengths of the resting zone (RZ), proliferating zone (PZ), and hypertrophic zone (HZ) were only slightly changed, but the width of the growth plate was dramatically reduced relative to littermate controls (Fig. 1e, Supplementary Figure 5a, b). Moreover, we observed enlarged chondrocytes in the RZ and HZ of the *Prx1-Cre;Senp6*^*f/f*^ growth plate (Fig. 1e). The thickness of the perichondrium, which is the OCP-rich tissue surrounding the growth plate and provides new chondrocytes to support growth plate radial expansion, was also markedly reduced (Fig. 1e, Supplementary Figure 5c). The E18.5 *Dermo1-Cre;Senp6*^*f/f*^ mice showed growth plate and chondrocyte phenotypes similar to those of *Prx1-Cre;Senp6*^*f/f*^ mice (Supplementary Figure 6a, b).

*Prx1-Cre;Senp6*^*f/f*^ mice showed a severely delayed formation of the SOC, a bony structure developed from the center of the epiphysis separating the articular cartilage from the growth plate^1^. At P12, while the SOCs were clearly established in the proximal femurs of control (*Senp6*^*f/f*^) mice, the epiphysis of the *Prx1-Cre;Senp6*^*f/f*^ mice showed no sign of ossification (Fig. 1f). At P21, when SOC formation was finished in control mice, this process was just initiated in the mutant mice (Fig. 1f). The onset of SOC formation requires the development of cartilage canals, which are invaginated perichondrium invading into the epiphysis center, and they bring OCPs, vessels, and hematopoietic cells for osteogenesis and the establishment of bone marrow^24^. The impaired perichondrium expansion and lack of cartilage canals may contribute to the delay in SOC formation in *Prx1-Cre;Senp6*^*f/f*^ mice.

### *Senp6* loss leads to defective cell homeostasis and DNA repair

Compared with control mice, the growth plate of P0 *Prx1-Cre;Senp6*^*f/f*^ mice showed a significantly more TUNEL-positive apoptotic cells, especially in the RZ and periarticular area (Fig. 2a), as well as a significantly fewer BrdU-positive proliferating cells, most notably in the PZ (Fig. 2a). Consistently, total bone marrow from 1-month-old *Prx-1-Cre;Senp6*^*f/f*^ mice showed dramatically fewer colony forming unit-fibroblast (CFU-F; adhered stromal cells rich in OCPs) and CFU-osteoblast (CFU-O) relative to control (*Senp6*^*f/f*^) mice (Fig. 2b). Similar results were confirmed in the total bone marrow cultures using adenovirus-Cre (Ad-Cre)-mediated *Senp6* deletion (Supplementary Figure 7a). Moreover, the *Senp6*-deleted BMSCs showed a flatter growth curve that reached a plateau earlier than the BMSCs from WT controls (Supplementary Figure 7b). These data collectively suggest that *Senp6* loss affected both OCP expansion and OCP proportion in the bone marrow.

**Fig. 2:**
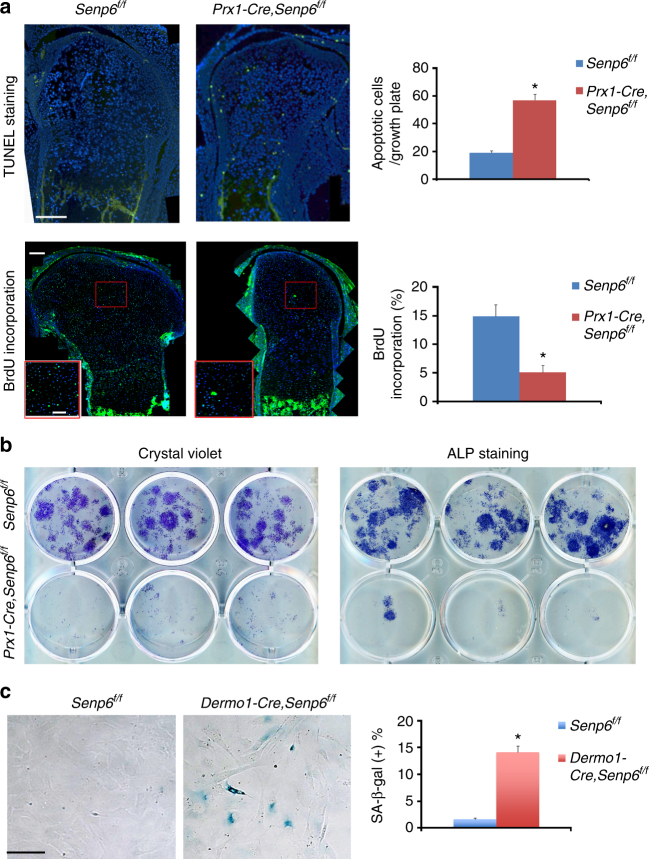
Dysregulated OCP and chondrocyte homeostasis caused by *Senp6* loss. **a** The growth plate of P0 *Prx1-Cre;Senp6*^*f/f*^ mice showed an enhanced apoptosis (upper panel) and decreased proliferation (lower panel). The red boxed regions were enlarged and are shown in the lower-right corner of each image. Scale bars = 100 μm for growth plate and 50 μm for the enlarged red boxes. Representative images are on the left and quantifications on the right (*n* = 3, error bars = standard deviation, *p < 0.05, Student’s *t*-test). **b** *Prx1-Cre;Senp6*^*f/f*^ bone marrow had a decreased number of CFU-F and CFU-O (*n* = 3). **c** Rib chondrocytes cultured from *Dermo1-Cre;Senp6*^*f/f*^ mouse showed an augmented cell senescence (SA-β-gal staining); representative images are at the left and quantification at the right. Scale bar = 50 μm; *n* = 3, error bars = standard deviation; *p < 0.05 relative to *Senp6*^*f/f*^ (control), Student’s *t*-test

The primary rib chondrocyte of early passage (passage 0) from *Dermo1-Cre;Senp6*^*f/f*^ mice had significantly more senescence-associated β-galactosidase (SA-β-gal)-positive cells than the controls did (Fig. 2c). Increased SA-β-gal-positive cells were also detected in the growth plate and bone marrow sections of E18.5 *Dermo1-Cre;Senp6*^*f/f*^ mice (Supplementary Figure 8). This is consistent with the enlarged chondrocytes observed in the *Senp6-*deficient growth plate, because increased cell volume is one of the signs of cellular senescence. In addition, the expression of another senescence-related marker, γH2AX (also a DNA damage foci marker), was markedly increased in the mutant growth plates, especially in the RZ, PZ, perichondrium, and periosteum (Fig. 3a). Moreover, X-ray-irradiated *Dermo1-Cre;Senp6*^*f/f*^ chondrocytes showed dramatically more γH2AX foci per cell, and the clearance of γH2AX foci in the recovery phase was significantly delayed (Fig. 3b). It was previously reported that *SENP6* knockdown promotes RPA70 sumoylation, which leads to replication stress and DNA breaks^15^. In line with this, we found a marked increase of sumoylated RPA70 in the rib cartilage from E18.5 *Dermo1-Cre;Senp6*^*f/f*^ mice (Supplementary Figure 9). These data implied that the unresolved DNA damage, partly caused by RPA70 hypersumoylation, contributed to the elevated cell senescence and apoptosis of SENP6-deficient OCPs.

**Fig. 3:**
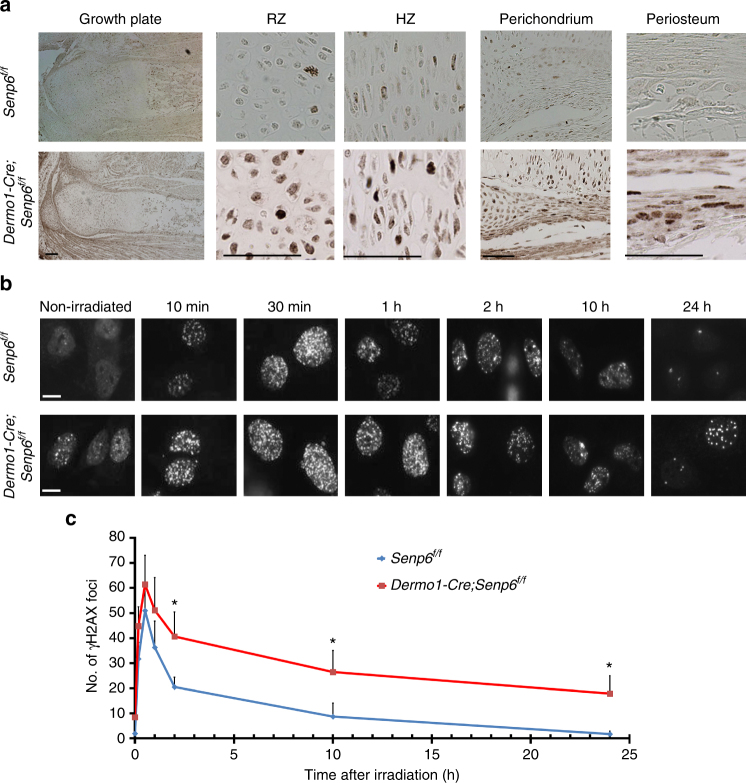
*Senp6* loss delayed DNA damage repair. **a** *Dermo1-Cre;Senp6*^*f/f*^ mice (E18.5) had more γH2AX-positive cells in the growth plate RZ, PZ, perichondrium, and periosteum than did *Senp6*^*f/f*^ controls; scale bars = 100 μm for the growth plate (left) and 50 μm for the rest. **b** *Dermo1-Cre;Senp6*^*f/f*^ mice showed an increased basal level of γH2AX foci (non-irradiated), higher sensitivity to irradiation (at 10 min), and lower clearance of γH2AX foci during recovery at 30 min to 24 h (*n* = 3; 50 areas of each slide were quantified, error bars = standard deviation, *p < 0.05, relative to control, Student’s *t*-test); scale bars = 10 μm

### *Senp6* loss activates the p53 and SASP pathways

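Primary chondrocytes, the cells that make cartilage, were isolated from the rib cartilage of E18.5 embryos and sequenced as 2 mutant samples (Dermo1-Cre and Senp6f/f) and 2 control samples (Senp6f/f without Cre). Dermo1-Cre is a Cre recombinase expressed from the Twist2 (Dermo1) locus in the progenitors of bone and cartilage, where it removes the floxed exons of Senp6. The labels of the samples give passage 1 for the cultures. The sequencing service counted reads on each gene, and the authors deposited for each sample the read count, the RPKM and the percent of the gene length covered by reads. The aligner, the genome build and the annotation are not stated in the paper or the files. The reads counted on genes were 21015873 and 26138537 in control replicates 1 and 2, and 30994579 and 28247146 in mutant replicates 1 and 2. Col1a1 took the largest share of the counts in every sample, between 1.56% and 3.42%. The files list 18298 genes with a read in at least 1 sample. The counts were tested with the quasi-likelihood test of edgeR after TMM normalization, over the 14123 genes with at least 10 counts in at least 2 samples, with Benjamini-Hochberg adjustment. RPKM values were taken as deposited. With 2 samples in each group, an exact permutation test of a single gene cannot give a p below 0.333, so the test of each gene rests on the spread that edgeR shares between genes. Xist was read 11354 times in mutant replicate 2 and the Y-linked genes were close to absent there, while the other 3 samples had the opposite pattern, so embryo sex was mixed within the mutant group.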

To understand the mechanisms underlying *Senp6*-loss-induced cell senescence and apoptosis, we compared the gene expression profiles of cultured rib chondrocytes from *Dermo1-Cre;Senp6*^*f/f*^ and *Senp6*^*f/f*^ (control) mice by RNA sequencing (RNA-seq). 

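The 4 expression profiles were compared over the 11737 genes with an RPKM of at least 1 in at least 2 samples, on the log2(RPKM + 1) scale. The Euclidean distance was 25.0 between the mutant samples and 39.5 between the control samples. Control replicate 2 lay at a distance of 33.0 from mutant replicate 1, which was less than its distance from control replicate 1. Average linkage joined the mutant samples first, then control replicate 2, and control replicate 1 last. Pearson's r across genes, which are not independent replicates, was 0.992 for the mutant pair and 0.979 for the control pair. The biological coefficient of variation estimated by edgeR was 0.209 in the control pair and 0.125 in the mutant pair. No gene had an adjusted p under 0.05 in the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, in either direction. The smallest adjusted p in that test was 0.0512, and 284 genes had an adjusted p under 0.1, of which 214 were higher and 70 were lower in the mutant. The replicate numbers, taken from the labels, did not pair the samples, since the differences between replicates 1 and 2 had a correlation of -0.0423 across genes between the genotypes. With the replicate number as a block, 84 genes were higher and 33 were lower at an adjusted p under 0.05. DESeq2 in place of edgeR gave 434 higher and 263 lower genes.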

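The DAVID analysis tests whether the genes raised in the mutant are over-represented in a pathway. The KEGG lists of DAVID were not in the files analysed here, so other lists of p53 pathway, MAPK and cytokine genes were used. The p53 list was written before the files arrived. The MAPK and cytokine lists are gene families rather than KEGG pathways. Families were drawn by matching name patterns to the measured gene symbols. Of the listed genes, 63 p53 pathway genes, 240 MAPK genes and 150 cytokine and receptor genes were tested. Since no gene was past an adjusted p of 0.05 in the edgeR test, the main fit had 0 higher genes in each list and the odds ratio of the overlap was not defined. The overlap was computed for 3 lists, and the Benjamini-Hochberg adjusted p covers these 3. Among the 434 genes that DESeq2 placed higher in the mutant were 12 p53 pathway genes, an odds ratio of 7.60 (Fisher's exact test, p = 3.93e-07, adjusted p = 5.89e-07). They also held 19 cytokine genes, an odds ratio of 4.74 (Fisher's exact test, p = 1.69e-07, adjusted p = 5.07e-07), and 15 MAPK genes, an odds ratio of 2.14 (Fisher's exact test, p = 0.0120, adjusted p = 0.0120). With the replicate number as a block in edgeR, the odds ratio was 11.8 for the p53 list (Fisher's exact test, p = 0.000531), 6.06 for the cytokine list (Fisher's exact test, p = 0.00199) and 2.92 for the MAPK list (Fisher's exact test, p = 0.0548). The numbers of list genes among the higher genes moved most without control replicate 2, where they rose along with the number of all higher genes. The odds ratios there were 4.97 for the p53, 1.43 for the MAPK and 3.10 for the cytokine list, each lower than with DESeq2. That fit kept 1 control sample and so held no spread between controls. A further test, chosen after seeing that no gene passed the threshold, compared each list with all other tested genes by the camera test of limma. The median log2 fold change was 0.158 for the p53 list (limma camera adjusted p = 0.000606 over the 21 lists tested), with both mutant samples above both controls for 30 of the 63 genes. It was 0.111 for the MAPK list (limma camera adjusted p = 0.0327). For the cytokine list it was 0.115, which was not past 0.05 after adjustment (limma camera adjusted p = 0.0589). With 1 sample left out the median ranged from 0.0668 to 0.117 for the MAPK list and from 0.0601 to 0.133 for the cytokine list. The size of these small shifts thus depended on the samples used. Fig. 4b of the paper lists the p53, MAPK and cytokine receptor pathways among those raised in the mutant chondrocytes.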

The DAVID Gene Ontology (GO) analysis revealed enriched gene clusters in the *Dermo1-Cre;Senp6*^*f/f*^ chondrocytes, including the p53 pathway, the MAPK pathway, and the cytokine–cytokine receptor interaction pathway (Fig. 4a, b). 

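Genes were ranked by the signal-to-noise ratio of their RPKM between mutant and control samples. The ranking covered the 11737 genes with an RPKM of at least 1 in at least 2 samples. The methods of the paper do not state the ranking metric of its GSEA, while its Fig. 4c names signal-to-noise. The hallmark gene sets were not in the files analysed here, so a list of p53 targets and a list of TNF and NF-κB targets, both written before the files arrived, were ranked instead. The normalized enrichment score of the 81 ranked p53 targets was 2.10 (p = 0.00131 from 1000 permutations of the gene set). For the 165 ranked TNF and NF-κB targets it was 2.18 (p = 0.00120 from 1000 permutations of the gene set). Ranking by the statistic of the edgeR fit with the replicate number as a block gave scores of 2.25 and 2.29. Ranking every gene without a filter on low RPKM gave 1.88 and 1.90. The score of the TNF list moved most with a setting chosen after seeing the data, which replaced the list by the Reactome set of TNF signaling, with 8 ranked genes, and gave -0.988 (p = 0.459 from 1000 permutations). Pmaip1, on chromosome 18 of GRCm38 from 66458533 to 66465565, had an RPKM of 3.27 ± 0.314 (SD, n = 2) in the mutant and 0.270 ± 0.128 (SD, n = 2) in the control. Its log2 fold change was 3.53 (standard error 0.351, adjusted p = 0.0739 from the edgeR quasi-likelihood test). Cdkn1a, which encodes p21, lies on chromosome 17 from 29090976 to 29100727 and had an RPKM of 149 ± 37.6 (SD, n = 2) against 71.2 ± 19.1 (SD, n = 2), a log2 fold change of 1.03 (standard error 0.226, edgeR adjusted p = 0.115). Perp had a log2 fold change of 2.01 (standard error 0.702, edgeR adjusted p = 0.240) and Mdm2 one of 0.848 (standard error 0.201, edgeR adjusted p = 0.125). With the replicate number as a block, taken from the labels, the edgeR adjusted p was 0.0365 for Pmaip1 and 0.0463 for Cdkn1a. In that fit it was 0.0516 for Perp and 0.0698 for Mdm2. The correlation of the replicate differences between the genotypes was -0.0423 across genes. With DESeq2 the adjusted p was 5.79e-12 for Pmaip1, 0.000827 for Cdkn1a, 0.00633 for Mdm2 and 0.453 for Perp. Both mutant samples were above both control samples for these 4 genes. Bbc3, which encodes PUMA, and Trp53 itself did not differ by more than the spread between replicates, with log2 fold changes of -0.138 (standard error 0.232, edgeR adjusted p = 0.831) and 0.0458 (standard error 0.137, edgeR adjusted p = 0.911).

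**Figure D1:**
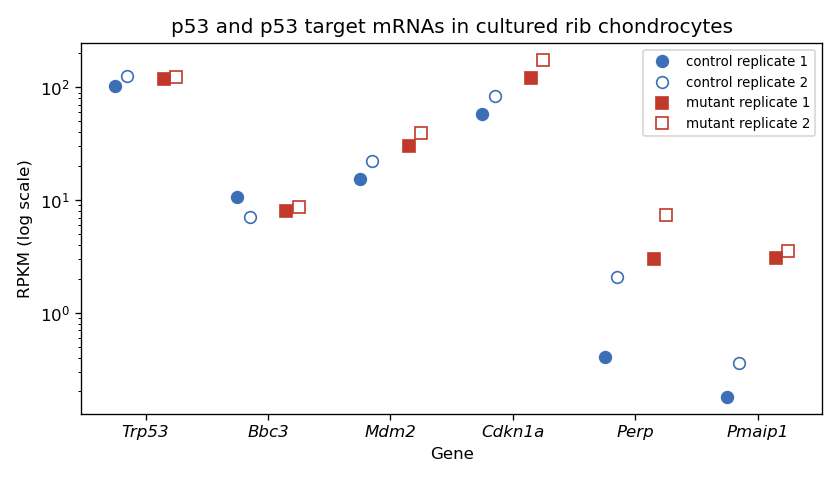
RPKM on a log scale of Trp53 and 5 of its target genes in each cultured chondrocyte sample, with circles for the control and squares for the mutant samples, filled for replicate 1 and open for replicate 2. The mutant samples lie above the control samples for Mdm2, Cdkn1a, Perp and Pmaip1, while those of Trp53 and Bbc3 overlap with the control.

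The paper states that its own GSEA (Fig. 4c) gave results similar to those of its DAVID analysis.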

Similar results were obtained from the Gene Set Enrichment Analysis (GSEA) (Fig. 4c). In addition, the SUMO2/3-targeted proteins, total p53, phosphorylated p53 (Ser15), and γH2AX protein were significantly higher in *Dermo1-Cre;Senp6*^*f/f*^ samples than in those from control mice (Fig. 4d). However, total SUMO1-modified proteins were not distinctively altered in the *Dermo1-Cre;Senp6*^*f/f*^ cartilage (Supplementary Figure 10), in line with the fact that SENP6 has a strong preference for SUMO2/3-modified substrates^25^. Consistent with these data, the expression of p53 downstream targets that promote apoptosis and senescence (*P21*, *Perp*, *Pmaip1*, and *Puma*) and senescence-associated secreted phenotypes (SASP) markers (*Il1α*, *Il6*, *Il8*, *Mmp3*, and *Icam1*) were increased, while chondrocyte differentiation and proliferation markers (*Sox9*, *Col2a1*, *Acan*, and *Col10a1*) were decreased in mutant mice (Fig. 4e). However, in the rib cartilage, *Senp6* loss did not affect the expression of other key components of the sumoylation pathway, such as the sumoylation E1, E2, and E3 enzymes and the desumoylases (Supplementary Figure 11). In addition, compared with WT controls, the expression of *Cdkn2a*, which encodes the p16 protein (an important marker and regulator of cell senescence and aging), had a 1.9-fold increase in the E18.5 *Dermo1-Cre;Senp6*^*f/f*^ cartilage (Supplementary Figure 12), although its expression was not significantly changed in the RNA-seq results using cultured primary chondrocytes.

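In the cultured chondrocytes, Cdkn2a, on chromosome 4 of GRCm38 from 89274471 to 89294653, had an RPKM of 44.9 and 17.8 in control replicates 1 and 2 and of 21.2 and 16.8 in mutant replicates 1 and 2, from 433 to 877 reads per sample. The log2 fold change was -0.773 (standard error 0.417, adjusted p = 0.445 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The mutant values overlapped those of the controls, and the control replicates were further apart than the group means. With the replicate number as a block the log2 fold change was -0.637 (edgeR adjusted p = 0.364), and the correlation of the replicate differences between the genotypes was -0.0423 across genes. The value depended most on which control sample was used. Without control replicate 1 it was 0.0746, and without control replicate 2 it was -1.34. With 1 control sample left, these fits hold no spread between controls, so only their effect sizes are given. The locus also encodes p19Arf, and the gene-level count does not separate its transcripts from those of p16. The cartilage measurement of Supplementary Figure 12 was not analysed here. The paper states that Cdkn2a was not significantly changed in the cultured cells.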

**Fig. 4:**
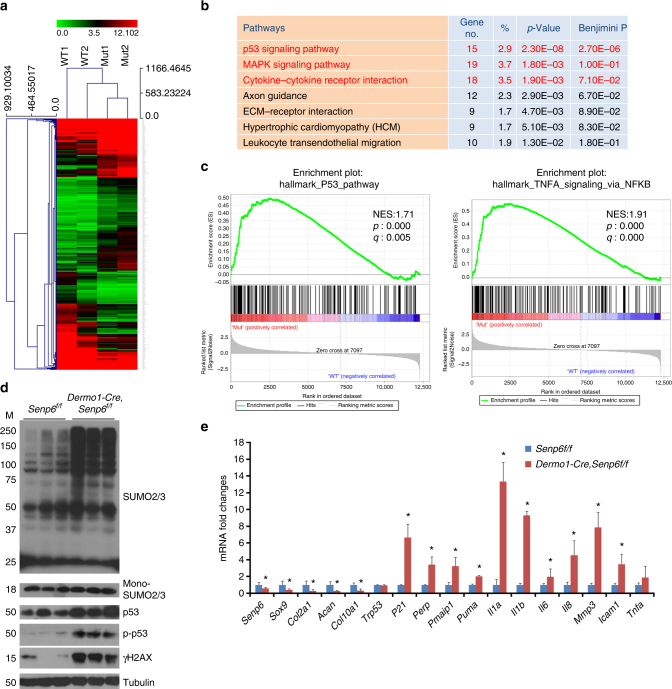
*Senp6* loss activated p53 signaling pathway and SASP. **a** Heatmap of RNA-seq gene expression profiles comparing *Dermo1-Cre;Senp6*^*f/f*^ and control primary rib chondrocytes (*n* = 2). **b** Up-regulated pathways based on DAVID GO analyses (*p*-values: Fisher Exact/EASE Score). **c** Enriched p53 pathway and TNFα-signaling-via-NFκB pathway in *Dermo1-Cre;Senp6*^*f/f*^ by GESA analysis (NES normalized enrichment score; *p*: nominal *p*-value; *q*: false discovery rate *q*-value). **d** *Dermo1-Cre;Senp6*^*f/f*^ rib cartilage (E18.5) showing higher total SUMO2/3-modified proteins, total and phosphorylated (S15) p53, and γH2AX relative to controls (*n* = 3). **e** Chondrocyte differentiation and proliferation markers, p53 downstream targets that promote apoptosis and senescence, and SASP markers were augmented in the rib cartilage of E18.5 *Dermo1-Cre;Senp6*^*f/f*^ mice (*n* = 3; error bars = standard deviation, *p < 0.05, relative to controls, Student’s *t*-test)

In addition, because p53 overactivity is one of the major mechanisms of organismal aging^26^, these results suggested that the premature aging phenotype seen in the *UBC-CreERT2;Senp6*^*f/f*^ *mice* was likely caused by the hyperactive p53. In support of this, we found by western blots that the tails from tamoxifen-treated *UBC-CreERT2;Senp6*^*f/f*^ mice had a distinctively higher amounts of total p53, p-p53, and SUMO2/3-modified proteins than those from control mice. In addition, the expression of p53 downstream target genes, such as *P21, Perp, Puma*, and *Pmaip1*, was significantly increased, similar to that observed in the *Dermo1-Cre;Senp6*^*f/f*^ cartilage (Supplementary Figure 13).

### SENP6 suppresses p53 activity by desumoylating TRIM28

Next, we studied how SENP6 regulates the p53 signaling pathway. p53 can be sumoylated at Lys386^27^, but the consequence remains unclear: sumoylation may enhance p53 exportation from the nucleus and degradation, or it may activate p53 by promoting its transactivity^28,29^. In our studies, we were unable to detect sumoylated p53 by western blots using either total cell lysates or a sumoylated protein-enriched fraction from WT and *Senp6*^*–/*–^ chondrocytes (Supplementary Figure 14). Hence, we sought to identify other SENP6 downstream targets that regulate p53 signaling. We enriched the total sumoylated proteins from *Dermo1-Cre;Senp6*^*f/f*^ and *Senp6*^*f/f*^ rib chondrocytes and profiled them using mass spectrometry. Our data showed that TRIM28 was one of the most abundant sumoylated proteins, with 3.2-fold enrichment in *Dermo1-Cre;Senp6*^*f/f*^ rib cartilage (Supplementary Figure 15).

TRIM28 is a multifaceted transcriptional co-repressor involved in chromatin remodeling, stem cell pluripotency, differentiation, DNA damage repair, and p53 regulation^30^. We found more sumoylated TRIM28 (arrow in Fig. 5a) but less total TRIM28 in the *Dermo1-Cre;Senp6*^*f/f*^ rib cartilage (Fig. 5a). In addition, overexpressed SENP6 effectively removed the SUMO3 modifications on TRIM28 (Fig. 5b). We further found that both WT SENP6 and the catalytic-domain-null SENP6 can be co-immunoprecipitated with TRIM28. These data suggested that a direct SENP6/TRIM28 interaction may mediate TRIM28 desumoylation (Fig. 5c). However, TRIM28 and p53 were not co-immunoprecipitated (Supplementary Figure 16), consistent with a previous report that TRIM28 does not regulate p53 activity by a direct interaction^31^.

**Fig. 5:**
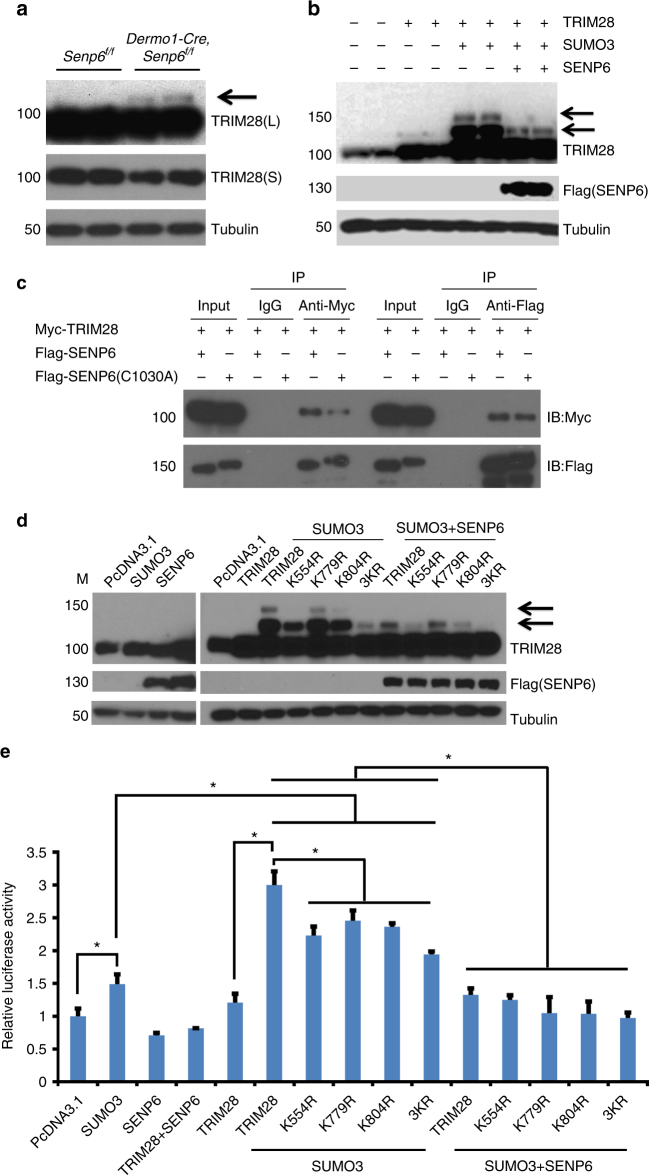
SENP6 desumoylated and stabilized TRIM28 and suppressed p53. **a** *Senp6* loss decreased the total TRIM28 protein in E18.5 *Dermo1-Cre;Senp6*^*f/f*^ rib cartilage but increased sumoylated TRIM28 (upper bands denoted by the arrow). “L” or “S” indicates long or short exposure (*n* = 3). **b** SUMO3 modifications on TRIM28 can be removed by overexpressed SENP6 (*n* = 2). **c** TRIM28 can be immunoprecipitated with either wild-type SENP6 or enzymatic-activity-null SENP6 (C1030A). **d**, **e**. Sumoylation-resistant TRIM28 mutations impaired TRIM28 sumoylation and p53 activation. Western blots showed that the K554R, K804R, K779R, and 3KR mutations of TRIM28 reduced TRIM28 SUMO3 modifications, and SENP6 effectively removed SUMO3 modification from all these sites (**d**). p53 reporter luciferase assays showed that the sumoylated TRIM28 enhanced p53 signaling, which was abolished by the addition of SENP6; these TRIM28 mutants induced significantly lower p53 activity than WT TRIM28 did (*n* = 3; error bars = standard deviation, *p < 0.05, Student’s *t*-test) (**e**)

Based on published results, TRIM28 has six known sumoylation sites, with three of them crucial to its functions (K554, K779, K804)^32,33^. To understand the preference of SENP6 in deconjugating SUMOs from these site(s), we overexpressed in HEK293 cells the TRIM28 variants with point mutations on each of these three sites (TRIM28^K554R^, TRIM28^K779R^, TRIM28^K804R^) or with the triple mutation (TRIM28^3KR^). Upon SUMO3 overexpression, TRIM28^3KR^ showed a strongest resistance to sumoylation (compared with WT TRIM28); TRIM28^K554R^ and TRIM28^K804R^ also had a distinctive decrease, while TRIM28^K779R^ showed a milder reduction in sumoylation. In addition, the overexpressed SENP6 effectively deconjugated SUMO3 modification from the WT and all these TRIM28 mutants (Fig. 5d). These data overall suggest that K554, K804, and K779 represented the major sumoylation sites of TRIM28, with the former two most predominant, and that SENP6 was capable of removing SUMO3 modifications from all these three sites.

Next, we evaluated the contribution of TRIM28 sumoylation to the p53 regulation by a reporter luciferase assay. We found that overexpression of SUMO3, TRIM28, or SENP6 alone caused very subtle changes of p53 activity. In contrast, SUMO3/TRIM28 co-overexpression induced a much stronger increase (~3 folds) of p53 activity, and this could be abolished by SENP6 overexpression. In addition, when SUMO3 was overexpressed, all the sumoylation-resistant TRIM28 mutants, especially the TRIM28^3KR^, showed less SUMO3 modifications and significantly weaker p53 reporter activity than the WT TRIM28 did (Fig. 5d, e). These data support the idea that SENP6-mediated TRIM28 desumoylation plays a crucial role in the regulation of p53 activity.

### Loss of p53 partially rescues skeletal defects of *Senp6*^*‒/‒*^ mice

To directly test the hypothesis that the SENP6 desumoylase acts through the p53 axis in regulating bone development, we generated *Prx1-Cre;Senp6*^*f/f*^*;Trp53*^*f/f*^ mice (DKO). Relative to *Prx1-Cre;Senp6*^*f/f*^*;Trp53*^*f/+*^ (SKO) mice, DKO mice had an improved post-weaning survival rate (>60%), increased limb bone length and width, a thicker perichondrium, moderately corrected skeletal morphology and calvarial ossification, and partially rescued chondrocyte size (Fig. 6a, b). Most distinctively, the delayed SOC formation was well corrected (Fig. 6c). DKO mice at P21 showed clear cartilage canal formation in the SOC and a larger ossified area containing bone marrow in the epiphysis center, markedly exceeding those in the SKO mice. In addition, the DKO mice showed a higher trabecular bone mass in both the SOC and the metaphysis of distal femurs than SKO mice did (Fig. 6c). These data collectively suggest that excessive p53 signaling accounts for the skeletal defects in SKO mice.

**Fig. 6:**
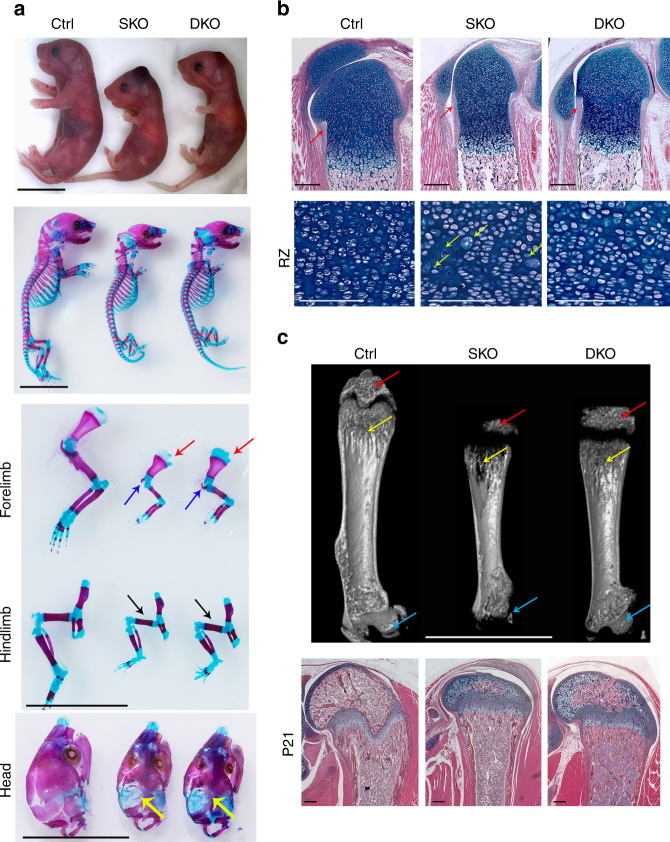
*Trp53* knockout partially rescued skeletal defects caused by *Senp6* loss. **a** *Prx1-Cre;Senp6*^*f/f*^*;Trp53*^*f/f*^ (DKO) P0 mice had a partially rescued skeletal phenotype relative to *Prx1-Cre;Senp6*^*f/f*^*;Trp53*^*f/+*^ (SKO) mice, as suggested by the smaller indentation in the scapula growth plate (red arrows), the longer clavicles (blue arrows), increased width and length of the femur (black arrows), tibia, humerus, ulna, and radius, and the moderately increased mineralization in the cranial bones (yellow arrows). Scale bars = 1 cm. **b** P0 DKO femoral sections show corrected growth plate diameter, perichondrium thickness (red arrows), and chondrocyte size (yellow arrows) relative to those of SKO mice. Scale bars = 100 μm for the upper panels and 50 μm for the lower panels. **c** p53 loss partially corrected the low bone mass and the delayed SOC formation of SKO mice at P21 as revealed by microCT imaging (SOC, red arrows; metaphasis bone, yellow arrows; proximal femur head, blue arrows; scale bars = 1 cm). H&E staining of the corresponding femurs is shown in the lower panels; scale bar = 100 μm

We then assessed whether *p53* deletion could rescue the defect in skeletal cell homeostasis caused by *Senp6* loss. Our data showed that DKO mice had significantly fewer apoptotic cells but more proliferating cells in the PZ and RZ of the growth plate. The γH2AX-positive cells in the growth plate of DKO mice were similar to those of SKO mice, and by western blot using growth plate protein samples we detected a moderately but insignificantly higher level of γH2AX in DKO than in SKO (Fig. 7a, c). DKO primary rib chondrocytes showed less SA-β-gal staining than did SKO and control chondrocytes (Fig. 7d). Also, the DKO calvarias and femur growth plates had decreased expression of p53 downstream genes and SASP genes (Fig. 7e, Supplementary Figure 17), suggesting that the elevated p53 signaling in *Senp6*^*‒/‒*^ chondrocytes not only promoted apoptosis and cell senescence but also enhanced SASP. This is in line with the previous finding that p53 promotes SASP in the liver cells^34^. Consistently, *Senp6*^*‒/‒*^ BMSCs were more susceptible to the cell senescence induced by nutlin-3 (a p53 activator) than were control (*Senp6*^*f/f*^) cells. In contrast, pifithrin-α (PFTα, a p53 inhibitor) was more efficient in rescuing the senescence *of Senp6*^*‒/‒*^ BMSCs, relative to *Senp6*^*f/f*^ BMSCs. This suggests that excessive p53 signaling contributes to the advanced cell senescence of *Senp6*^*‒/‒*^ cells (Supplementary Figure 18).

**Fig. 7:**
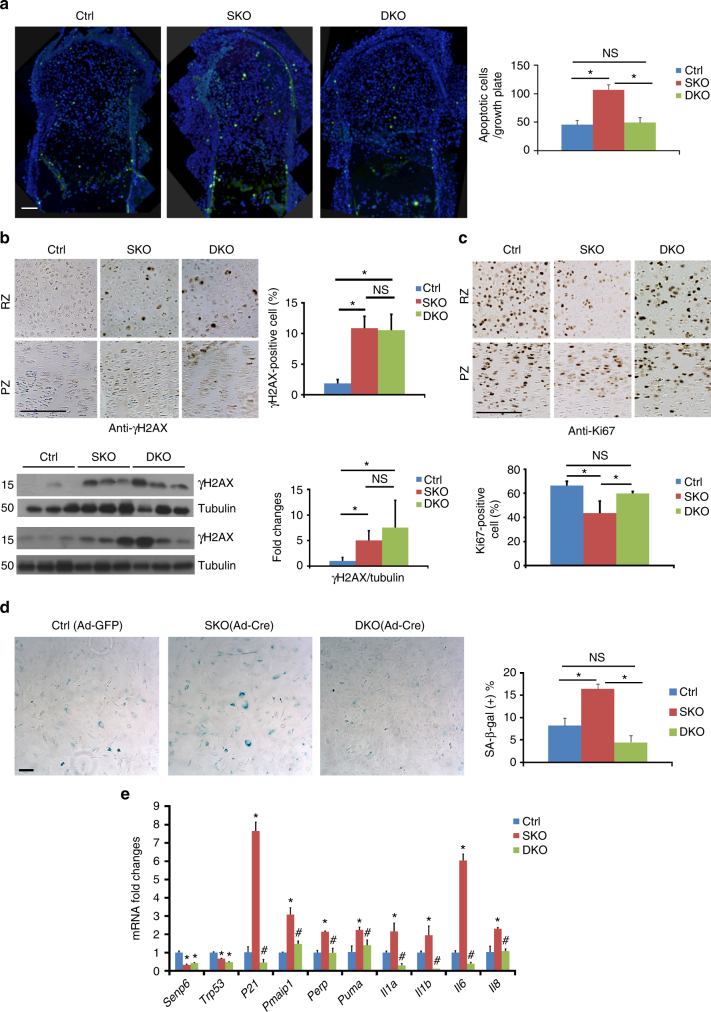
*p53* loss rescued the cellular phenotypes of SKO growth plates. **a** Growth plate of DKO mice shows decreased cell apoptosis, as indicated by TUNEL staining; the representative images are on the left and quantification on the right (*n* = 3; error bars = standard deviation, *p < 0.05; NS not significant, Student’s *t*-test; scale bar = 100 μm). **b** γH2AX expression was not rescued in the growth plate of DKO mice. The upper panel shows the representative IHC on the RZ and PZ of growth plate with quantification on the right; the lower panel shows western blots and quantification on the right (*n* = 6, error bars = standard deviation, *p < 0.05, NS not significant, Student’s *t*-test; scale bar = 50 μm). **c** Corrected cell proliferation by Ki67 staining in the growth plate of DKO mice relative to SKO mice (quantification shown in the low panel; *n* = 3, error bars = standard deviation, *p < 0.05, NS not significant, Student’s *t*-test; scale bar = 50 μm). **d** Corrected cell senescence in Ad-Cre-mediated-DKO vs SKO primary rib chondrocytes, as indicated by SA-β-gal staining; representative staining images are on the left and quantifications on the right (*n* = 3, error bars = standard deviation, *p < 0.05, NS not significant, Student’s *t*-test; scale bar = 50 μm). **e** Femur growth plate samples from DKO mice show the rescue of elevated p53 downstream targets as well as SASP markers (*n* = 3, *p < 0.05, relative to Ctrl; and ^#^*p* < 0.05, relative to SKO; error bars = standard deviation, Student’s *t*-test)

## Discussion

Sumoylation regulates the functions of a wide variety of proteins associated with human diseases^35^. However, the role of the sumoylation/desumoylation pathways has not been well studied in skeletal development and aging. In the present work, we found that global deletion of *Senp6* in adult mice caused a distinctive premature-aging phenotype. OCP-specific *Senp6* deletion resulted in a broad range of skeletal developmental defects associated with enhanced apoptosis and cell senescence. In addition, *Senp6* loss markedly elevated inflammatory and tissue-degrading factors of SASP components in the chondrocytes and OCPs. These observations suggest that SENP6 plays a role in preventing skeletal aging by inhibiting both stem cell/progenitor exhaustion and abnormal cell–cell communication, the two ultimate hallmarks of aging^3^. It has been reported that a decreased SENP6 level and an SNP adjacent to the *SENP6* locus are associated with osteoarthritis^13,14^, which is triggered and aggravated by articular chondrocyte senescence and the SASP. Whether and how SENP6 plays a role in joint aging and in the pathogenesis of osteoarthritis is worthy of further study.

Our work revealed that *Senp6* loss significantly up-regulated p53 signaling. The p53 pathway promotes cell senescence and apoptosis, as well as organismal aging^36^. Mice with a constitutively active p53 mutation (*Trp53*^*TSD*^) exhibit severe premature aging with kyphosis^37^, similar to the *UBC-CreERT2;Senp6*^*f/f*^ mice. Moreover, a deficiency of MDM2 (an E3 ubiquitin ligase destabilizing p53) in mesenchymal cells or OCPs produces a smaller skeleton and cranial defects^38^, reminiscent of the *Dermo1-Cre;Senp6*^*f/f*^ or *Prx1-Cre;Senp6*^*f/f*^ mice. We showed that p53 loss can partially but distinctively rescue these *Senp6*-loss-induced skeletal phenotypes. These results support the idea that the p53 is an important downstream pathway of SENP6 in regulating skeletal development and maintenance. In addition, as a major downstream target of p53, p21 plays a pivotal role in promoting cell senescence. Excessive p21 expression is commonly observed in senescent cells and aging animal models, and the removal of p21 can alleviate cell senescence^36^. We observed a dramatic up-regulation of p21 in *Senp6*-deficient cells, and further removal of p53 effectively normalized p21 expression and the cell senescence phenotype, implying an important contribution of the p53–p21 axis in *Senp6*-loss-induced cell senescence phenotype (Fig. 7e, Supplementary Figure 17). Moreover, the well-rescued SOC formation in *Prx1-Cre;Senp6*^*f/f*^ mice by p53 loss suggested an unprecedented role of p53 signaling in regulating SOC formation, i.e., SOC initiation requires a low local p53 activity.

We showed that SENP6 loss led to increased TRIM28 sumoylation but a decreased total TRIM28 in chondrocytes and OCPs, in line with the findings that TRIM28 is a negative regulator of p53 and cellular senescence. For example, TRIM28 has been shown to promote p53 degradation through MDM2- or MAGEs-dependent pathways^31,39,40^. Also, TRIM28 was reported to be a major target of senescence-associated protein degradation (SAPD), and its loss can trigger cellular senescence in primary fibroblasts^41^. Moreover, sumoylation promotes TRIM28 degradation by RNF4, a sumoylation-dependent ubiquitin E3 ligase^42^. These results suggest that SENP6 may partly prevent p53-hyperactivity-caused cellular senescence by desumoylating and stabilizing TRIM28. Moreover, our luciferase reporter assay showed that the SUMO3 modifications of overexpressed TRIM28 could augment p53 activity, which could be further negated by SENP6 overexpression (Fig. 5e). This suggests that TRIM28 sumoylation could also enhance p53 pathway in a degradation-independent manner. However, these findings apparently differ from previous reports: TRIM28 and sumoylated TRIM28 have been reported to be transcriptional co-repressors of ZBRK1, a zinc-finger DNA-binding protein that mediates transcriptional repression of a few p53 downstream genes^43^; when ZBRK1 is overexpressed, the N-terminal SUMO1-TRIM28 in-frame fusion protein can suppress doxorubicin-induced *p21* promoter activation in the MCF-7 breast cancer cell line^44^. The discrepancies between these two studies and our result may be due to the reason that our work explored the general role of SUMO3-modified TRIM28 sumoylation/desumoylation on p53 activation, while the two studies above focused on ZBRK1-dependent TRIM28 function.

Besides TRIM28, SENP6 has been found to interact with and desumoylate other p53 regulators, such as TIP60 and PML^45,46^. However, PML and TIP60 did not appear in the results of our SUMO IP/MS experiment; their roles in mediating the *Senp6*-loss-induced p53 activation in the mesenchymal cell lineage remain unclear.

We found that *Senp6*^*‒/‒*^ chondrocytes had an impaired capacity in clearing irradiation-induced DNA damage. This is consistent with the reports that SENP6 interacts with and desumoylates the RPA70 and Fanconi Anemia ID complex and thus facilitates replication fork processing during DNA repair^15,16^. In support of this, we also found that the level of RPA70 sumoylation was augmented in *Senp6*-deficient cartilage (Supplementary Figure 9). As a pivotal regulator of DNA damage repair, p53 is quickly activated in response to DNA damage^47^. The dramatically enhanced p53 activity and cell senescence in the *Senp6*-deficient skeletal cells may be partly due to a prolonged stress response to the impaired DNA repair. However, in HEK293 cells, TRIM28/SUMO3 co-overexpression did not seem to alter the level of γH2AX (Supplementary Figure 19), while it was still sufficient to enhance p53 reporter activity (Fig. 5e). This implies that, at least in such an experimental setting, the SENP6–TRIM28 axis could regulate p53 pathway in a DNA damage-independent manner. Interestingly, we found that *p53* loss partially rescued the skeletal phenotype and cell senescence caused by *Senp6* deficiency, but it did not rescue (or even worsen) the DNA damage. This phenomenon is reminiscent of several previous reports: *Trp53* loss can rescue the premature aging and cell senescence phenotypes of *Brca1* or *Ku80* knockout mice at the expense of increasing DNA damage^48,49^.

We showed that p53 loss resulted in a distinct but incomplete rescue of *Senp6*-KO phenotypes, implying that other p53-independent pathways may also contribute to the regulation of SENP6-mediated OCP homeostasis. Moreover, TRIM28 and its sumoylated forms have been found to orchestrate chromatin remodeling by modulating DNA and histone modifications^50,51^. In support of this, a recent finding showed that both TRIM28 and SENP6 are important factors in suppressing endogenous retrovirus activation, which is commonly implemented through chromatin silencing^52^. How the SENP6/TRIM28 interaction epigenetically regulates stem cells/progenitor dynamics is a promising direction for further exploration.

Interestingly, SENP7, another member of desumoylase family, has also been found to modulate TRIM28 function in chromatin relaxation, which is an important biological event for DNA damage repair and epigenetic regulation^53^. 

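In the control chondrocytes Senp6 had an RPKM of 14.4 ± 5.08 (SD, n = 2) and Senp7 one of 4.85 ± 0.334 (SD, n = 2). The single values for Senp6 were 10.8 and 18.0, and those for Senp7 were 5.09 and 4.61, so Senp6 was above Senp7 in each control sample. In the mutant chondrocytes the RPKM was 10.0 ± 2.79 (SD, n = 2) for Senp6 and 4.22 ± 0.359 (SD, n = 2) for Senp7. Senp7, on chromosome 16 of GRCm38 from 56048338 to 56190012, had a log2 fold change of -0.243 (standard error 0.160, adjusted p = 0.538 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate number as a block it was -0.244 (edgeR adjusted p = 0.645). Leaving out each sample in turn kept it between -0.367 and -0.136, and no fit gave an adjusted p under 0.05. The bone marrow stromal cells of Fig. 1b were not analysed here. The paper reads the RPKM levels as a lower expression of Senp7 than of Senp6. For Senp7 being unaffected by the loss of Senp6 it cites Supplementary Figure 11, which was measured in rib cartilage.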

Our RNA-seq data showed that SENP7 (RPKM = 4.85) was expressed at a relatively lower level than SENP6 (RPKM = 14.4), and its expression was unaltered in the BMSCs of aging mice and unaffected by *Senp6* loss in the chondrocytes (Fig. 1b, Supplementary Figure 11). Also, desumoylase SENP5 has been reported to regulate DNA repair and mitochondrial function, both of which are highly associated with aging^54,55^. We found that *Senp5* expression was decreased in the BMSCs of aging mice (Fig. 1b), but its expression was not affected by *Senp6* loss in the chondrocytes (Supplementary Figure 11). It remains unclear whether SENP7 and SENP5 have a redundant role of SENP6 in the skeletal context.

Overall, our study suggests that during skeletal development, SENP6 desumoylase maintains proper OCP renewal, differentiation, and survival, partly through suppressing p53 pathways. These findings will shed new light into research in fields such as cell senescence, stem cell rejuvenation, aging, and cancer, where sumoylation and p53 pathways play crucial roles.

## Methods

### Mice

The *Dermo1-Cre*, *Prx1-Cre*, *UBC-CreERT2, and Trp53*^*f/f*^ mice were obtained from Jackson Lab and maintained by breeding with WT C57BL/6 strains. The *Senp6* floxed mice were created by the laboratory of Dr. Edward Yeh and maintained on C57BL/6 background. Mice at embryonic or perinatal stages were not separated by sexes. The mice at p12, p21, and adult age used in the present study were males. The littermates were randomly grouped based on genotypes for all the experiments. The animal procedures were approved by the Van Andel Research Institute Animal Care and Use Committee.

### Skeletal staining

The scarified mice with skin and internal organs removed were fixed in 95% ethanol overnight and stained with alcian blue (0.3% in 70% ethanol) for 24–48 h. Next, the skeletons were incubated with 2% KOH for 24–48 h, then stained with alizarin red S (0.1% in 95% ethanol) overnight. The stained skeletons were cleared in 1% KOH/20% glycerol solution for 2–3 days, and stored in ethanol/glycerol solution (1:1).

### Histology and immunohistochemistry

For histological analyses, embryonic undecalcified or adult decalcified (using 14% EDTA solution) mouse skeletal tissues were fixed in 4% paraformaldehyde and were paraffin-embedded. Specimens were sectioned at a thickness of 5 µm. Sections were stained with Alcian blue hematoxylin/orange G following standard procedures.

For immunohistochemistry, sections were dewaxed and rehydrated, antigen-unmasked in citrate buffer, and then were quenched for endogenous peroxidase activity using 3% H_2_O_2_ for 10 min. After rinsing in PBS, the sections were incubated in the normal serum blocker (NSB) buffer (3% normal serum, 0.1% BSA, and 0.1% Triton X-100 in PBS) for 30 min and then were reacted with specific primary antibodies overnight at 4 °C. After washing, sections were incubated with biotinylated secondary antibody for 1 h at room temperature, treated with avidin–biotin–peroxidase complex reagent (ABC, Vector Laboratories) for 30 min at room temperature, followed by incubation with peroxidase substrate solution (DAB) (Vector Laboratories). Finally, sections were counterstained with hematoxylin for 20 s and mounted with coverslips^56,57^. Detailed information about the antibodies used in this study is provided in Supplementary Table 1.

### microCT imaging

Following the JBMR-recommended microCT guidelines and previous publications^58,59^, we scanned the P21 male mouse femurs at 13.3-µm voxel size (59 kV, 167 μA) using a SkyScan 1172 microCT imaging system. After reconstruction using the RNecon software with a threshold set at 90 and aligned in the Dataviewer software, 3D images were created using the CTan software. The sagittal section views of femurs were captured using the CTvol software.

### BrdU incorporation and TUNEL assays

For the cell proliferation assay, BrdU labeling reagent (10 µl/g body weight; Life Technologies) was injected into pregnant female mice or postnatal mice. Two hours later, the mice were sacrificed, and the growth plate samples were collected for sectioning. The tissue sections were dewaxed and permeabilized with 0.5% Triton X-100:PBS, blocked in NSB buffer, and stained with anti-BrdU antibody (Life Technologies) and anti-mouse AlexaFluor-488 secondary antibody (Molecular Probes). Mounting medium containing DAPI was used to counterstain nuclei. Images were acquired with a 20× objective and the positive staining was quantified manually using Image-Pro-Plus 6.0 software^60^.

The TUNEL assay was performed on paraffin-embedded sections of distal femur growth plates using an in situ Cell Death Detection Kit (Roche Diagnostics) according to the manufacturer’s instructions. For quantification, the number of TUNEL-positive cells was counted in a section of the entire distal femur growth plate for each sample.

### SA-β-gal staining assay

The activity of SA-β-gal in cell cultures was detected according to the reported protocols^61^. Briefly, cultured cells were fixed by 0.5% glutaraldehyde, washed with PBS, then incubated with 1 mg/ml X-gal in SA-β-gal staining solution (5 mM potassium ferrocyanide, 5 mM potassium ferricyanide, and 2 mM MgCl_2_, pH 6.0) at 37 °C overnight. For frozen sections, SA-β-gal activity was determined by using an SA-β-gal kit (Cell Signaling Technology) according to the manufacturer’s instructions.

### Cell culture

Primary mouse rib chondrocyte cultures: Rib cages were dissected from E18.5 mouse embryos. The soft and bony tissues surrounding the cartilaginous parts of the rib were removed as much as possible. Rib cages were incubated in pronase (2 mg/ml in PBS) at 37 °C for 30 min, followed by incubation in collagenase D (3 mg/ml in DMEM without serum) at 37 °C for 30–60 min to further remove soft tissue. Then the cleaned rib cartilage pieces were transferred into 1.5-ml centrifuge tubes and incubated in collagenase D digestion solution (DMEM with 1.5 mg/ml collagenase D and 5% fetal bovine serum (FBS)) overnight at 37 °C. The dissociated chondrocytes were collected and plated in α-MEM medium with 10% FBS.

BMSC cultures: Bone marrow was flushed out from mouse tibia and femurs and was cultured in α-MEM with 10% FBS. After 48 h, non-adherent cells were removed by three washes in PBS and the adherent cells (i.e., BMSCs) were continuously cultured with medium changes every 2 days. After 7–10 days in culture, BMSCs were subcultured. All experiments were performed using cells at the second or third passage if not specified. To induce differentiation and mineralization, BMSCs were cultured in a mineralization medium (growth medium plus 50 µg/ml ascorbic acid, 1 mM β-glycerophosphate, and 0.01 µM dexamethasone).

CFU-F and CFU-O cultures: The total bone marrow was harvested from mouse femurs and tibias, seeded at 1 × 10^6^ cells/well in 12-well plates, cultured for 48 h, and then washed to remove unattached cells. For the CFU-F (fibroblast) assay, the cells were cultured for another 8 days in normal culture medium (α-MEM, 10% FBS) and then were stained with crystal violet. For the CFU-O (osteoblast) assay, the cells were cultured for another 8 days in mineralization medium and then stained for alkaline phosphatase (ALP)^59^.

The HEK293 cell line was obtained from ATCC and was cultured in DMEM medium with 10%FBS.

### Western blots

Total protein was extracted from mouse rib cartilage or from cell cultures using RIPA buffer. Samples containing equal amounts of protein were separated by SDS-PAGE gel and subjected to standard western blot procedures. Antibodies against SUMO1, SUMO2/3 were purchased from Sigma; anti-RPA70 was purchased from Santa Cruz; anti-p53, anti-p-p53, anti-γH2AX, anti-TRIM28, and anti-α-tubulin antibodies were purchased from Cell Signaling Technology. The original uncropped scans of western blots are shown in Supplementary Figure 20, 21. Detailed information about the antibodies used in this study is provided in Supplementary Table 1.

### Co-immunoprecipitation

HEK293 cells were transfected with Myc-tagged TRIM28, 3XFlag-SENP6, or 3XFlag-SENP6(C1030A)^15^ plasmids using X-fect transfection reagent (Clontech Laboratories). After culturing for 48 h, cells were lysed in RIPA buffer containing protease inhibitor and NEM (*N*-ethylmaleimide). Myc (Invitrogen, 1:1000) or Flag (Sigma-Aldrich, 1:1000) antibodies were used to immunoprecipitate TRIM28 and SENP6 or the SENP6 mutant (C1030A), respectively. The precipitates were boiled in Laemmli buffer (Bio-Rad) with 5% β-mercaptoethanol and loaded onto a 6% PAGE-SDS gel for western blot assays.

### Quantitative RT-PCR (qRT-PCR)

Total RNA was extracted form mouse rib cartilage, calvaria, or cell cultures using TRIzol (Invitrogen), followed by use of a GenElute Mammalian Total RNA kit (Sigma) with on-column DNase digestion. First-strand cDNA was generated from 1 μg of RNA using SuperScript III First-strand Synthesis System (Invitrogen). Real-time PCR was performed using the StepOnePlus system and Fast SYBR Green Master Mix (Invitrogen). The relative gene expression levels were calculated using 2^–ΔΔCT^ method^62^. The actin gene was used as an internal expression control. The specific primer sequences used in the study are provided in Supplementary Table 2.

### γH2AX foci assays

X-ray irradiations were performed at 225 kVp; dosage was 2 Gy at a rate of 0.4 Gy/min hardened with a 4-mm removable copper filter^63^. To minimize variations, radiation exposures were conducted at room temperature with cells covered in 2 ml of warmed culture medium. Pre- and post-irradiation, cells were immediately transferred to a 37 °C, 5% CO_2_ incubator in the same room. Control experiments were performed following exactly the same irradiation protocol but without energizing the X-ray unit. After irradiation, cells were fixed at different time points for plotting the kinetics of γ-H2AX induction and clearance. Cells were fixed in ice cold 4% paraformaldehyde for 15 min at room temperature, permeabilized with 0.5% Triton X-100:PBS, blocked in NSB buffer (Upstate), and stained with anti-γ-H2AX antibody (Upstate) and anti-mouse AlexaFluor-488 secondary antibody (Molecular Probes). Mounting medium containing DAPI was used to counterstain nuclei. Images were acquired with a 100× objective. The γ-H2AX foci were scored manually using Image-Pro-Plus 6.0 software, and the average number of foci per cell was calculated from a minimum of 200 cells per time point. Experimental data represent the average of two independent experiments.

### RNA sequencing and data analysis

Total RNA was extracted from the primary chondrocytes of *Dermo1-Cre;Senp6* ^*f/f*^ and *Senp6* ^*f/f*^ mice rib cartilage using GenElute Mammalian Total RNA Miniprep Kit (Sigma) according to the manufacturer’s instructions. RNA was then sequenced by the BGI RNA-seq service (*n* = 2). GO analysis was performed using DAVID (http://david.abcc.ncifcrf.gov/). Gene expression clustering was analyzed using Cluster 3.0 and visualized using Java TreeView.

For Gene Set Enrichment Analysis, we used GSEA v2.2.0 on various functional and/or characteristic gene signatures. Gene sets were obtained from the MSigDB database v3.0. Statistical significance was assessed by comparing the enrichment score to enrichment results generated from 1000 random permutations of the gene set to obtain *p* values (nominal *p* value).

### LC/MS/MS

Sumoylated proteins were enriched from the primary chondrocytes using a SUMO-QAPTURE-T Kit (Enzo-Lifesciences) following the manufacturer’s protocol and were analyzed at the Mass Spectrometry Core Facility of Michigan State University. Briefly, samples were purified and concentrated in a one-dimensional (1D) SDS-PAGE gel, and the gel bands were dehydrated and then digested using sequencing grade-modified trypsin. Peptides were extracted from the gel by water bath sonication and then re-suspended. Eluted peptides were sprayed into a ThermoFisher Q-Exactive mass spectrometer using a FlexSpray spray ion source. Survey scans were taken in the Orbi trap (70,000 resolution, determined at *m*/*z* 200) and the top 10 ions in each survey scan were then subjected to automatic higher energy collision–induced dissociation (HCD) with fragment spectra acquired at 17,500 resolution. The resulting MS/MS spectra were converted to peak lists using Mascot Distiller, v2.5.1, and searched against all mouse protein entries available from the UniProt database appended with common laboratory contaminants and from the GPM, using the Mascot searching algorithm, v2.5. The Mascot output was then analyzed using Scaffold v4.4.6 to probabilistically validate protein identifications. Assignments validated using the Scaffold 1% FDR confidence filter was considered true. After filtering non-specific hits, proteins having at least two peptides detected by MS and more than a 2.2-fold increase in the *Dermo1-Cre;Senp6*^*f/f*^ chondrocytes relative to controls were considered candidate substrates of SENP6.

### p53 reporter assay

HEK293 cells (ATCC) were transfected with PG13-Luc (with p53 binding cis-element, 0.5 μg) and Myc-TRIM28, TRIM28^K554R^, TRIM28^K779R^, TRIM28^K804R^, TRIM28^3KR^ (0.5 μg) with HA-SUMO3 (0.5 μg) or Flag-SENP6 (1.5 μg) present or absent based on the experimental strategy. Each transfection included Flag-p53 (0.05 μg) and pRL-Renilla (0.05 μg, as control). After incubation for 48 h at 37 °C, the cell lysate was collected for luciferase assay using a Dual-Luciferase kit (Promega). The firefly-luminescence results were normalized to the Renilla luminescence for internal control of transfection efficiency.

### Statistical analysis

All statistical results are presented as the mean ± standard deviation (S.D.). The differences between two groups were calculated using the two-tailed, unpaired Student’s *t*-test; *p* values <0.05 were considered statistically significant. If not specified in the figure legends, the number of animals per group was *n *≥ 3 for the in vivo experiments, including macroscopic phenotyping, skeletal staining, histology, immunohistochemistry, genetic rescues, qRT-PCR, and western blots. The representative images were those in good agreement with the consistent observations. For the in vitro or ex vivo studies, the number of biological replicates (*n*) is indicated in each figure legend.

### Data availability

RNA-seq data that support the findings of this study have been deposited in Gene Expression Omnibus with the accession codes (GSE102856). All relevant data are available from the authors upon reasonable request.

## Electronic supplementary material

Supplementary Information

# Supplementary material for: Desumoylase SENP6 maintains osteochondroprogenitor homeostasis by suppressing the p53 pathway
**Source:** Nat Commun. 2018 Jan 10;9:143. doi: 10.1038/s41467-017-02413-3
**Supplement:** Supplementary file 1 — Supplementary Information

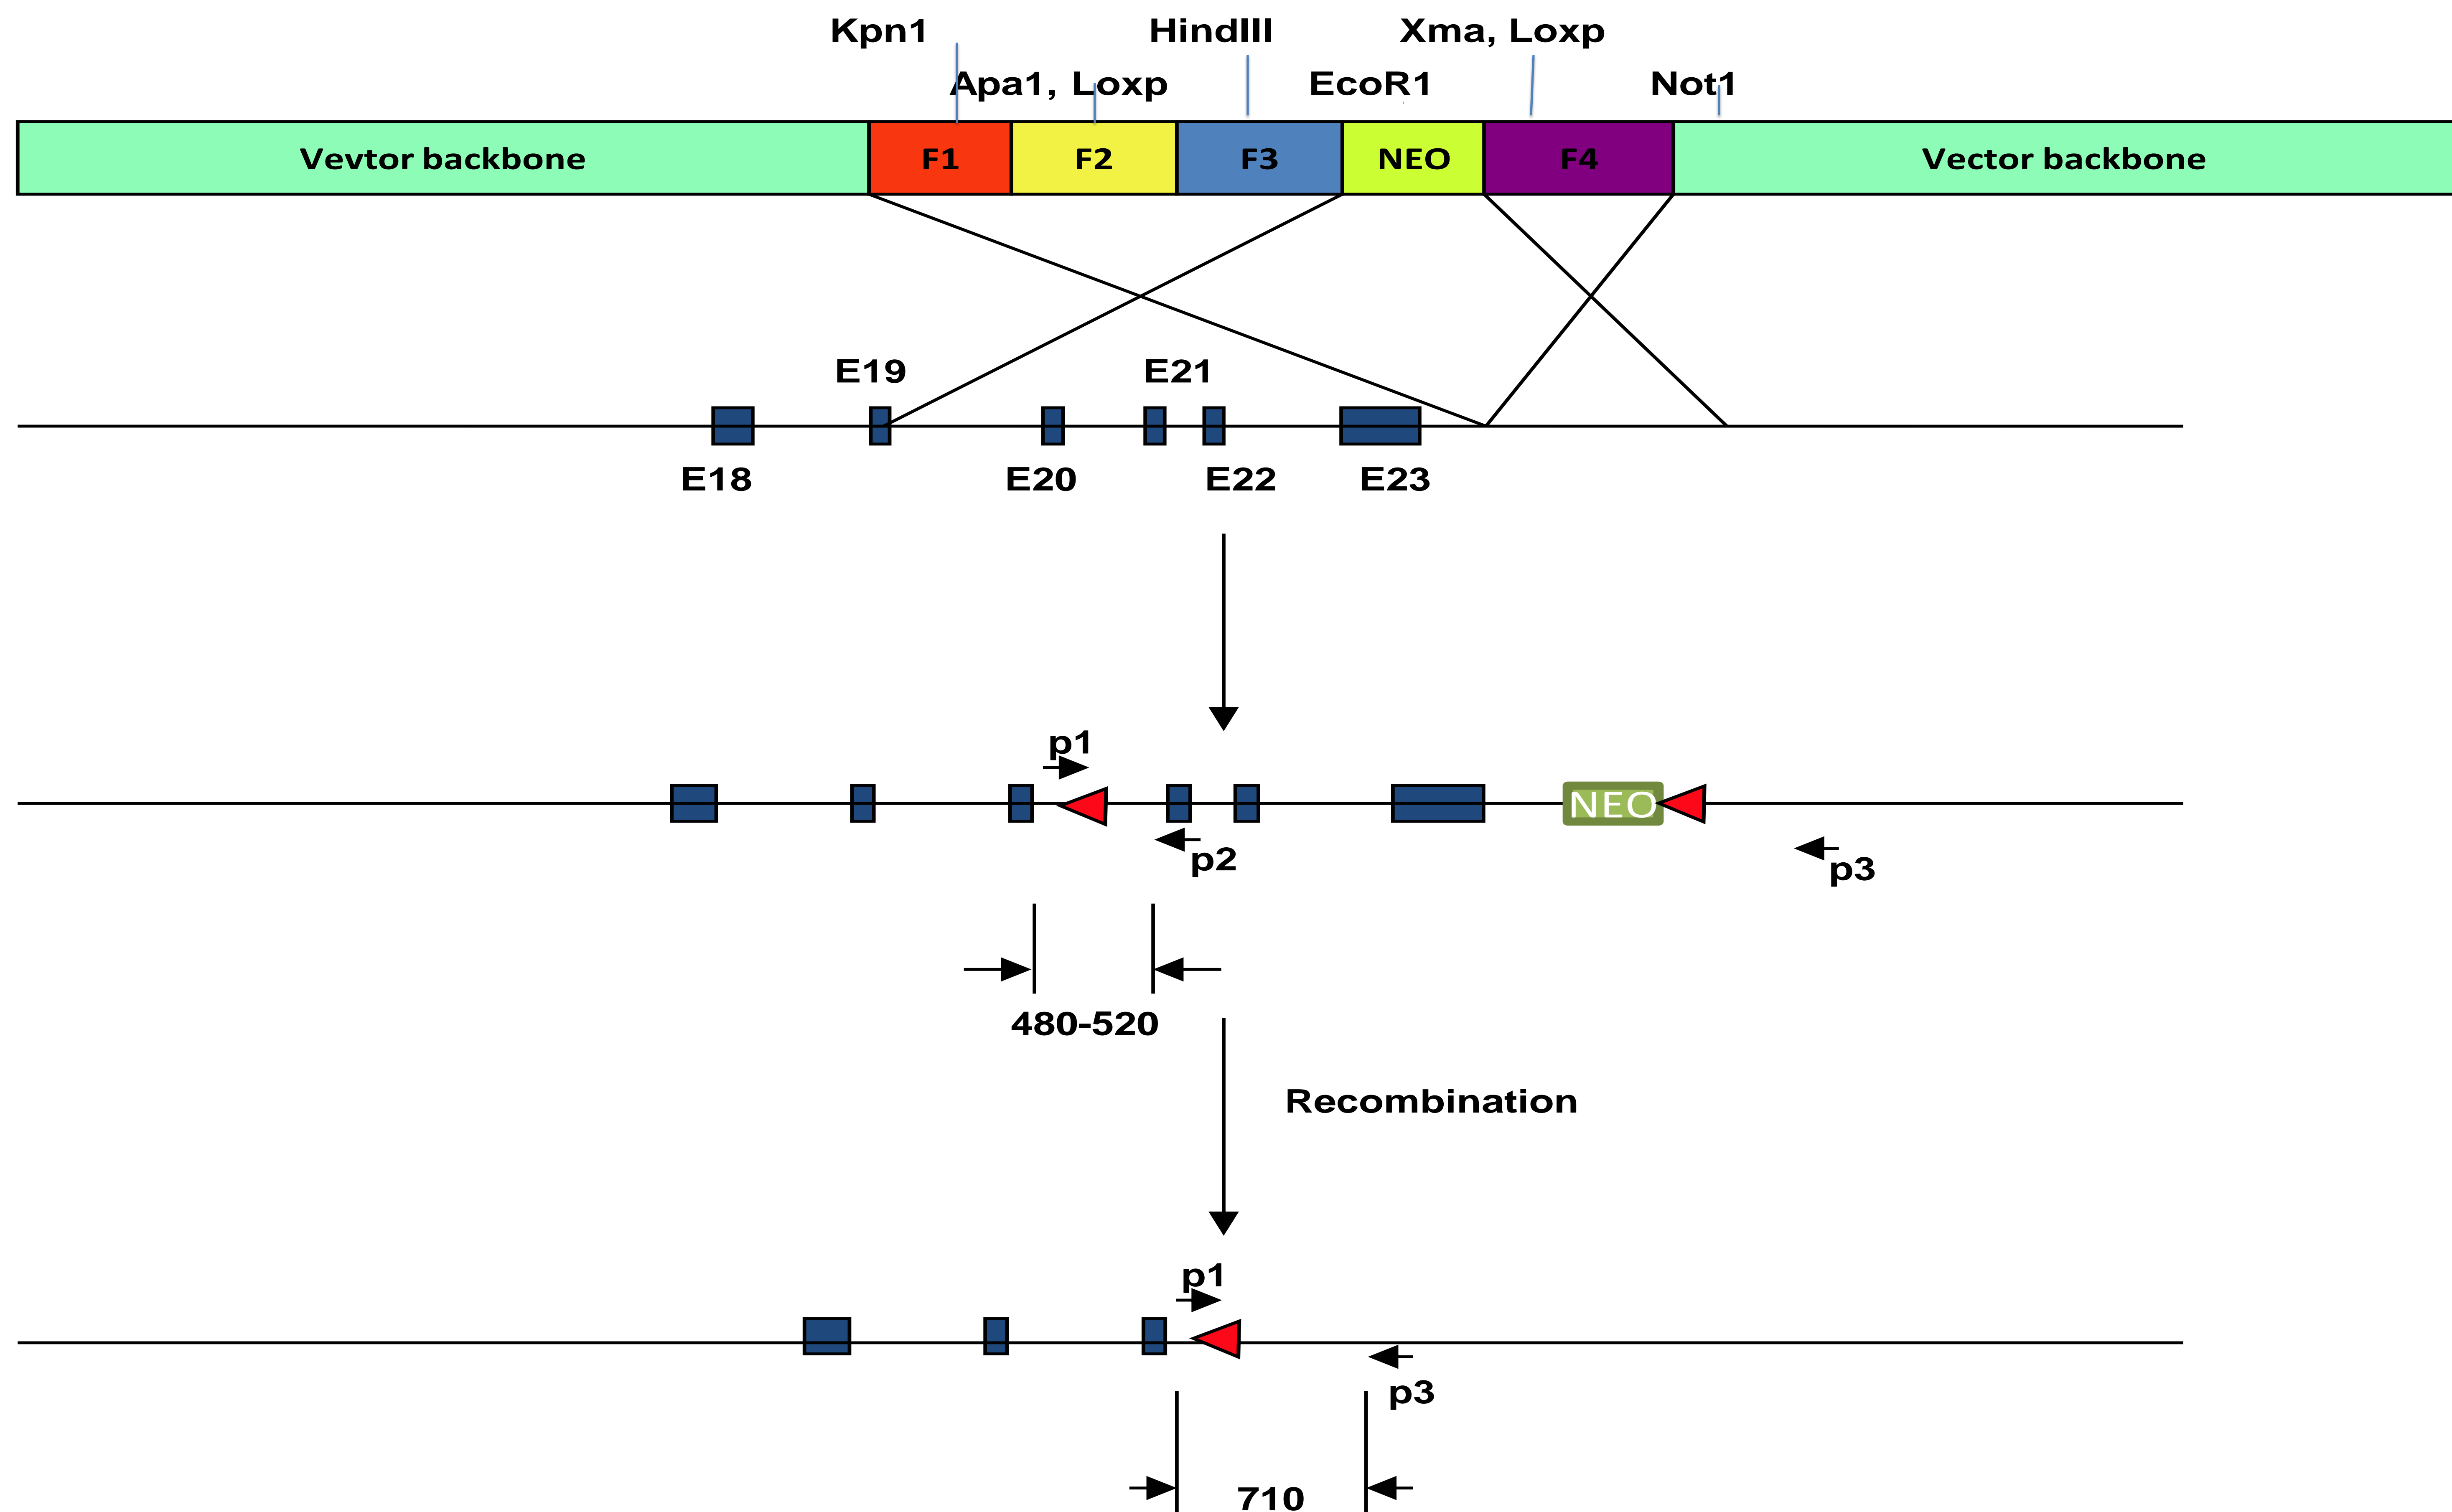

**Supplementary Figure 1.** Schematics of the *Senp6* floxed allele. Two *loxP* sites were inserted into intron 19 and intron 23 of *Senp6* to generate a *Senp6* floxed allele. The restriction enzyme sites for cloning and primers for genotyping the WT (P1+P2, 480 bp), floxed (P1+P2, 520 bp), and deleted (P1+P3, 710 bp) alleles are shown.

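Senp6 (Entrez Gene 215351) lies on chromosome 9 of GRCm38 from 80066903 to 80144953, on the forward strand. In the transcript of the GENCODE annotation with the longest coding sequence it has 24 exons that add up to 3495 bases. Intron 19 runs from 80136883 to 80139043 and intron 23 from 80142396 to 80143649. Between them lie exons 20 to 23, which span 80139044 to 80142395 and hold 413 bases, all of them coding, or 11.8% of the transcript. Since 413 is not a multiple of 3, their loss shifts the reading frame of the last exon. Reads from the other exons are still counted on the gene. The cultured chondrocytes of the control had 1125 and 2326 reads on Senp6 in replicates 1 and 2, and those of the mutant had 1839 and 1126. The log2 fold change between mutant and control was -0.555 (standard error 0.2795, adjusted p = 0.4095 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and -0.548 with the replicate number as a block (edgeR adjusted p = 0.518). It ranged from -0.887 to -0.204 when each sample was left out in turn. The files give no counts per exon, so the share of deleted transcripts was not measured.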

*Senp6<sup>f/f</sup>*

*Dermo1-Cre;Senp6<sup>f/f</sup>*

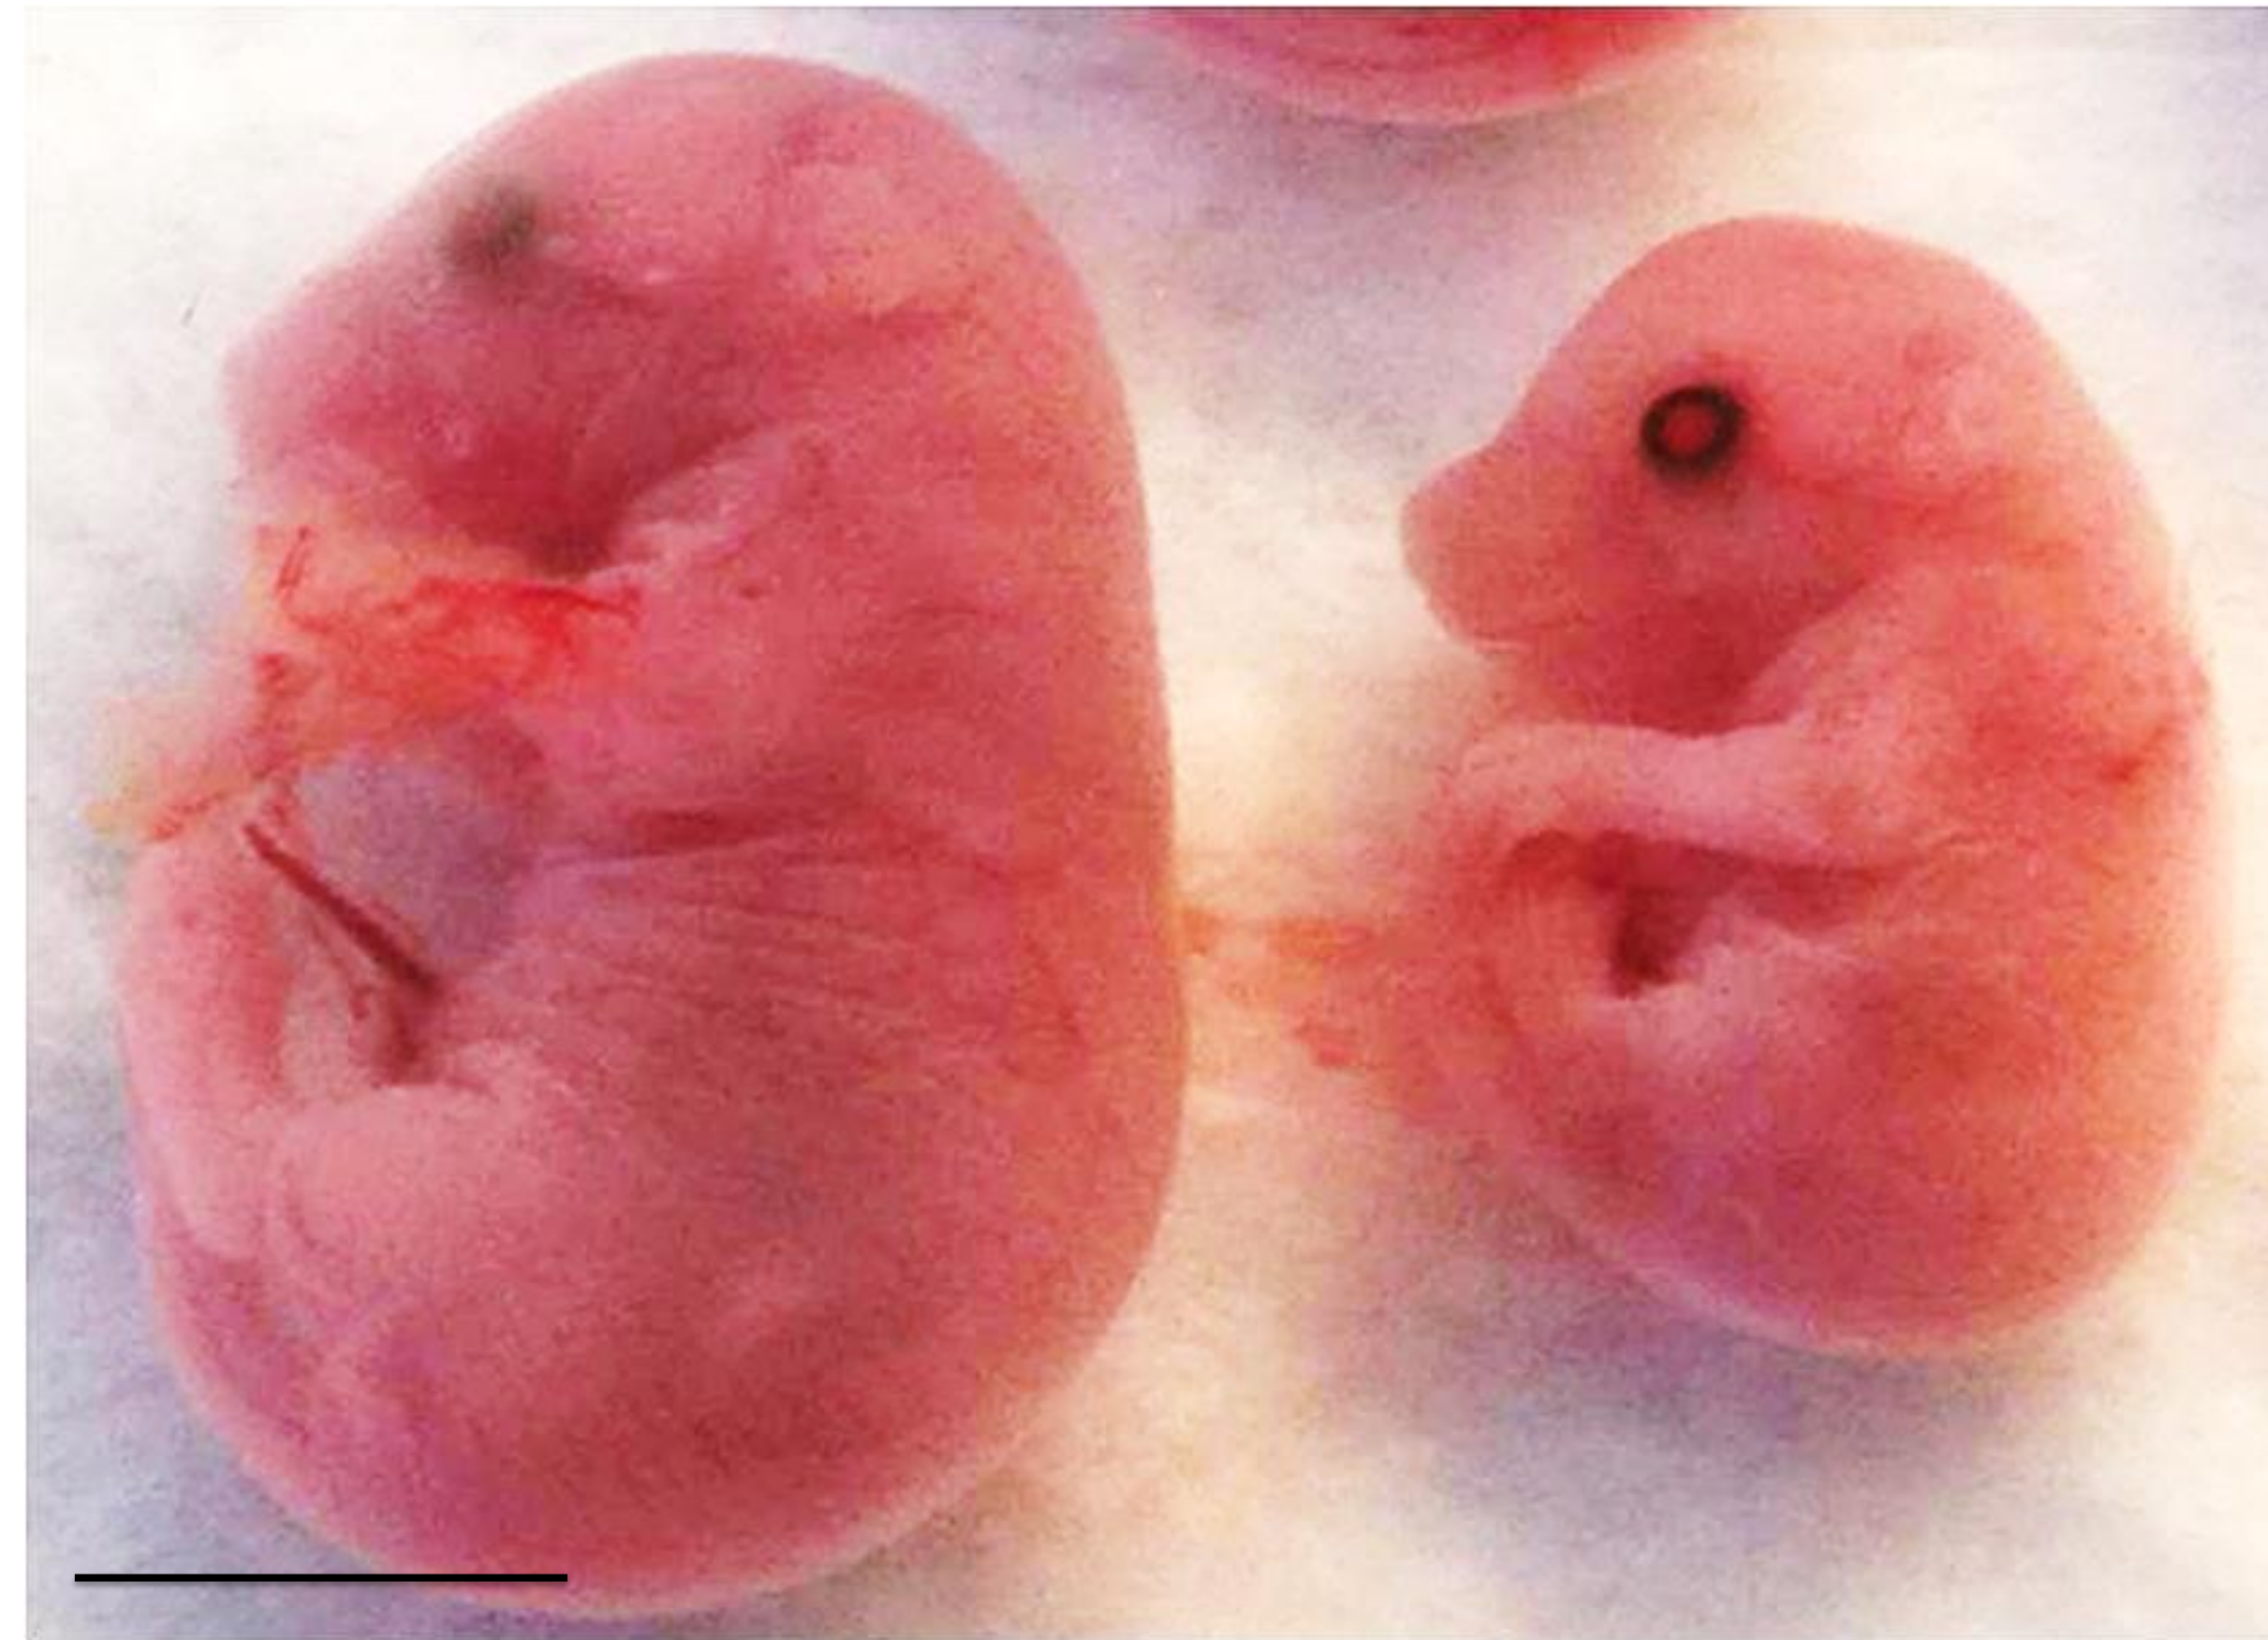

E18.5

*Senp6<sup>f/f</sup>*

*Dermo1-Cre;Senp6<sup>f/f</sup>*

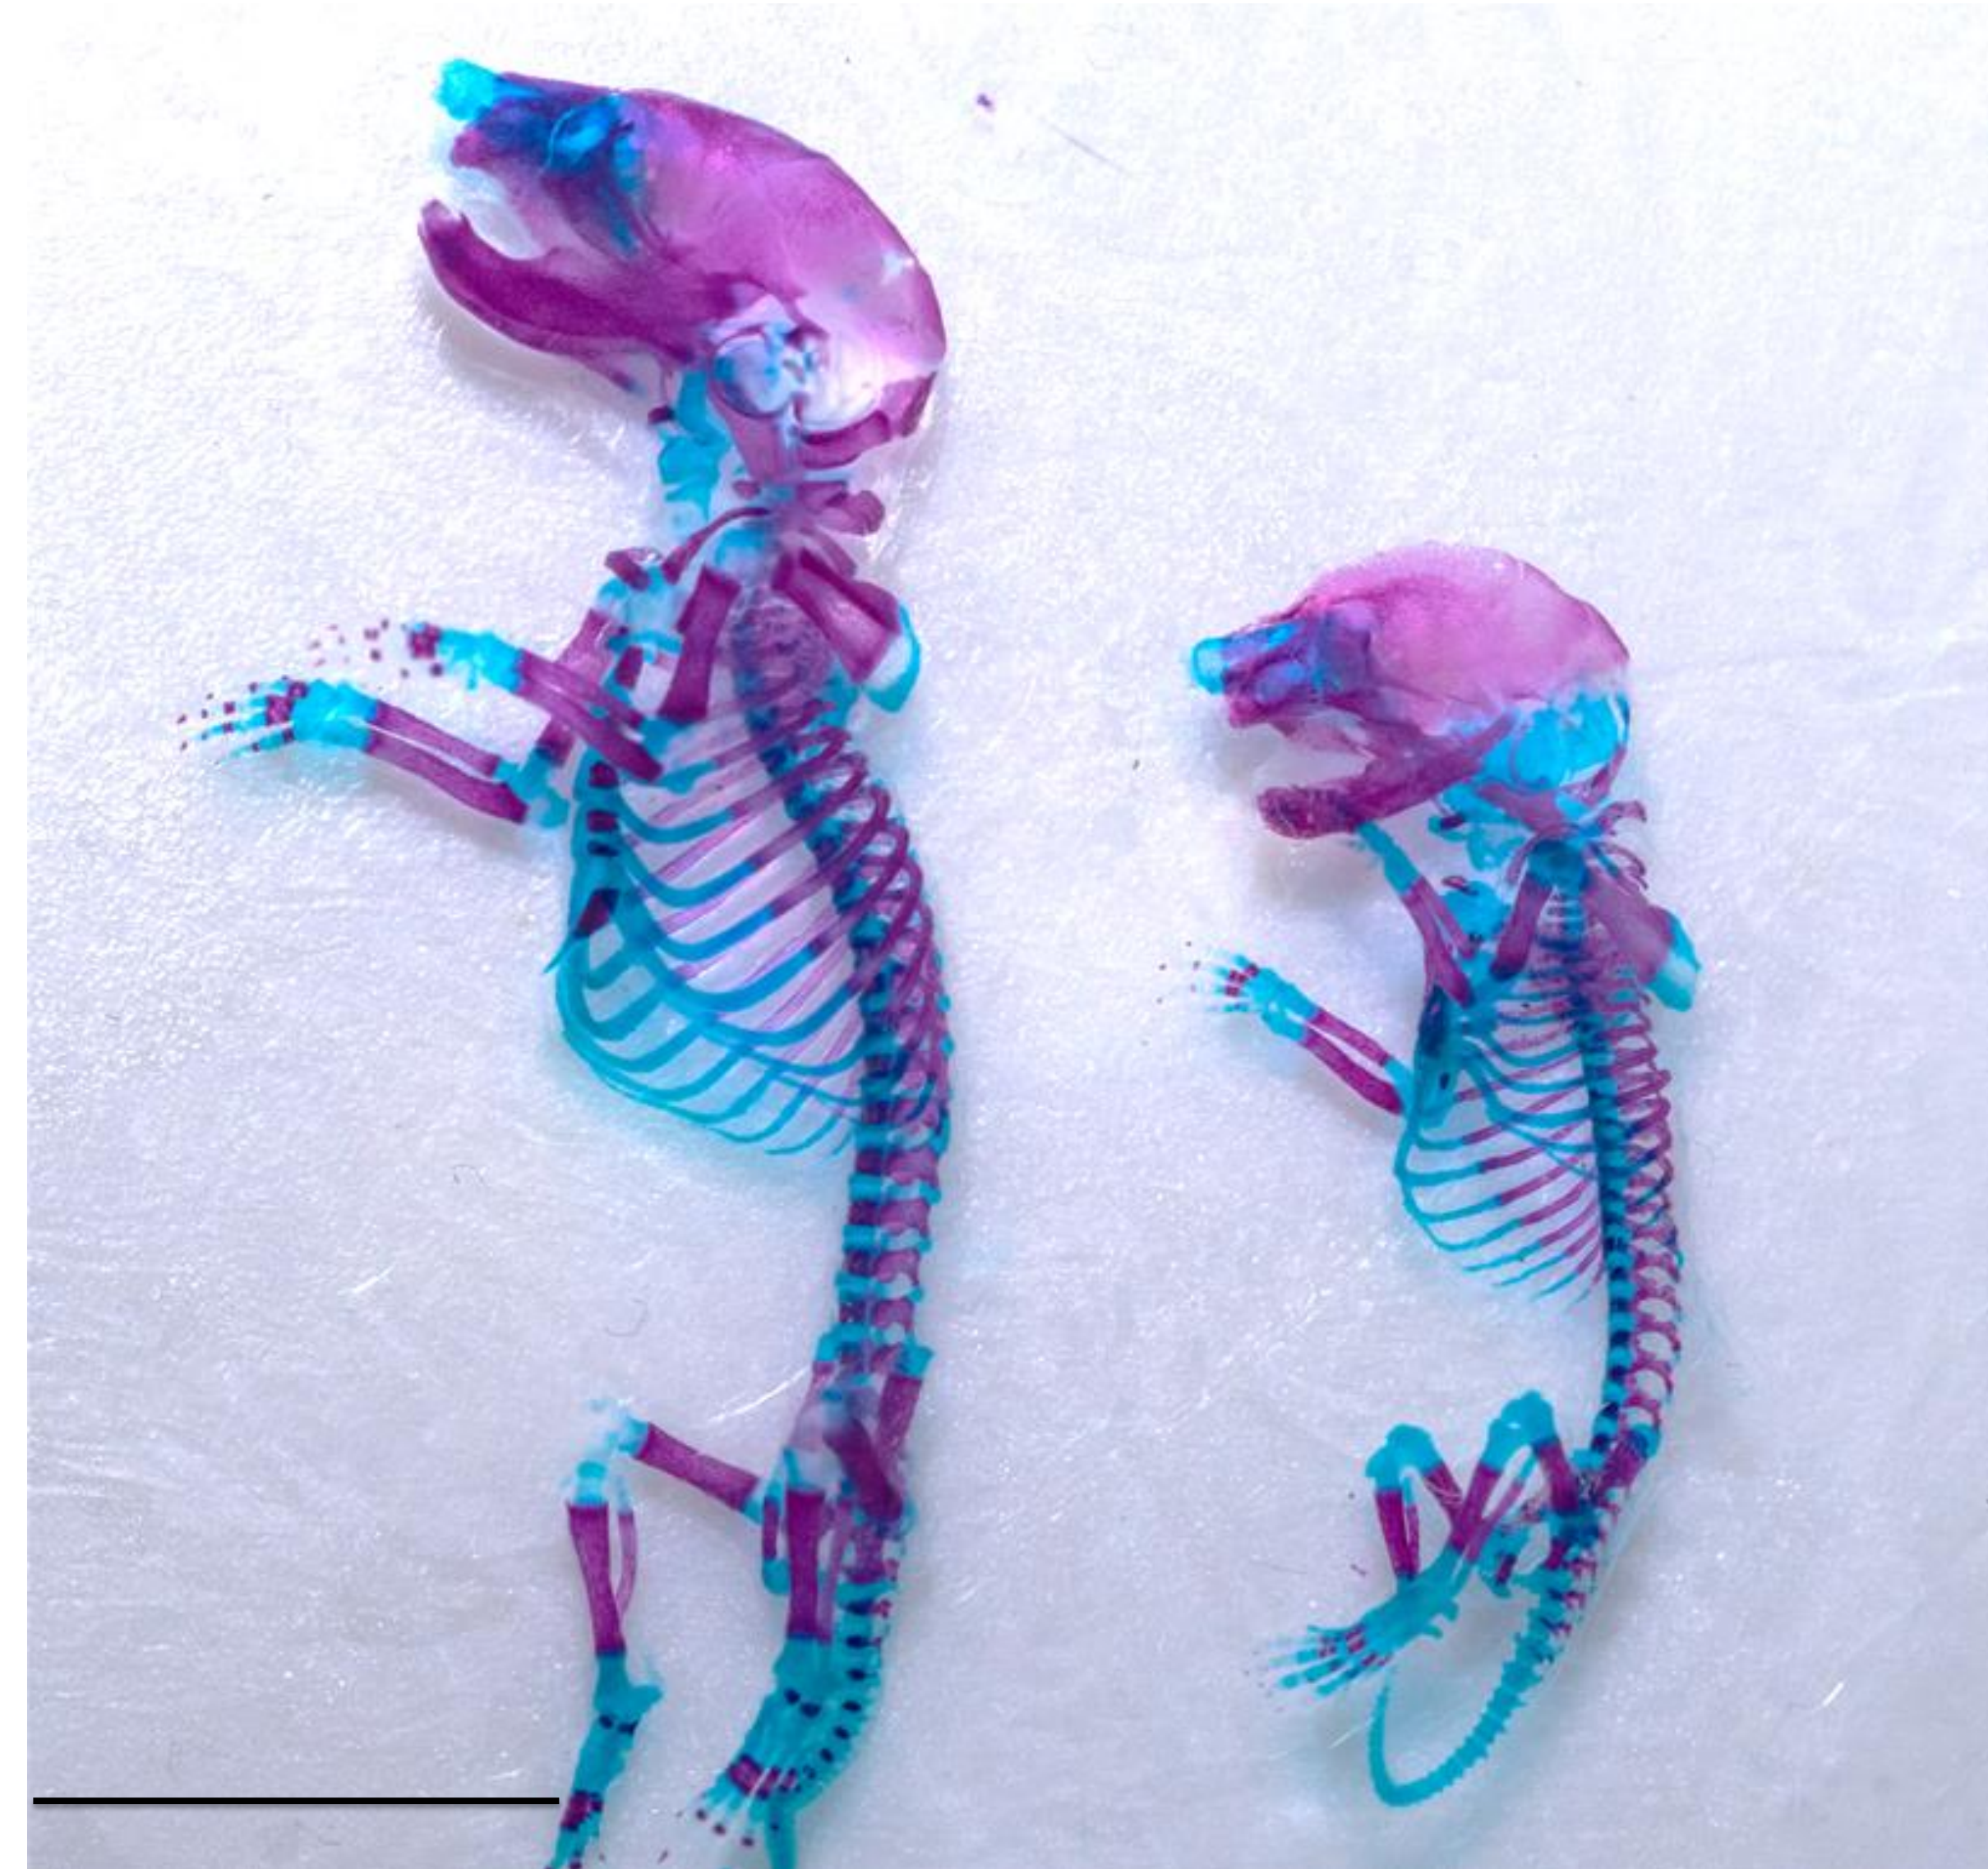

**Supplementary Figure 2.** E18.5 *Dermo1-Cre;Senp6<sup>f/f</sup>* mice had a smaller body (left) and skeleton (right) than control littermates (*Senp6<sup>f/f</sup>*). Scale bars = 1 cm.

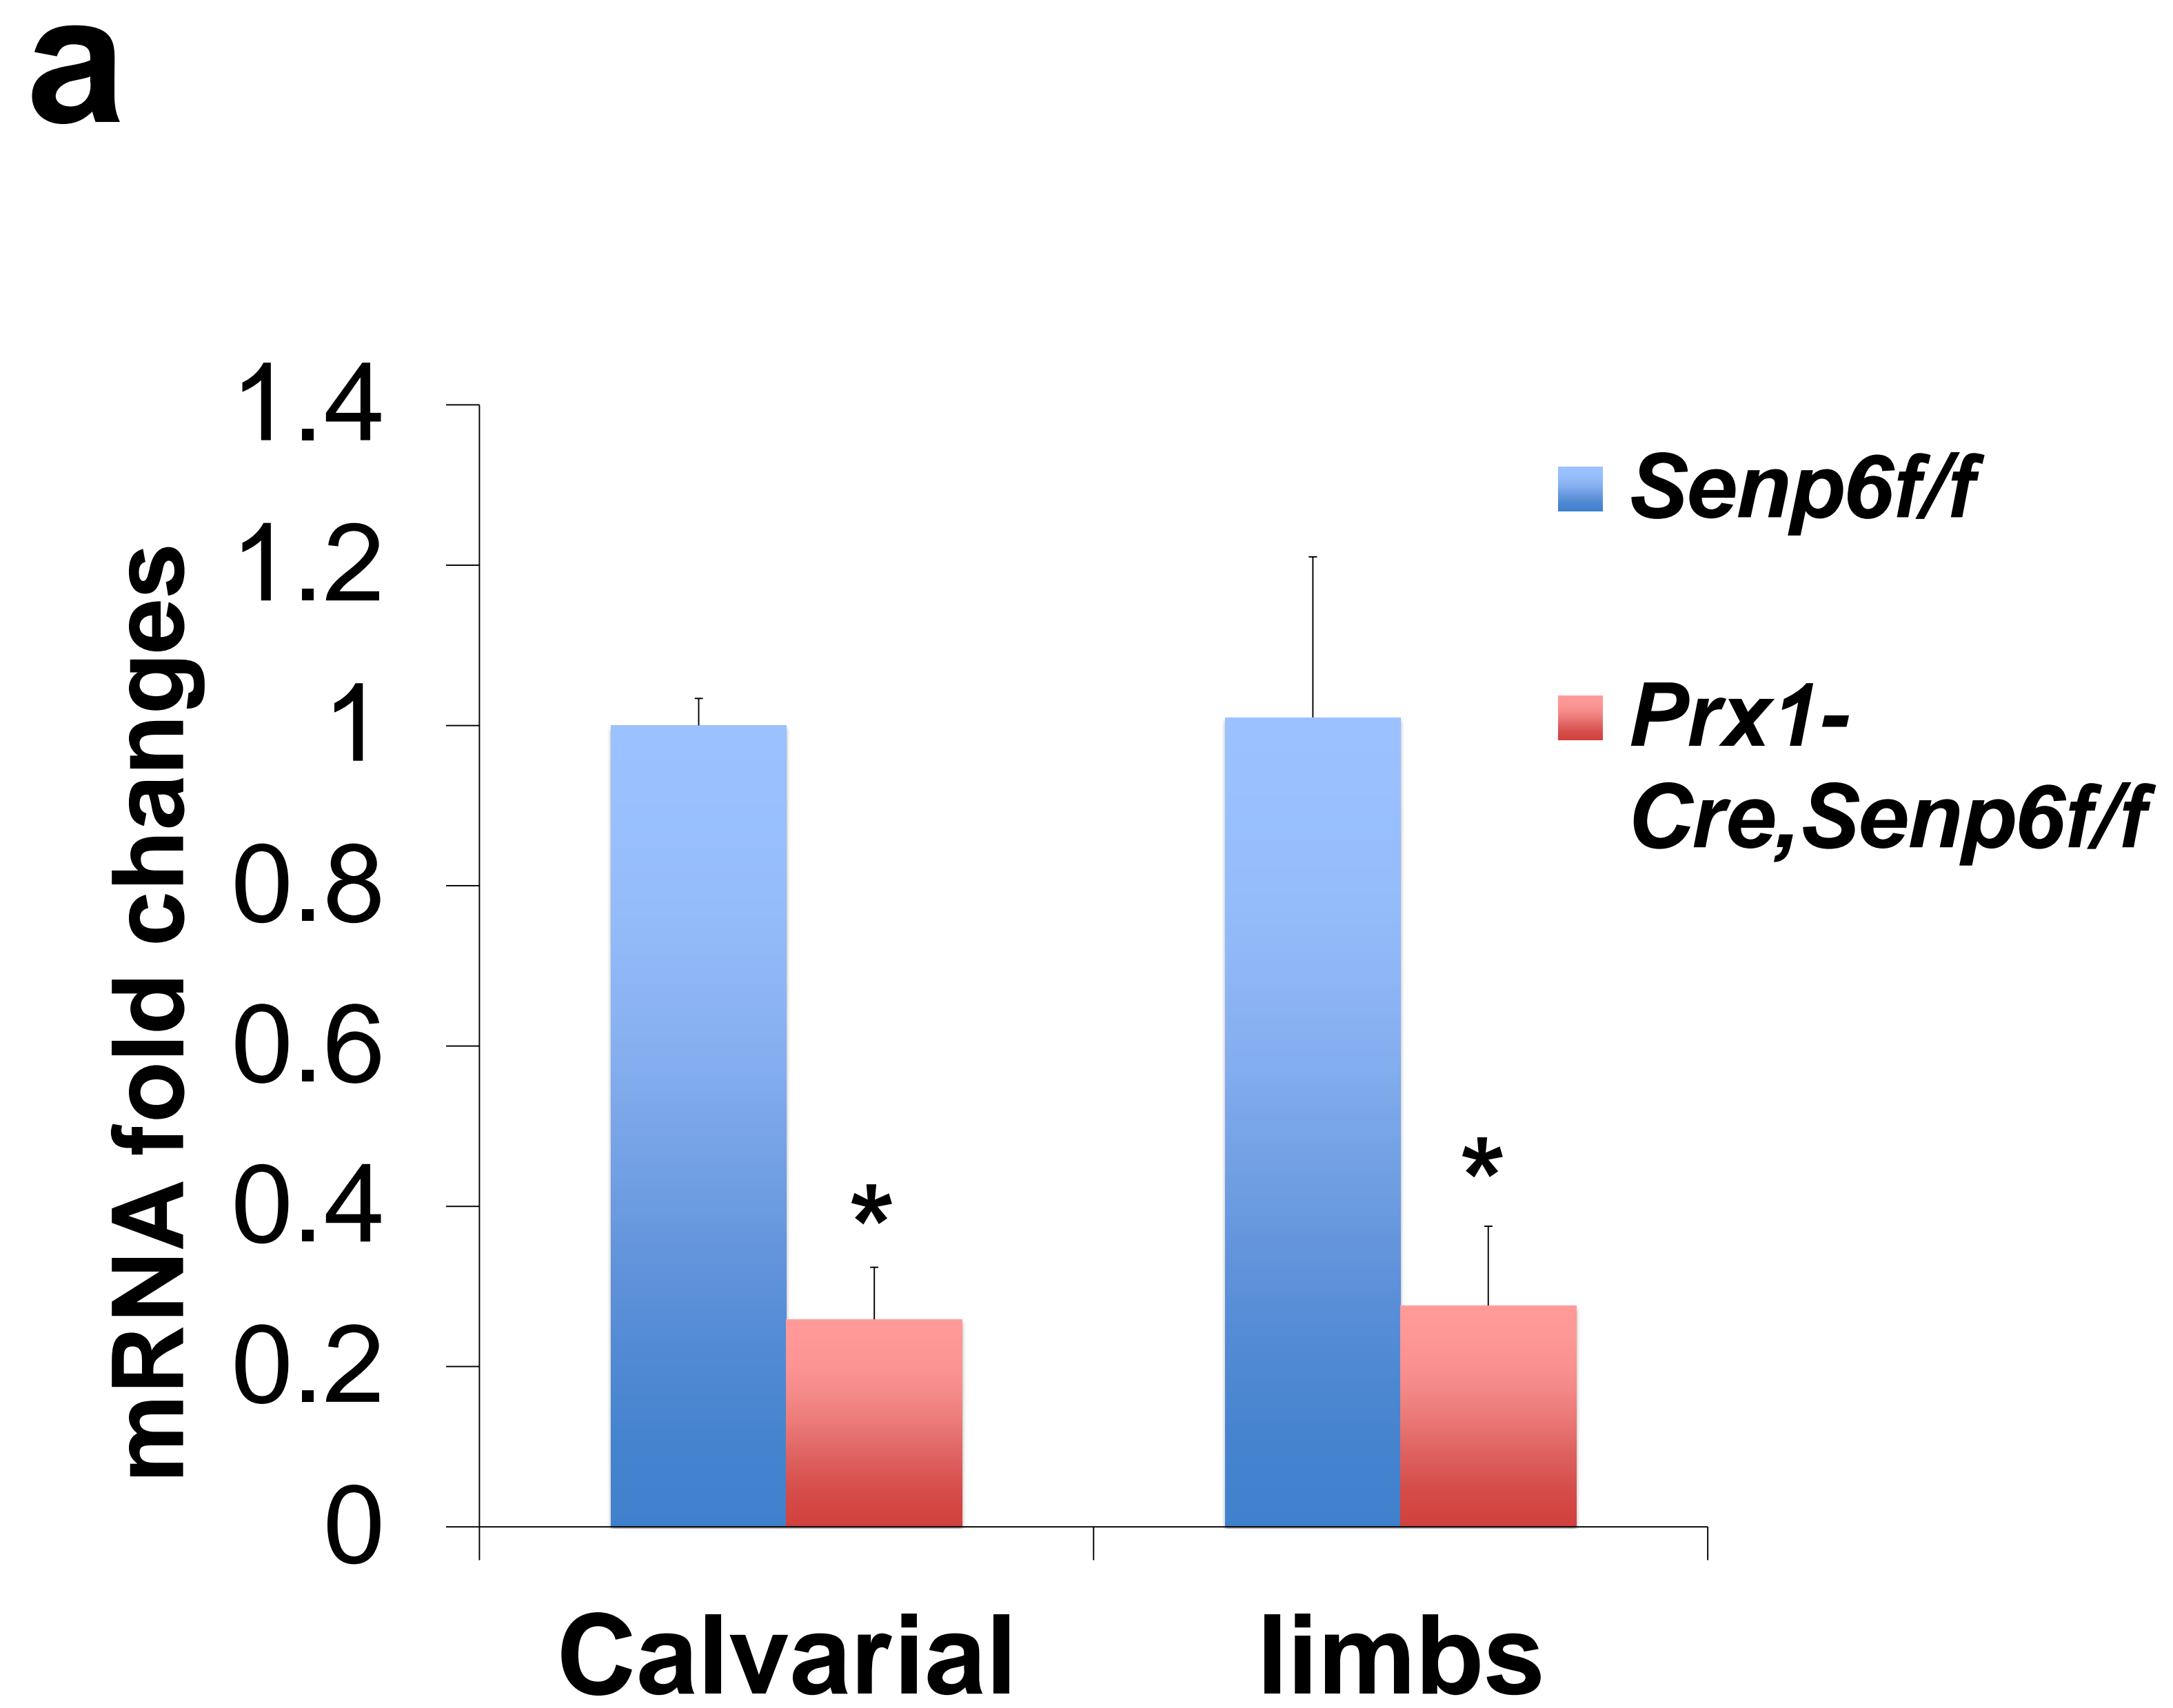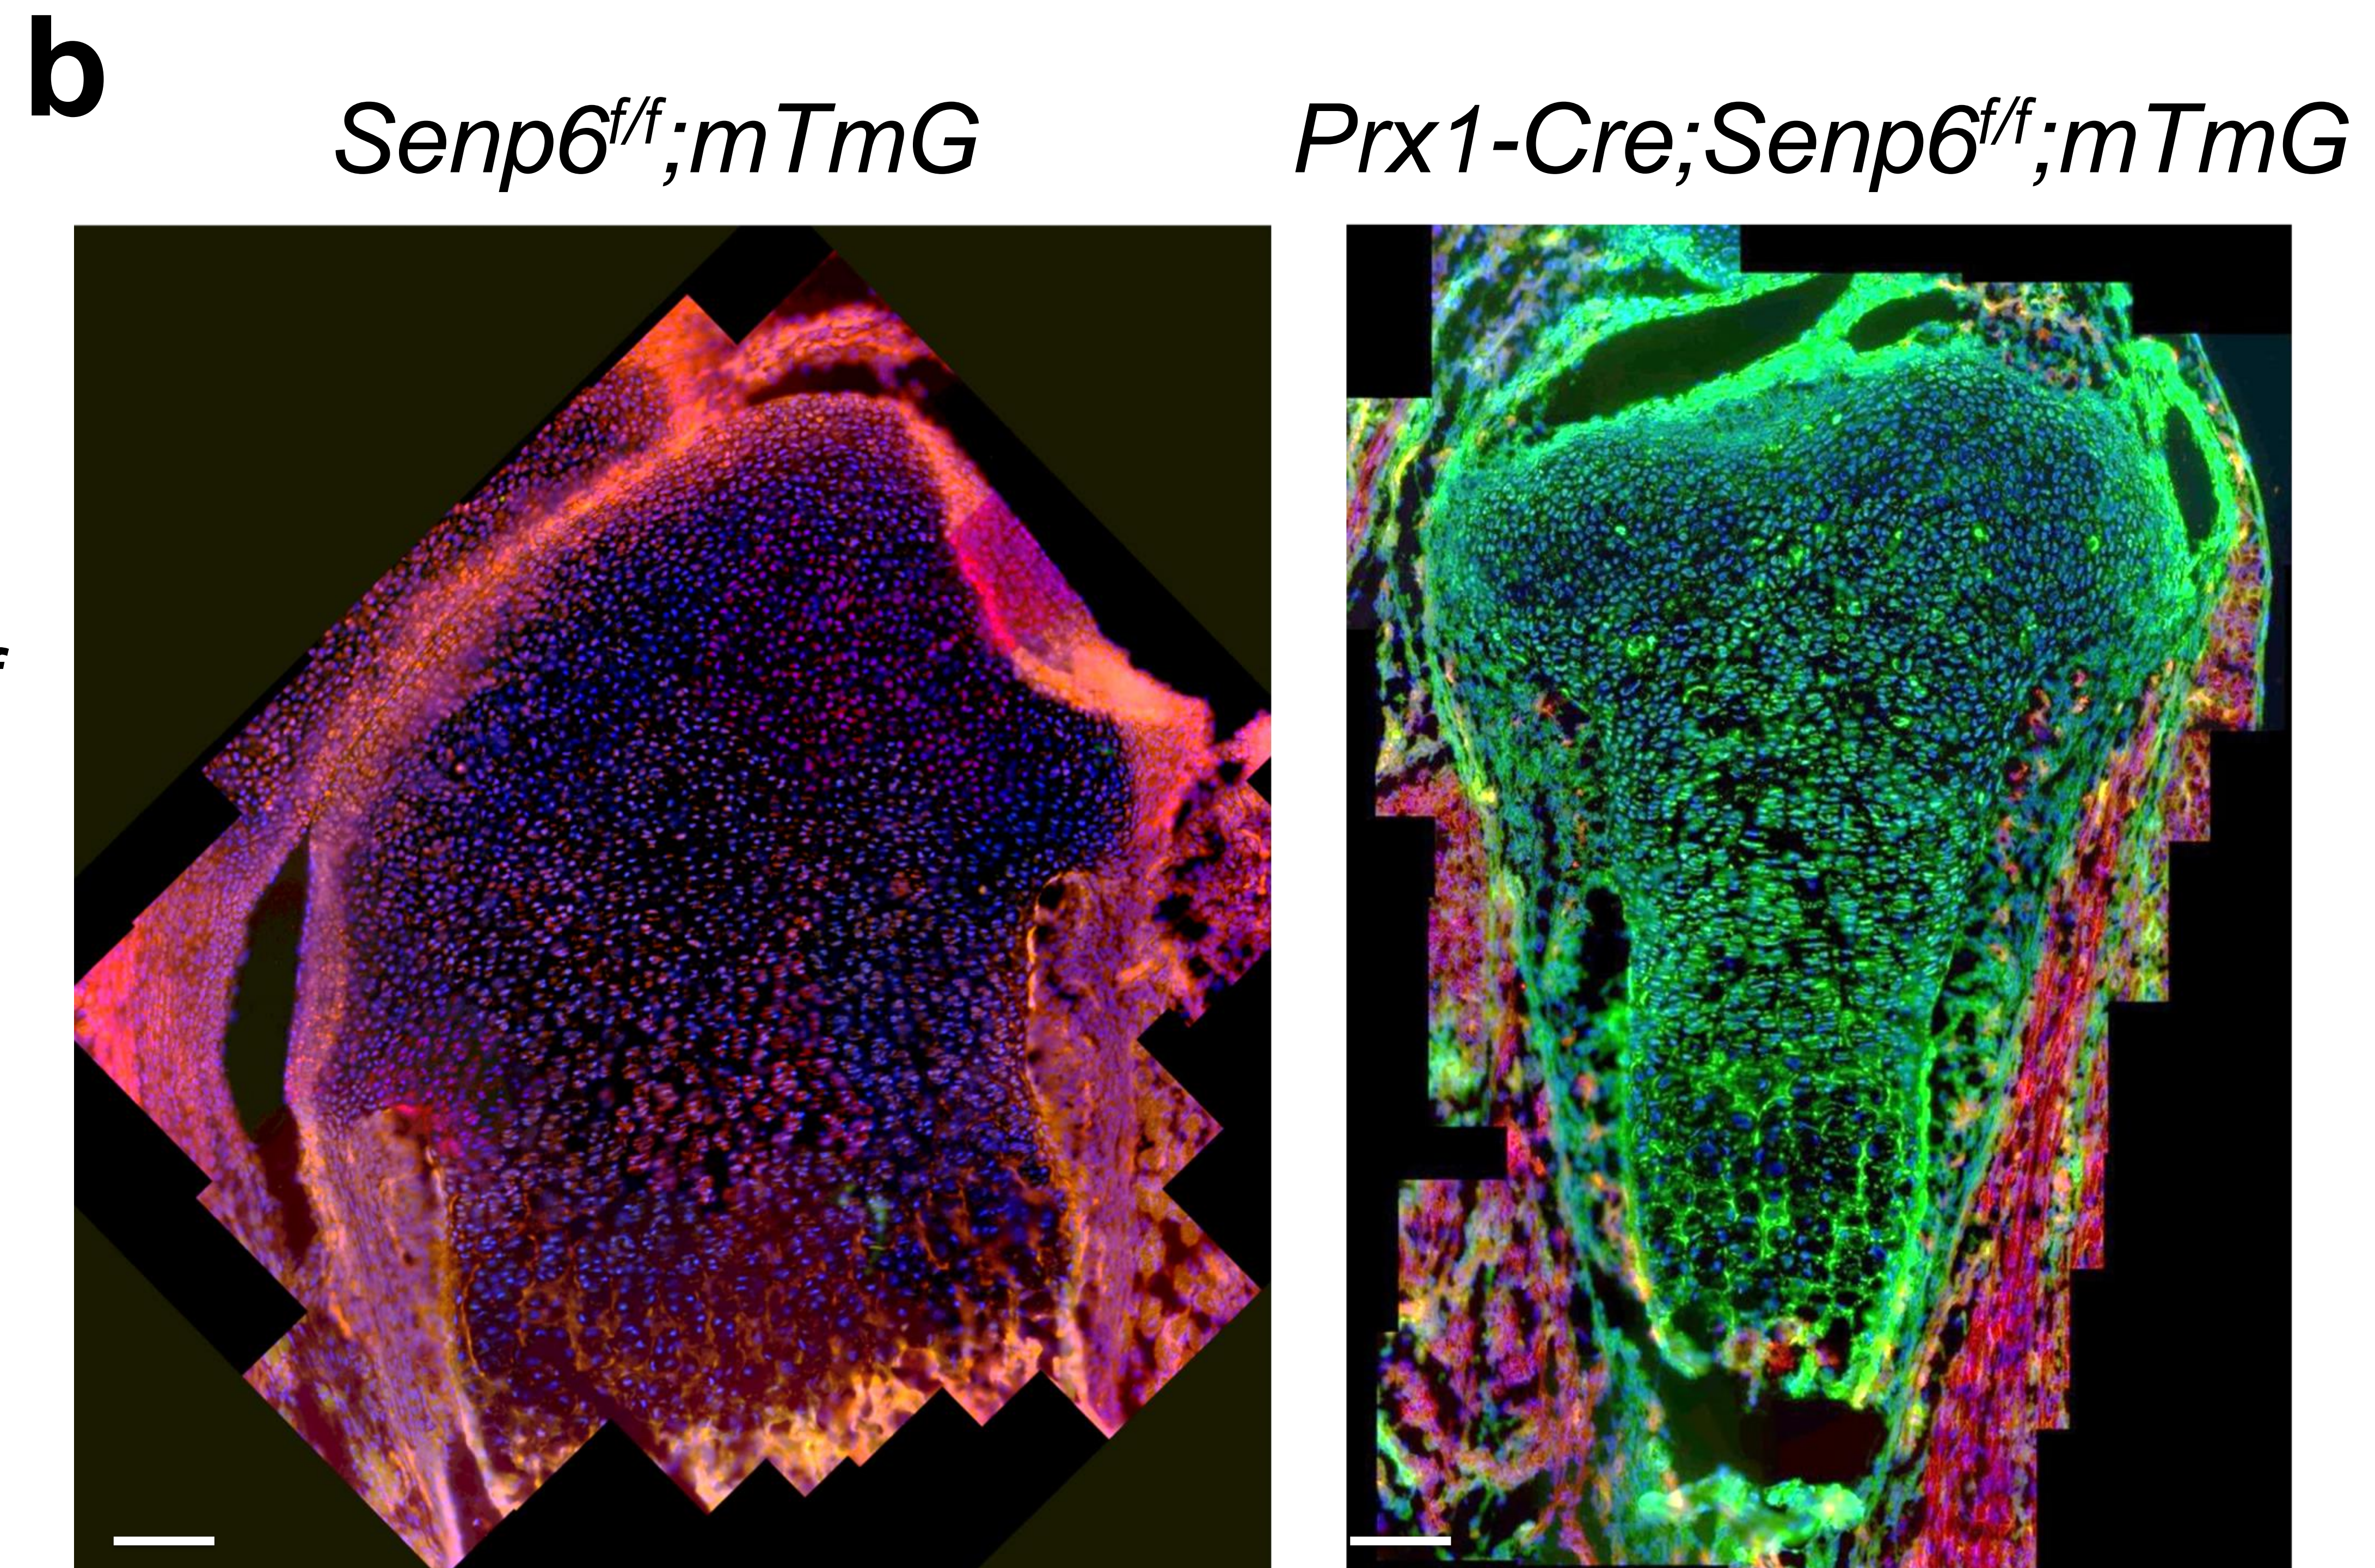

**Supplementary Figure 3. a.** *Prx1-Cre* alleles can effectively delete the *Senp6* gene in mouse skeletal tissues (n = 3, error bars = standard deviation, \**p*<0.05, compared to control mice, Student's t-test). **b.** *Prx1-Cre* leads to high penetrance of gene deletion in the growth plate and perichondrium, as indicated by the GFP expression caused by Cre-mediated recombination in *mTmG* allele (scale bars = 100 μm).

*Senp6*<sup>f/f</sup>

*Prx1-Cre*;  
*Senp6*<sup>f/f</sup>

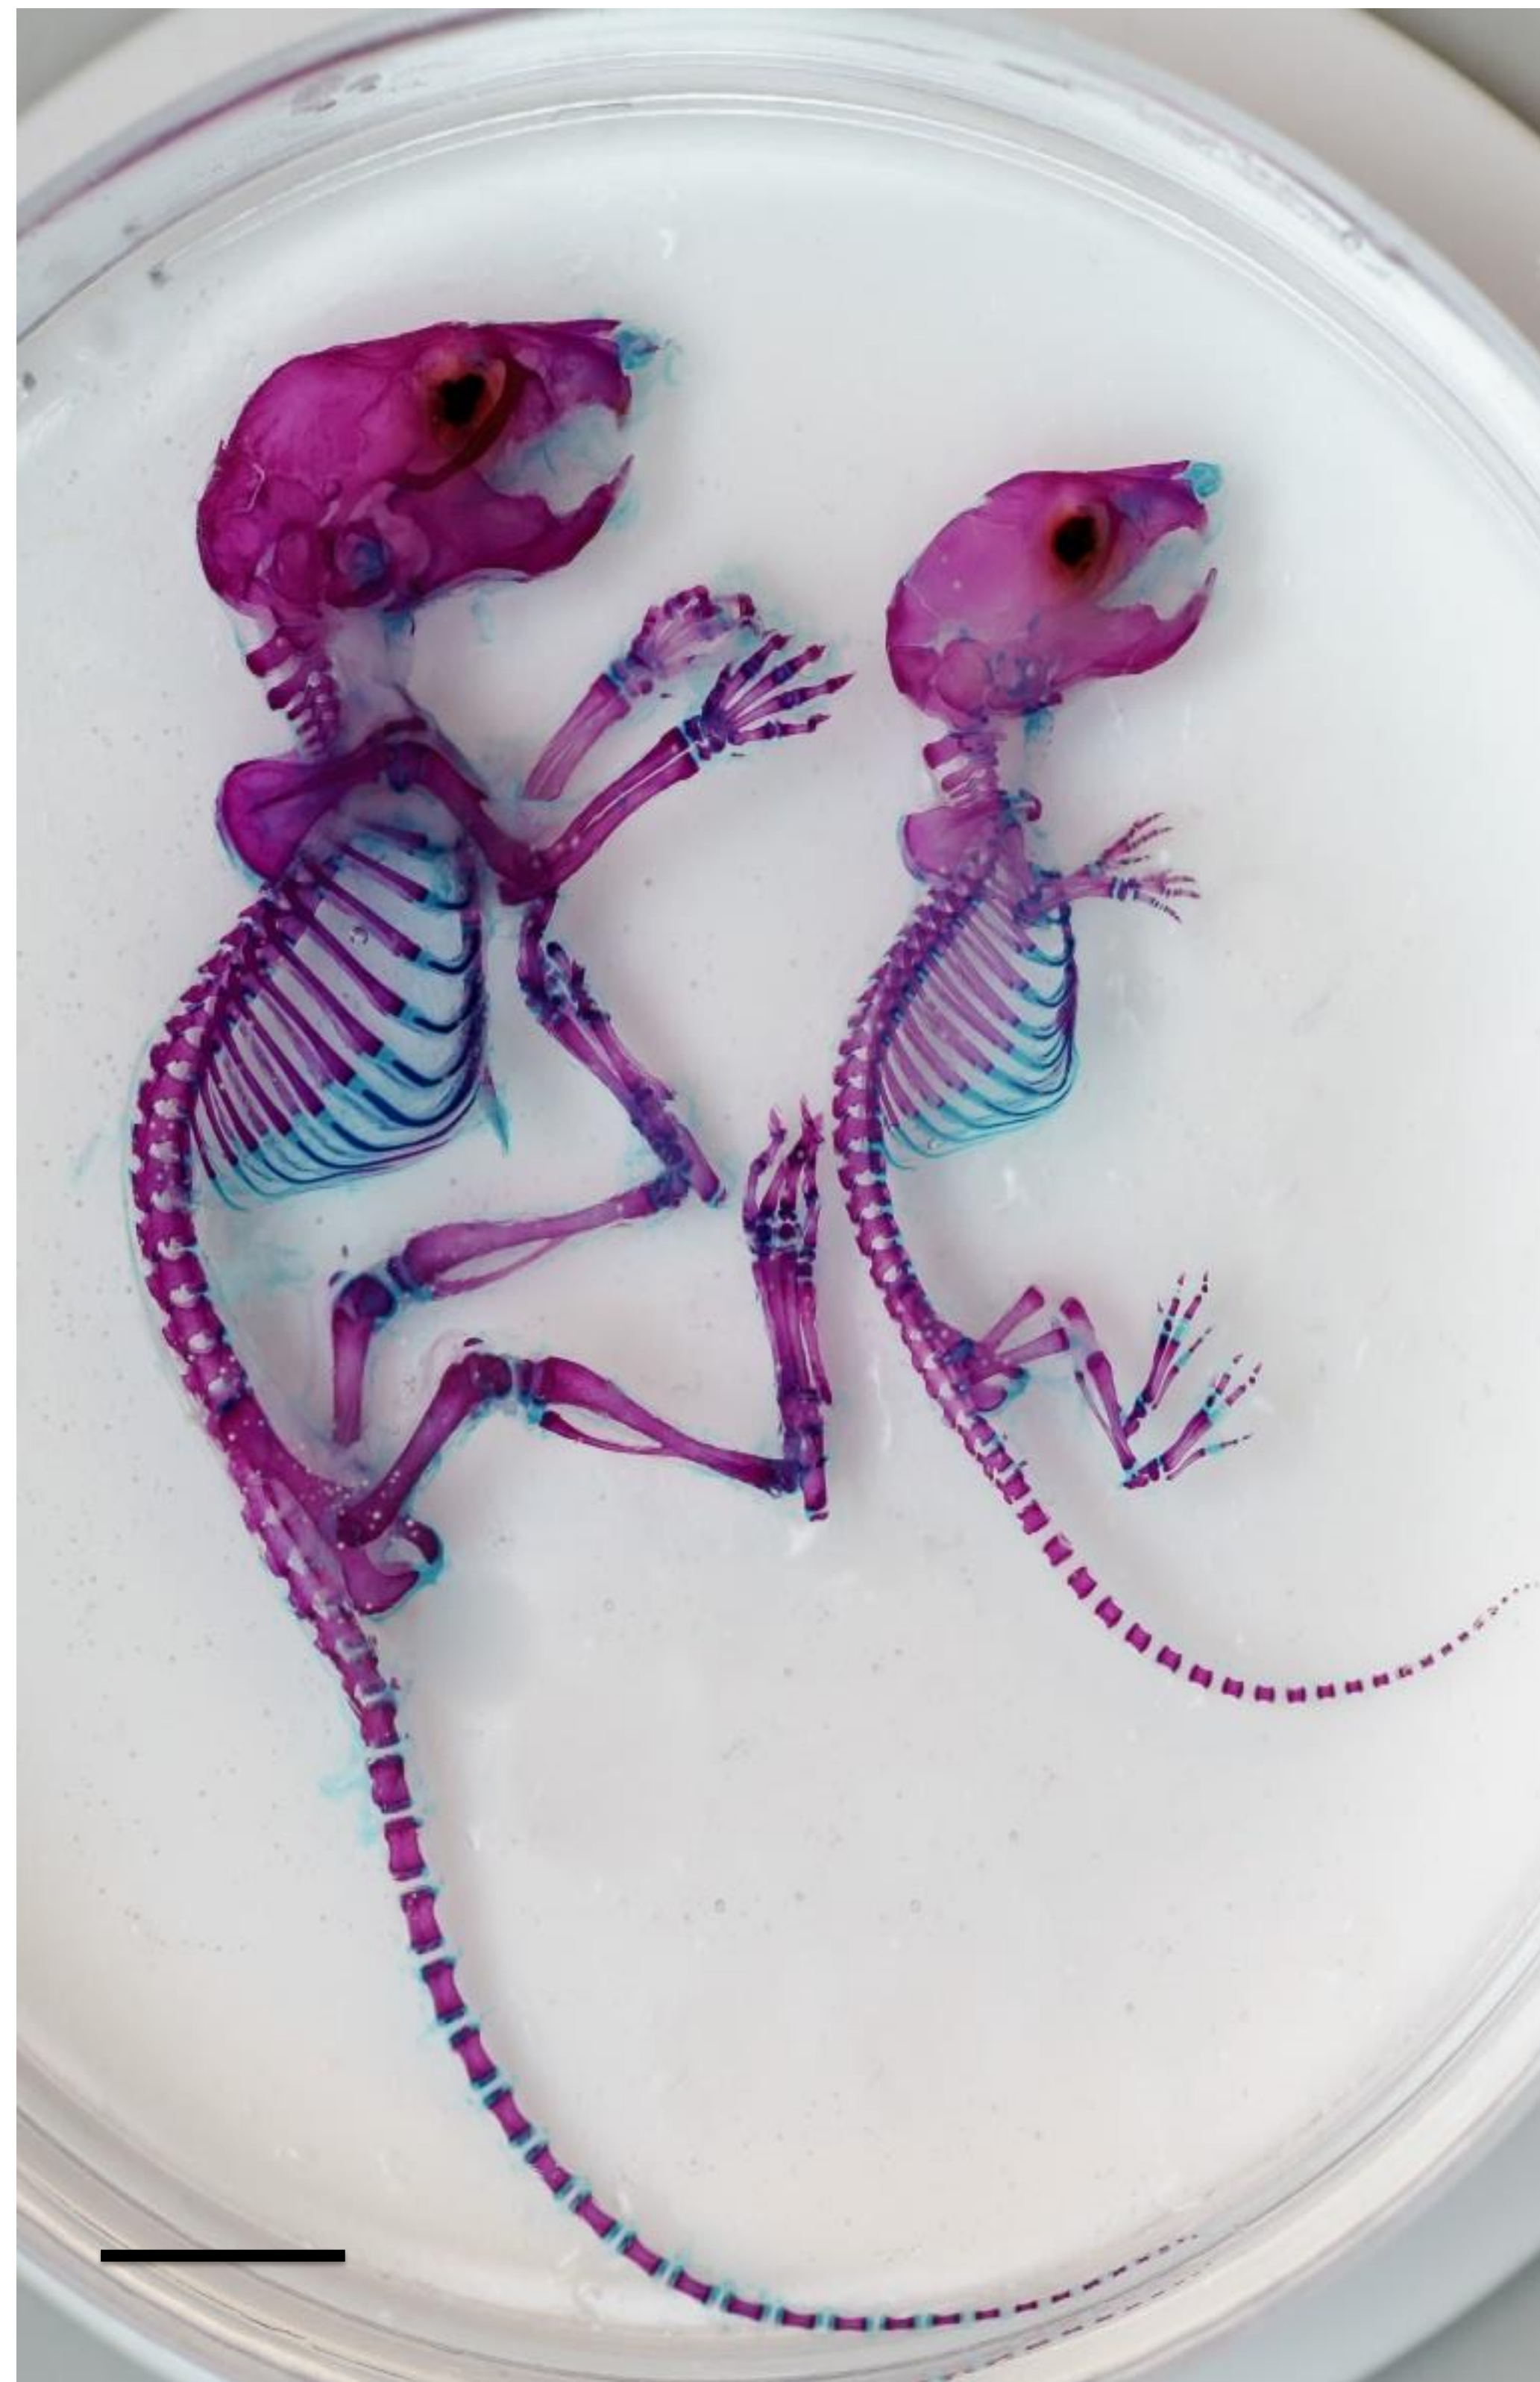

P12

*Senp6*<sup>f/f</sup>

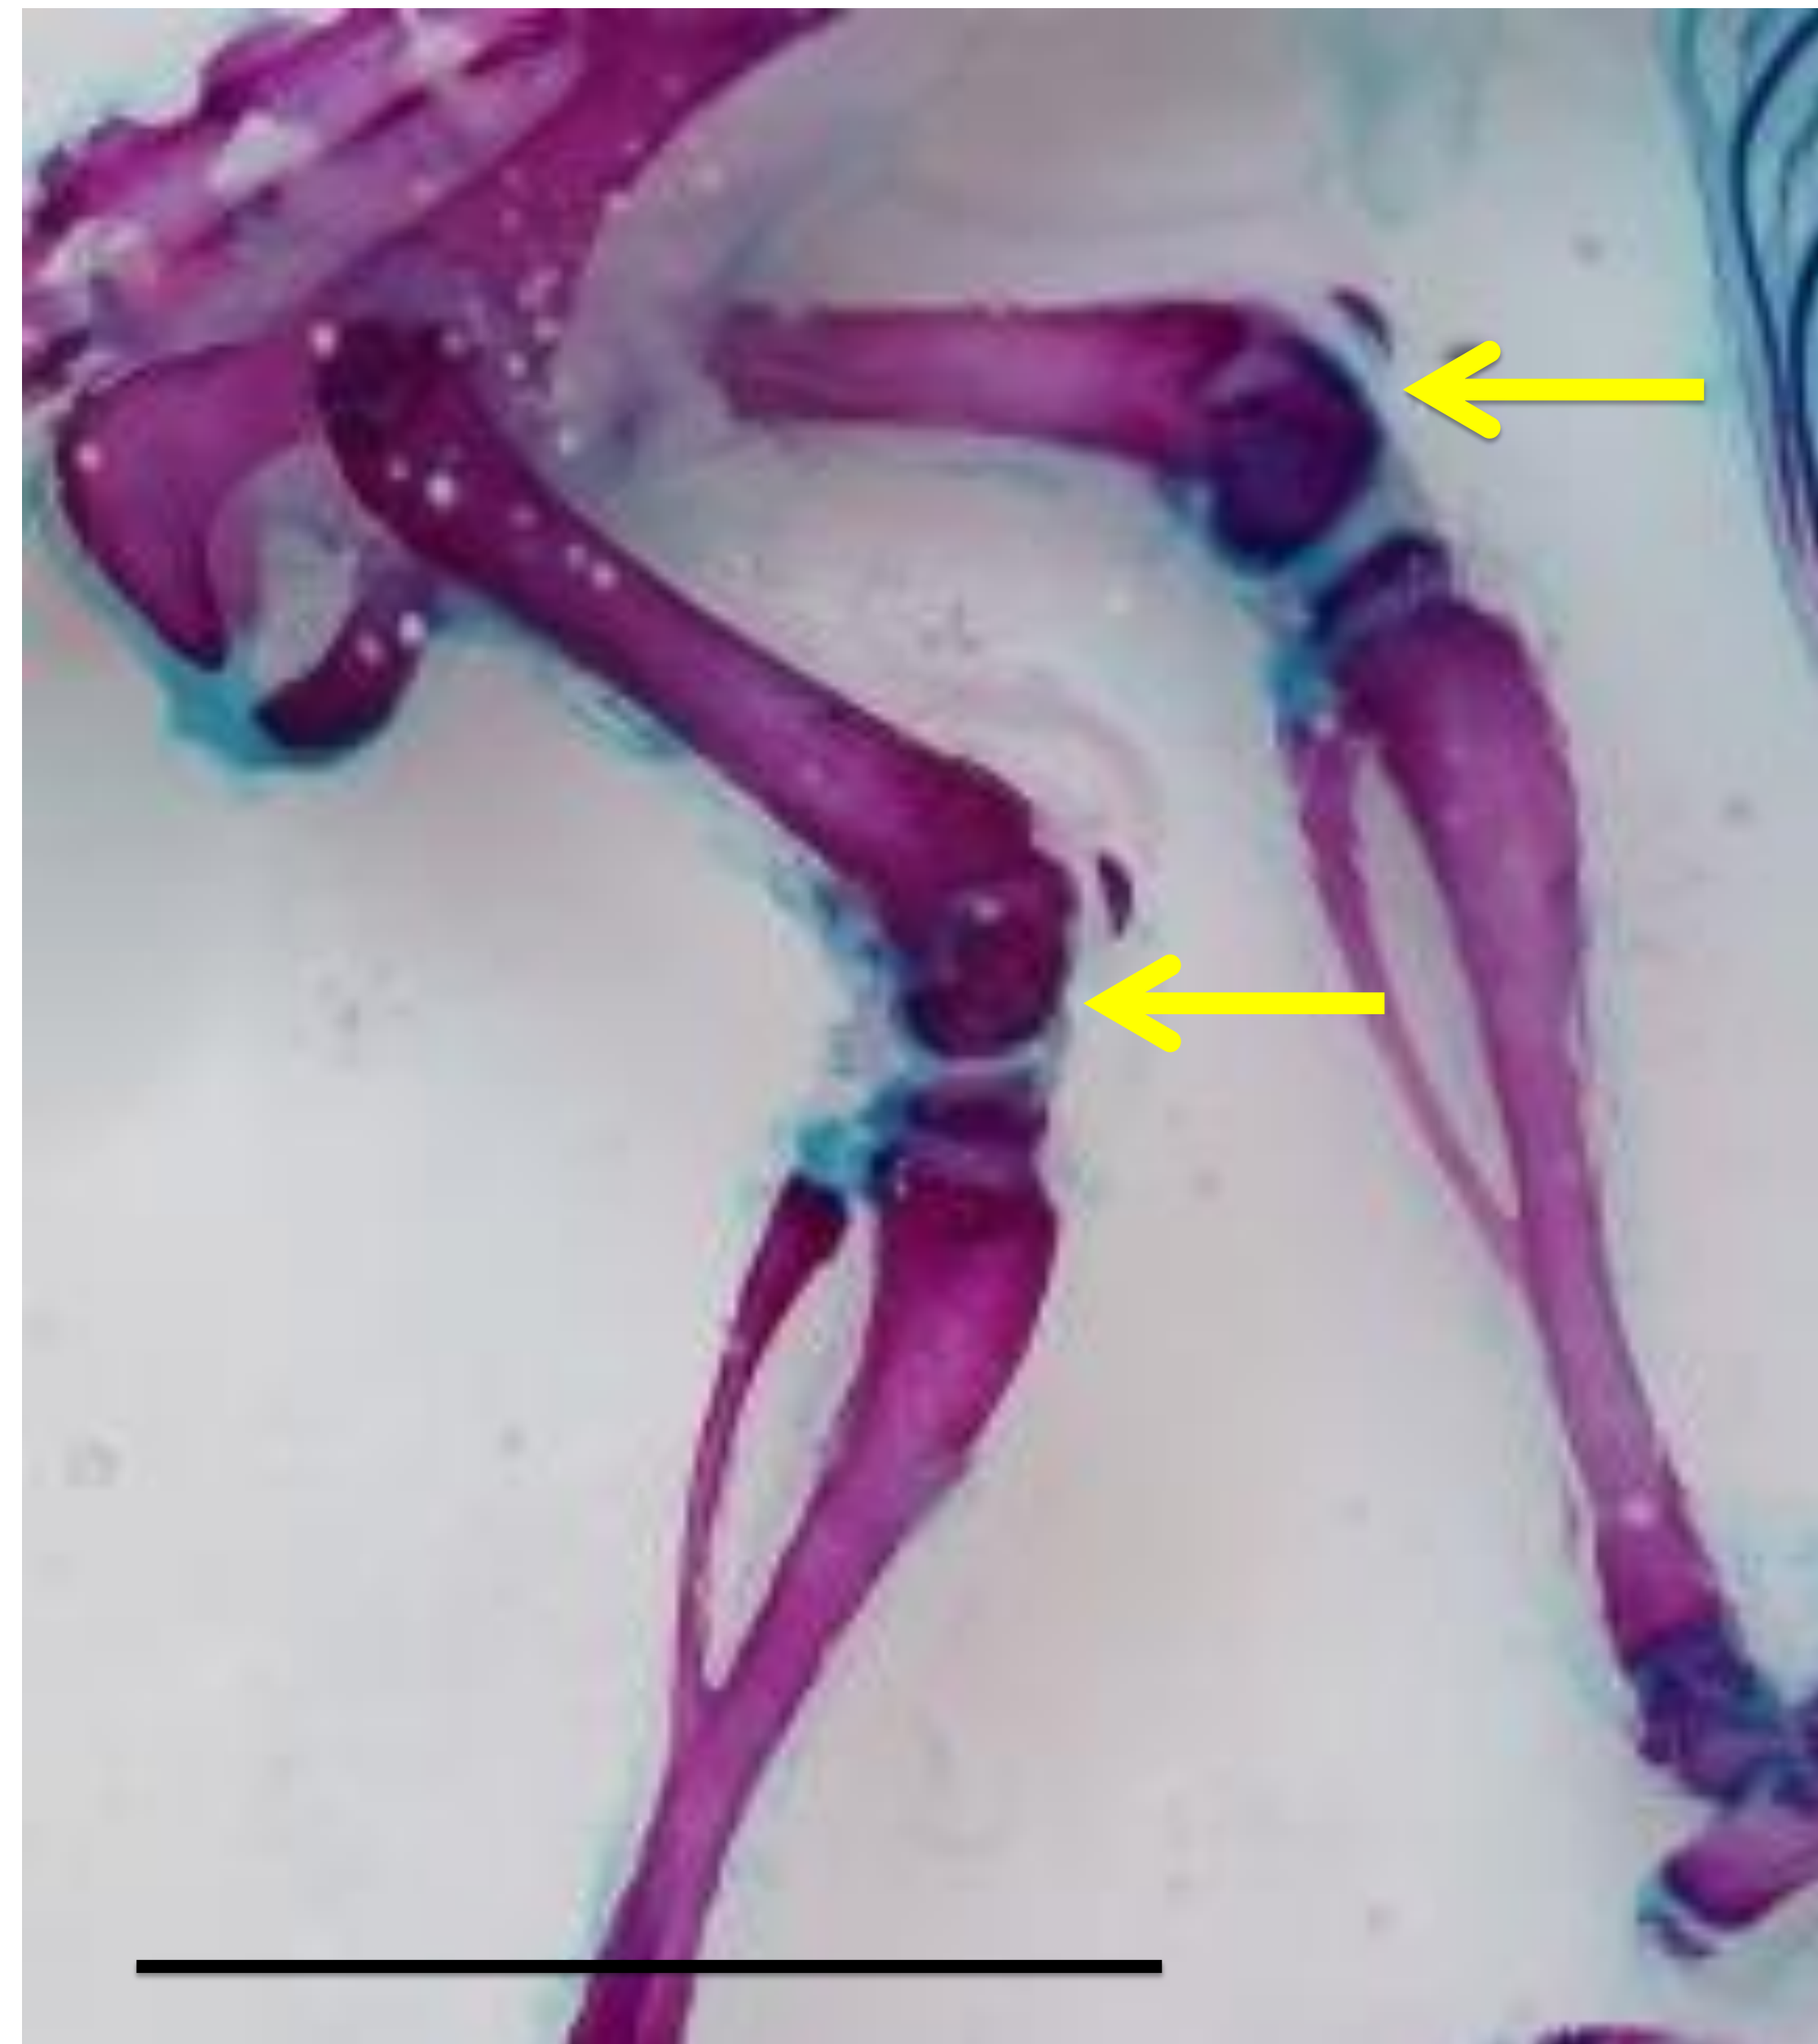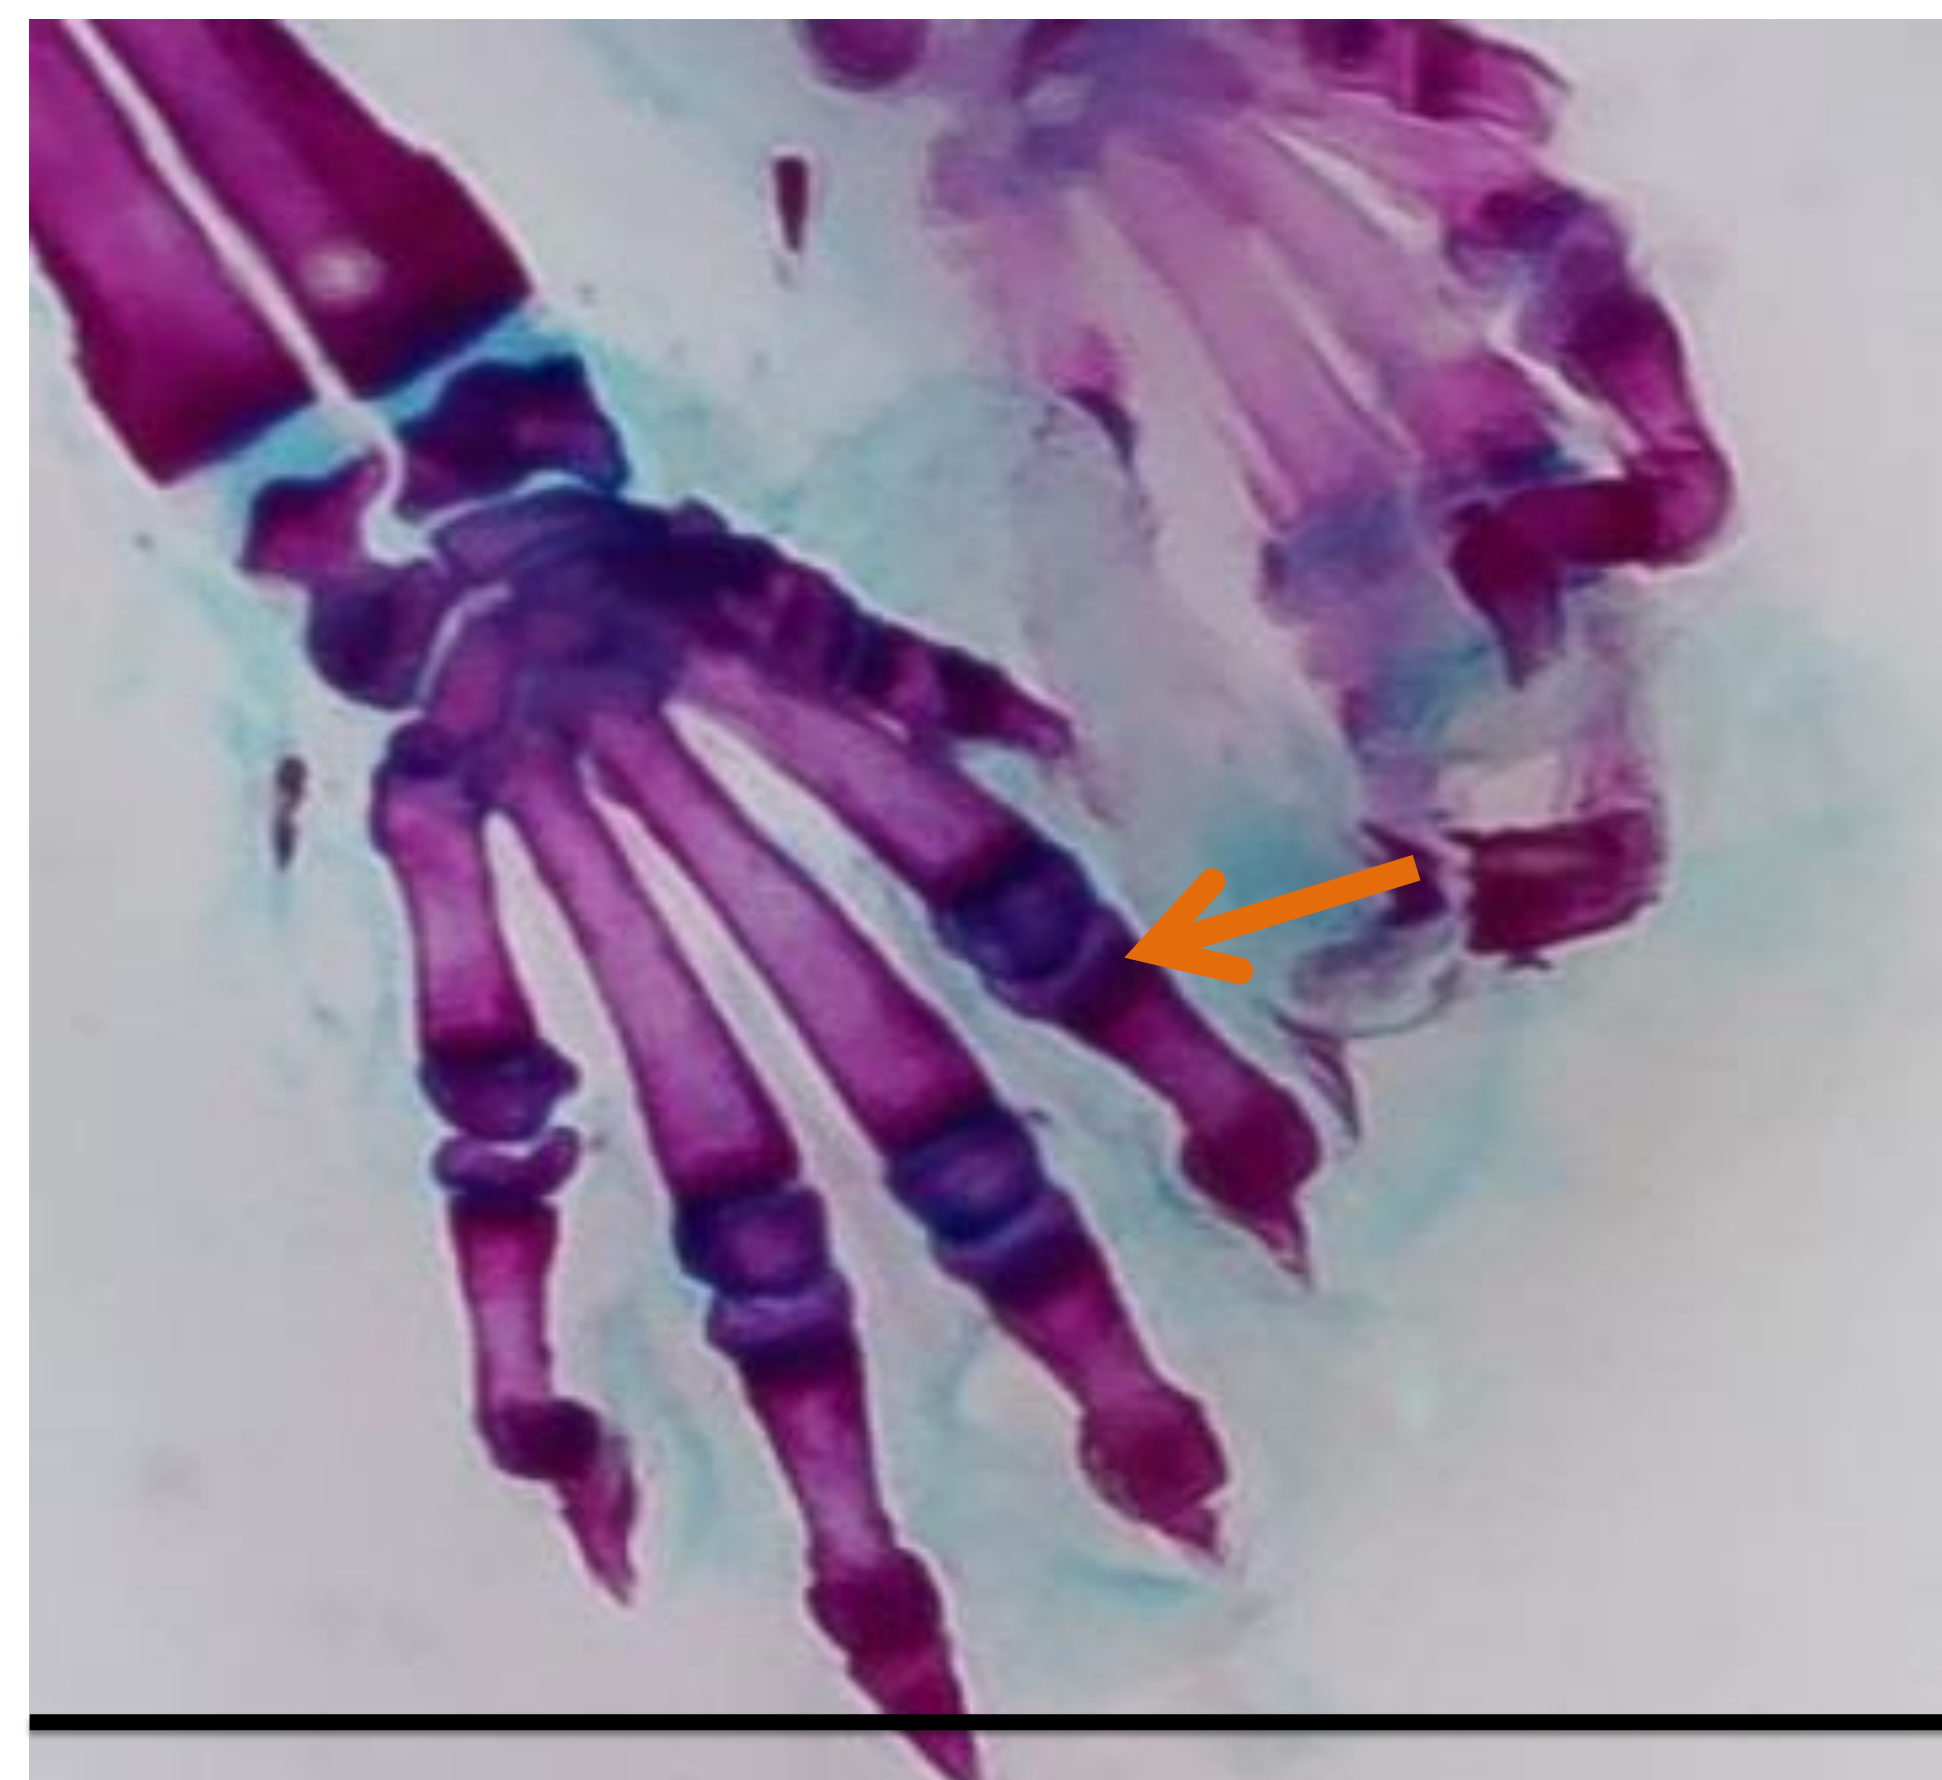

*Prx1-Cre*;*Senp6*<sup>f/f</sup>

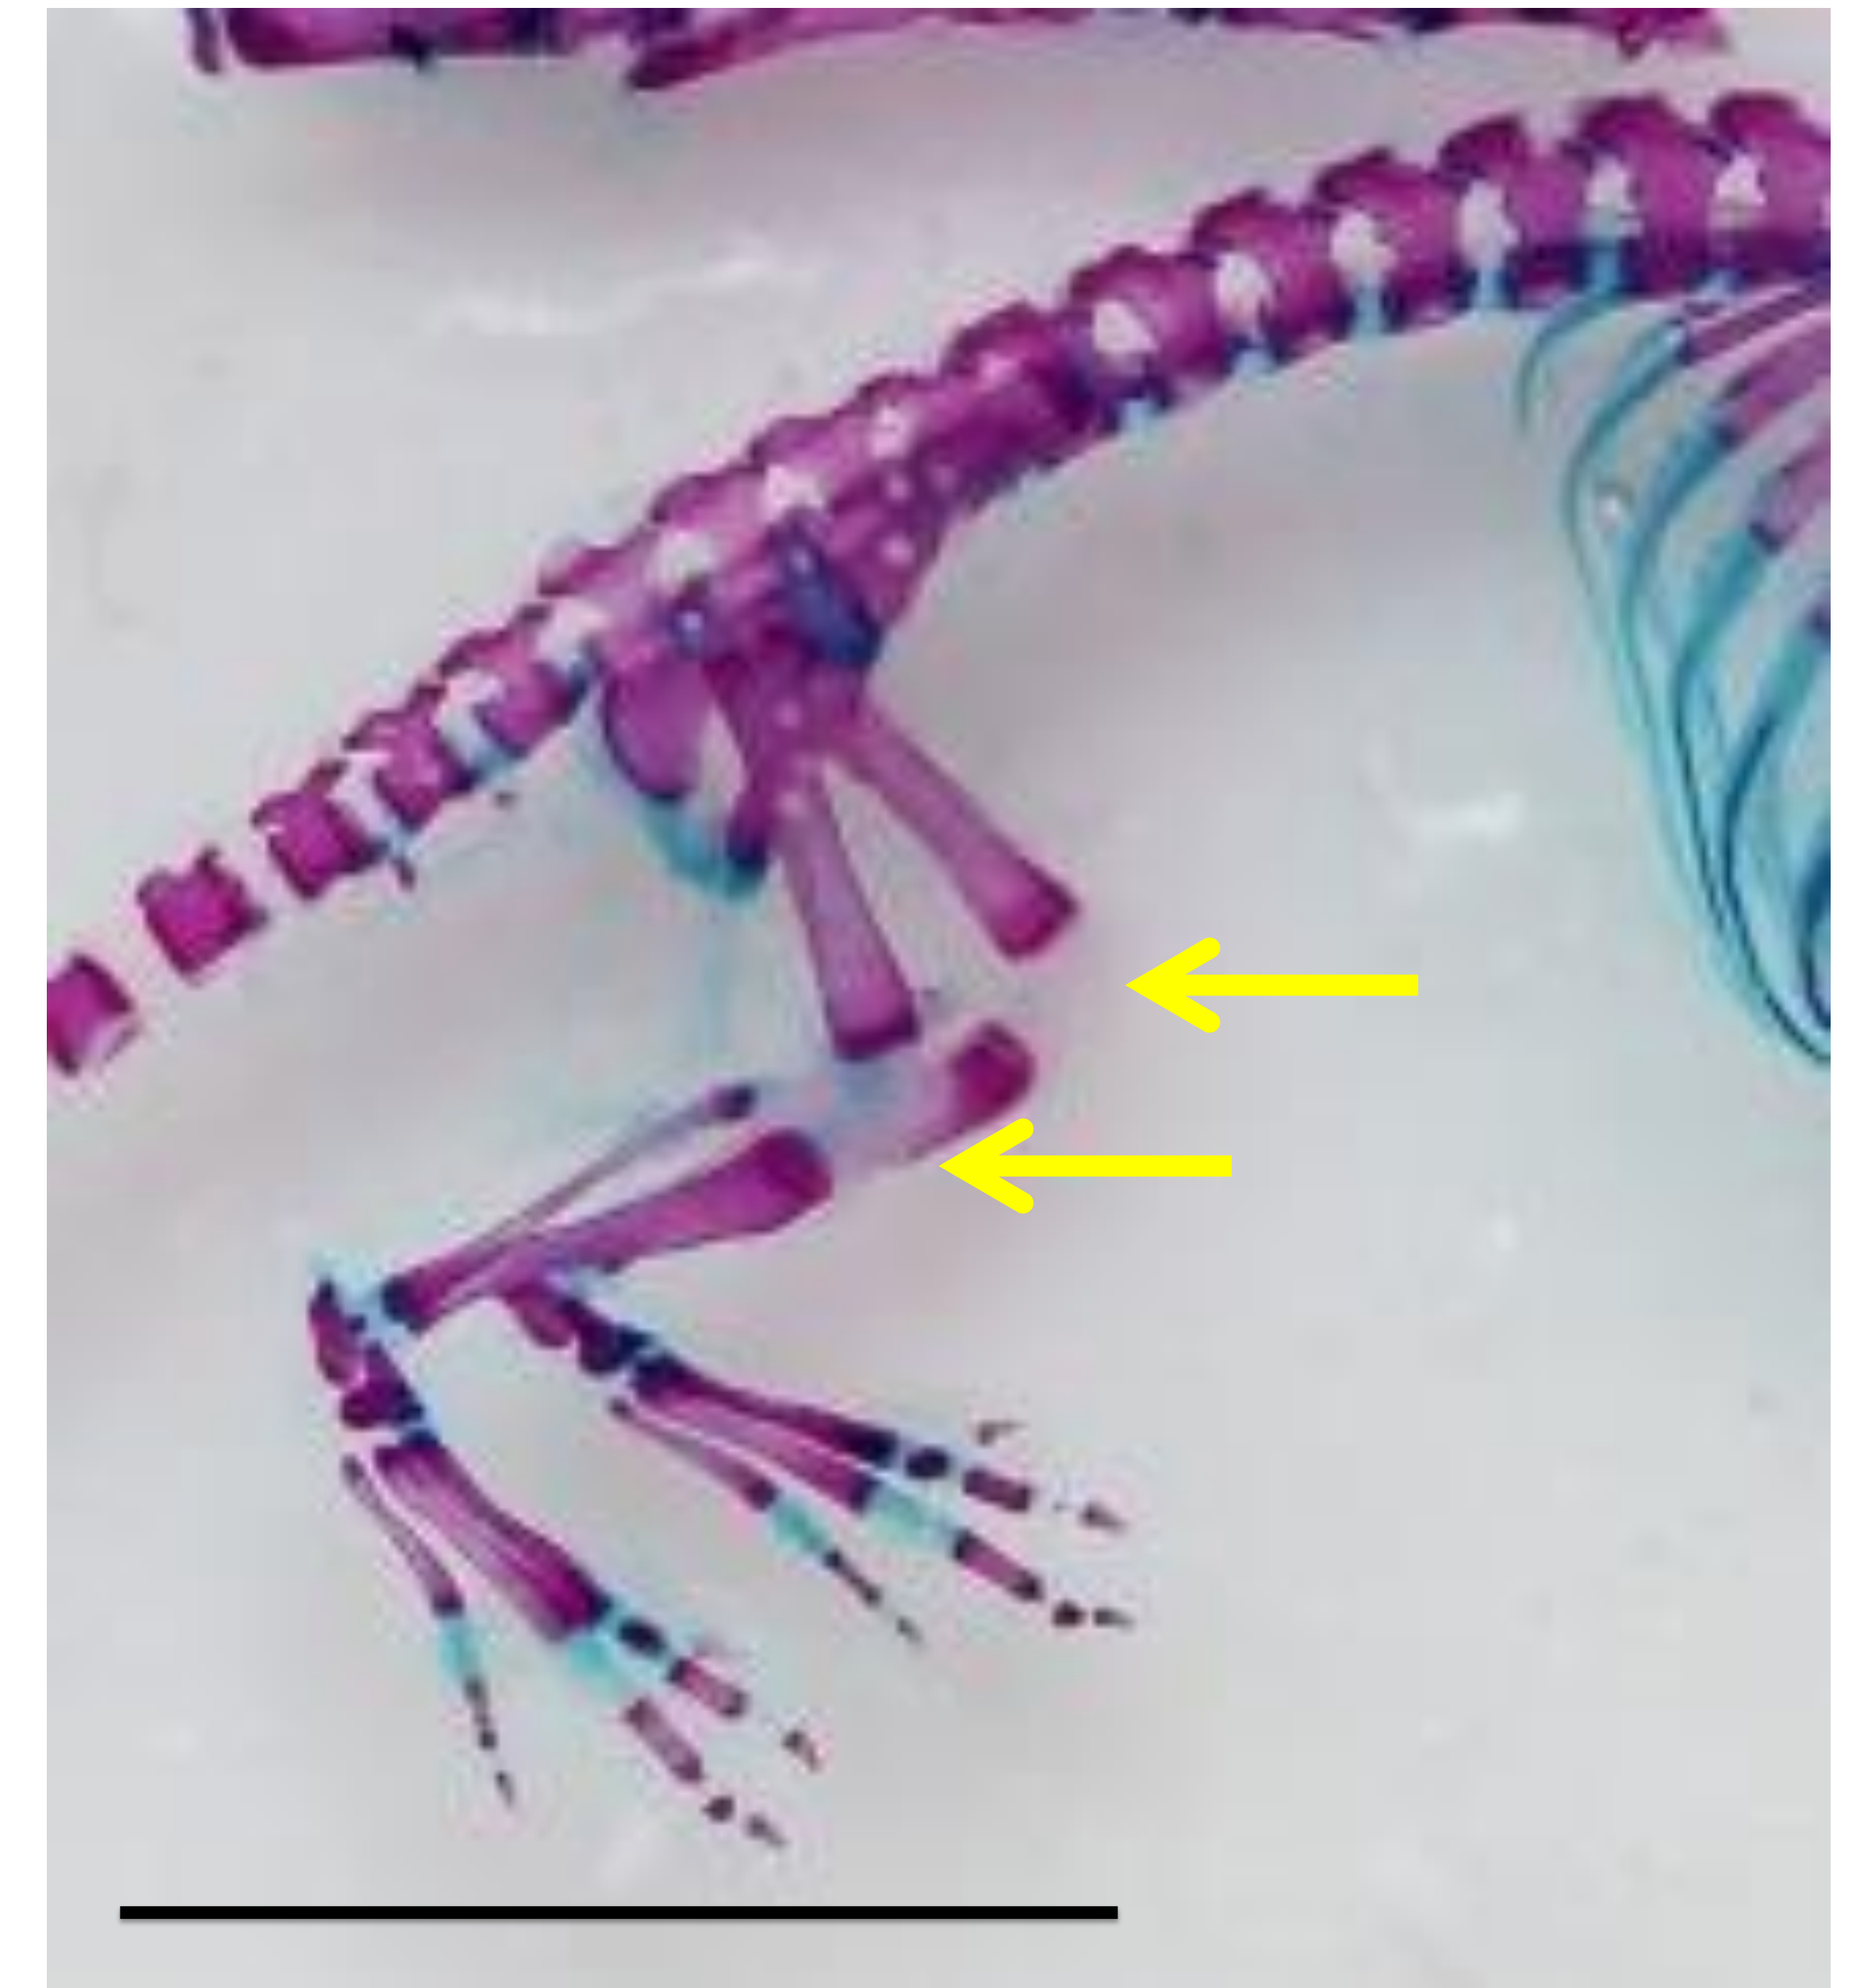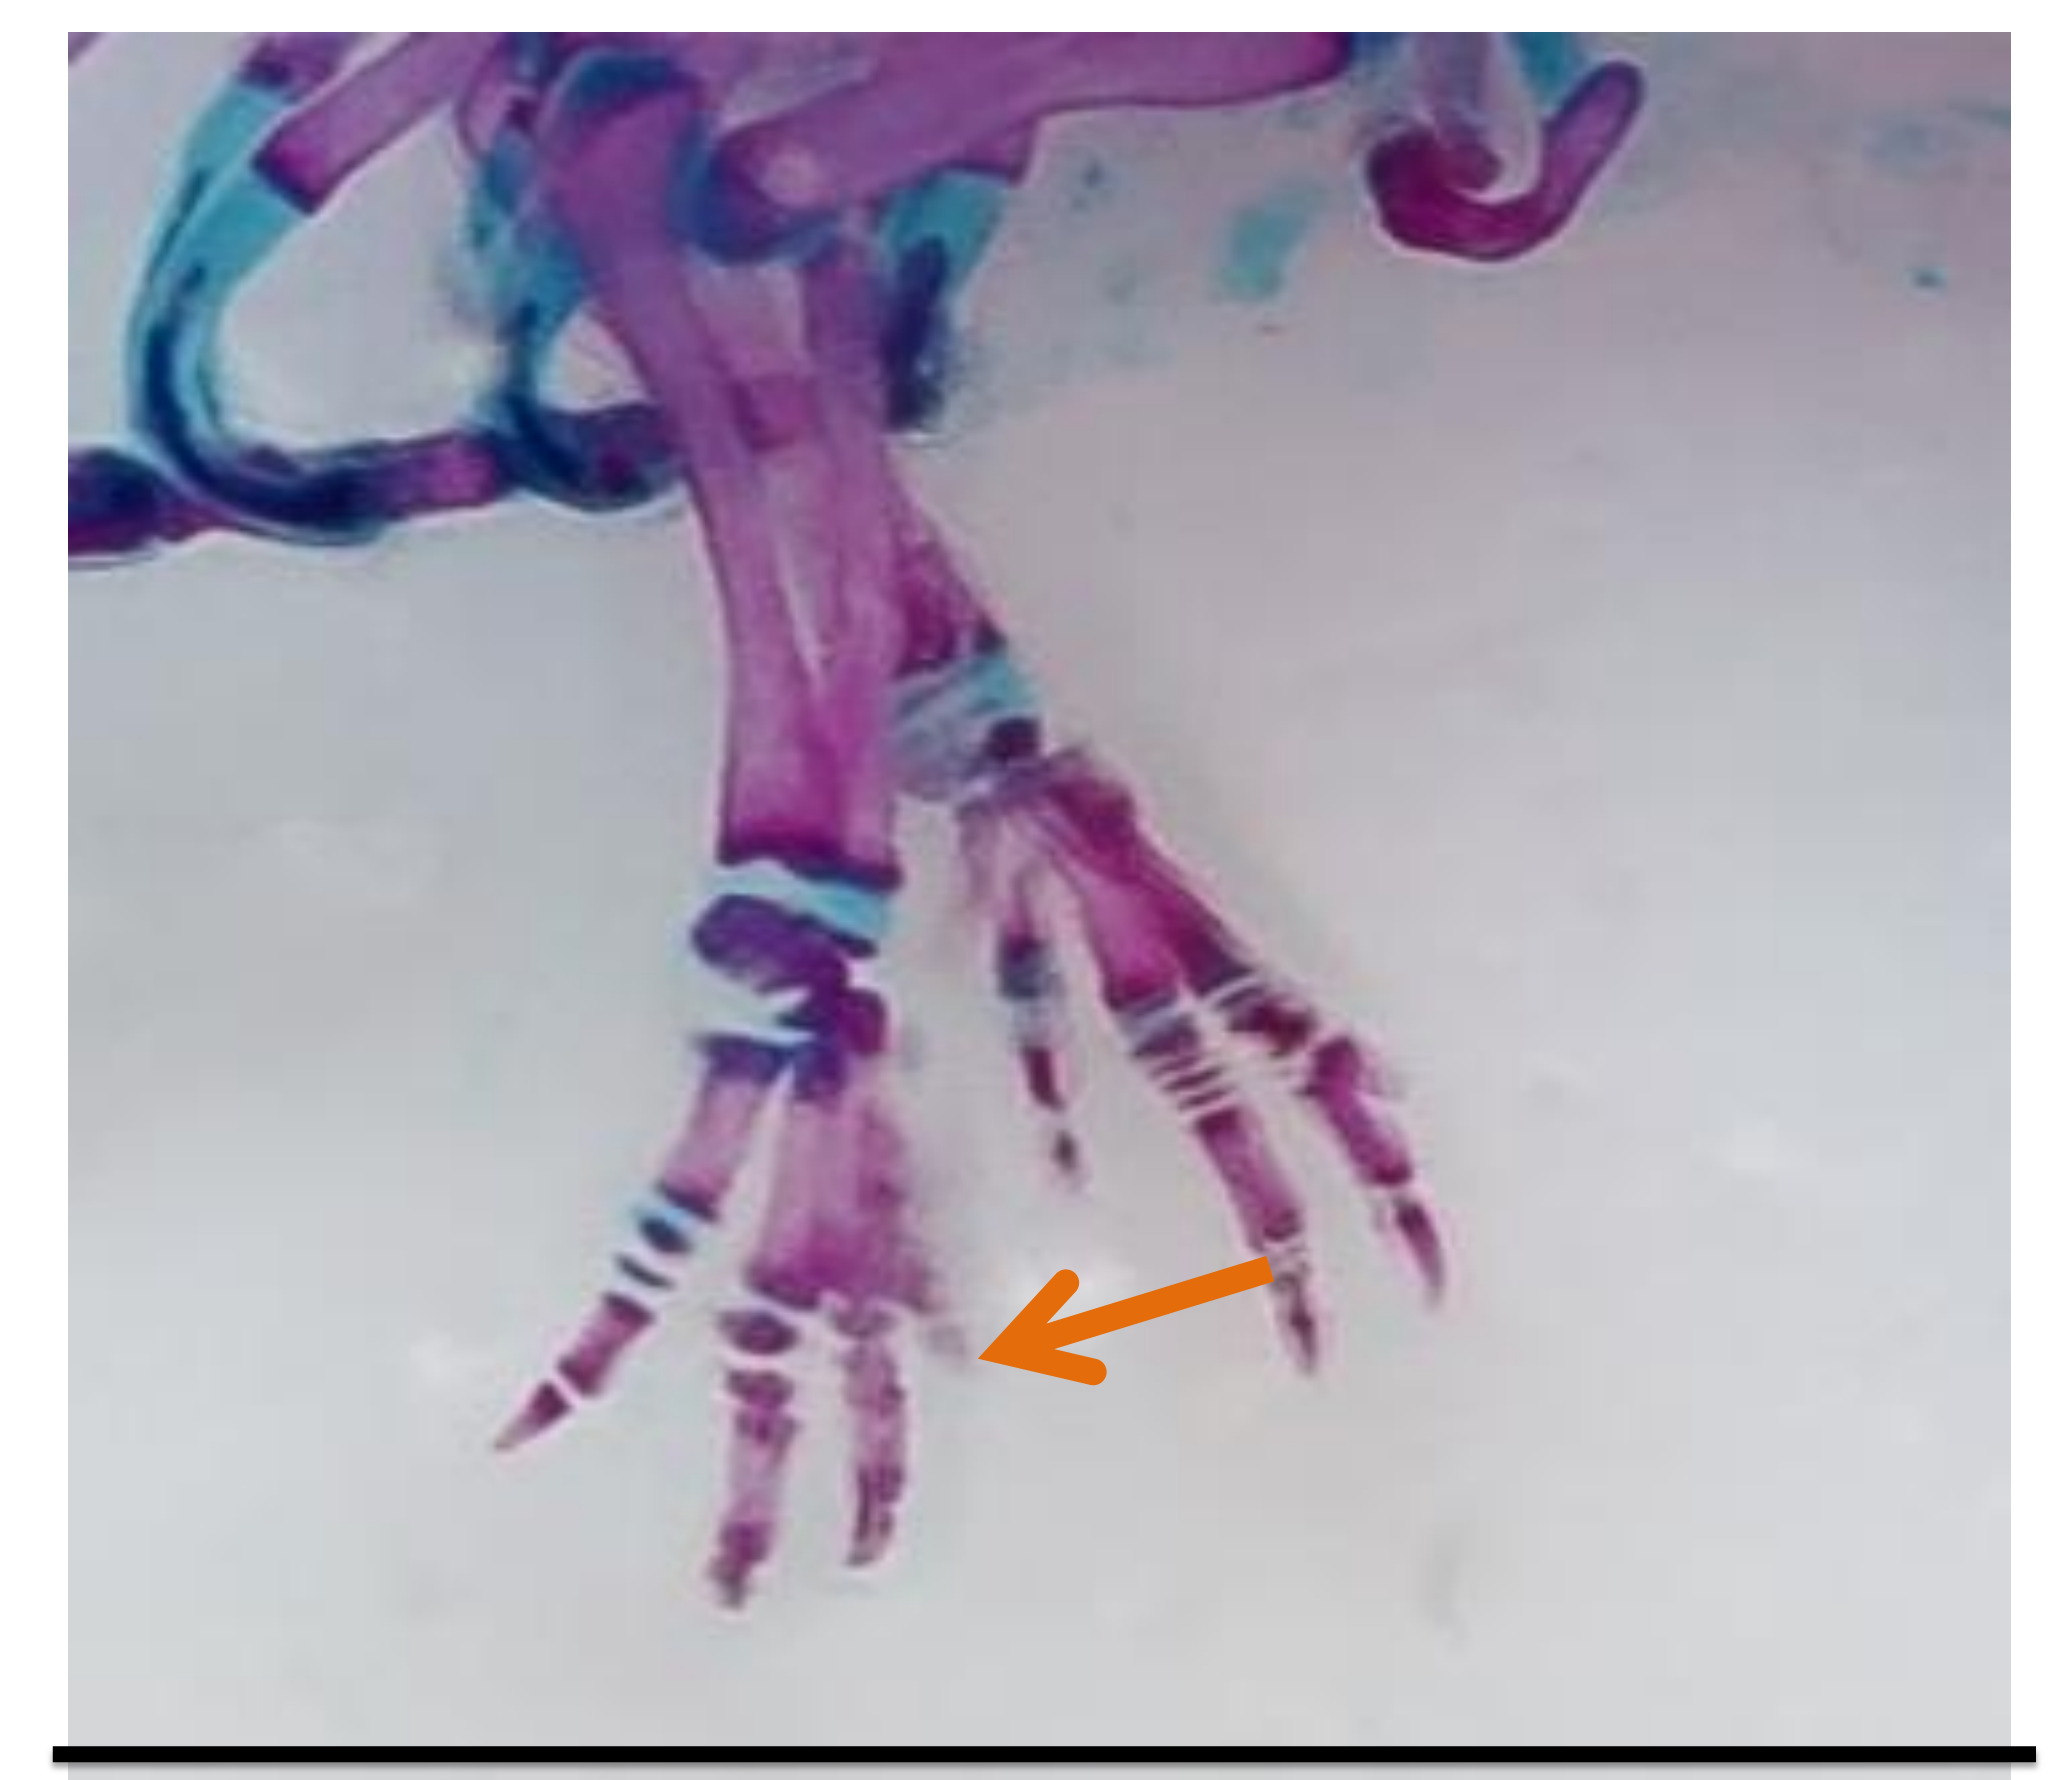

**Supplementary Figure 4.** P12 *Prx1-Cre*;*Senp6*<sup>f/f</sup> mice show undermineralized epiphysis (lack of mineralized SOC, yellow arrows), and missing metacarpals, (i.e., unseparated 2<sup>nd</sup> and 3<sup>rd</sup> metacarpals attached to the 2<sup>nd</sup> and 3<sup>rd</sup> phalanges, orange arrows). (scale bars = 1 cm).

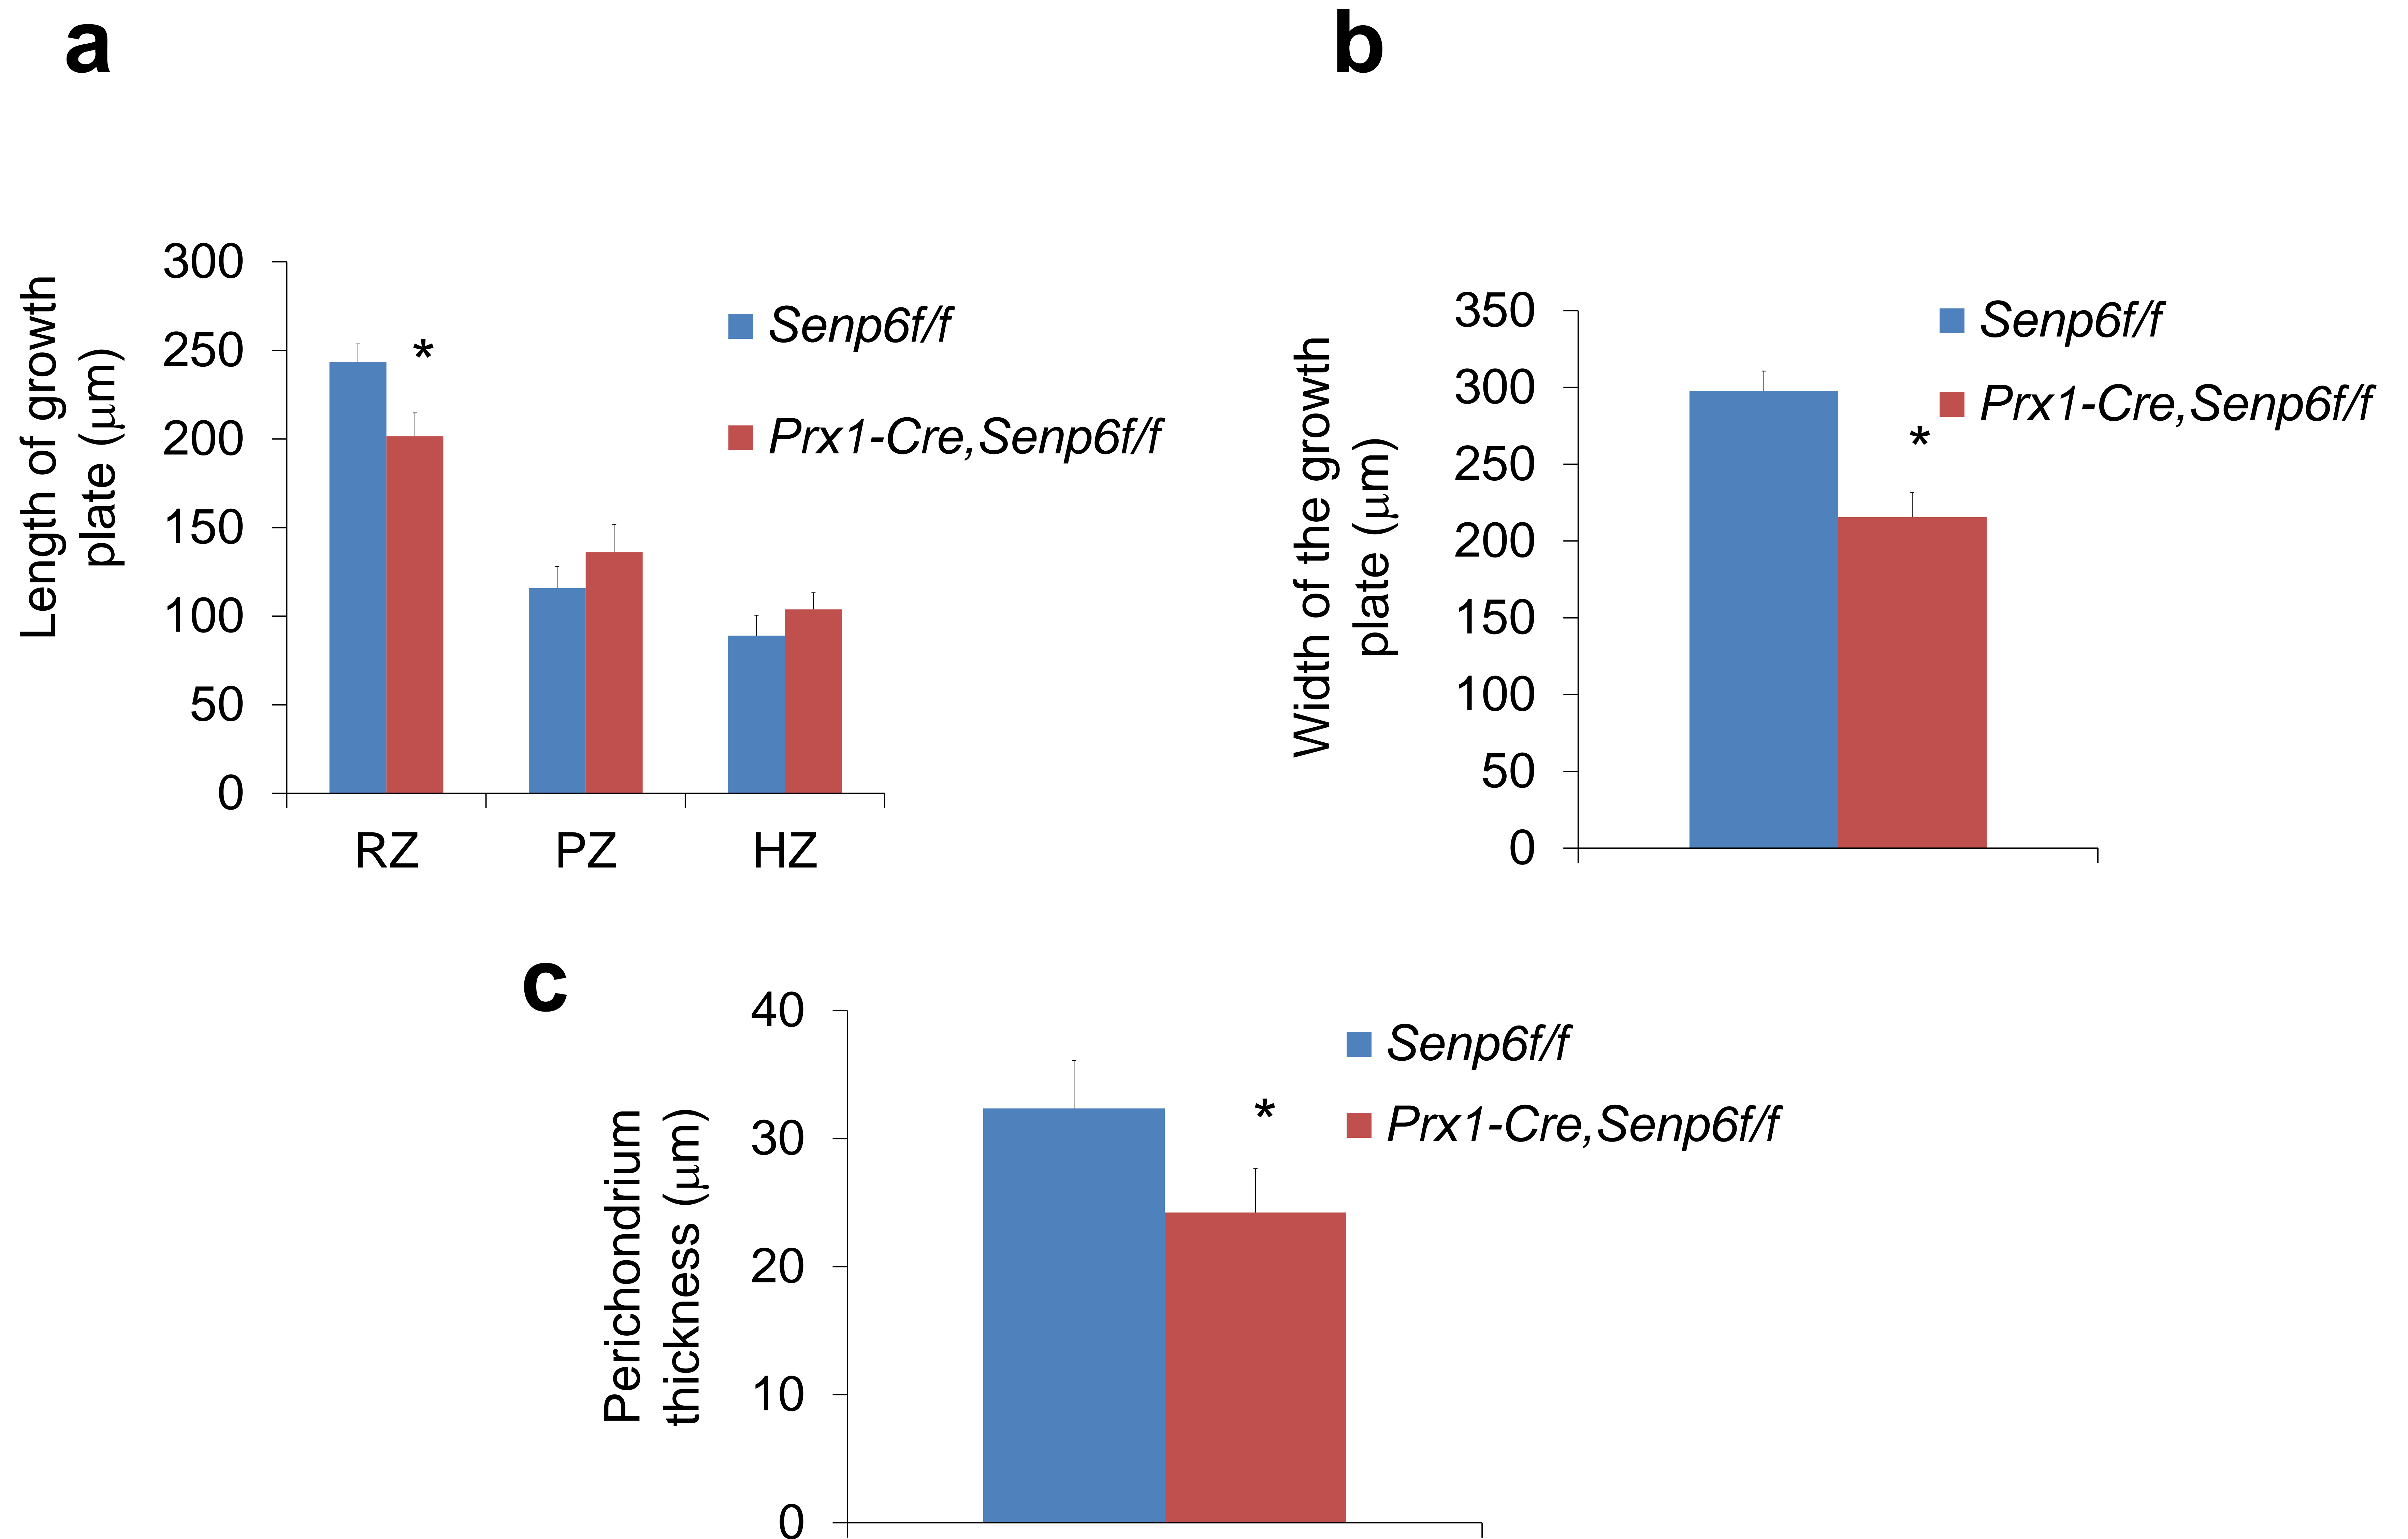

**Supplementary Figure 5.** P0 *Prx1-Cre;Senp6<sup>f/f</sup>* mice showed decreased length (**a**), width (**b**), and perichondrium thickness (**c**) of the growth plate. (n = 3, error bars = standard deviation, \* $p < 0.05$ , compared to control mice, Student's t-test) .

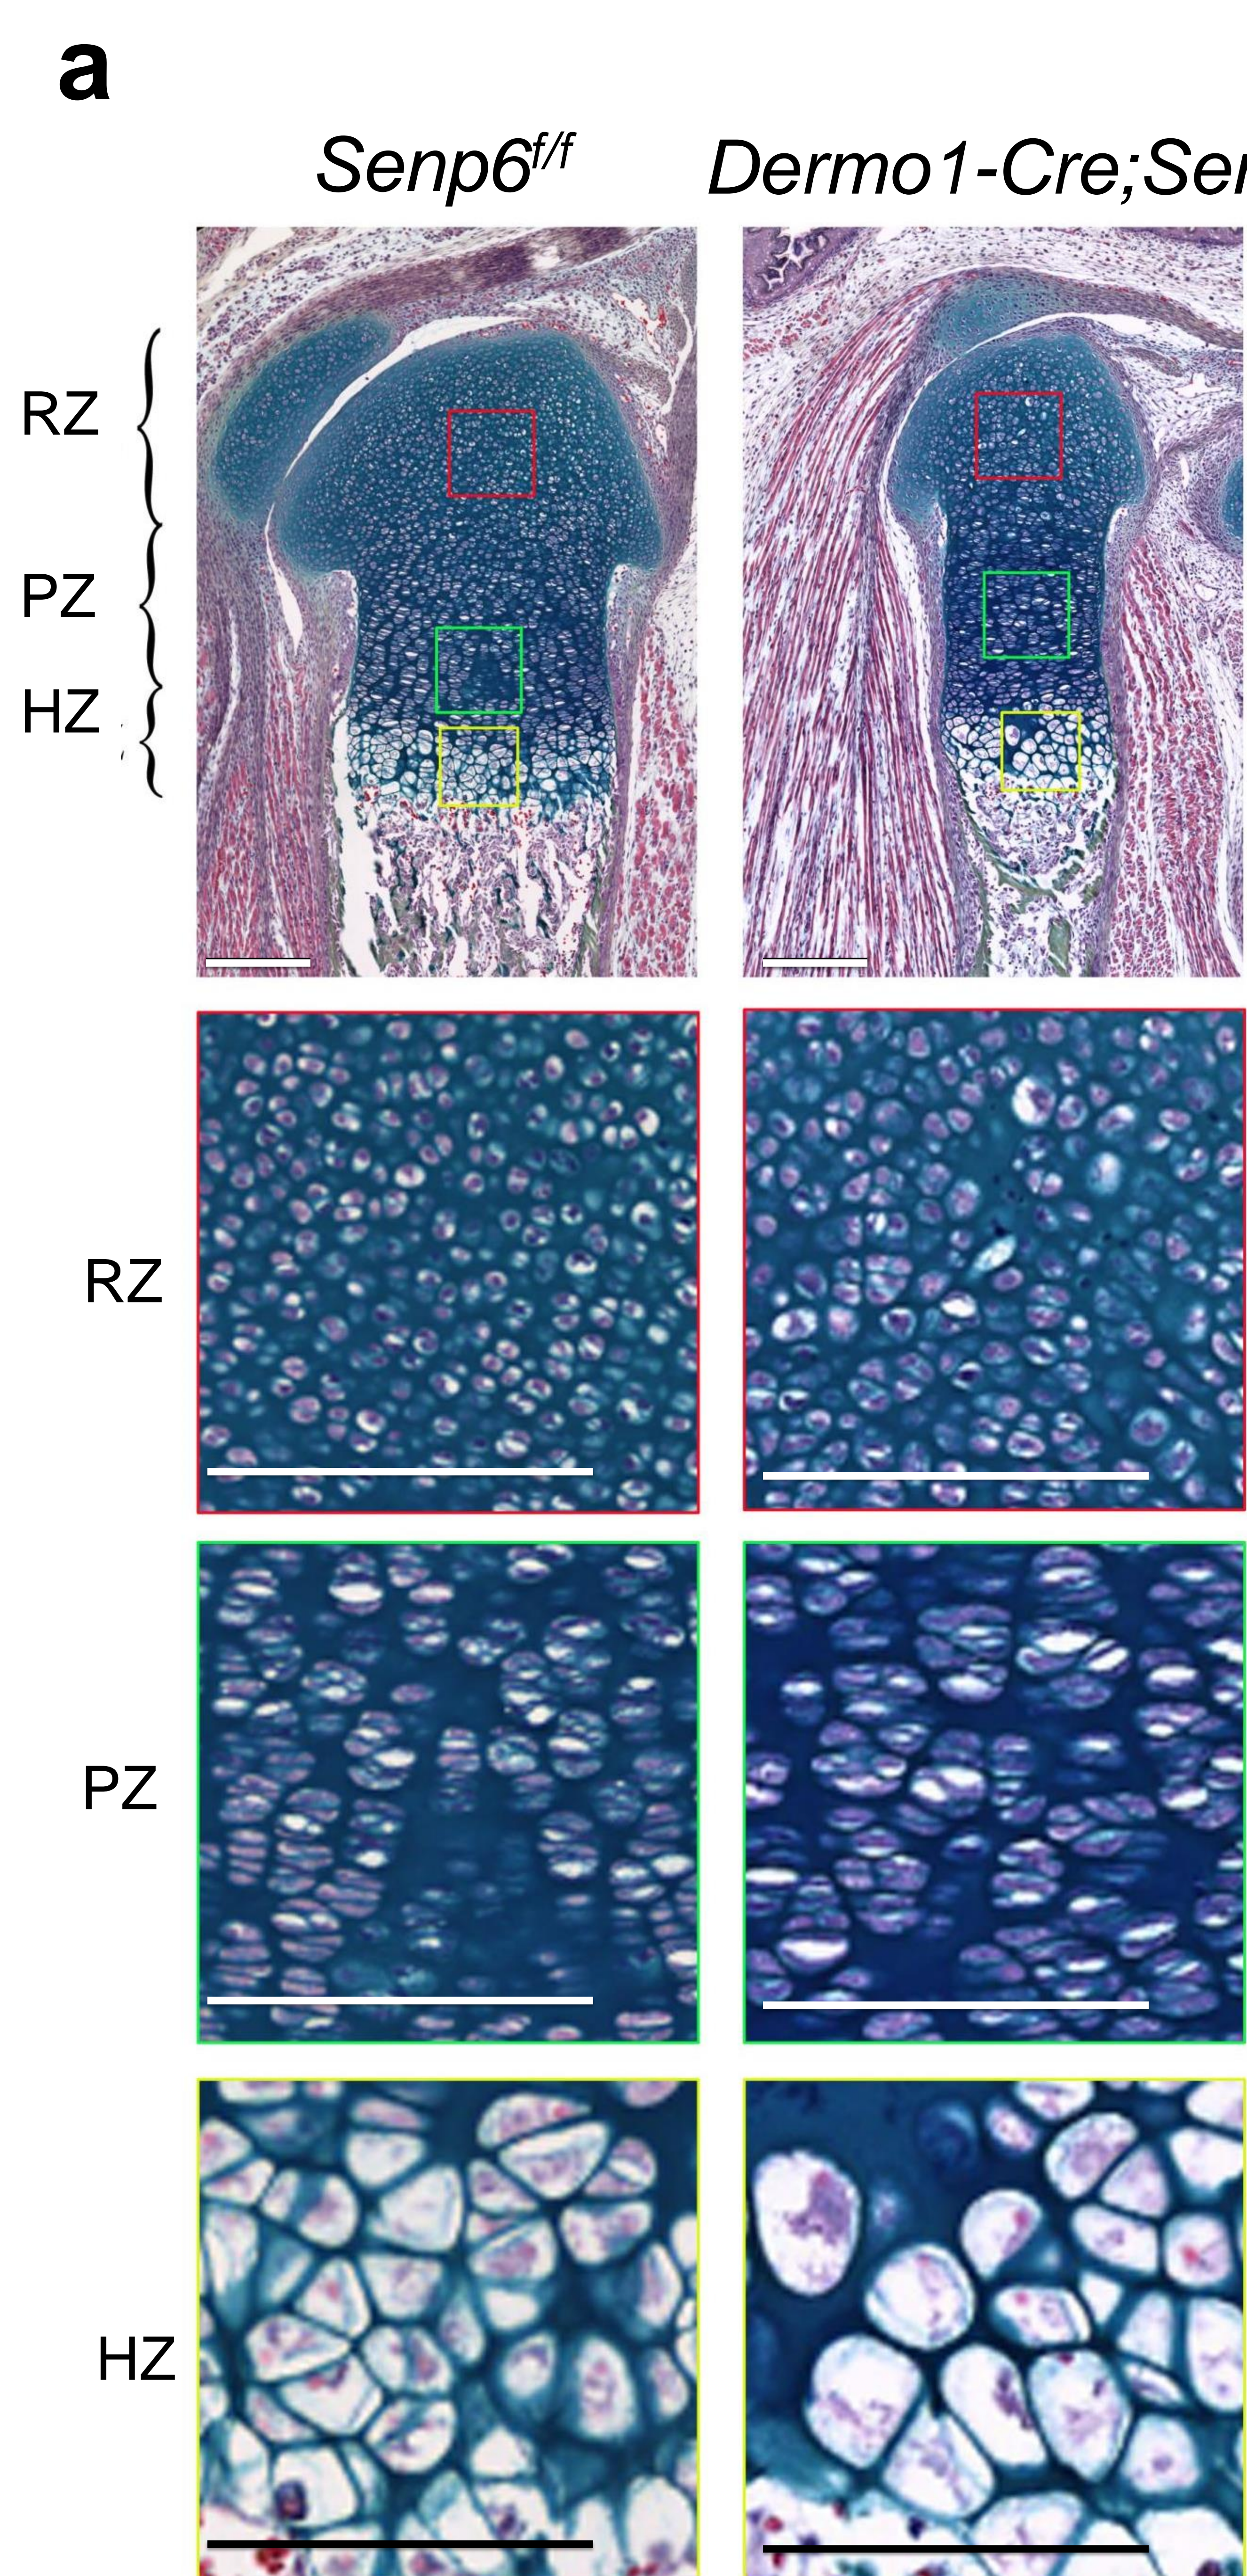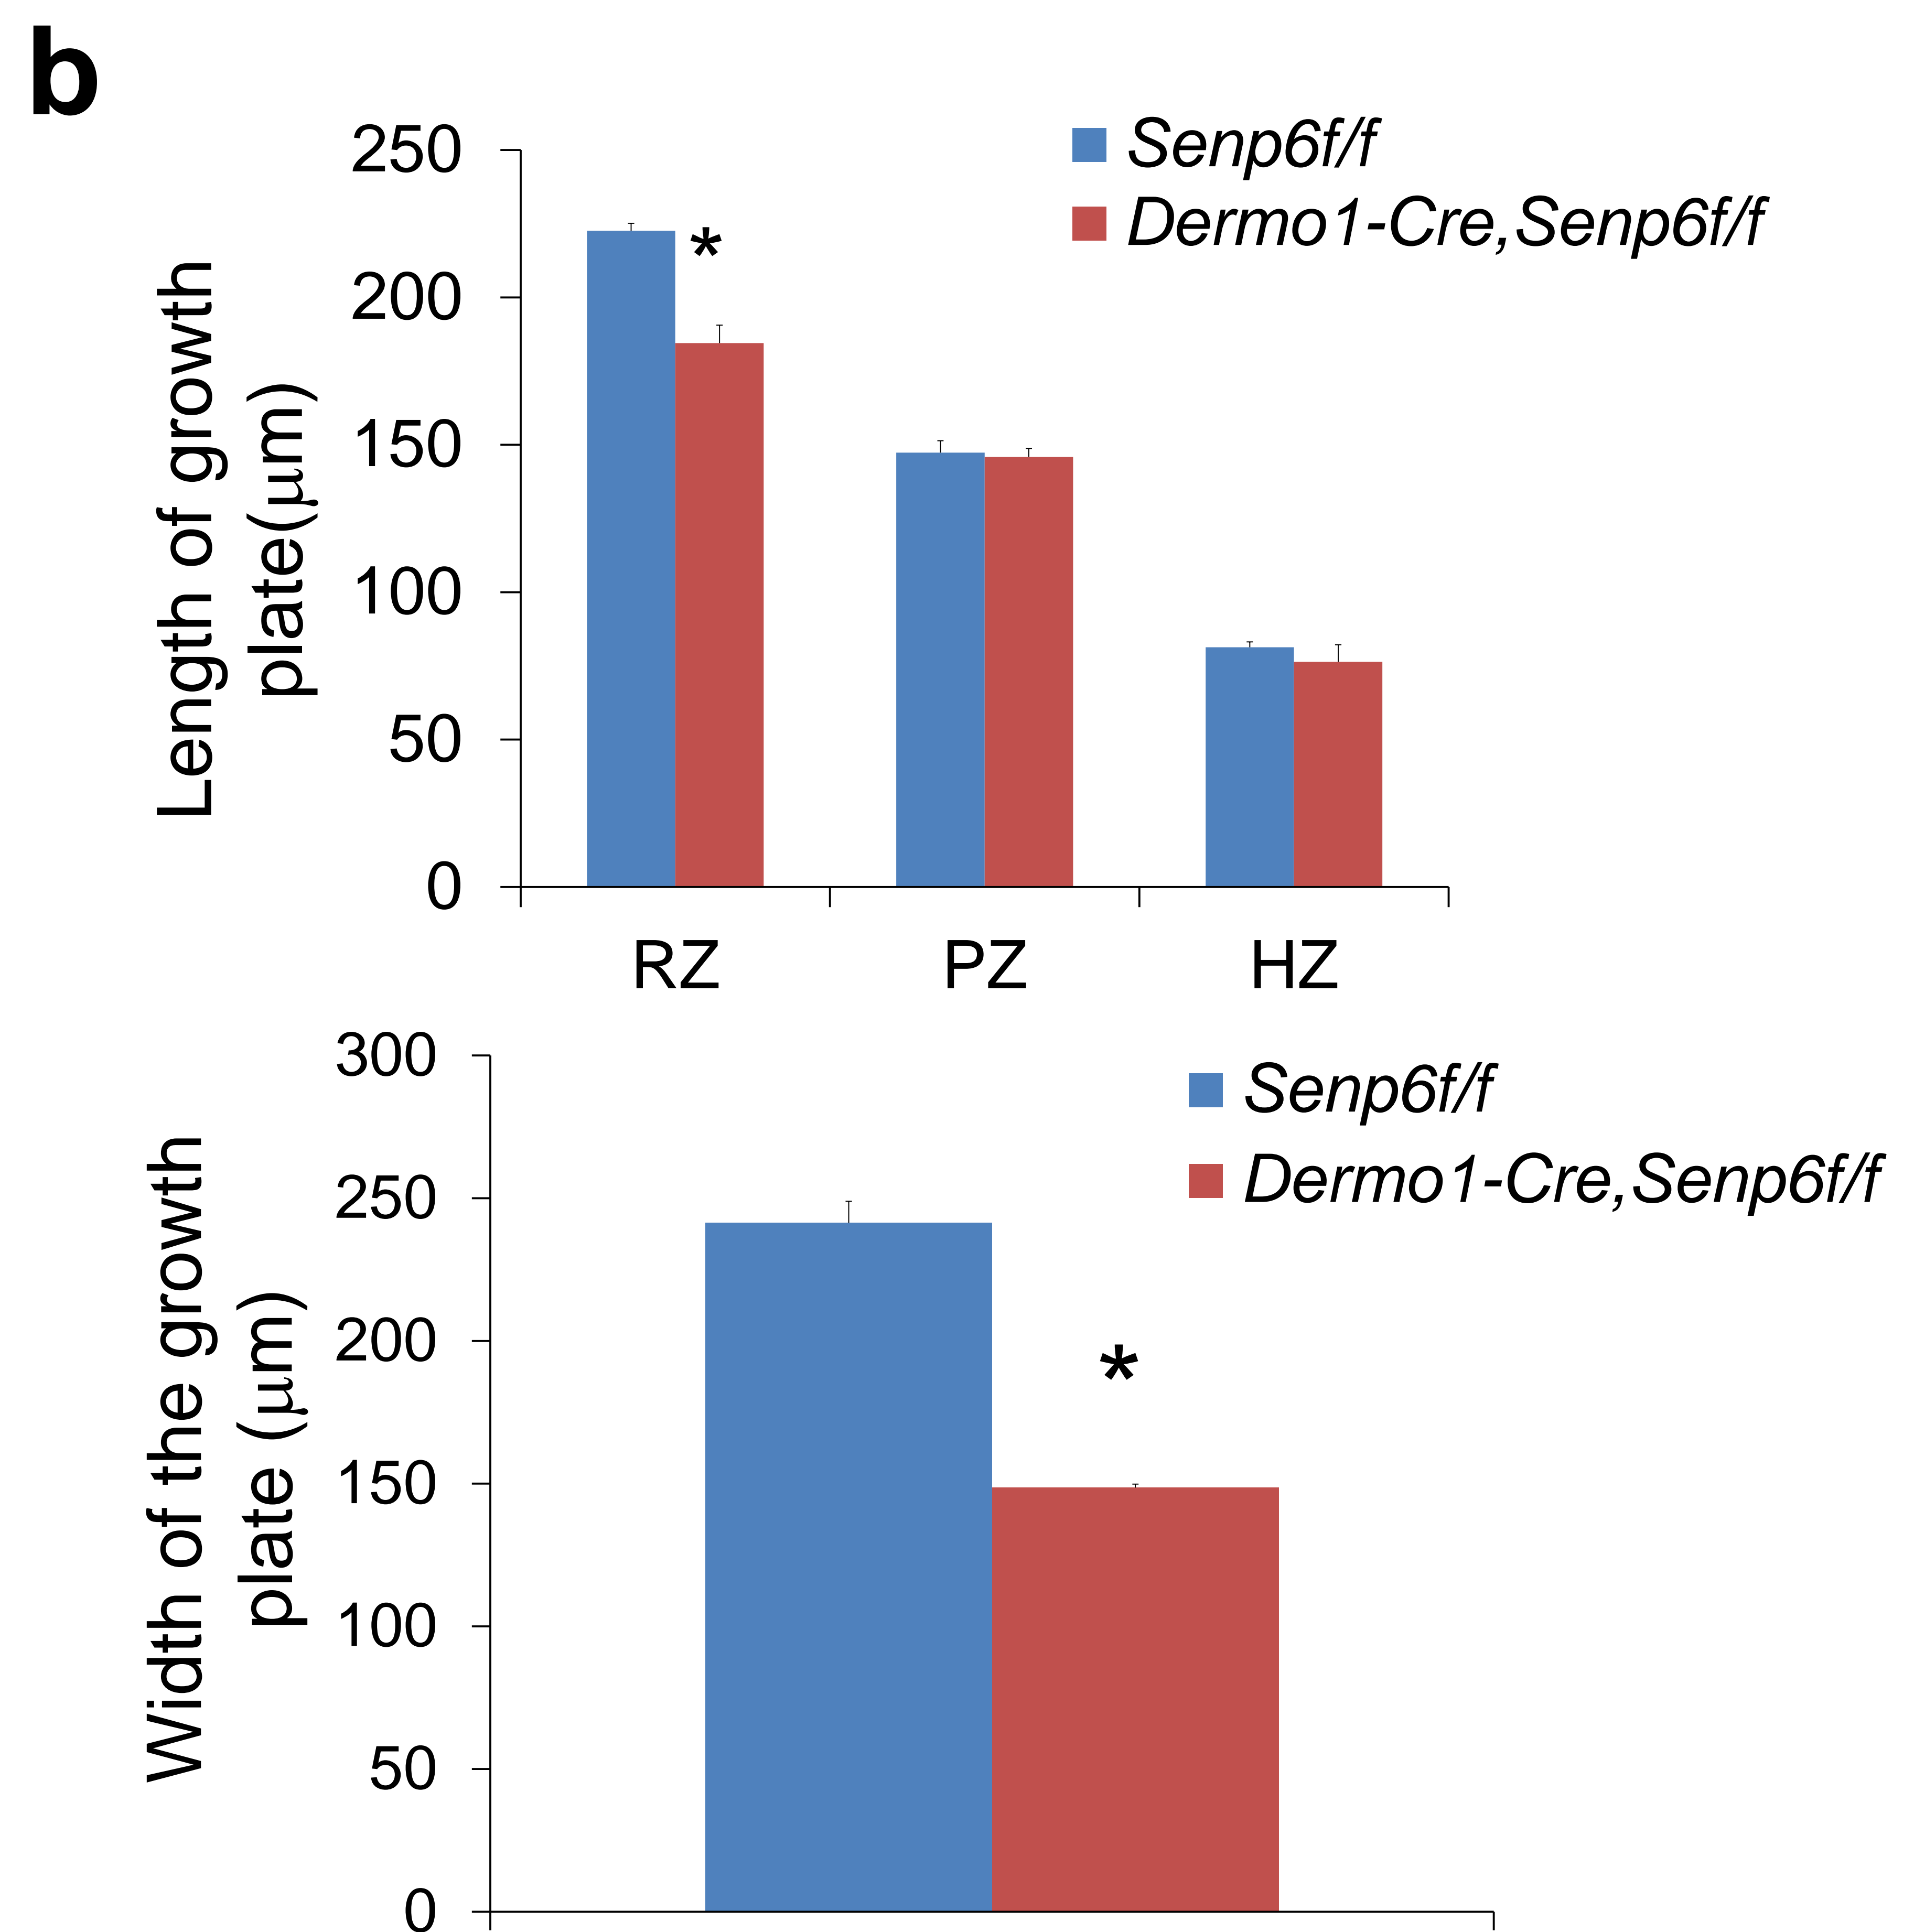

**Supplementary Figure 6. *Dermo1-Cre;Senp6<sup>f/f</sup>* mice growth plate phenotypes.** **a.** E18.5 distal femur of *Dermo1-Cre;Senp6<sup>f/f</sup>* mouse had a reduced growth plate diameter and increased chondrocyte size in the resting zone (RZ) and hypertrophic zone (HZ). Scale bars = 100 μm for growth plate and 50 μm for the rest. **b.** Quantifications of **a** (n = 3, error bars = standard deviation, \**p* < 0.05, compared to control mice, Student's t-test).

**a**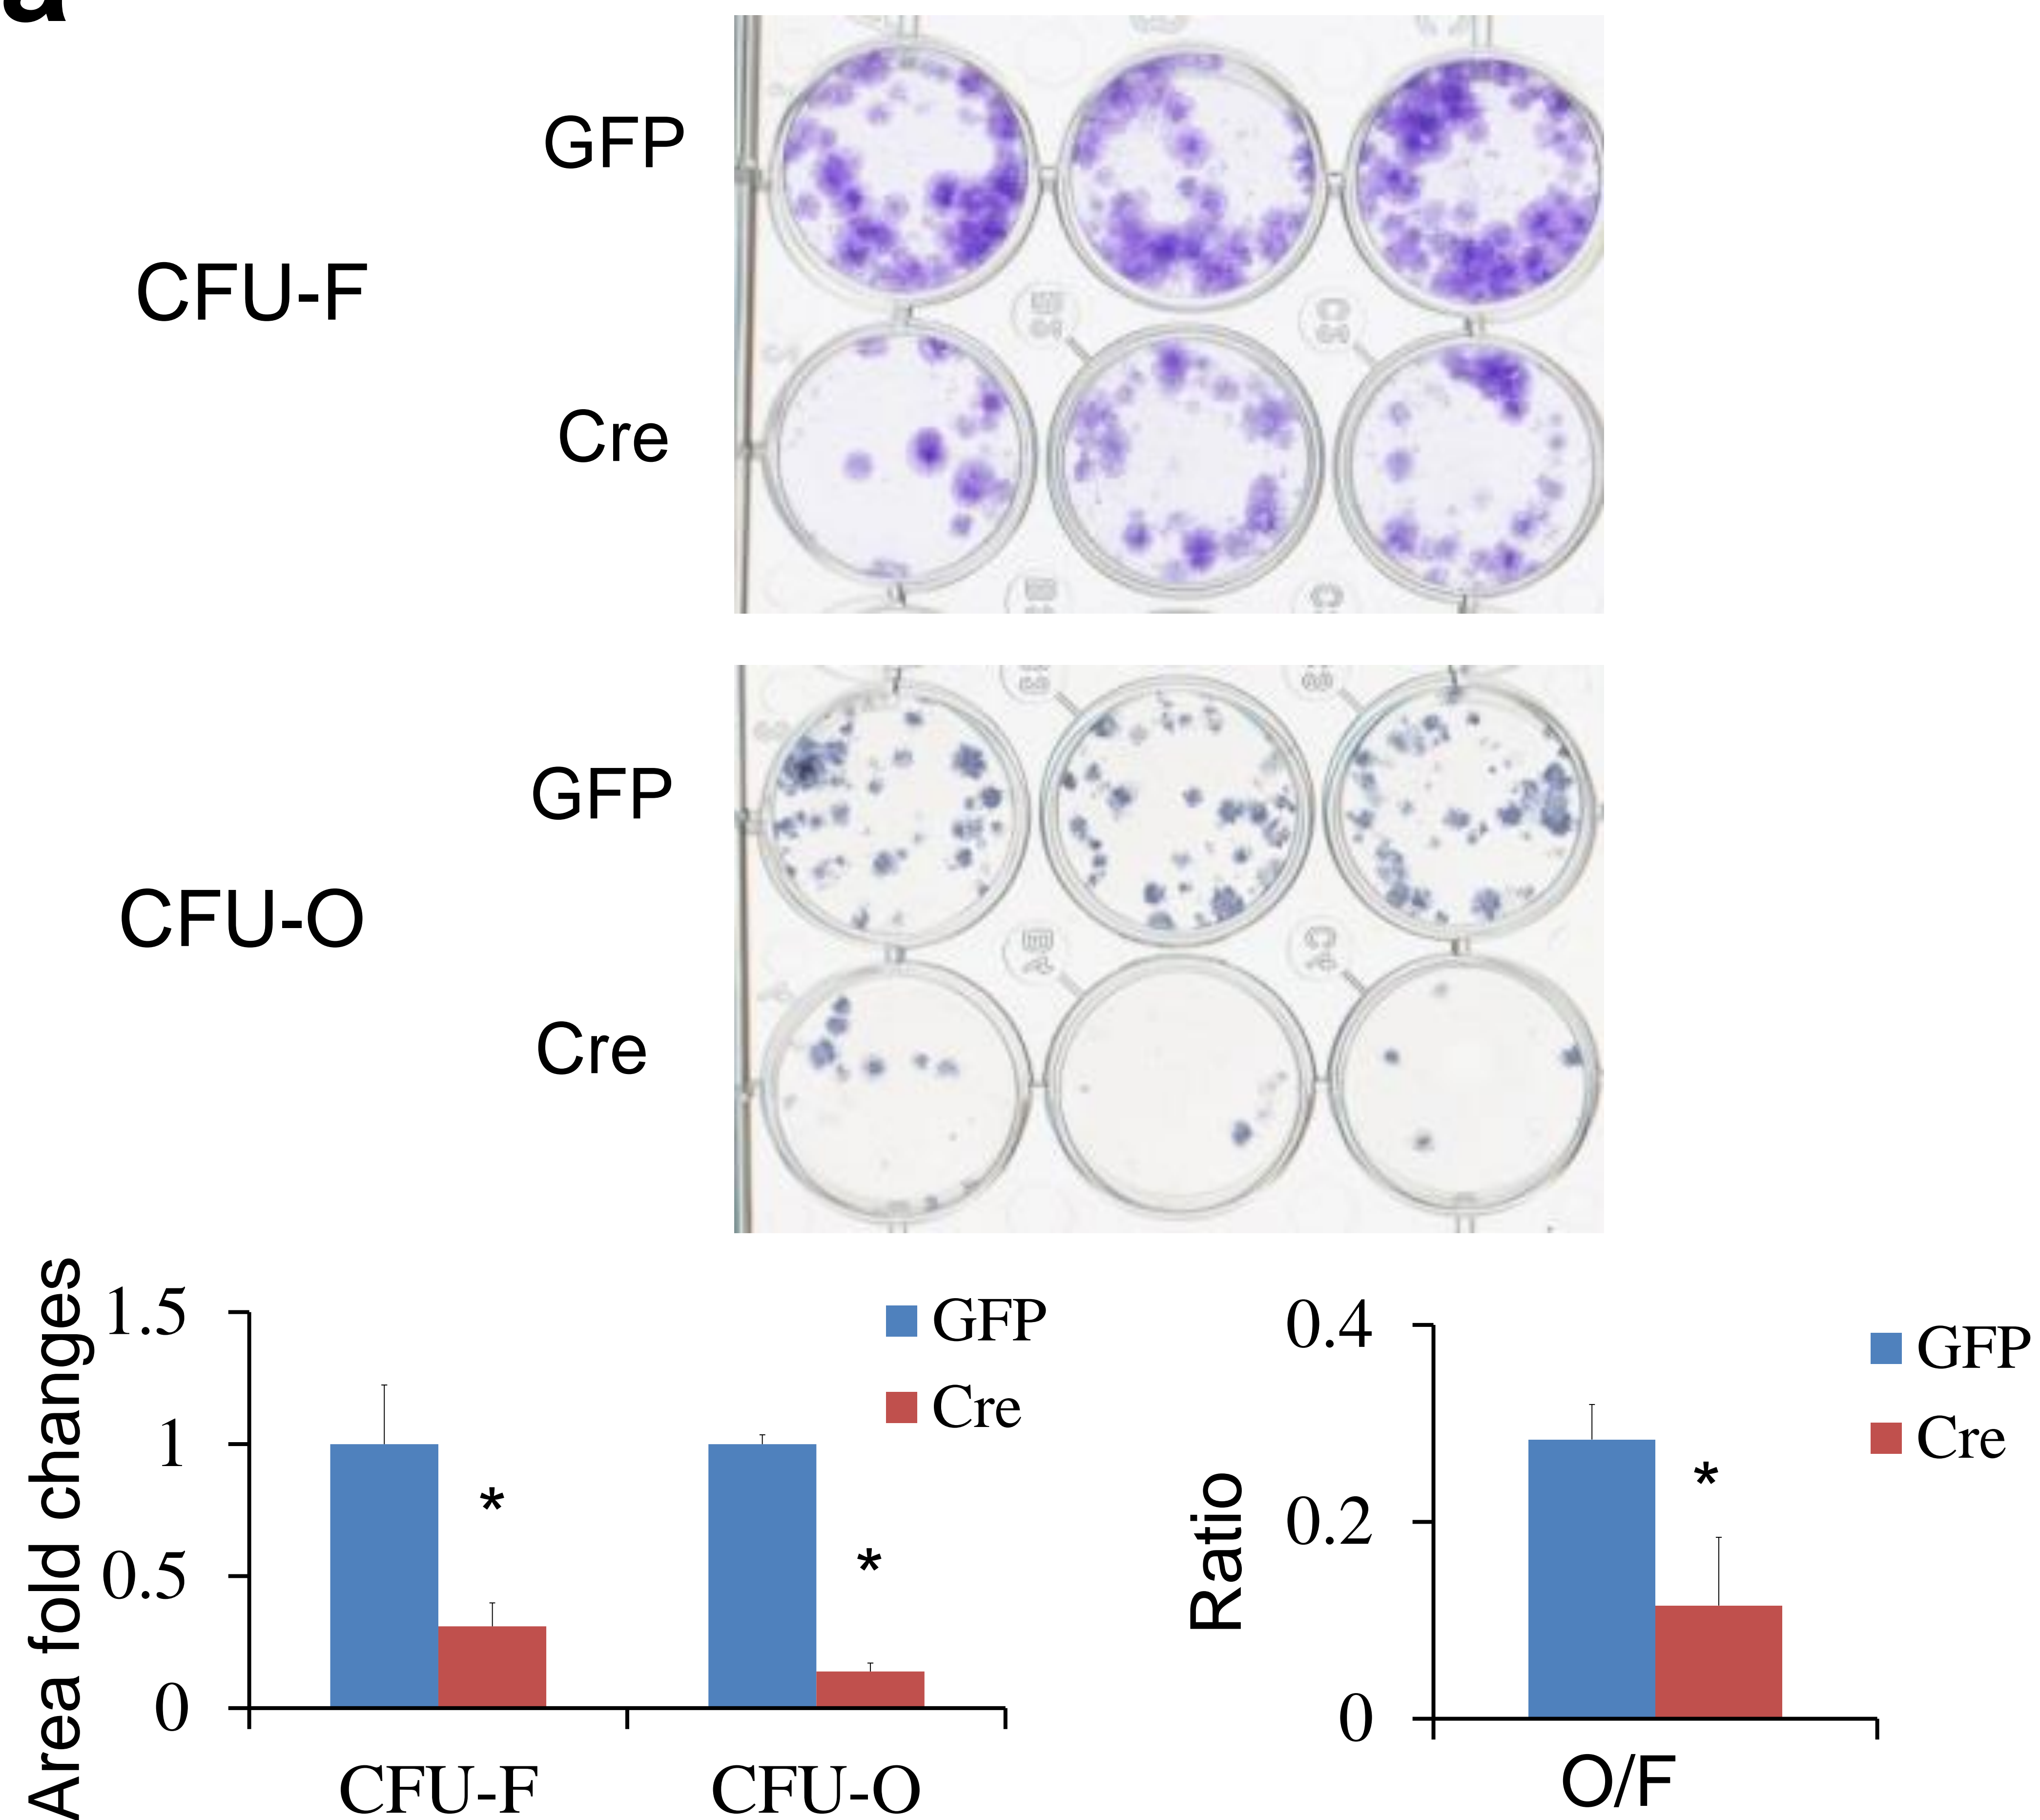**b**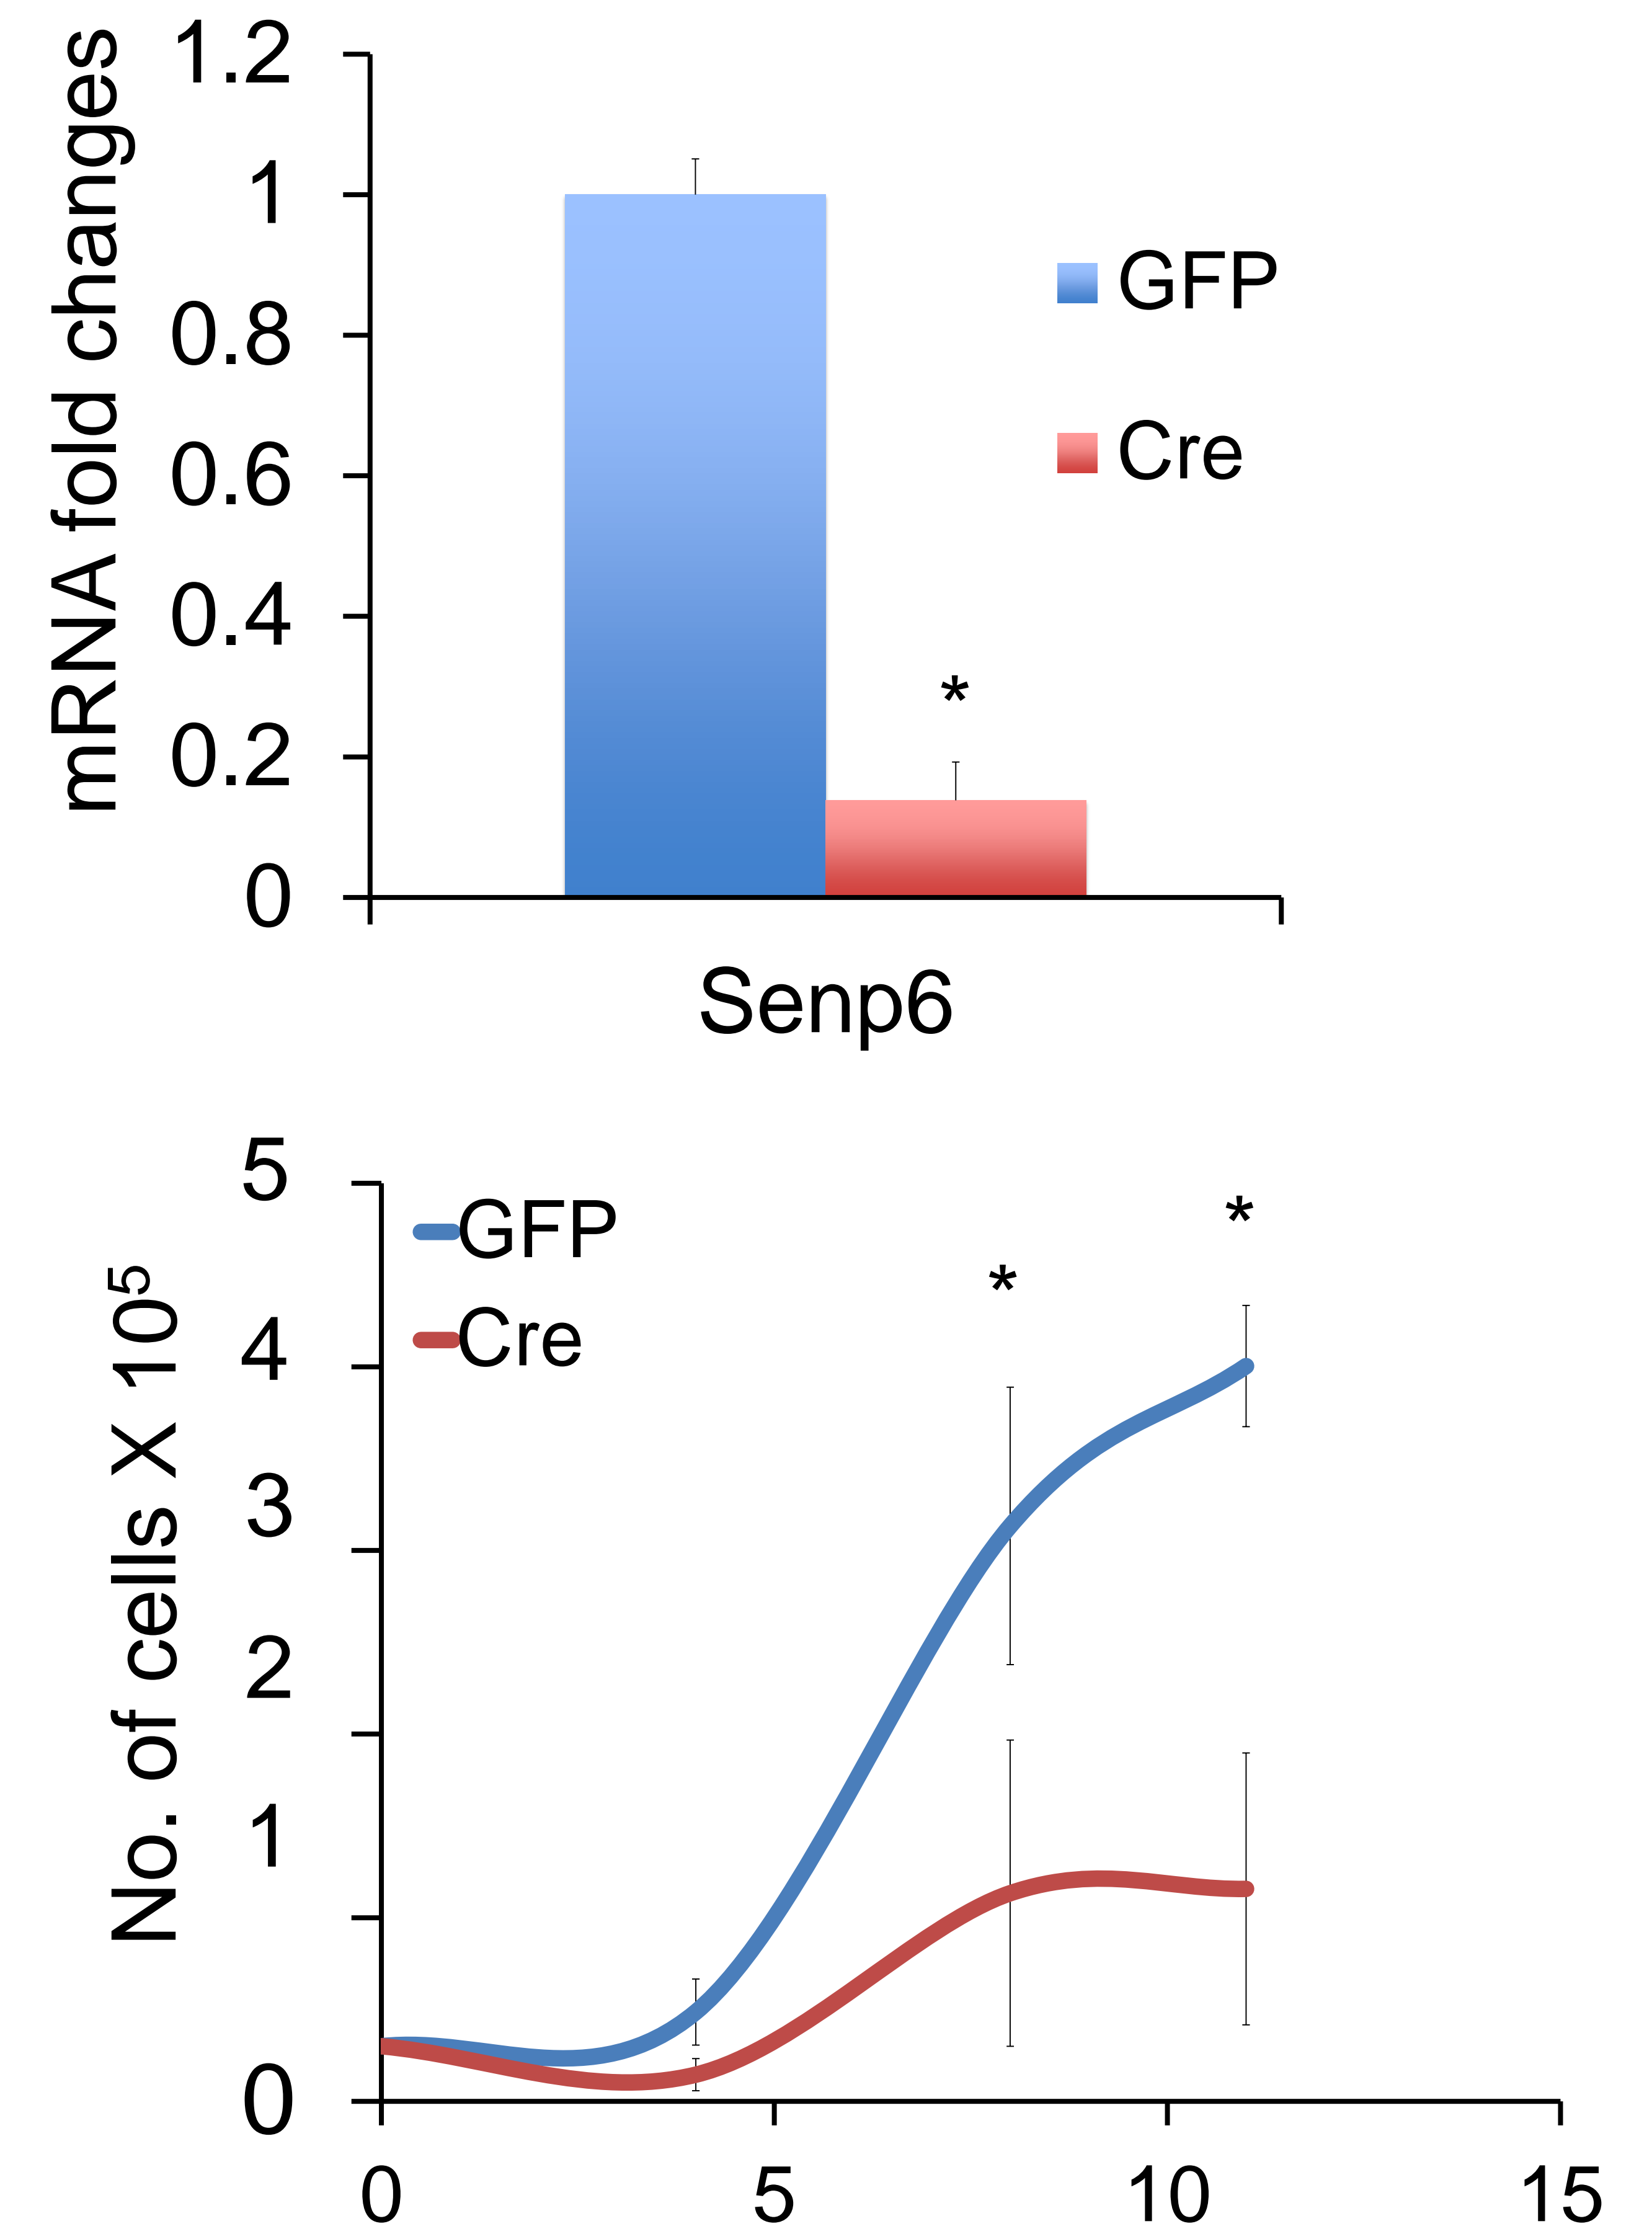

### Supplementary Figure 7. *Senp6* loss caused decreased BMSC cell growth.

**a.** Colony-forming unit assays (CFU) show that *Senp6*<sup>-/-</sup> BMSCs (denoted with Cre) had decreased CFU-fibroblast (CFU-F) and CFU-osteoblast (CFU-O) (n = 3, error bars = standard deviation, \**p* < 0.05, compared to GFP group, Student's t-test). **b.** *Senp6*<sup>-/-</sup> BMSCs showed dramatically decreased cell population and reached a growth plateau after day 8 in culture. (n = 3, error bars = standard deviation, \**p* < 0.05, compared to GFP group, Student's t-test).

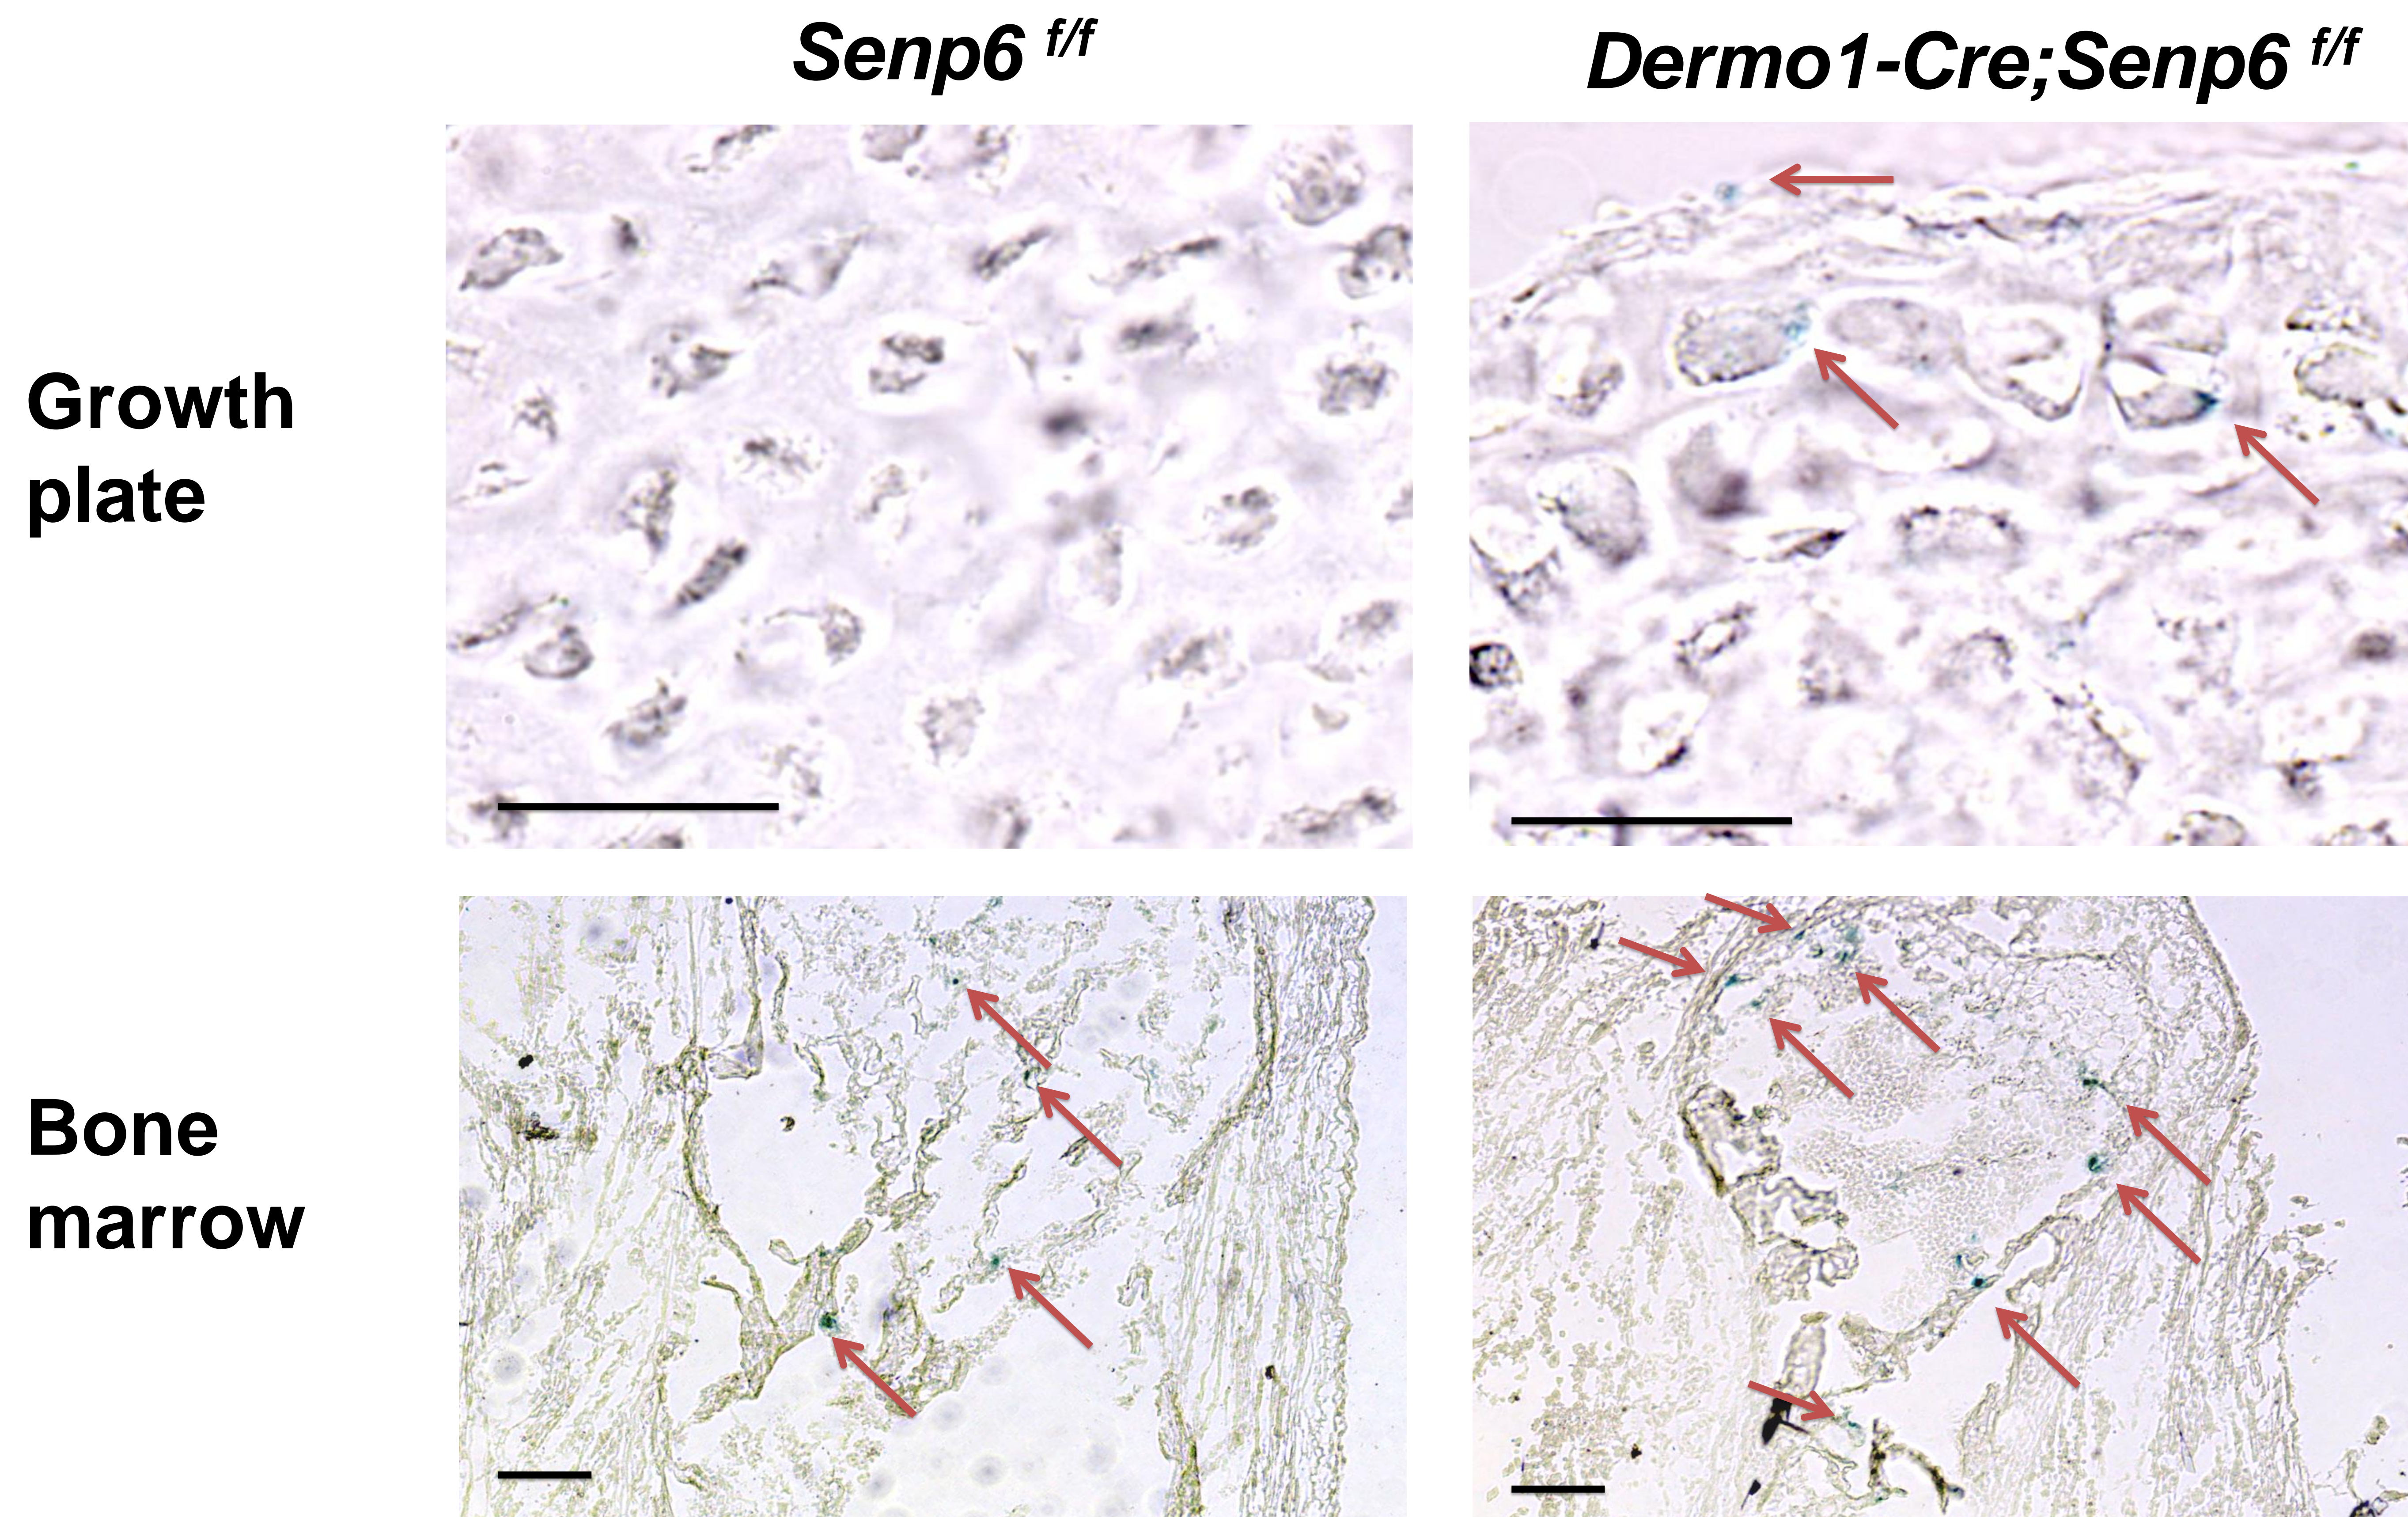

**Supplementary Figure 8.** Increased SA-β-Gal positive cells (indicated by red arrows) in the growth plate and bone marrow sections of the E18.5 *Dermo1-Cre;Senp6*<sup>f/f</sup> vs. WT mice. (scale bars = 10 μm for the growth plate and 50μm for the bone marrow).

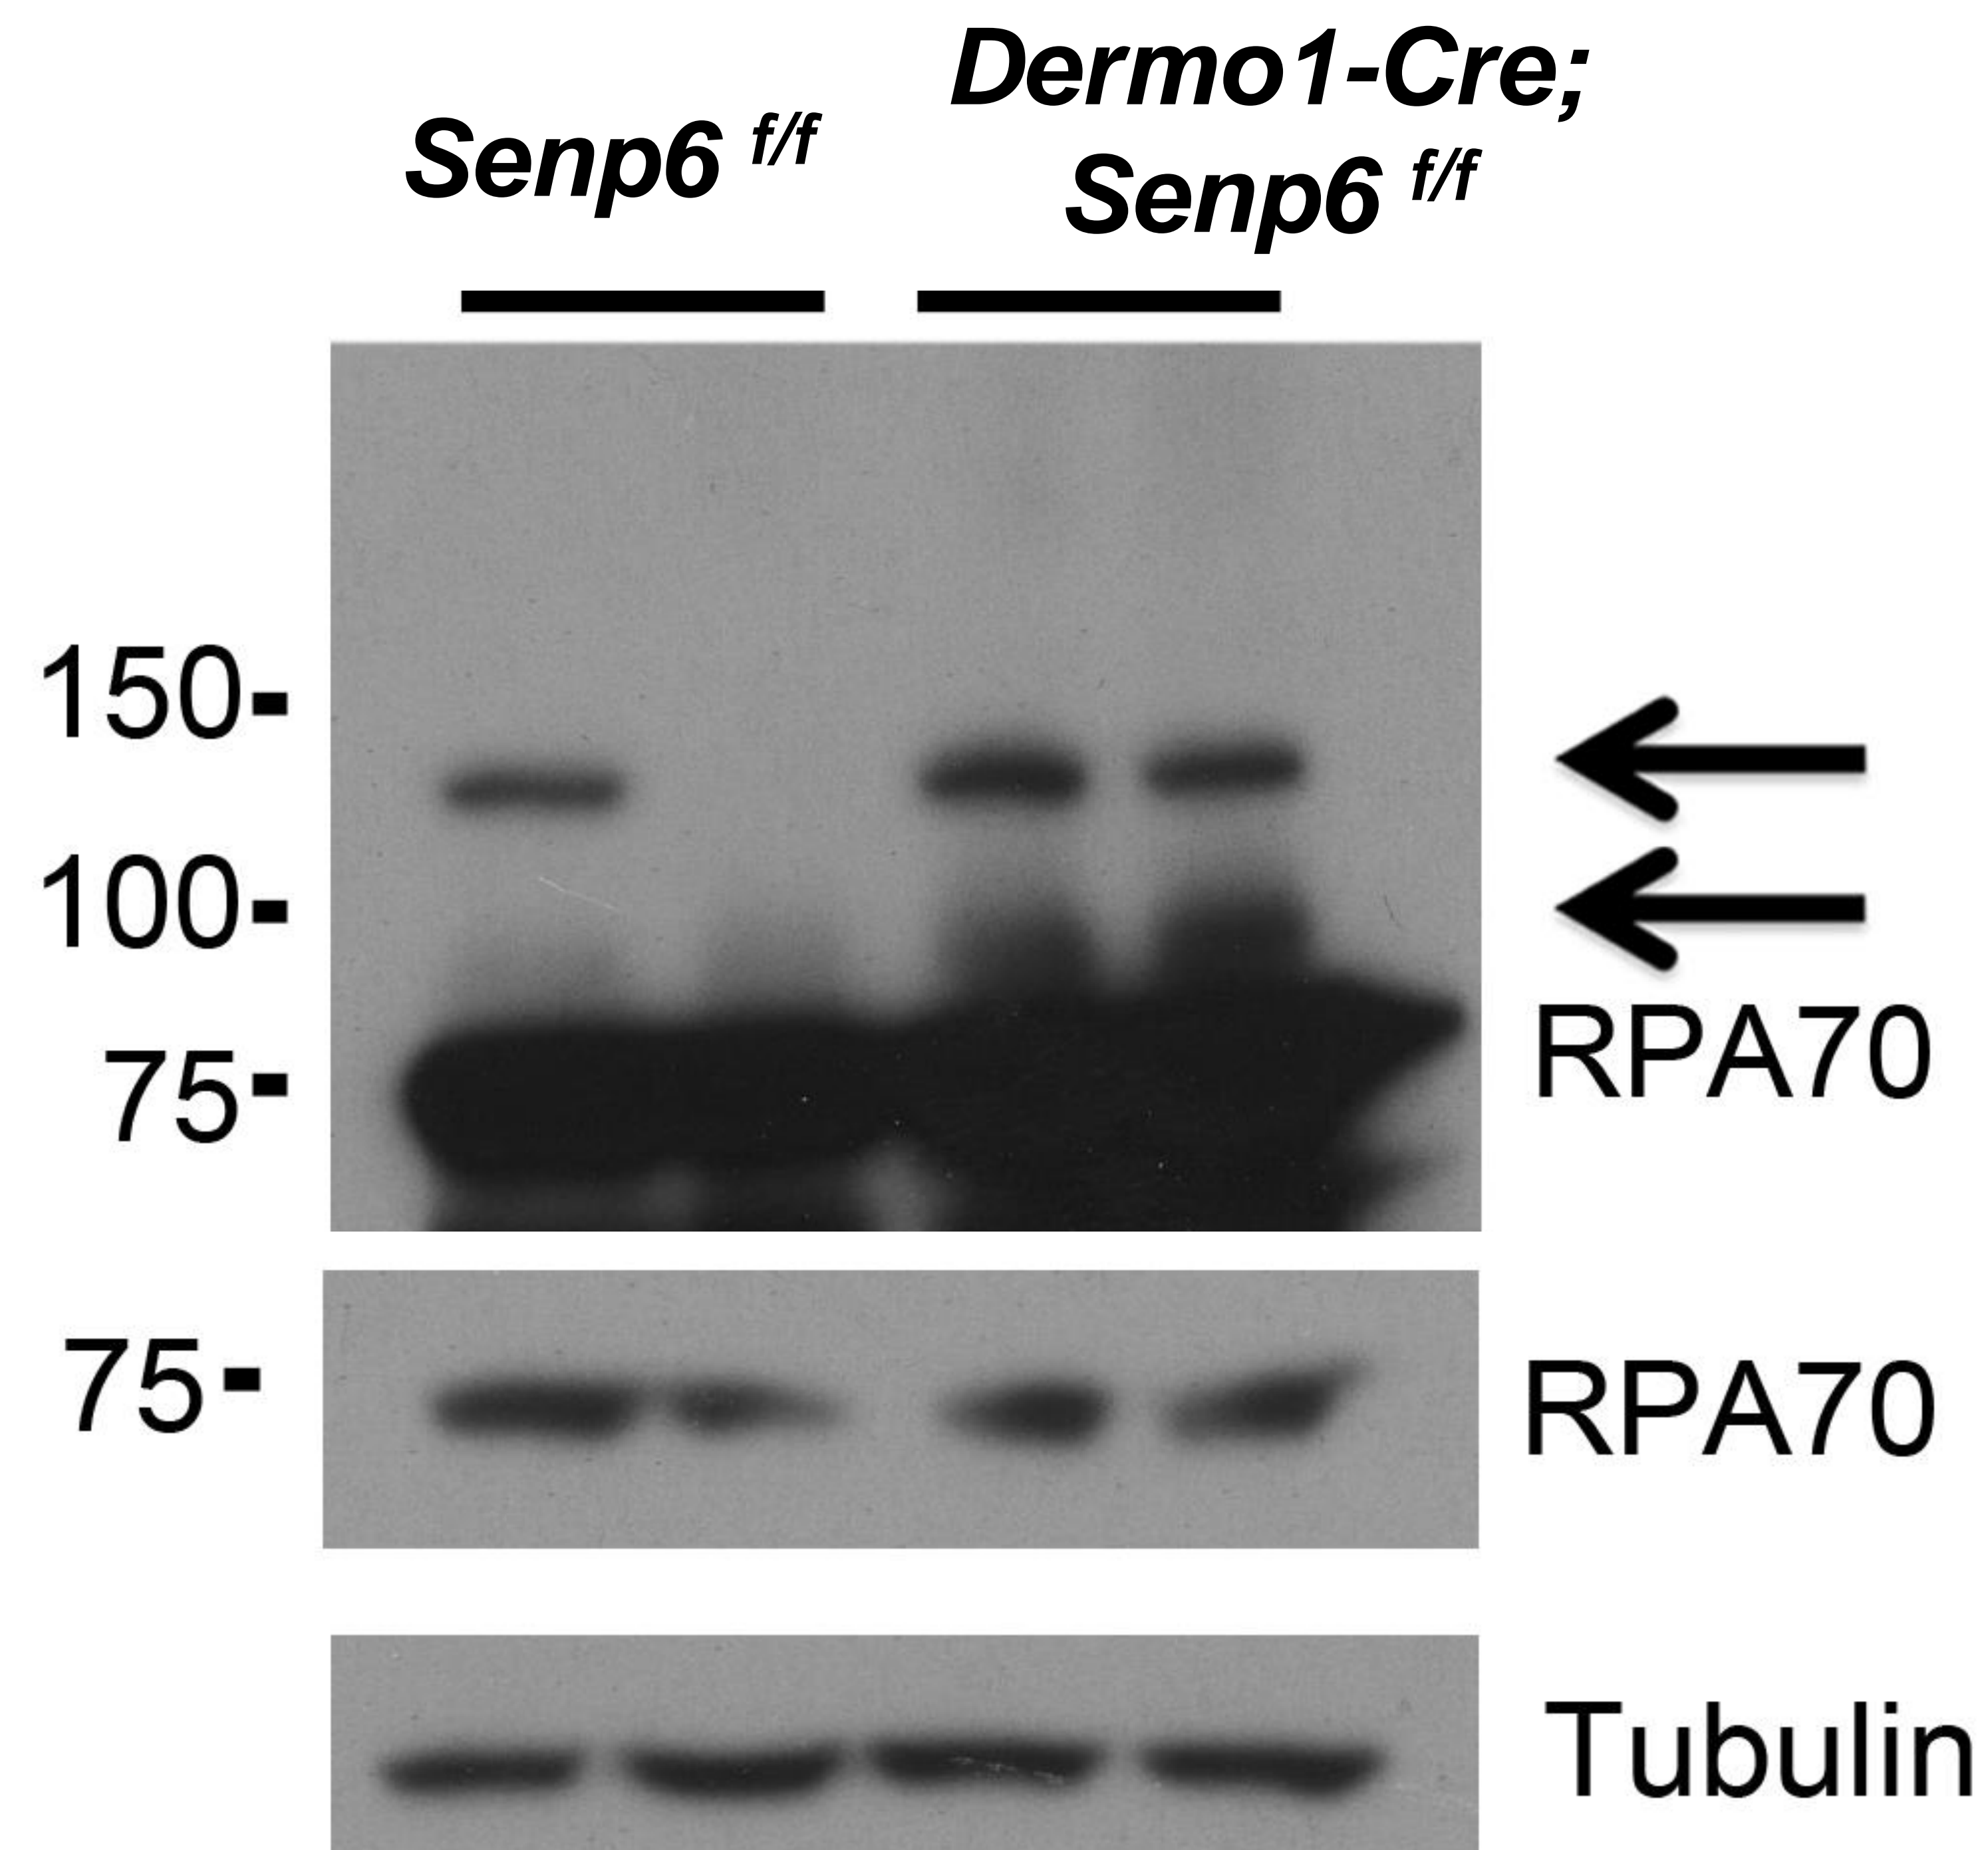

**Supplementary Figure 9.** *Senp6*-deficient cartilage (E18.5) showed enhanced RPA70 sumoylation. Upper panel shows the long exposure, and lower panel shows the short exposure of the same blot. The arrows indicate the sumoylated RPA70 bands. Tubulin was used as a loading control. (n = 2)

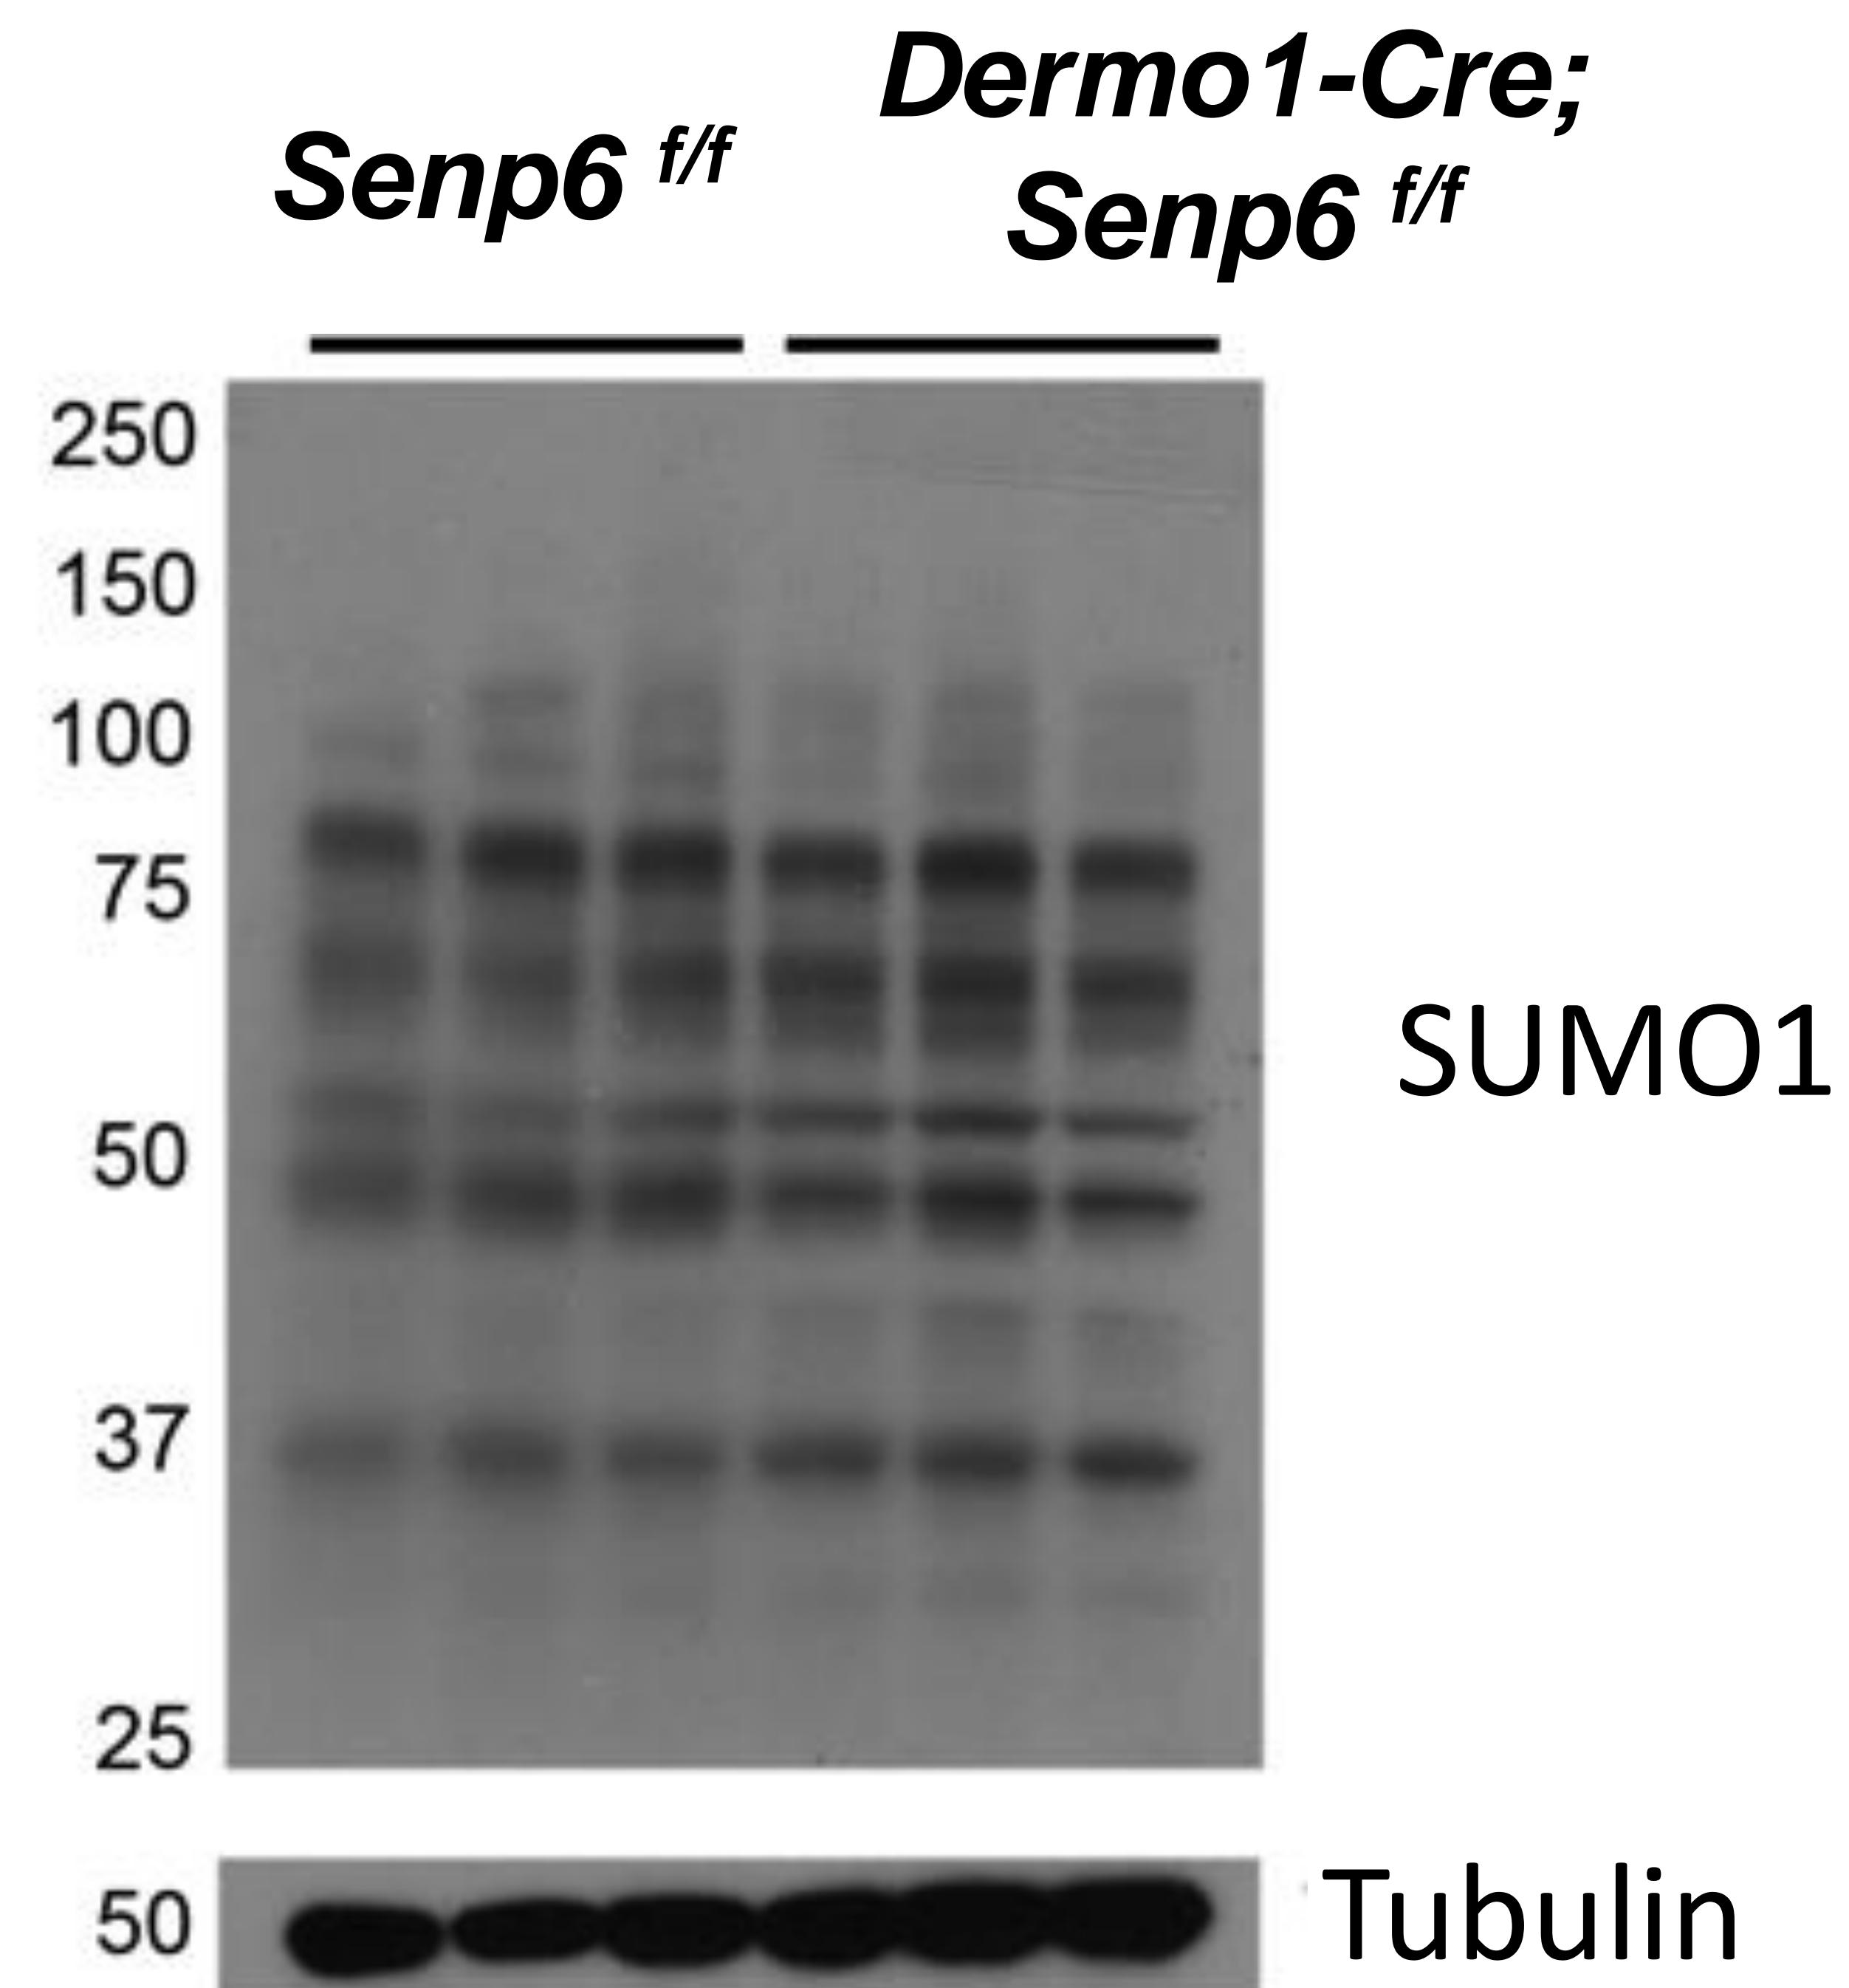

**Supplementary Figure 10.** *Senp6* loss in the E18.5 cartilage did not change the amount of total SUMO1 modified proteins (n = 3).

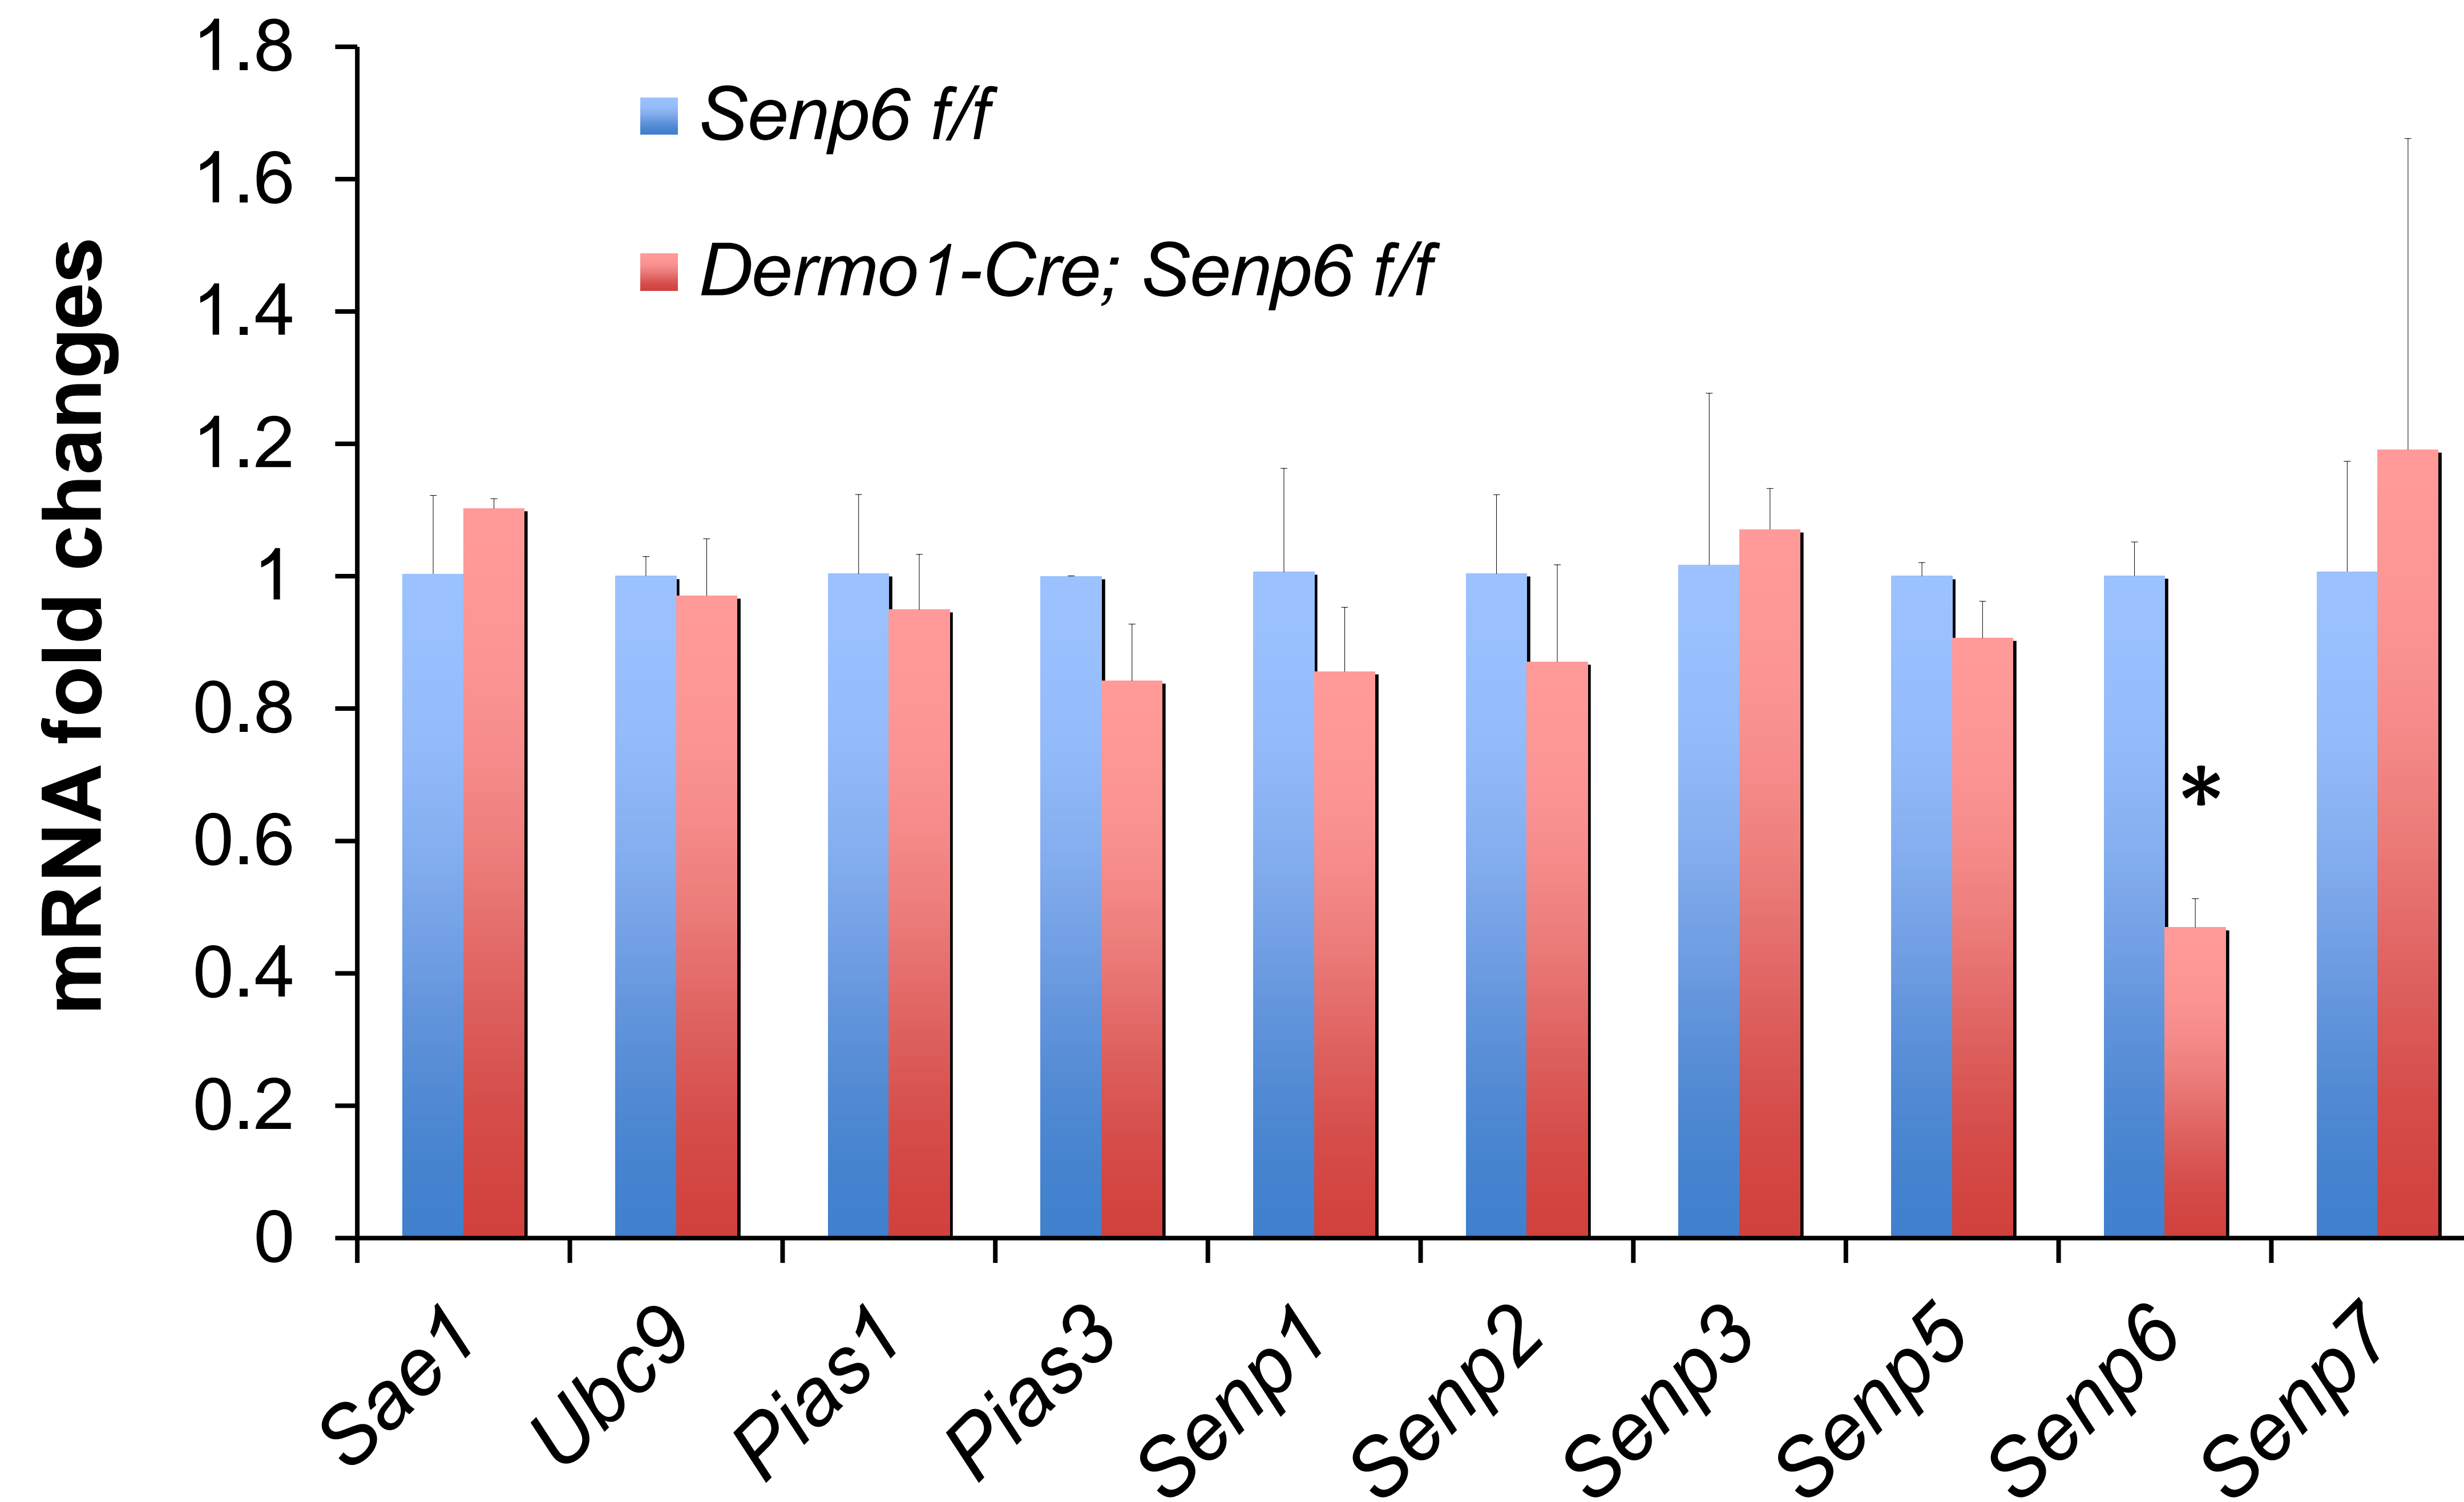

**Supplementary Figure 11.** *Senp6* loss did not affect the expression of other key components of sumoylation pathway in the E18.5 rib cartilages. (n = 3, error bars = standard deviation, \* $p < 0.05$ , compared with *Senp6*<sup>f/f</sup> controls, Student's t-test)

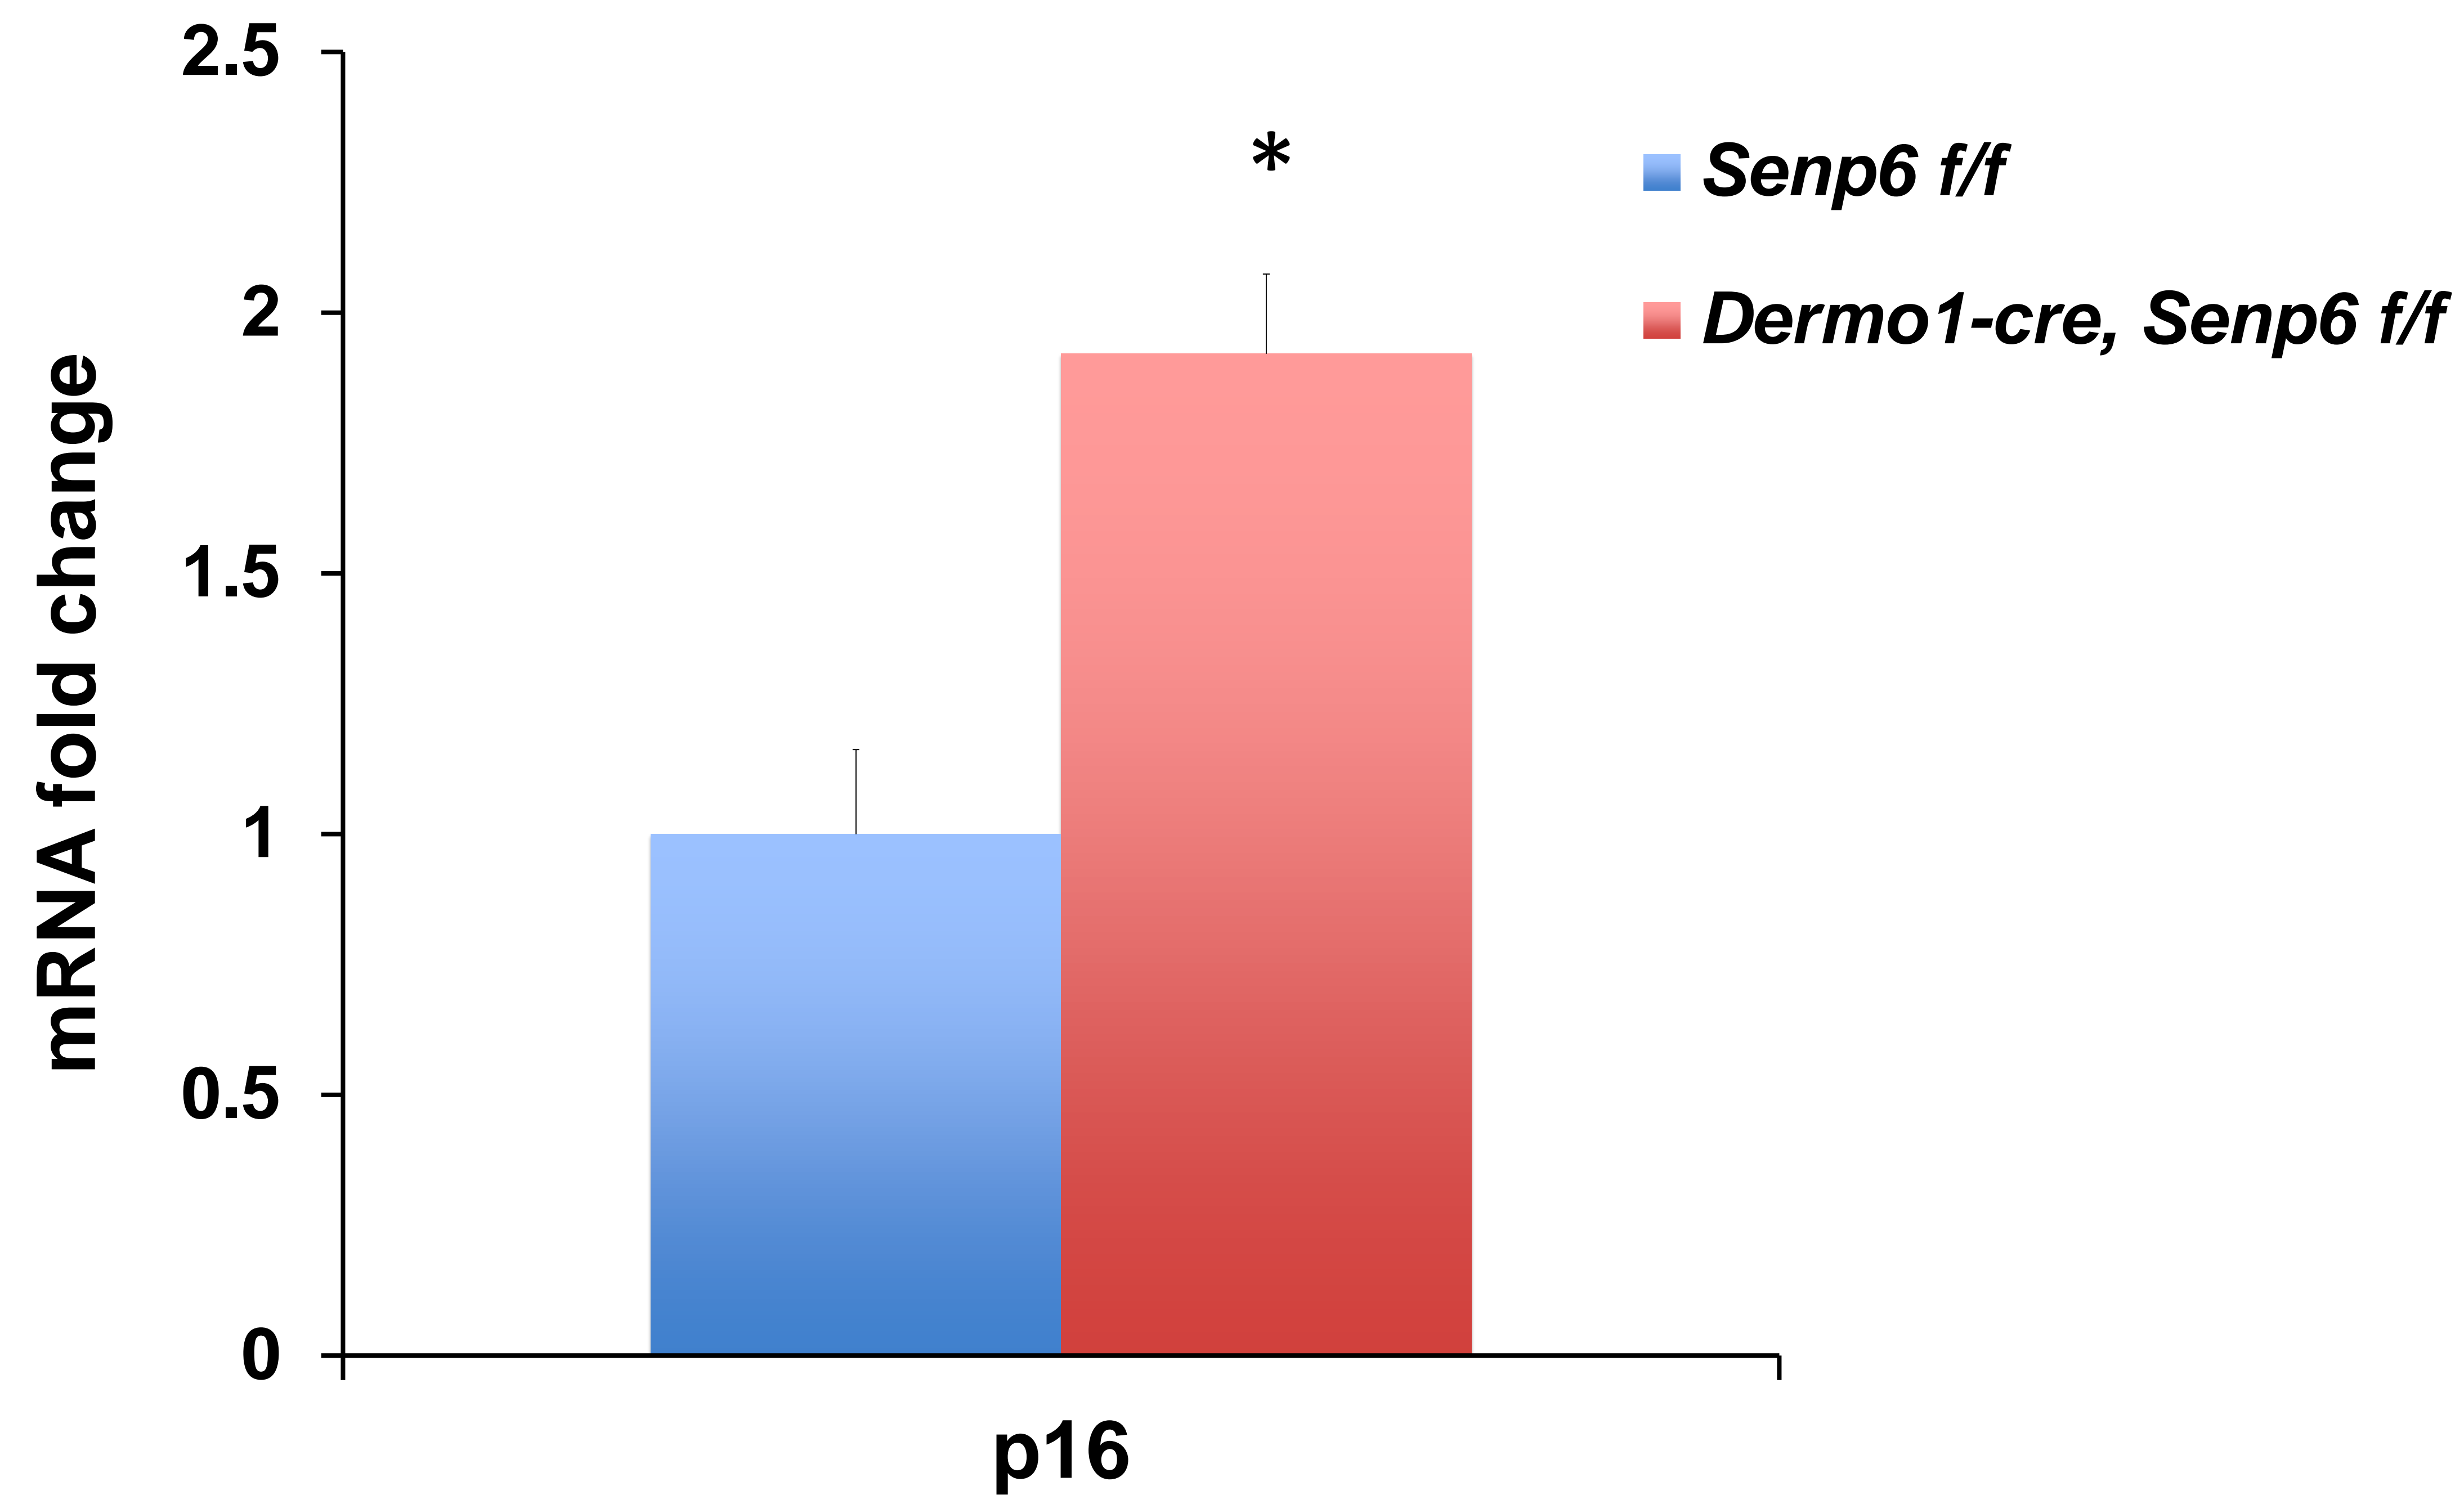

**Supplementary Figure. 12.** Elevated p16 expression in the E18.5 *Dermo1-Cre;Senp6<sup>f/f</sup>* rib cartilage (n = 3, error bars = standard deviation, \* $p < 0.05$ , compared with *Senp6<sup>f/f</sup>* controls, Student's t-test)

**a**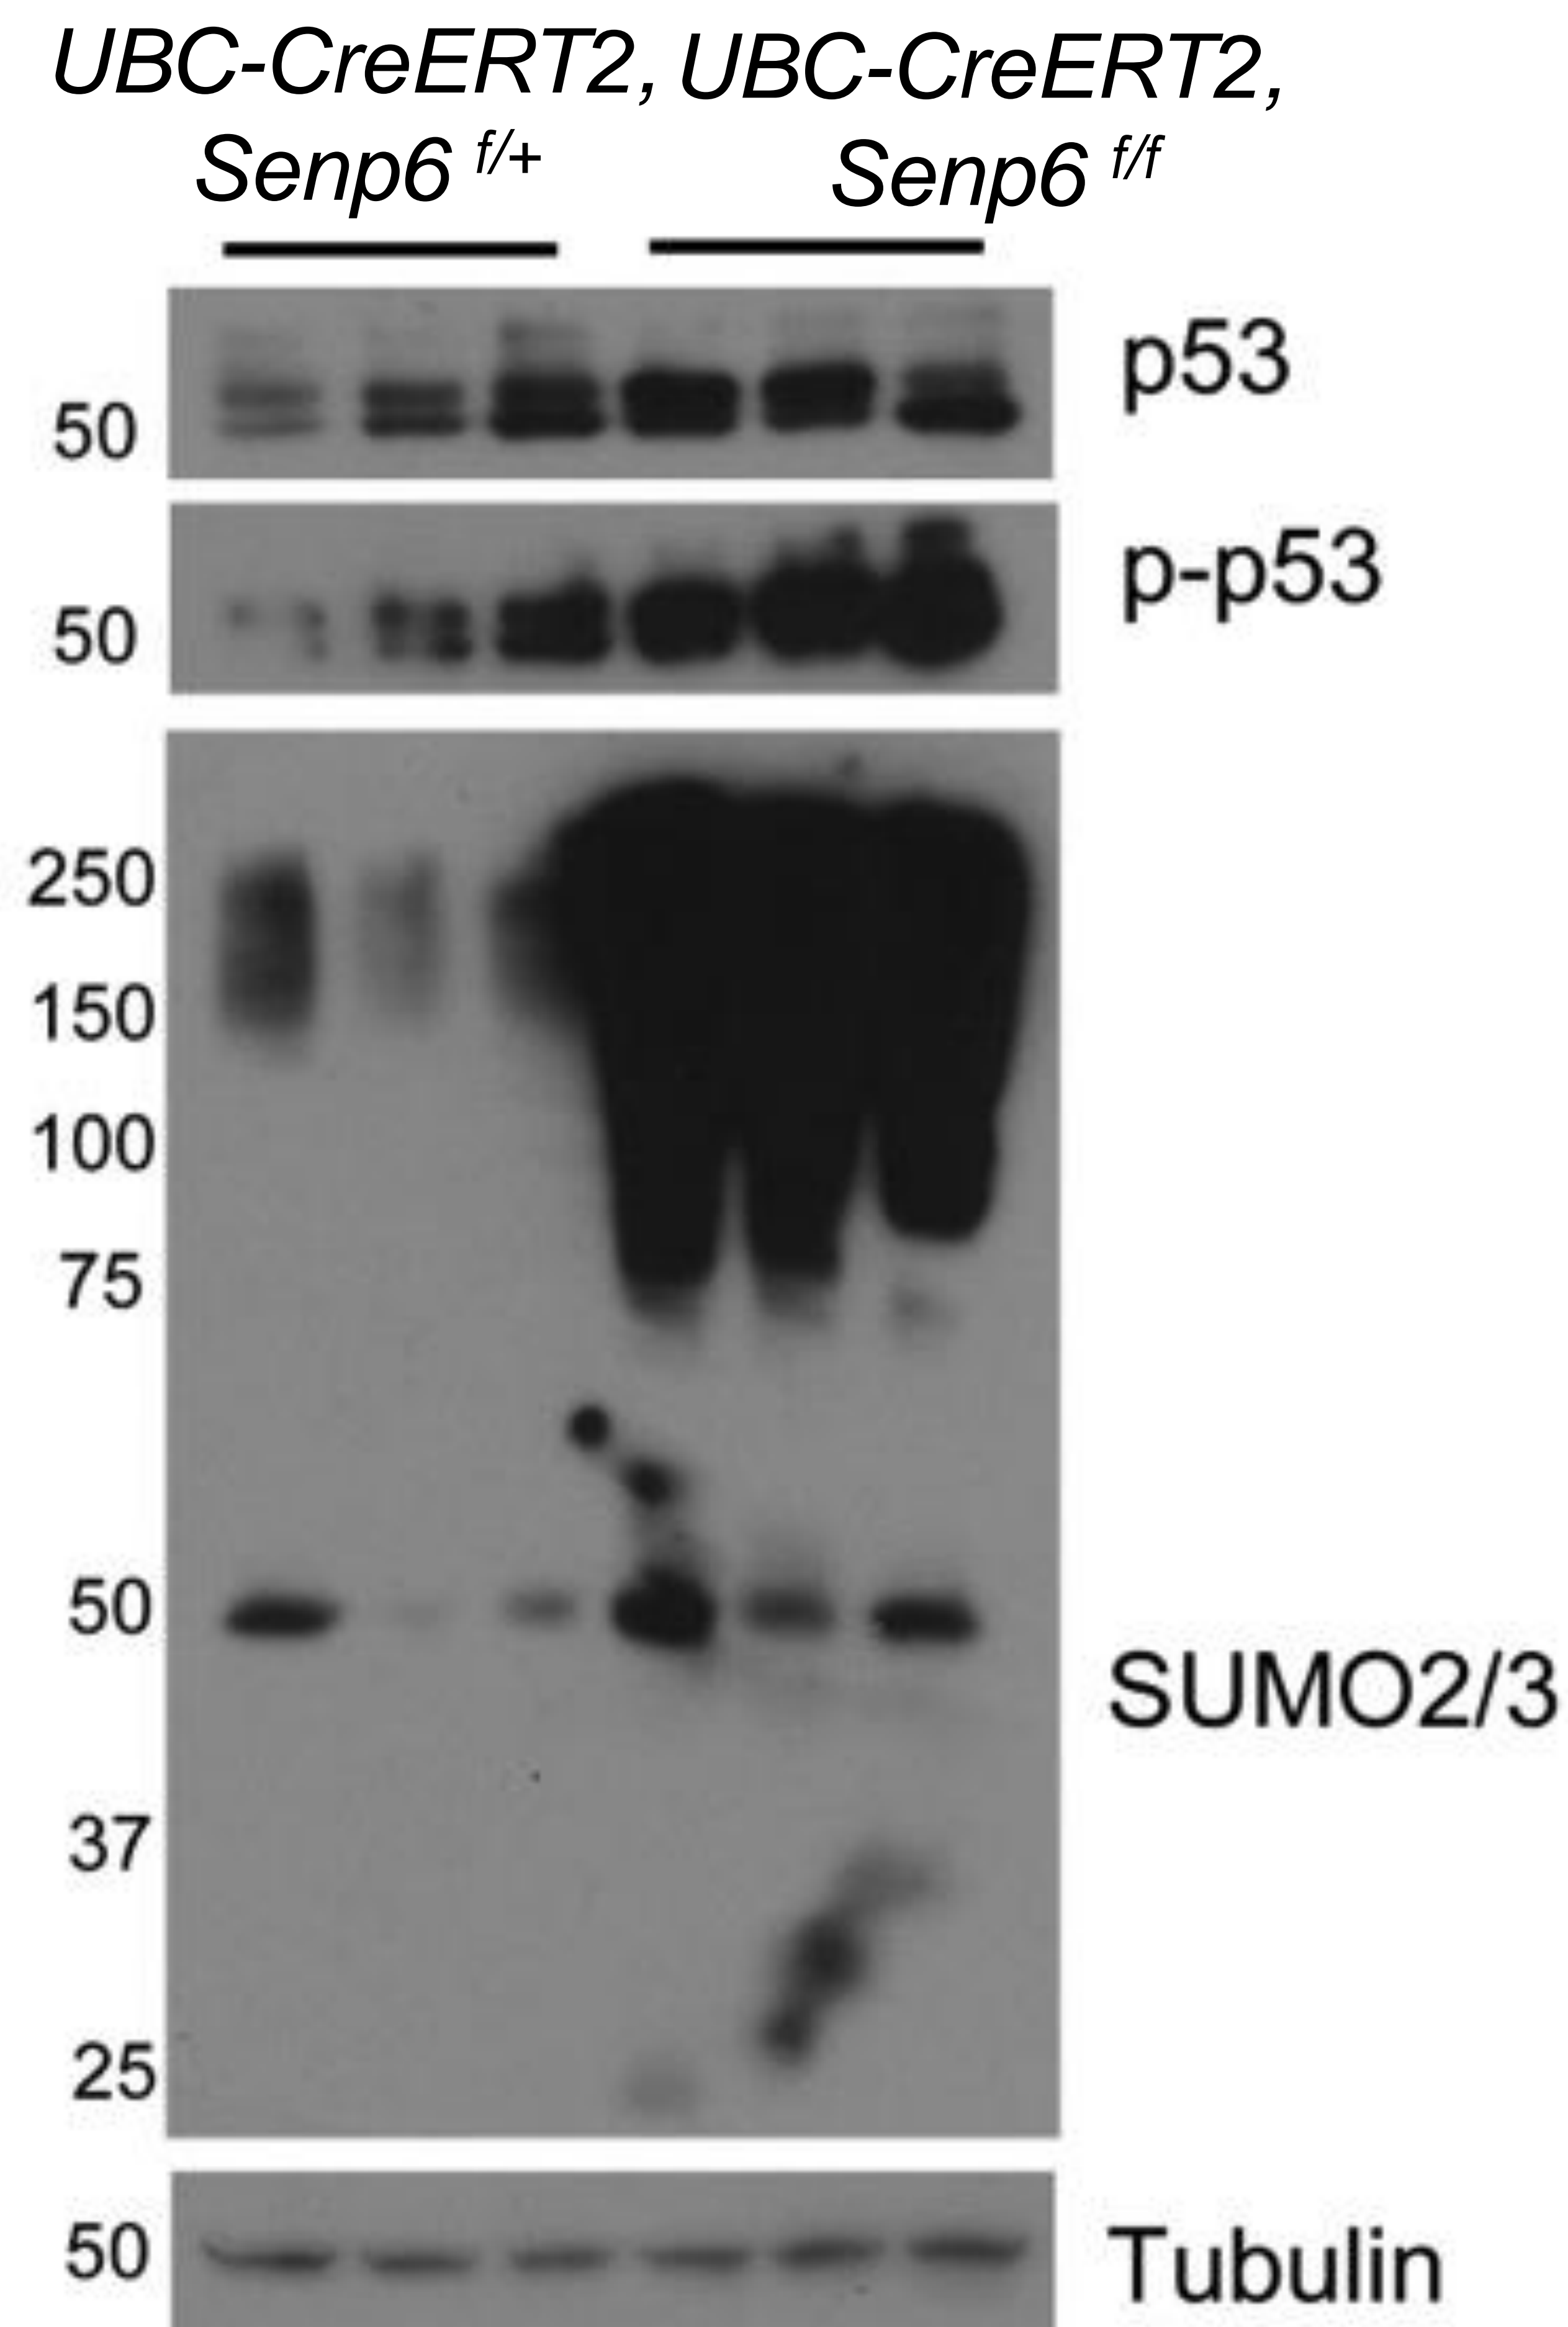**b**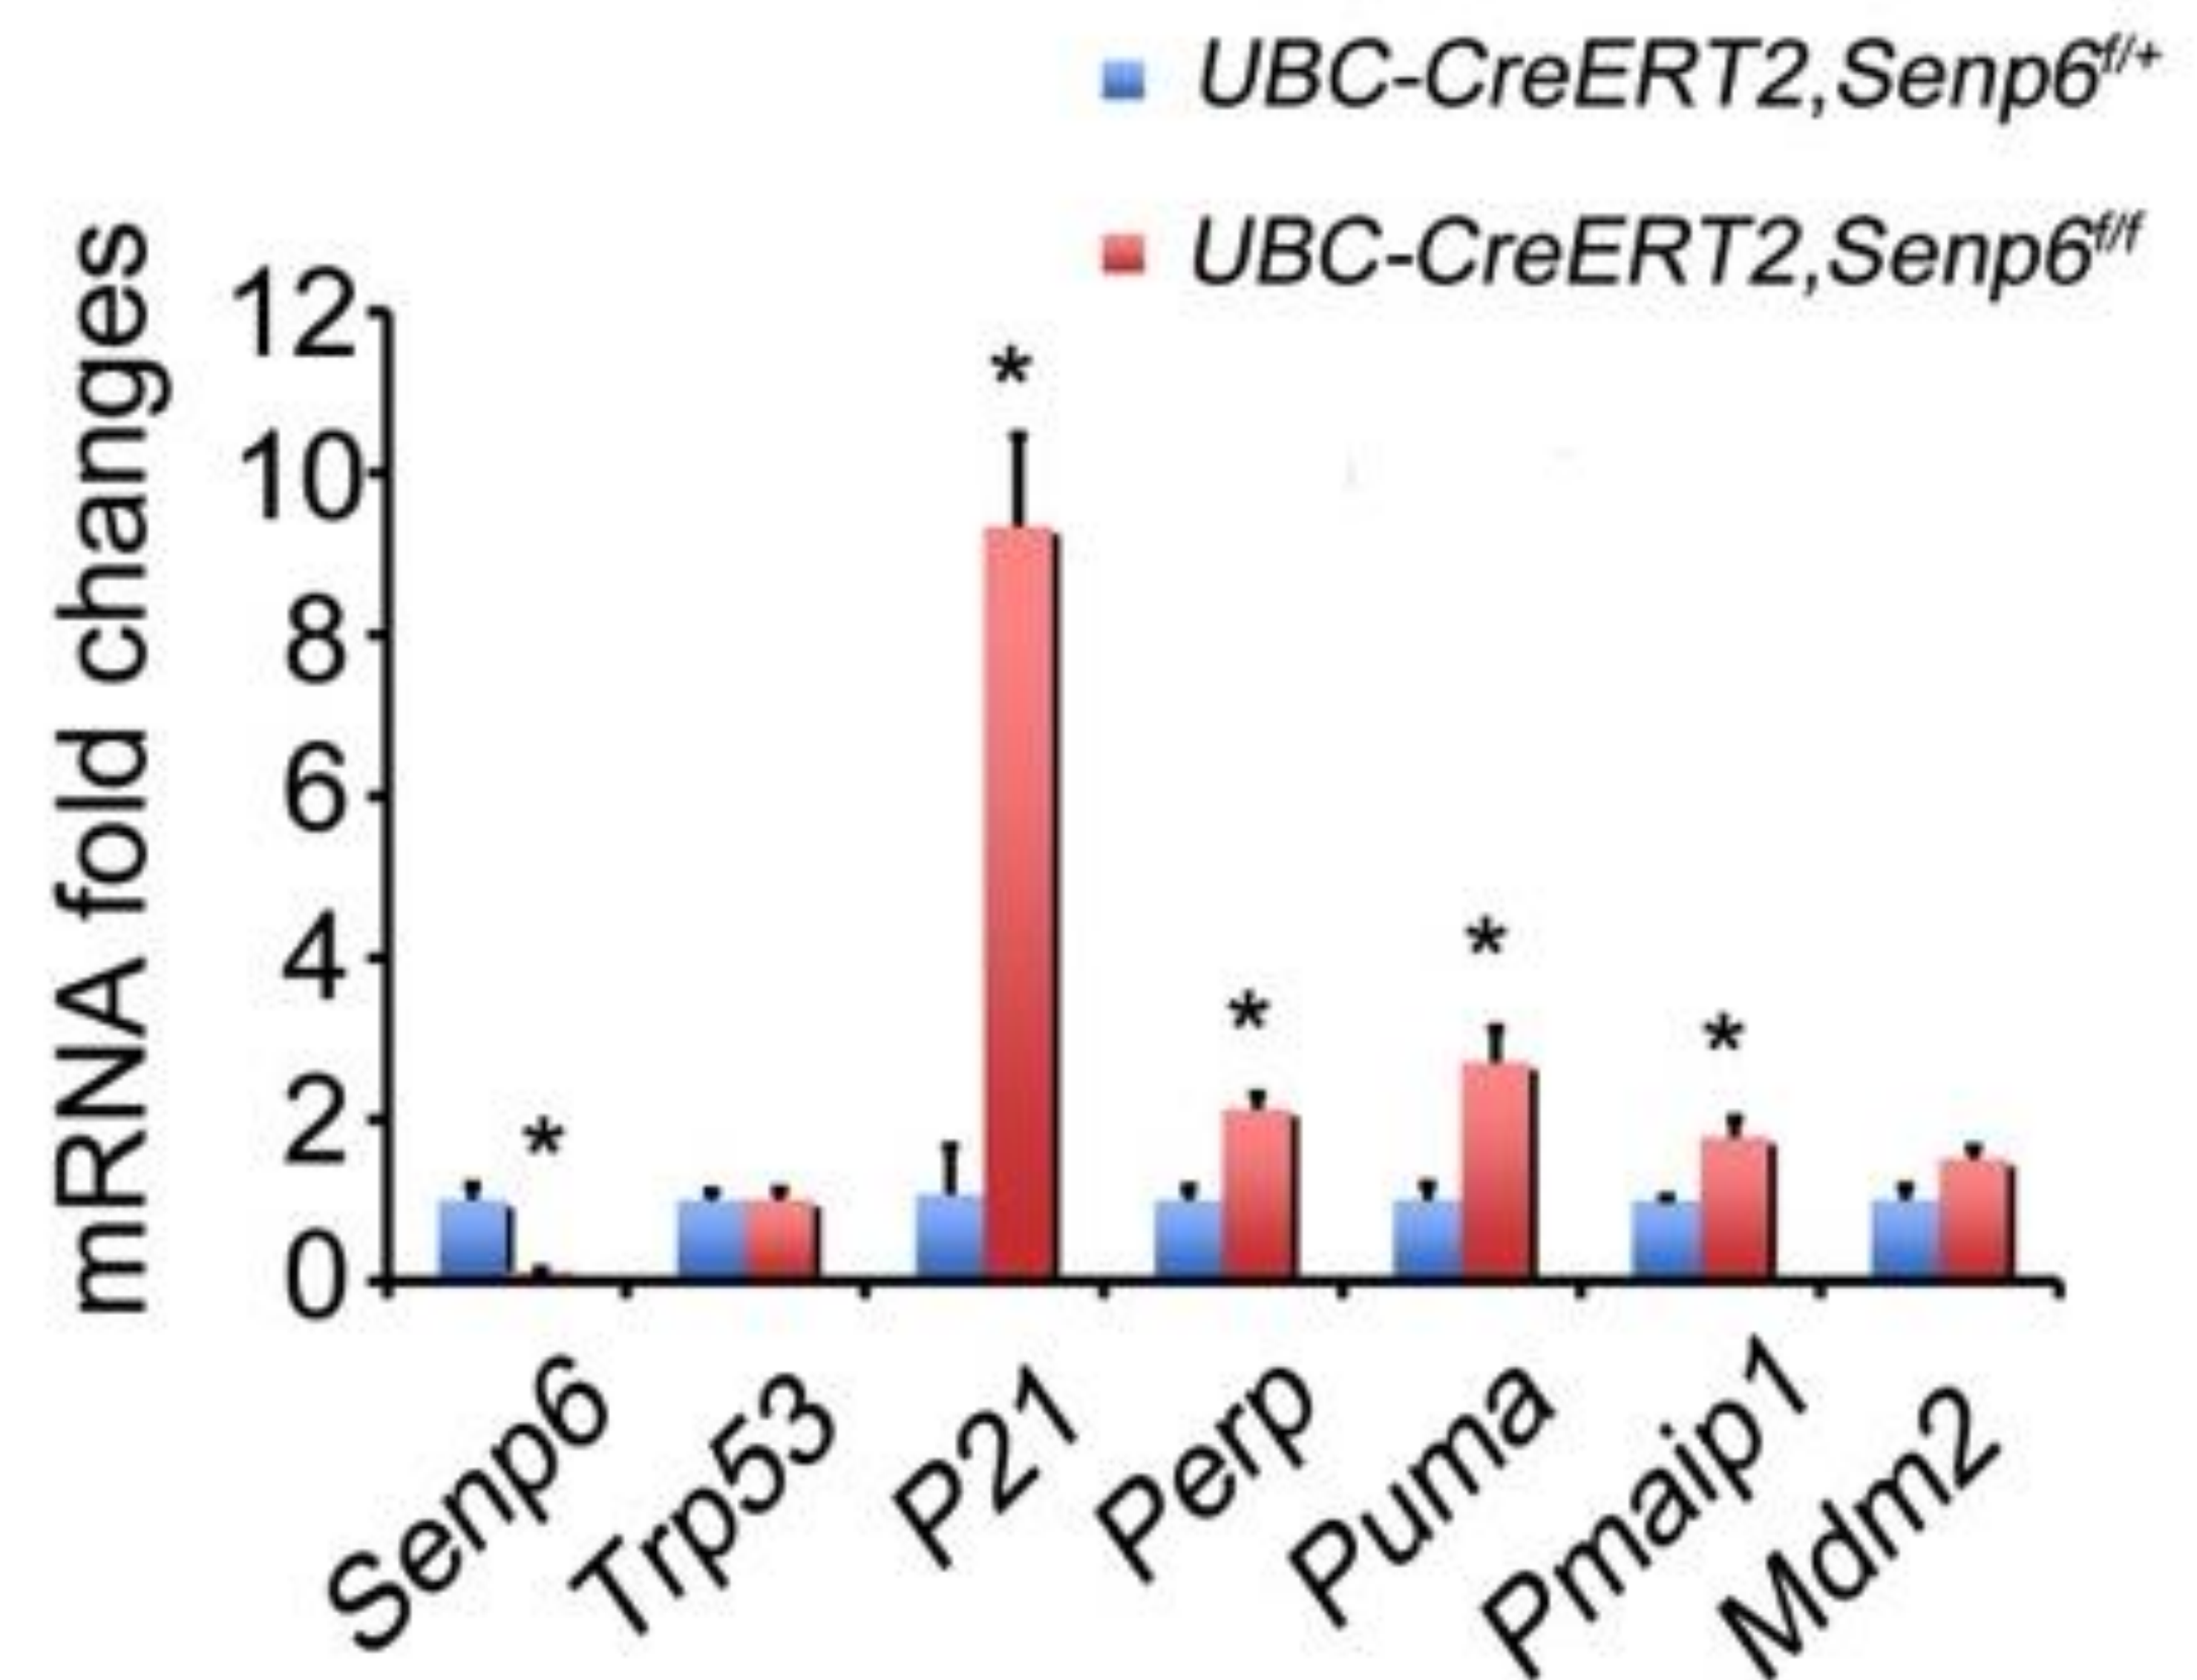

**Supplementary Figure 13.** *Senp6* loss activated p53 pathway in the tail of tamoxifen-treated *UBC-CreERT2;Senp6<sup>f/f</sup>* mice (2-mo-old mice were treated with tamoxifen once/day for 5 days; samples were harvested 2 weeks after treatments). **a.** Western blots for p53, p-p53 and SUMO2/3 modified proteins (n = 3). **b.** Expression changes of p53 downstream genes by qRT-PCR (n = 3, error bars = standard deviation, \*p < 0.05, compared with the *UBC-CreERT2; Senp6<sup>f/+</sup>* controls, Student's t-test)

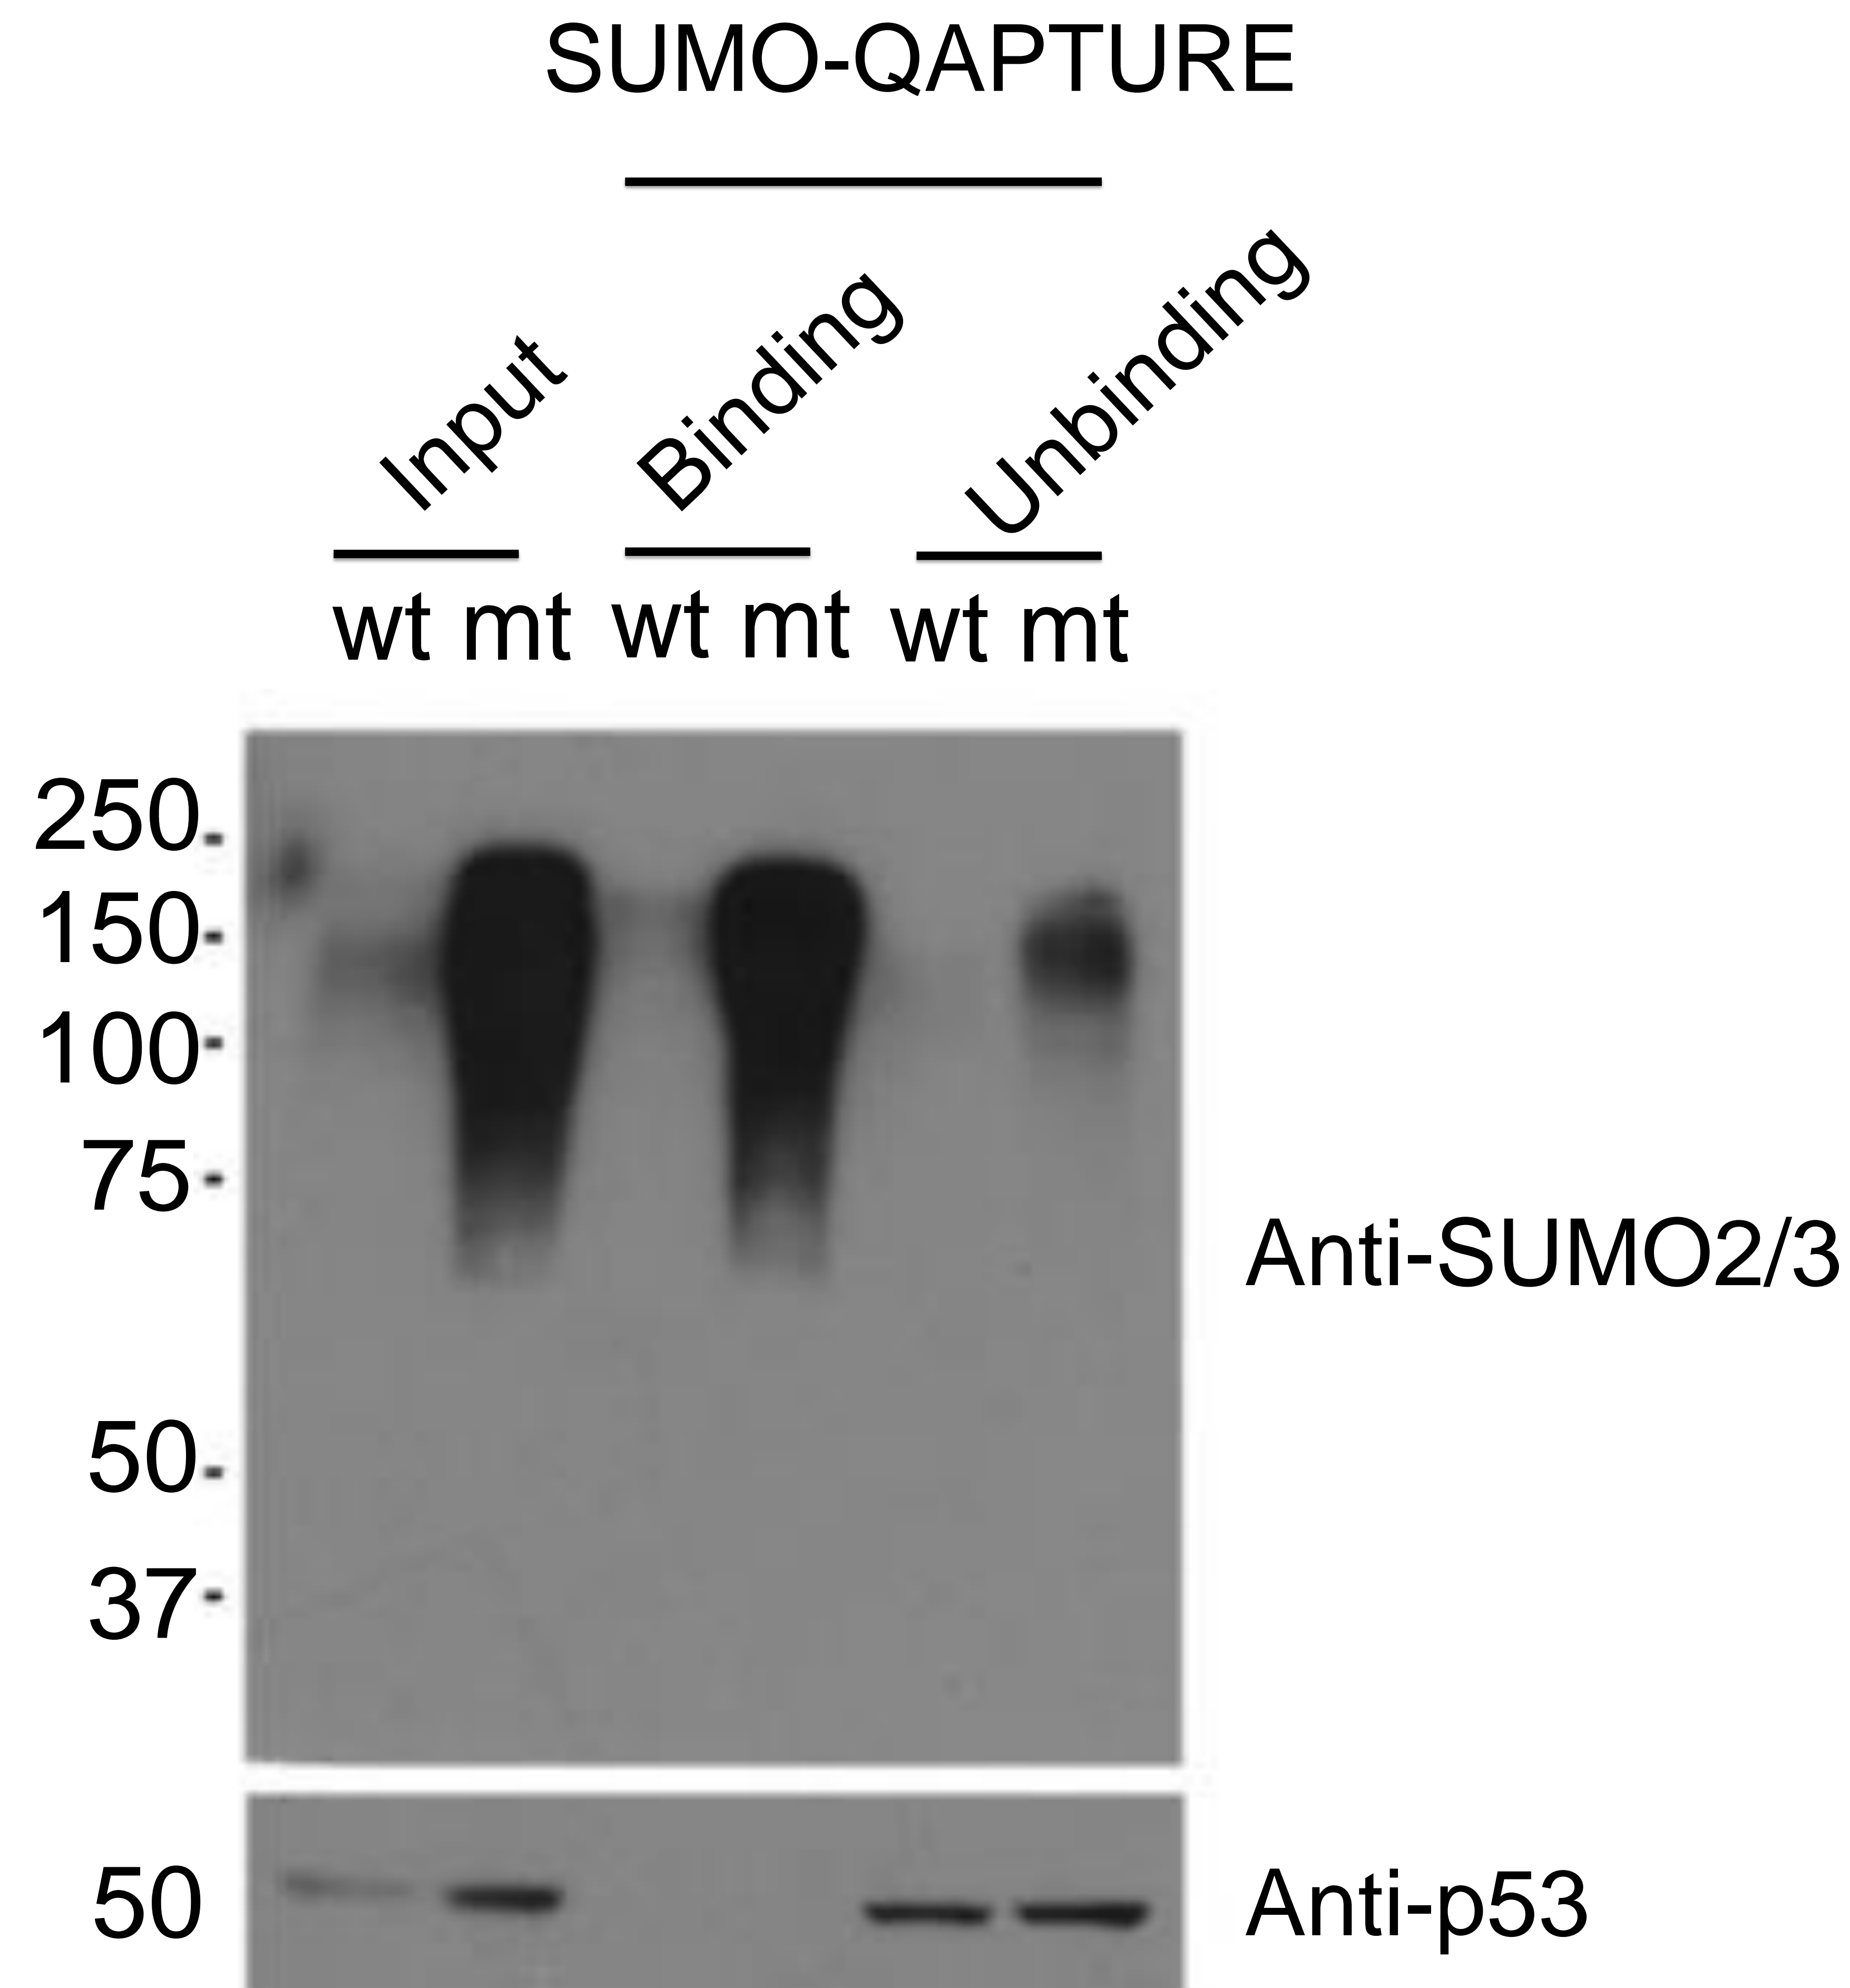

**Supplementary Figure 14. The total sumoylated proteins from WT and *Senp6*<sup>-/-</sup> chondrocytes does not contain p53.** The protein lysates of WT and *Senp6*<sup>-/-</sup> chondrocytes were purified by SUMO-QAPTURE affinity matrix (Enzo life science). The input, matrix-bound fraction, and unbound fraction were subjected to western blots using SUMO2/3 antibody (upper panel) and p53 antibody (lower panel) (n = 2)

| Identified protein                                                                                                   | M.W.    | MT hits | WT hits | Norm. Factor | Fold changes |
|----------------------------------------------------------------------------------------------------------------------|---------|---------|---------|--------------|--------------|
| Junction plakoglobin OS=Mus musculus GN=Jup PE=1 SV=3                                                                | 82 kDa  | 10      | 2       | 1.572        | <b>7.86</b>  |
| Polymerase I and transcript release factor OS=Mus musculus GN=Ptrf PE=1 SV=1                                         | 44 kDa  | 5       | 1       | 1.572        | <b>7.86</b>  |
| Thy-1 membrane glycoprotein OS=Mus musculus GN=Thy1 PE=1 SV=1                                                        | 18 kDa  | 4       | 1       | 1.572        | <b>6.29</b>  |
| Protein Ahnak OS=Mus musculus GN=Ahnak PE=1 SV=1                                                                     | 604 kDa | 14      | 4       | 1.572        | <b>5.50</b>  |
| RNA-binding protein 3 OS=Mus musculus GN=Rbm3 PE=2 SV=1                                                              | 17 kDa  | 3       | 1       | 1.572        | <b>4.72</b>  |
| Ferritin light chain 1 OS=Mus musculus GN=Ftl1 PE=1 SV=2                                                             | 21 kDa  | 3       | 1       | 1.572        | <b>4.72</b>  |
| tRNA-splicing ligase RtcB homolog OS=Mus musculus GN=RtcB PE=2 SV=1                                                  | 55 kDa  | 3       | 1       | 1.572        | <b>4.72</b>  |
| Caprin-1 OS=Mus musculus GN=Caprin1 PE=1 SV=2                                                                        | 78 kDa  | 3       | 1       | 1.572        | <b>4.72</b>  |
| Reticulon-4 OS=Mus musculus GN=Rtn4 PE=1 SV=2                                                                        | 127 kDa | 8       | 4       | 1.572        | <b>3.14</b>  |
| Transcription intermediary factor 1-beta OS=Mus musculus GN=Trim28 PE=1 SV=3                                         | 89 kDa  | 6       | 3       | 1.572        | <b>3.14</b>  |
| Inactive tyrosine-protein kinase 7 OS=Mus musculus GN=Ptk7 PE=1 SV=1                                                 | 118 kDa | 4       | 2       | 1.572        | <b>3.14</b>  |
| RNA-binding protein EWS OS=Mus musculus GN=Ewsr1 PE=1 SV=2                                                           | 68 kDa  | 4       | 2       | 1.572        | <b>3.14</b>  |
| Ras-related C3 botulinum toxin substrate 1 OS=Mus musculus GN=Rac1 PE=1 SV=1                                         | 21 kDa  | 2       | 1       | 1.572        | <b>3.14</b>  |
| LIM and SH3 domain protein 1 OS=Mus musculus GN=Lasp1 PE=1 SV=1                                                      | 30 kDa  | 2       | 1       | 1.572        | <b>3.14</b>  |
| Isoform 2 of Septin-11 OS=Mus musculus GN=Sept11                                                                     | 49 kDa  | 2       | 1       | 1.572        | <b>3.14</b>  |
| Isoform 2 of Interleukin enhancer-binding factor 3 OS=Mus musculus GN=Ilf3                                           | 78 kDa  | 2       | 1       | 1.572        | <b>3.14</b>  |
| Spectrin beta chain, non-erythrocytic 1 OS=Mus musculus GN=Sptbn1 PE=1 SV=2                                          | 274 kDa | 8       | 5       | 1.572        | <b>2.52</b>  |
| Isoform 2 of Fibulin-2 OS=Mus musculus GN=Fbln2                                                                      | 126 kDa | 9       | 6       | 1.572        | <b>2.36</b>  |
| Vinculin OS=Mus musculus GN=Vcl PE=1 SV=4                                                                            | 117 kDa | 6       | 4       | 1.572        | <b>2.36</b>  |
| S-formylglutathione hydrolase OS=Mus musculus GN=Esd PE=1 SV=1                                                       | 31 kDa  | 6       | 4       | 1.572        | <b>2.36</b>  |
| Cluster of 26S proteasome non-ATPase regulatory subunit 2 OS=Mus musculus GN=Psmd2 PE=1 SV=1 (sp Q8VDM4 PSMD2_MOUSE) | 100 kDa | 3       | 2       | 1.572        | <b>2.36</b>  |
| Cluster of Small ubiquitin-related modifier 2 OS=Mus musculus GN=Sumo2 PE=1 SV=1 (sp P61957 SUMO2_MOUSE)             | 11 kDa  | 3       | 2       | 1.572        | <b>2.36</b>  |
| Asparagine--tRNA ligase, cytoplasmic OS=Mus musculus GN=Nars PE=1 SV=2                                               | 64 kDa  | 3       | 2       | 1.572        | <b>2.36</b>  |
| Catenin beta-1 OS=Mus musculus GN=Ctnnb1 PE=1 SV=1                                                                   | 85 kDa  | 3       | 2       | 1.572        | <b>2.36</b>  |
| Isoform 2 of Filamin-C OS=Mus musculus GN=Flnc                                                                       | 287 kDa | 16      | 11      | 1.572        | <b>2.29</b>  |
| Protein Cald1 OS=Mus musculus GN=Cald1 PE=1 SV=1                                                                     | 62 kDa  | 14      | 10      | 1.572        | <b>2.20</b>  |
| Heterogeneous nuclear ribonucleoprotein A/B OS=Mus musculus GN=Hnnpab PE=1 SV=1                                      | 31 kDa  | 7       | 5       | 1.572        | <b>2.20</b>  |

**Supplementary Figure 15.** List of the SUMO-modified proteins that were elevated in the *Dermo1-Cre;Senp6<sup>f/f</sup>* rib chondrocytes.

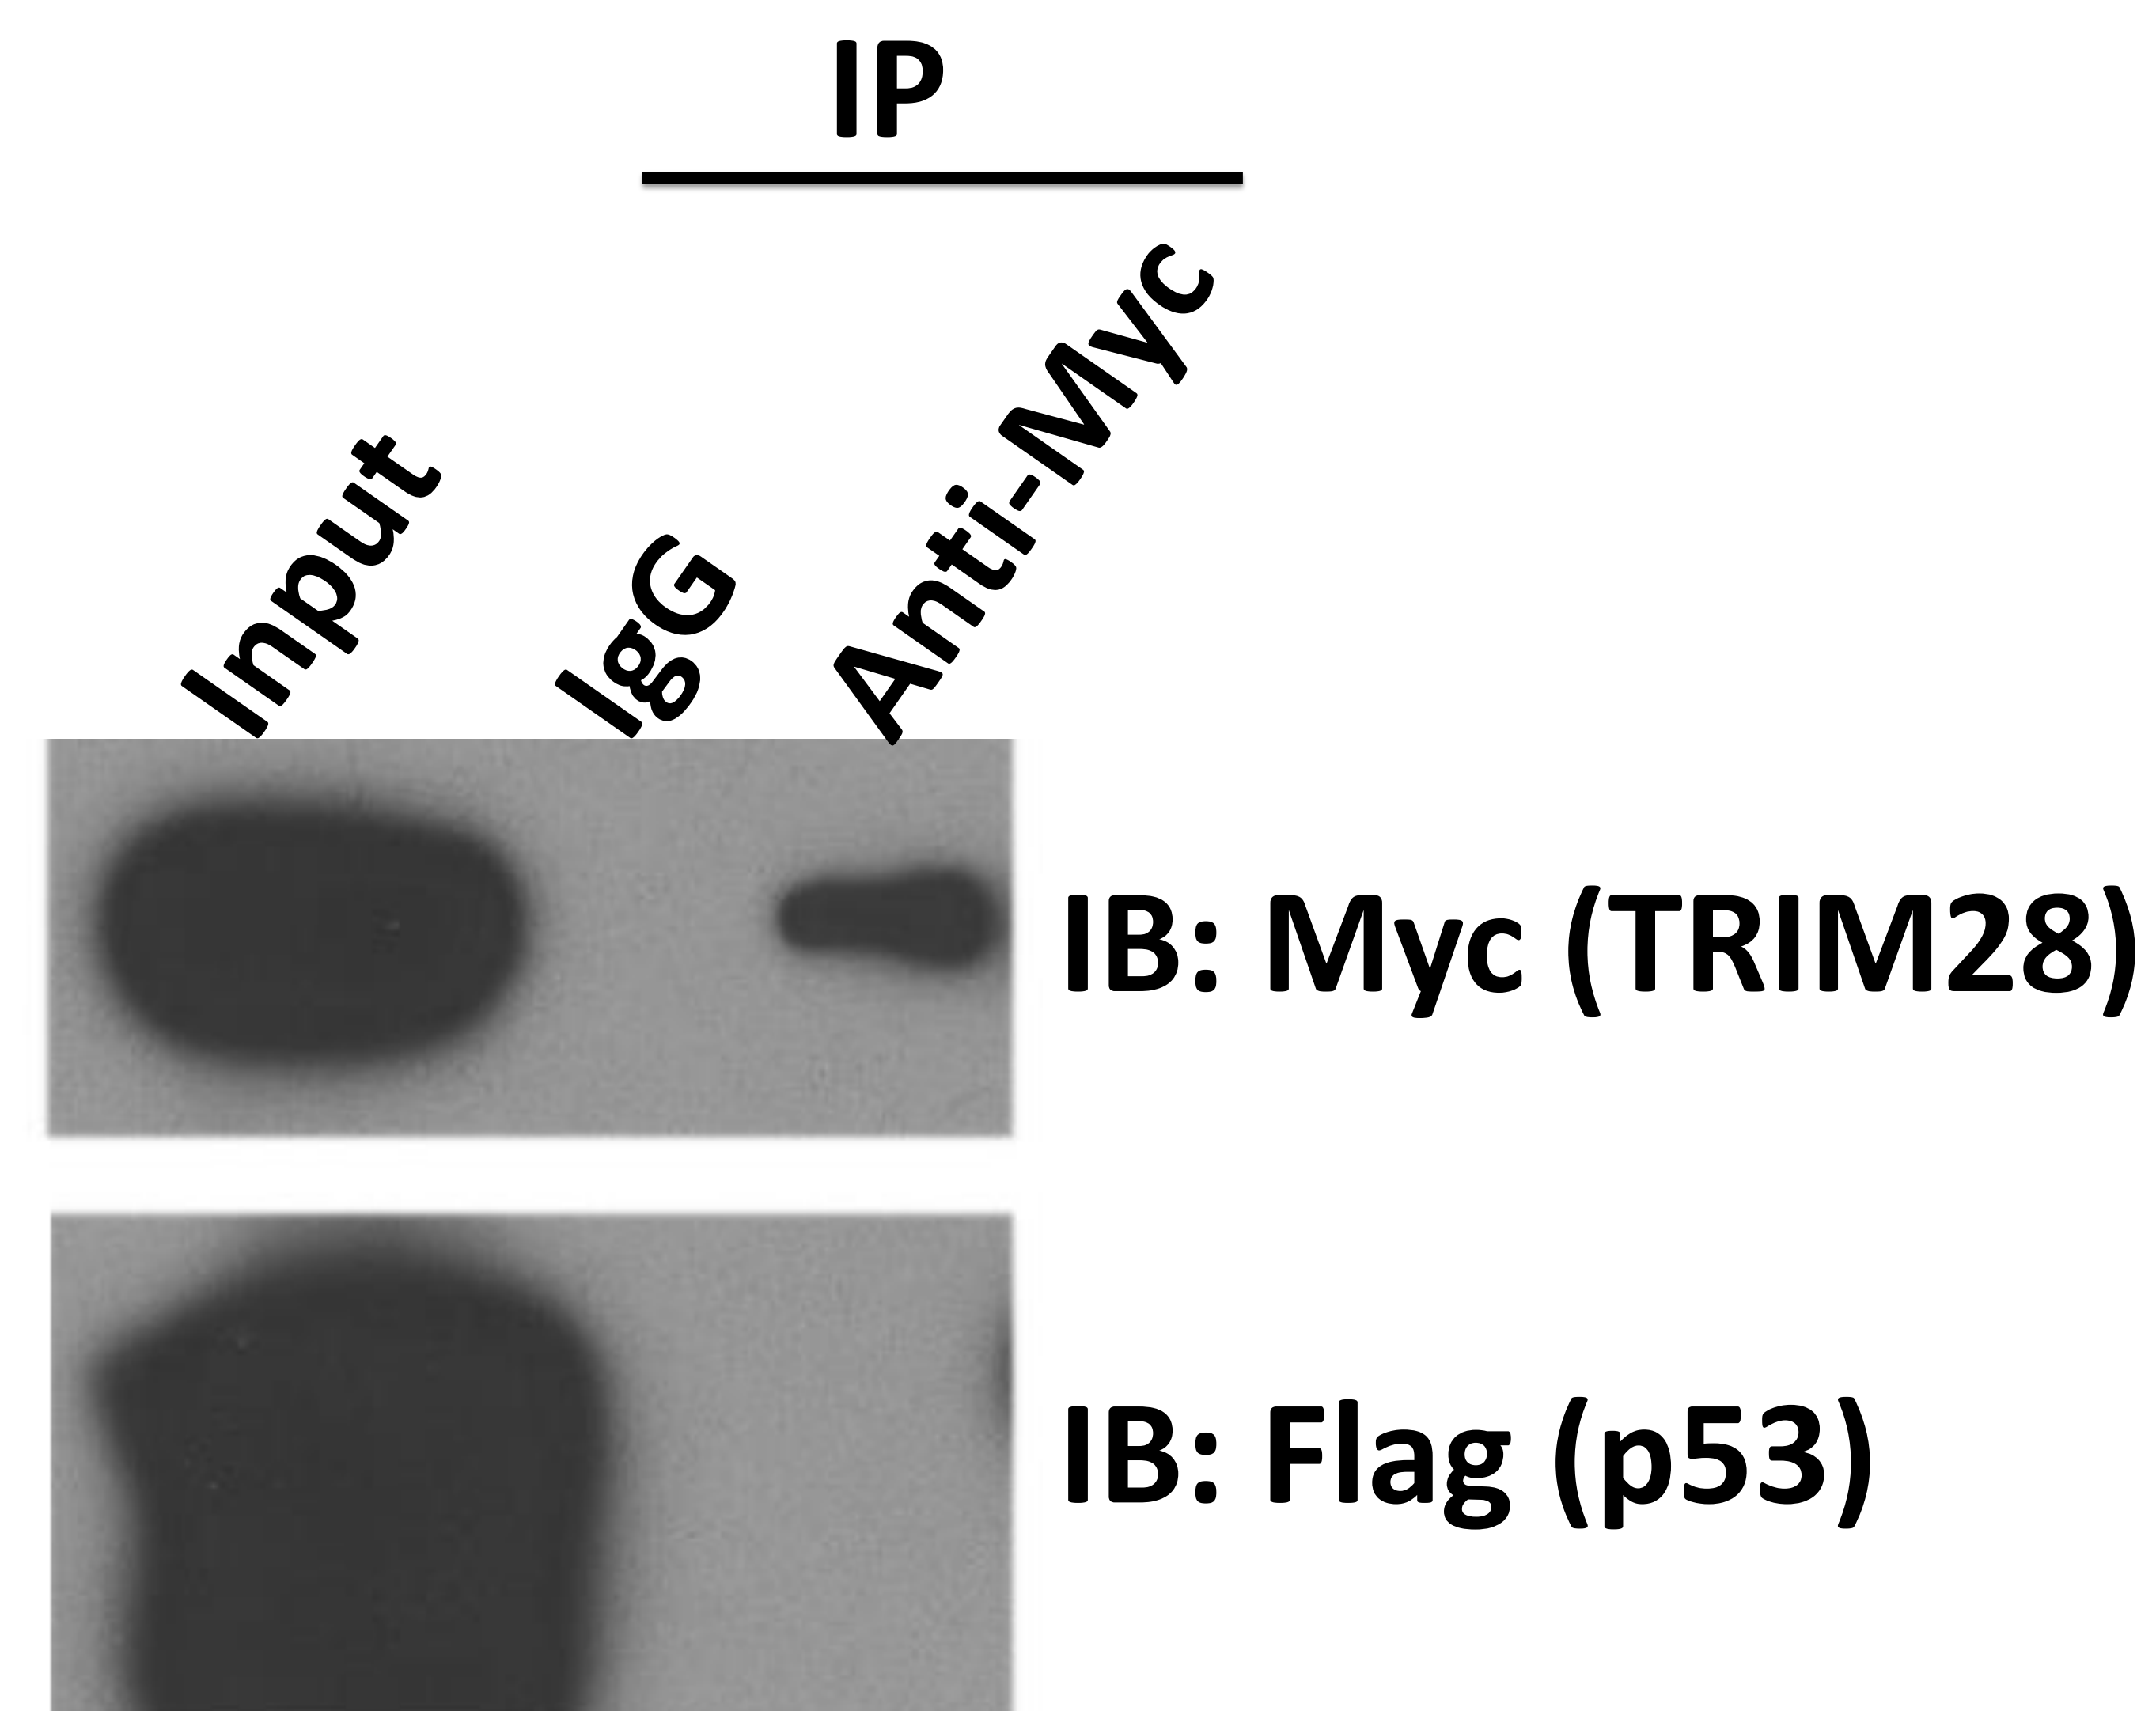

**Supplementary Figure 16.** TRIM28 did not co-immunoprecipitate with p53

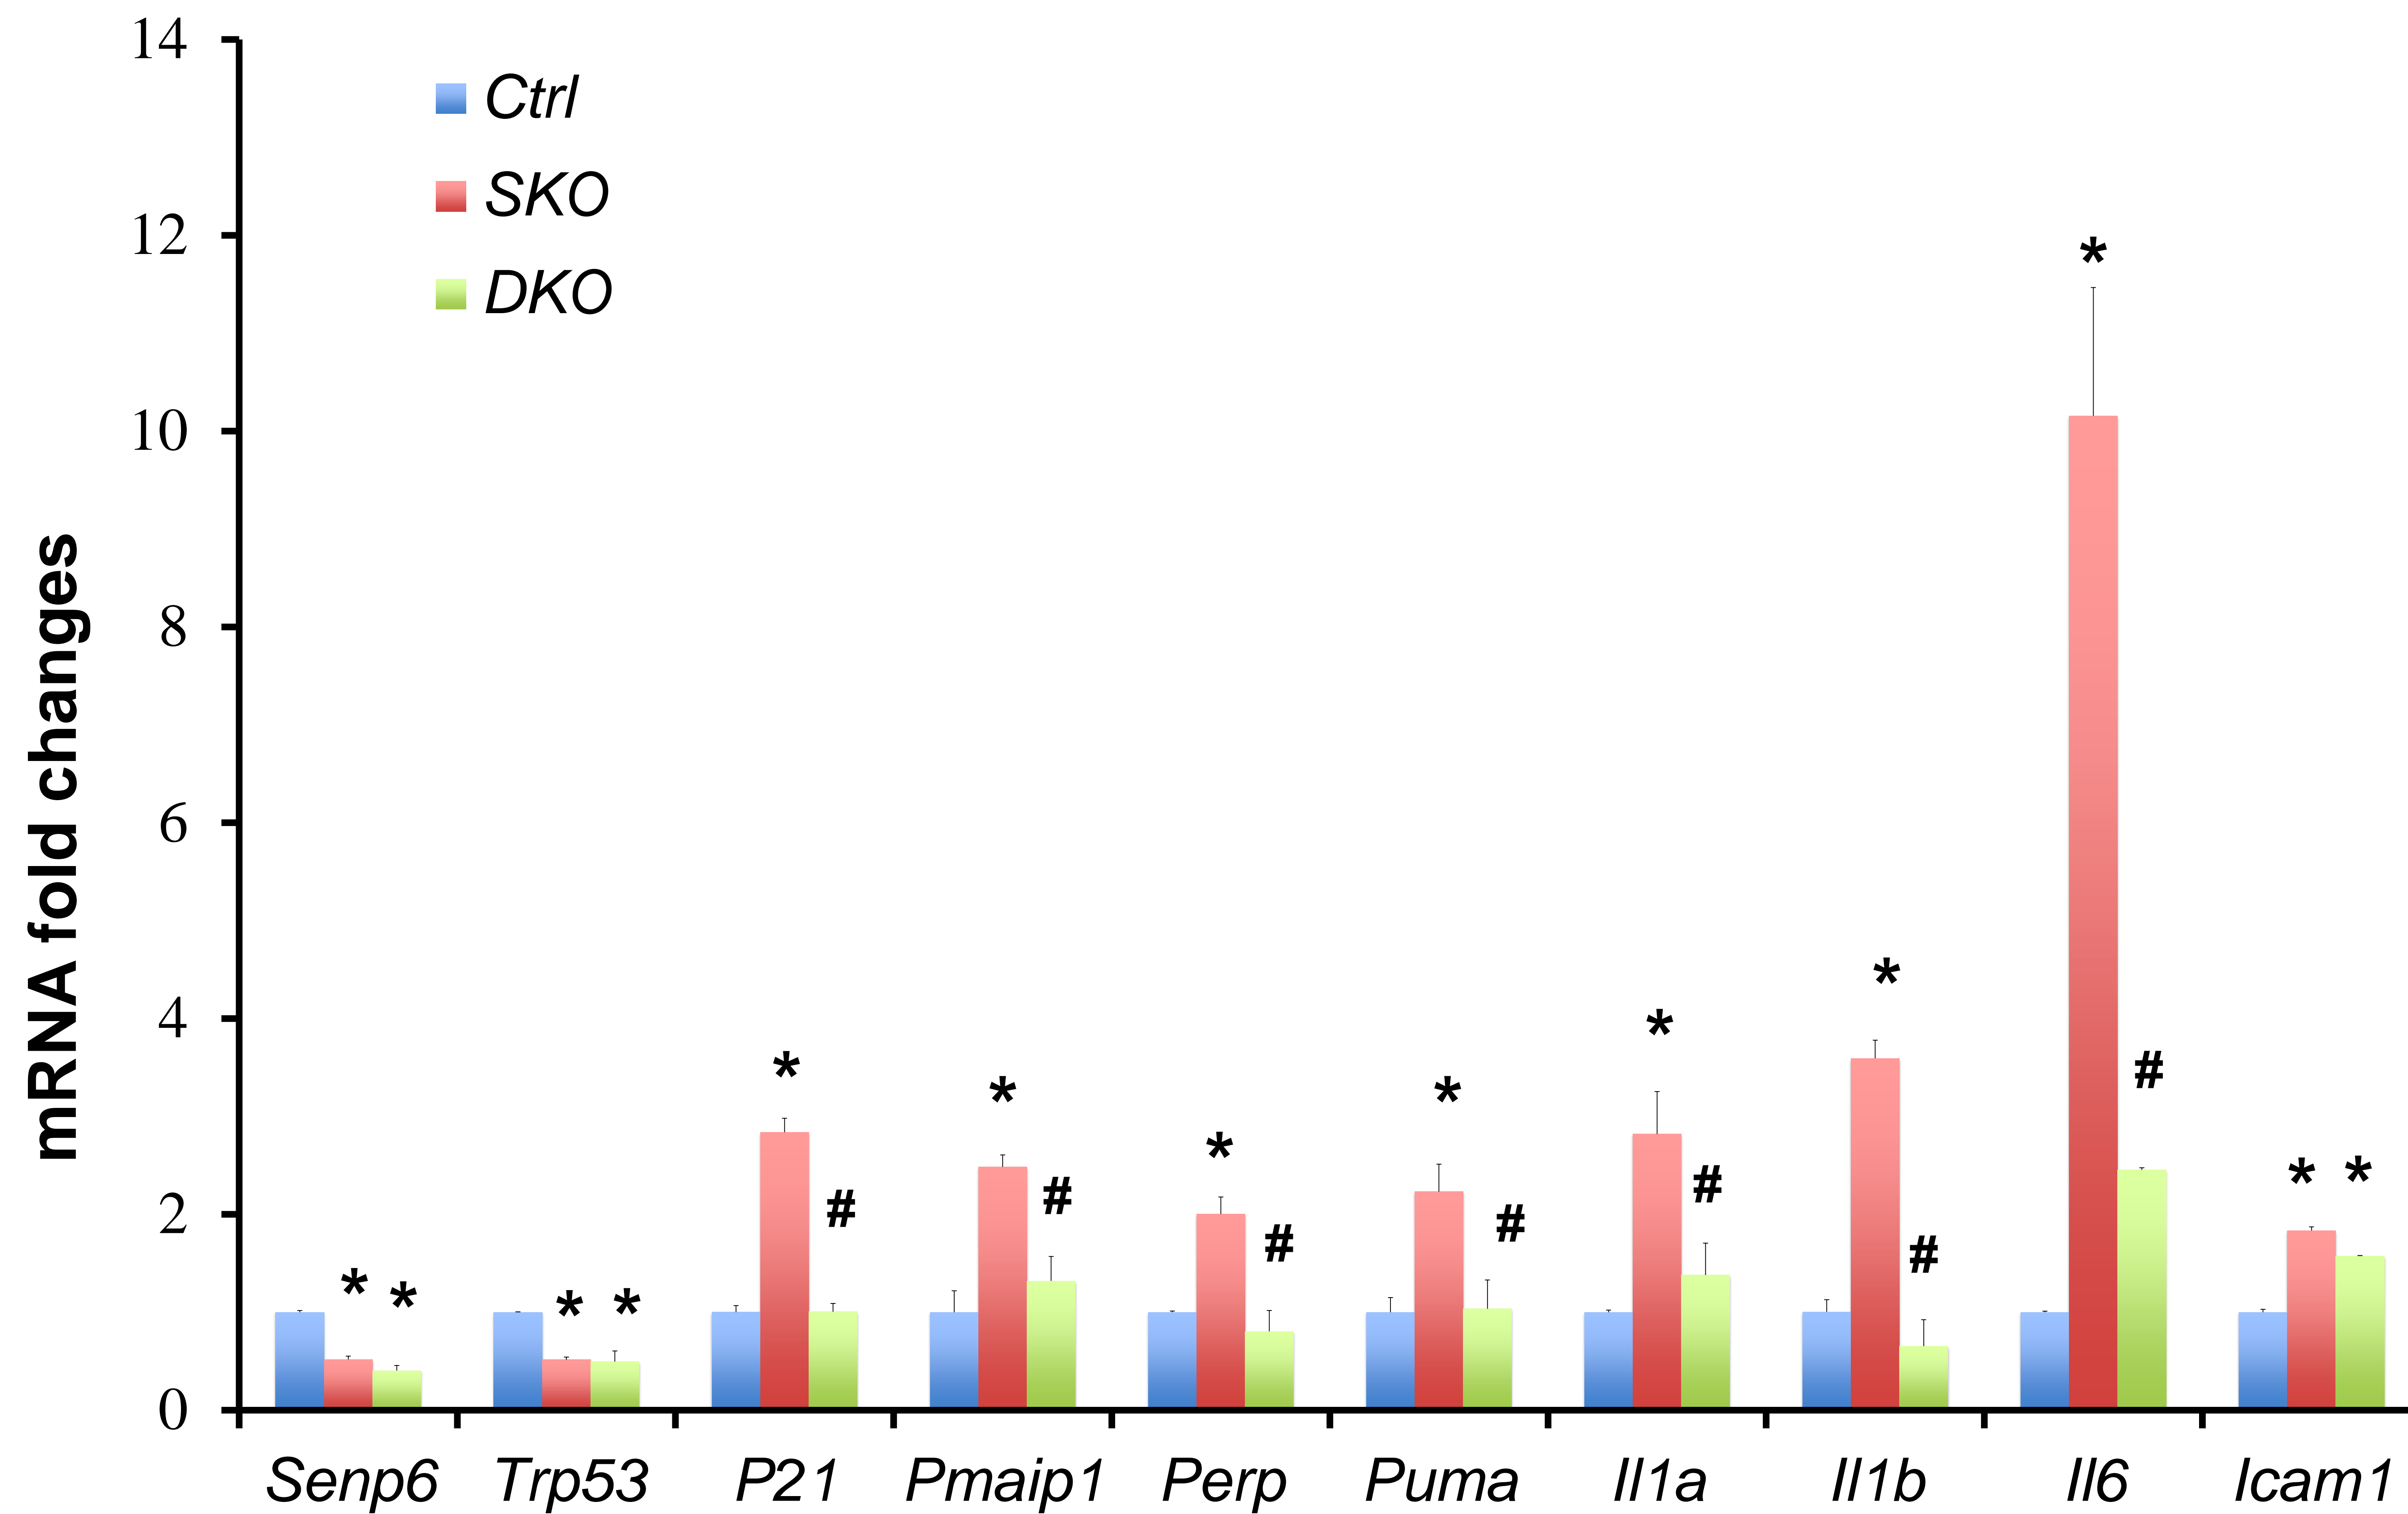

**Supplementary Figure 17.** The calvarias samples from control (Ctrl), SKO, and DKO mice show p53 downstream targets and SASP markers, recapitulating those detected in rib cartilage (see **Fig. 4e**) (Error bars = standard deviation, \* $p < 0.05$ ,  $n = 3$ , compared to Ctrl. # $p < 0.05$ ,  $n = 3$ , compared to SKO, Student's t-test).

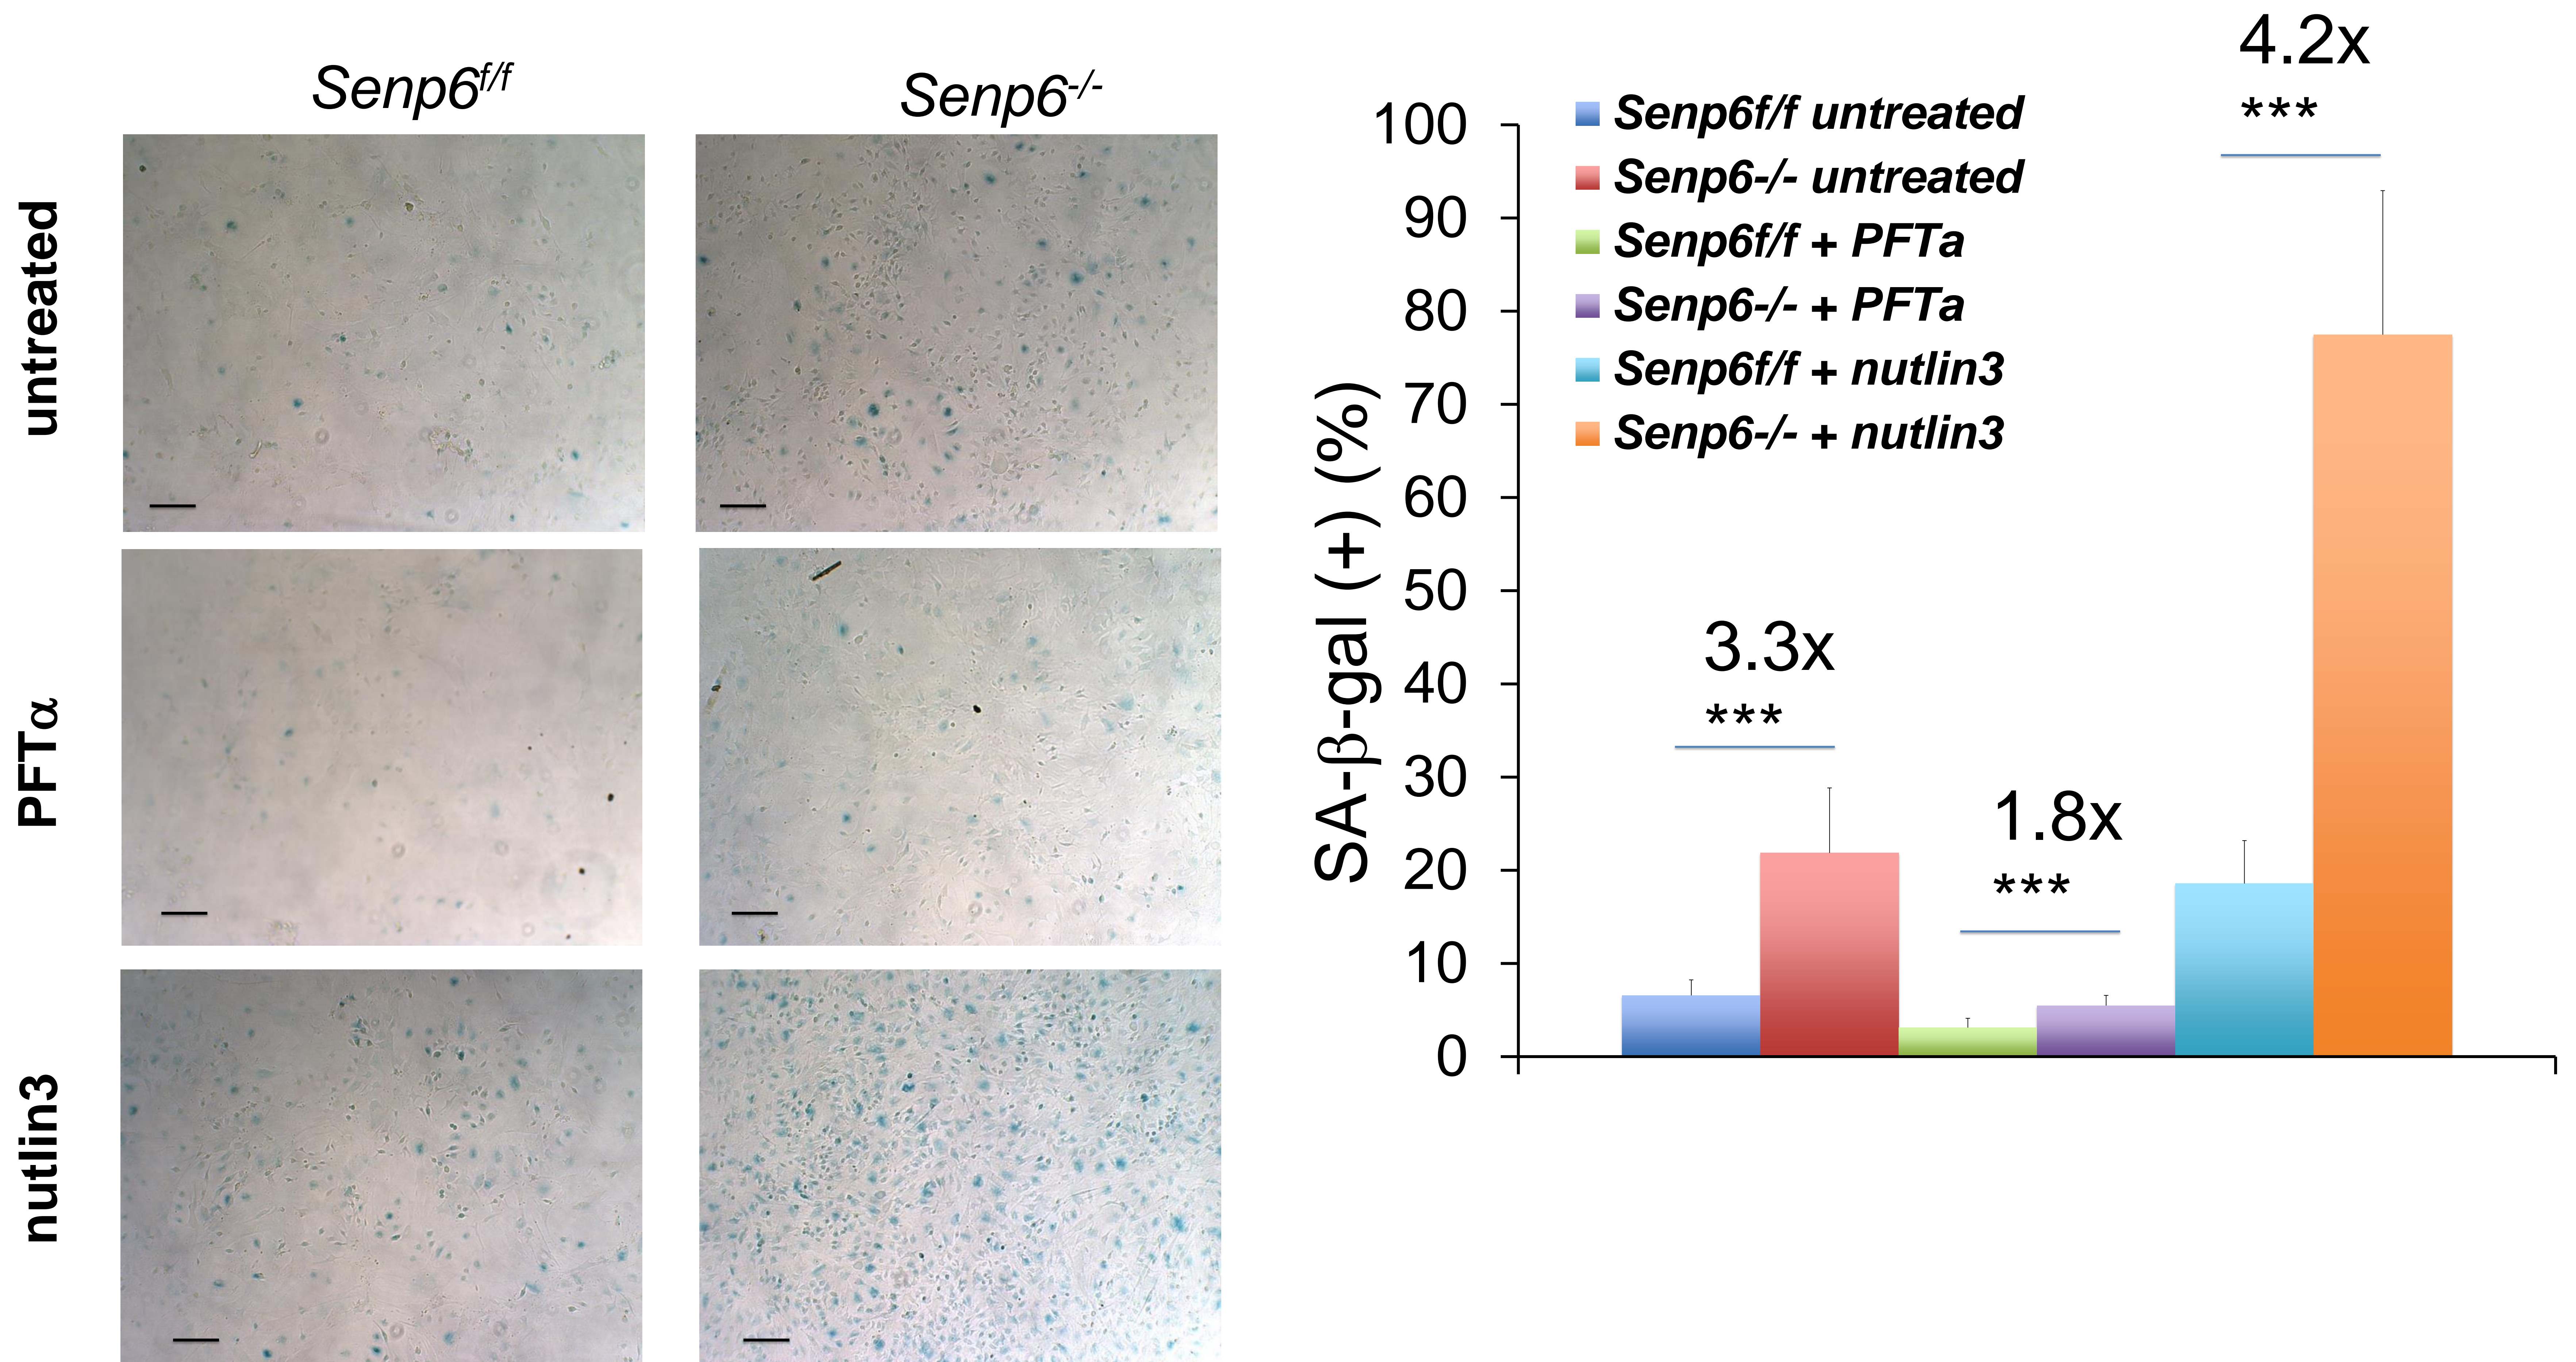

**Supplementary Figure 18.** *Senp6* loss-induced chondrocyte senescence was corrected by p53 inhibitor PFT $\alpha$  and was augmented by p53 agonist nutlin3. Quantification is shown in the graph at right. (n = 3, error bars = standard deviation, \*\*\* p < 0.0001, Student's t-test ).

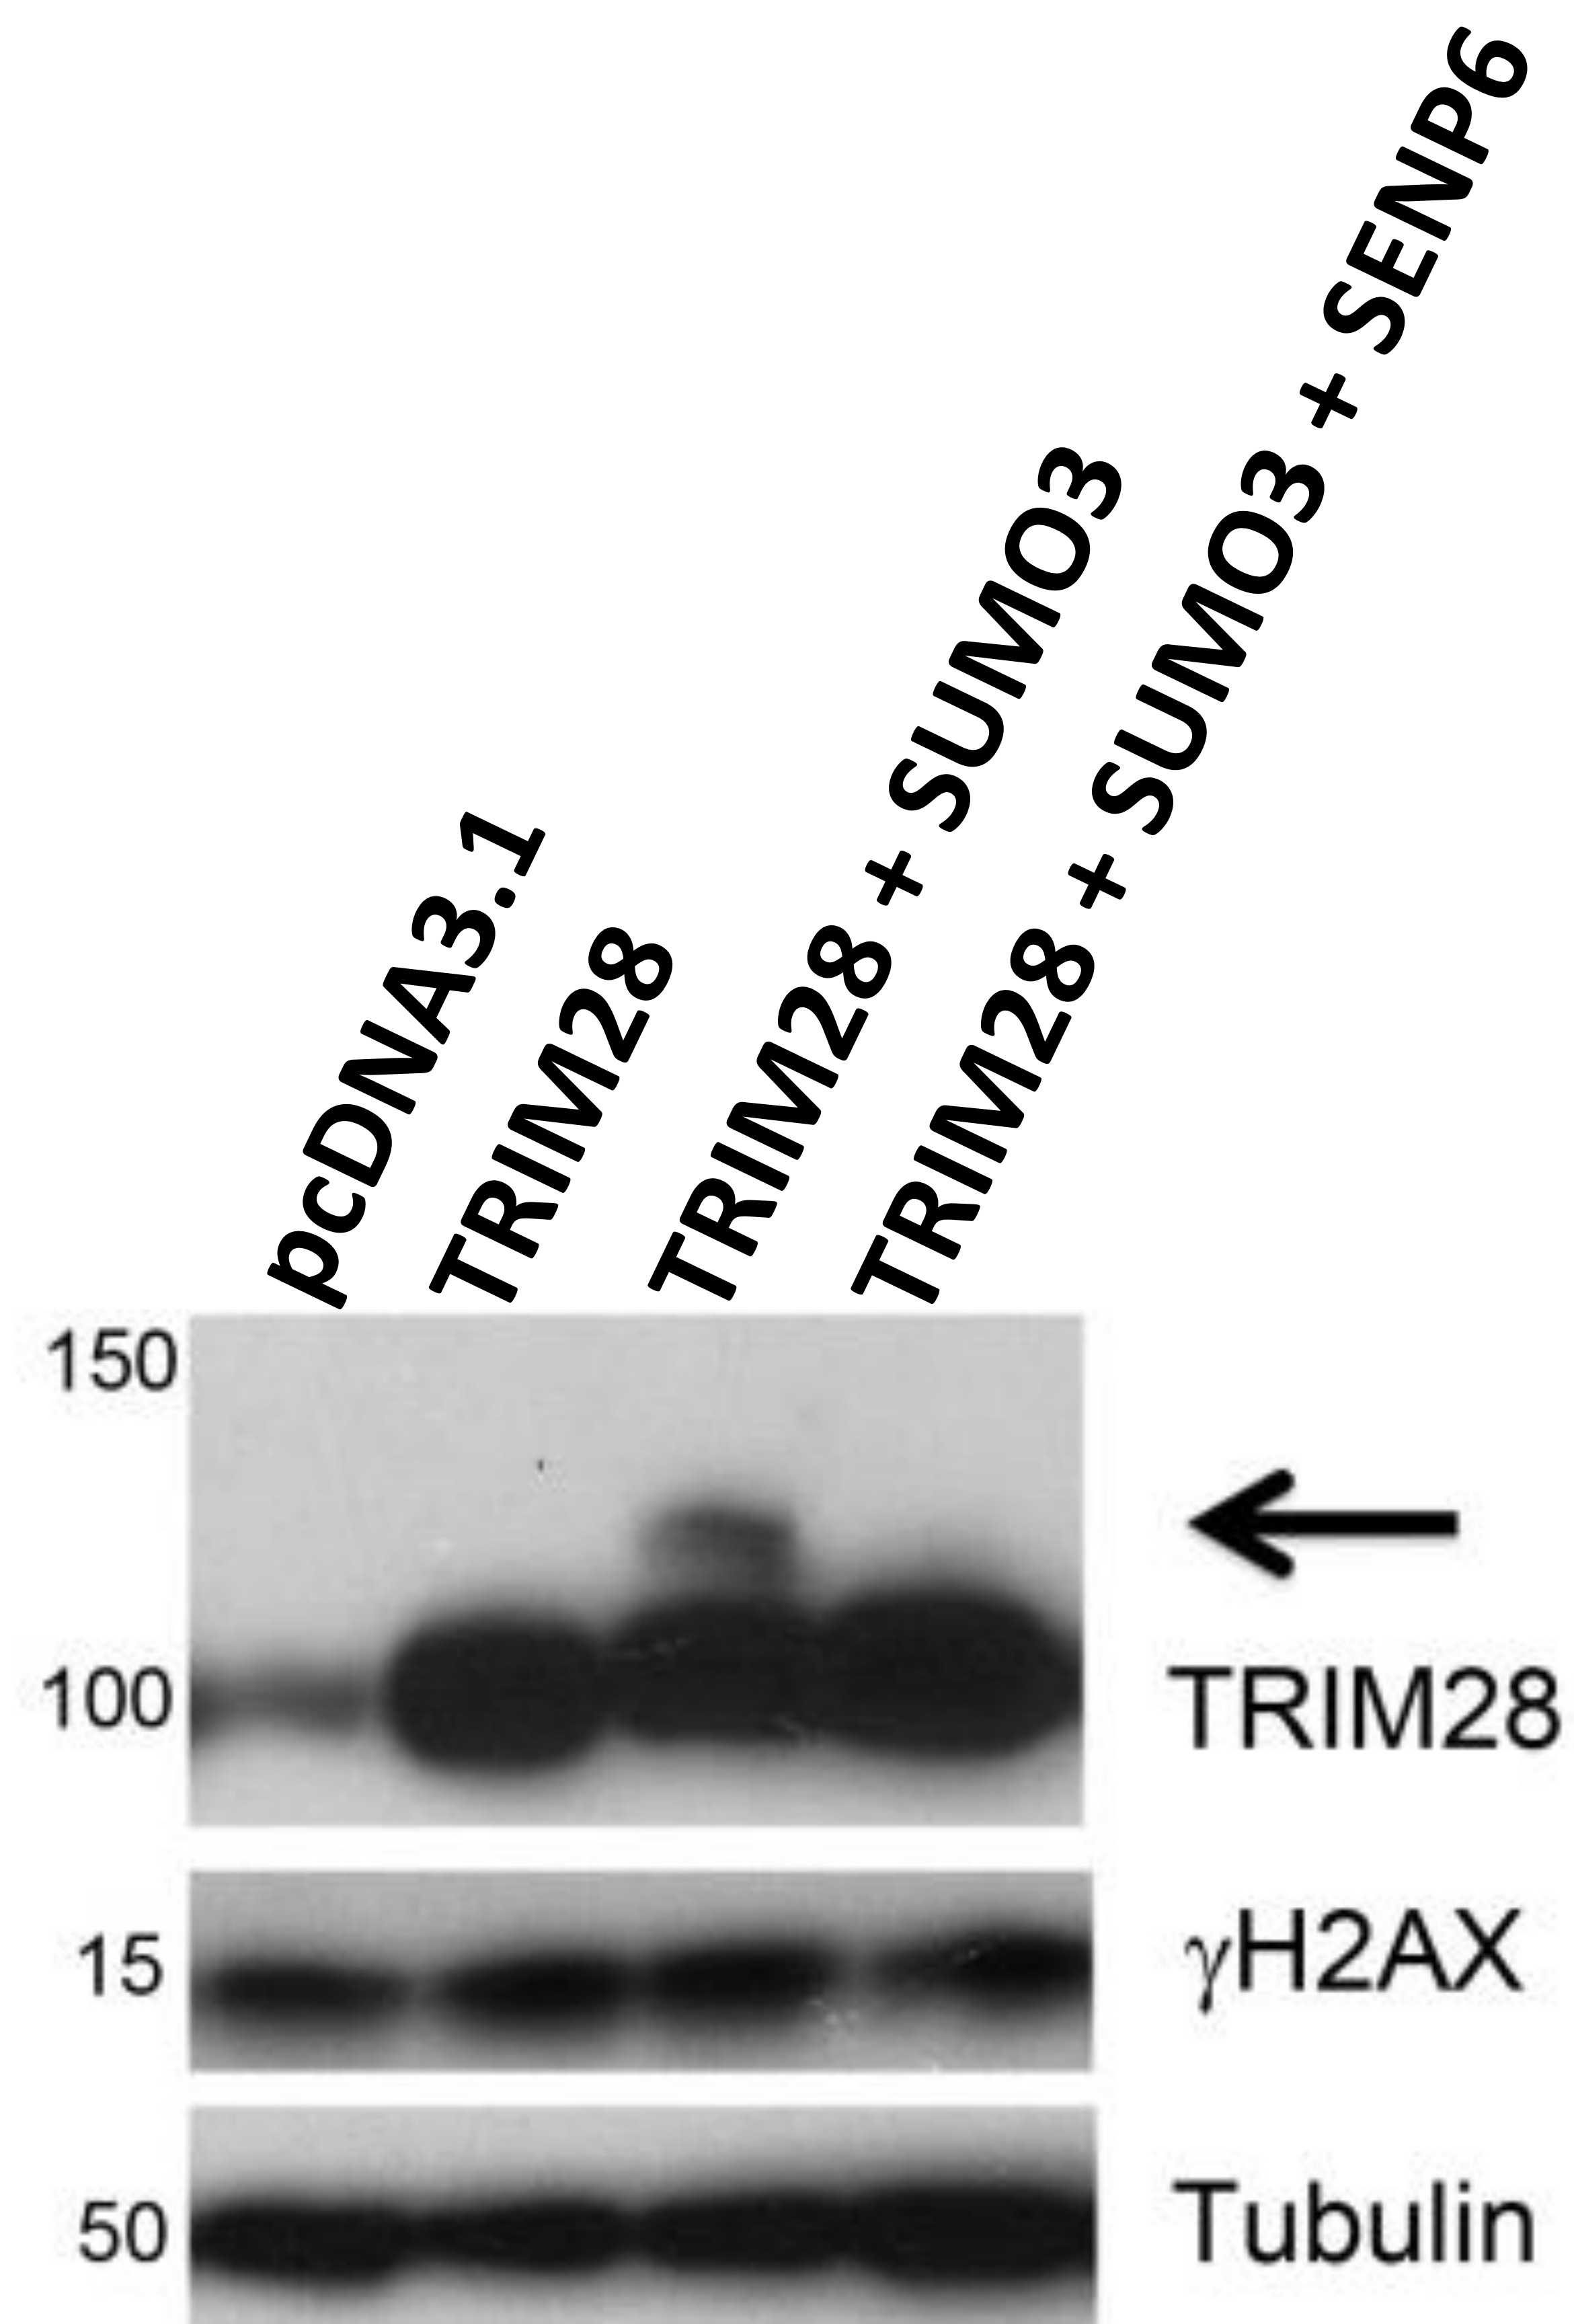

**Supplementary Figure 19.** Altered sumoylation of the overexpressed TRIM28 did not affect the  $\gamma$ H2AX levels. HEK293 cells were transfected with the plasmids listed above each lane, cultured for 48 h, then subjected to western blot detections. The arrow indicates sumoylated TRIM28. Tubulin was used as a loading control.

Figure 4d

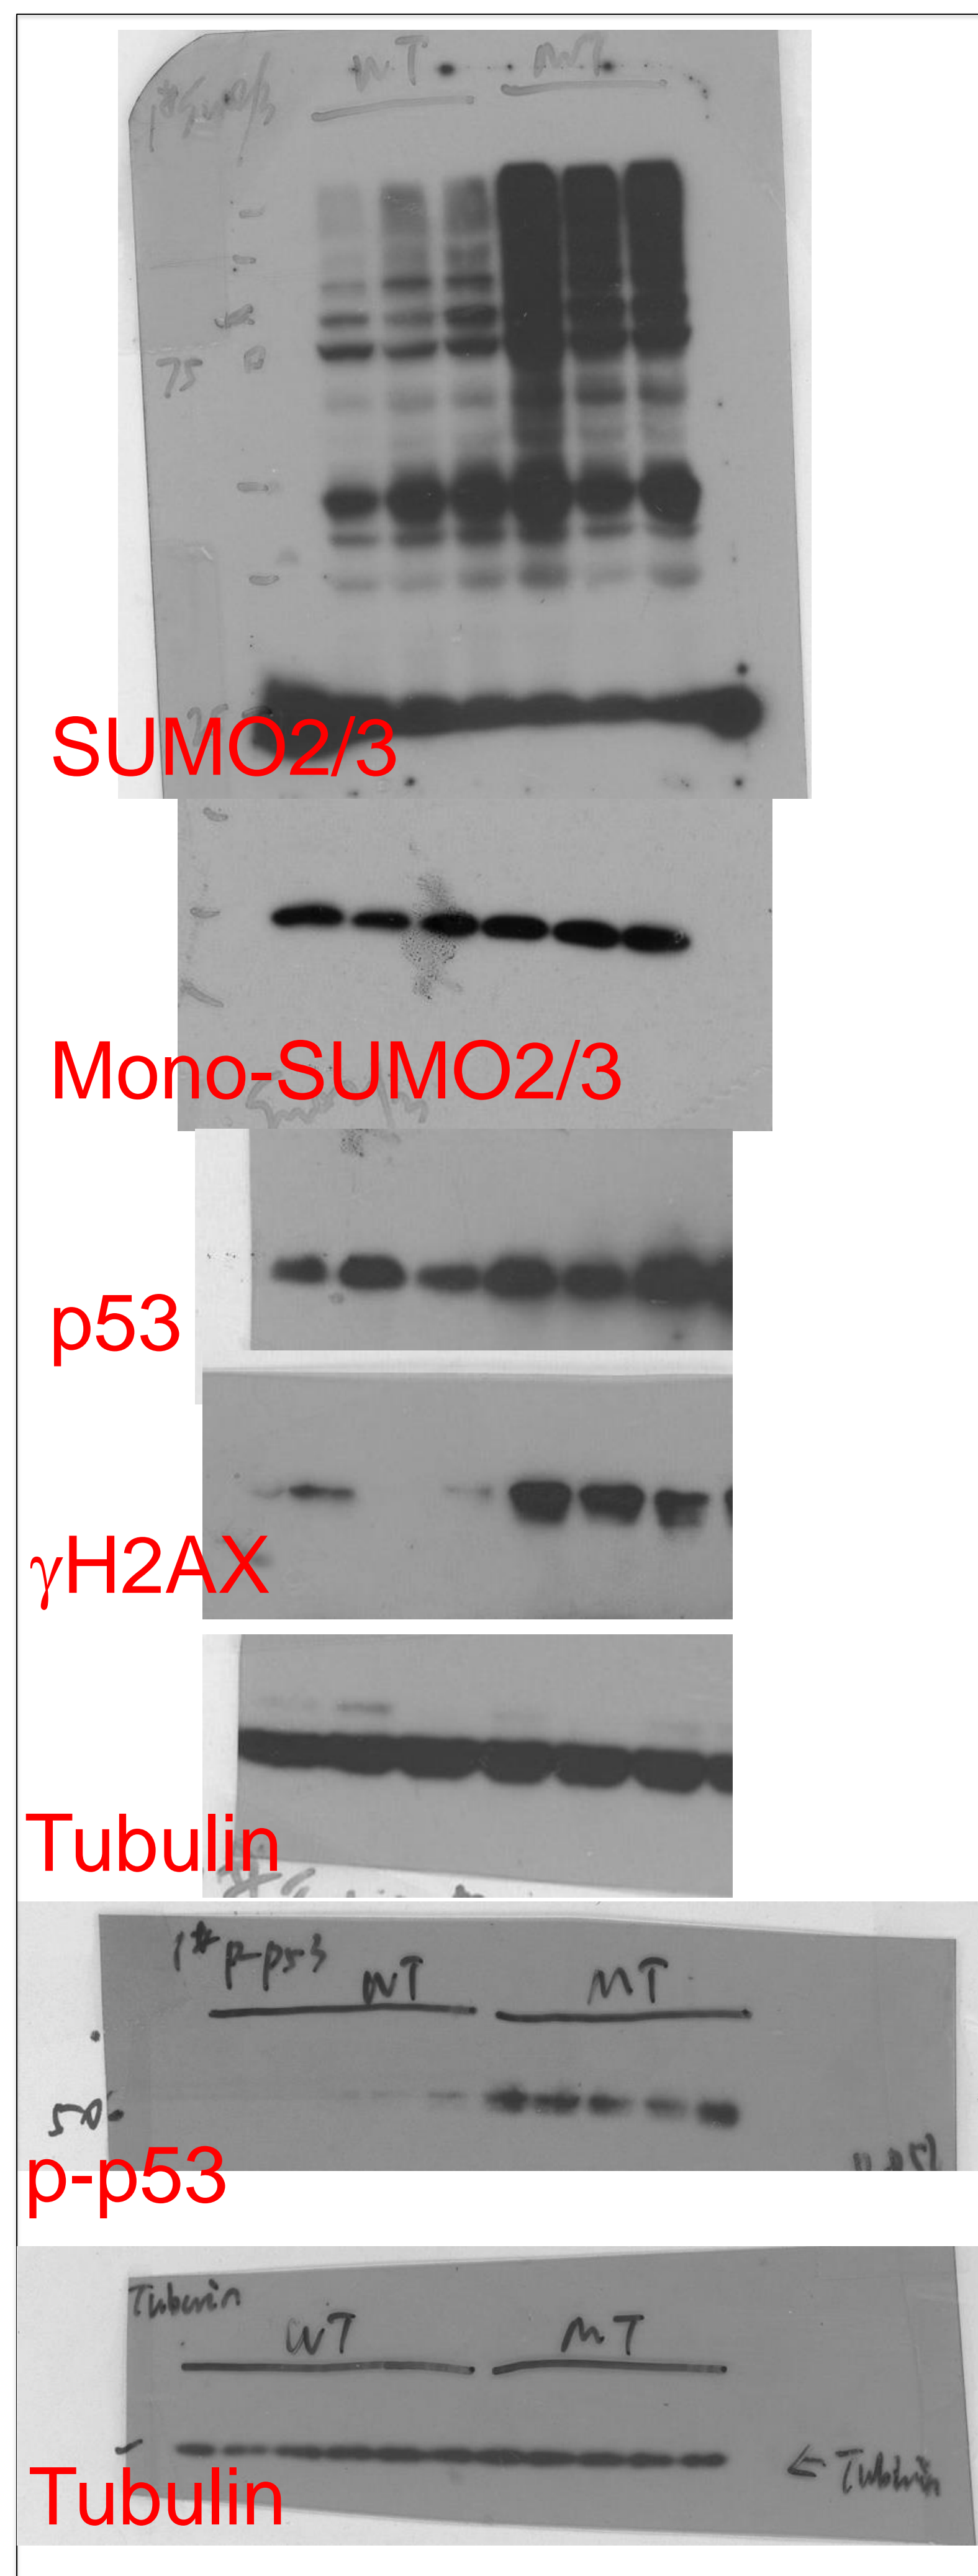

Figure 5a

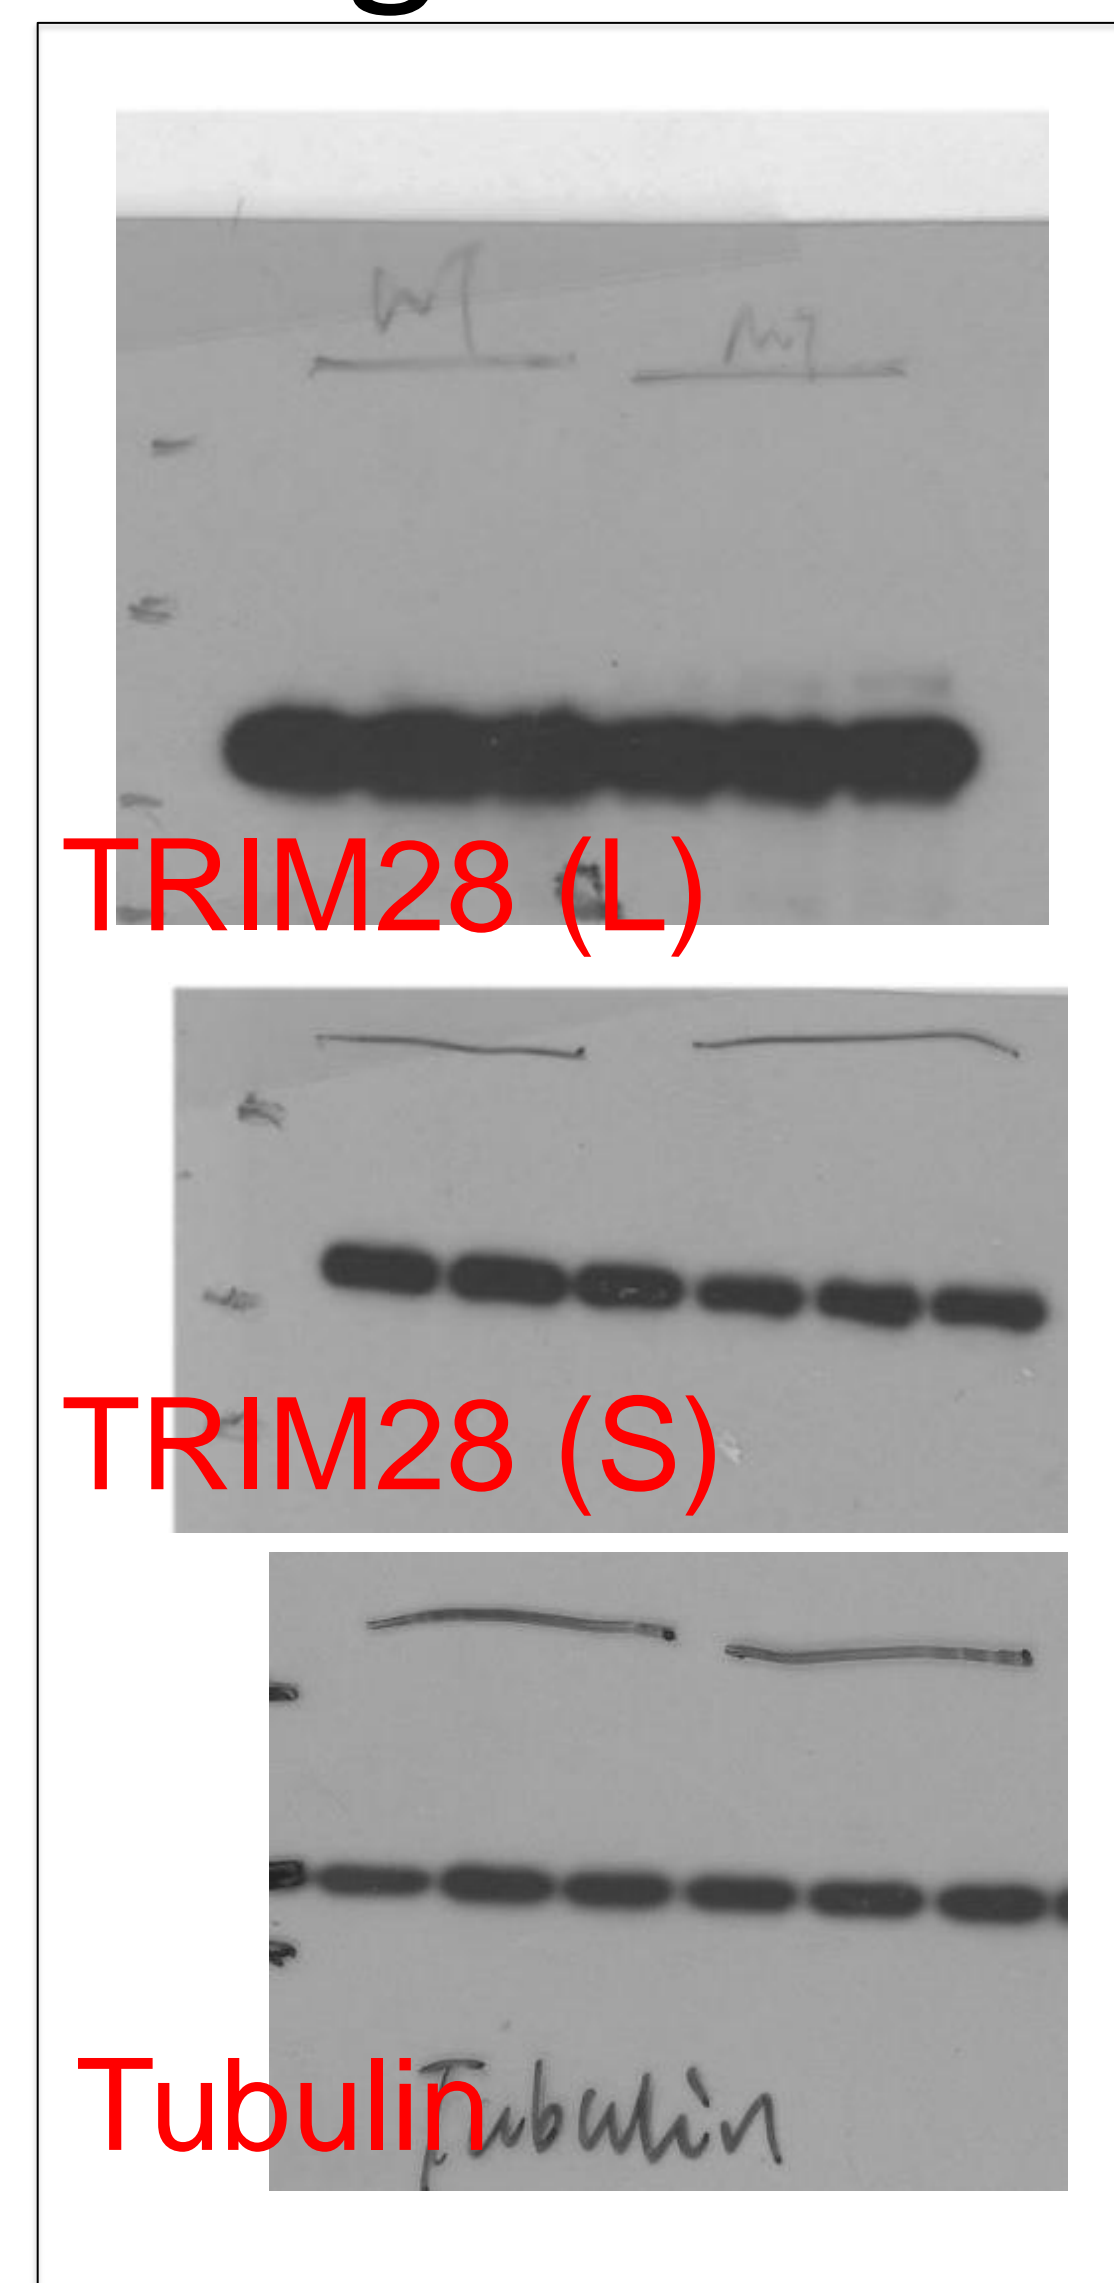

Figure 5b

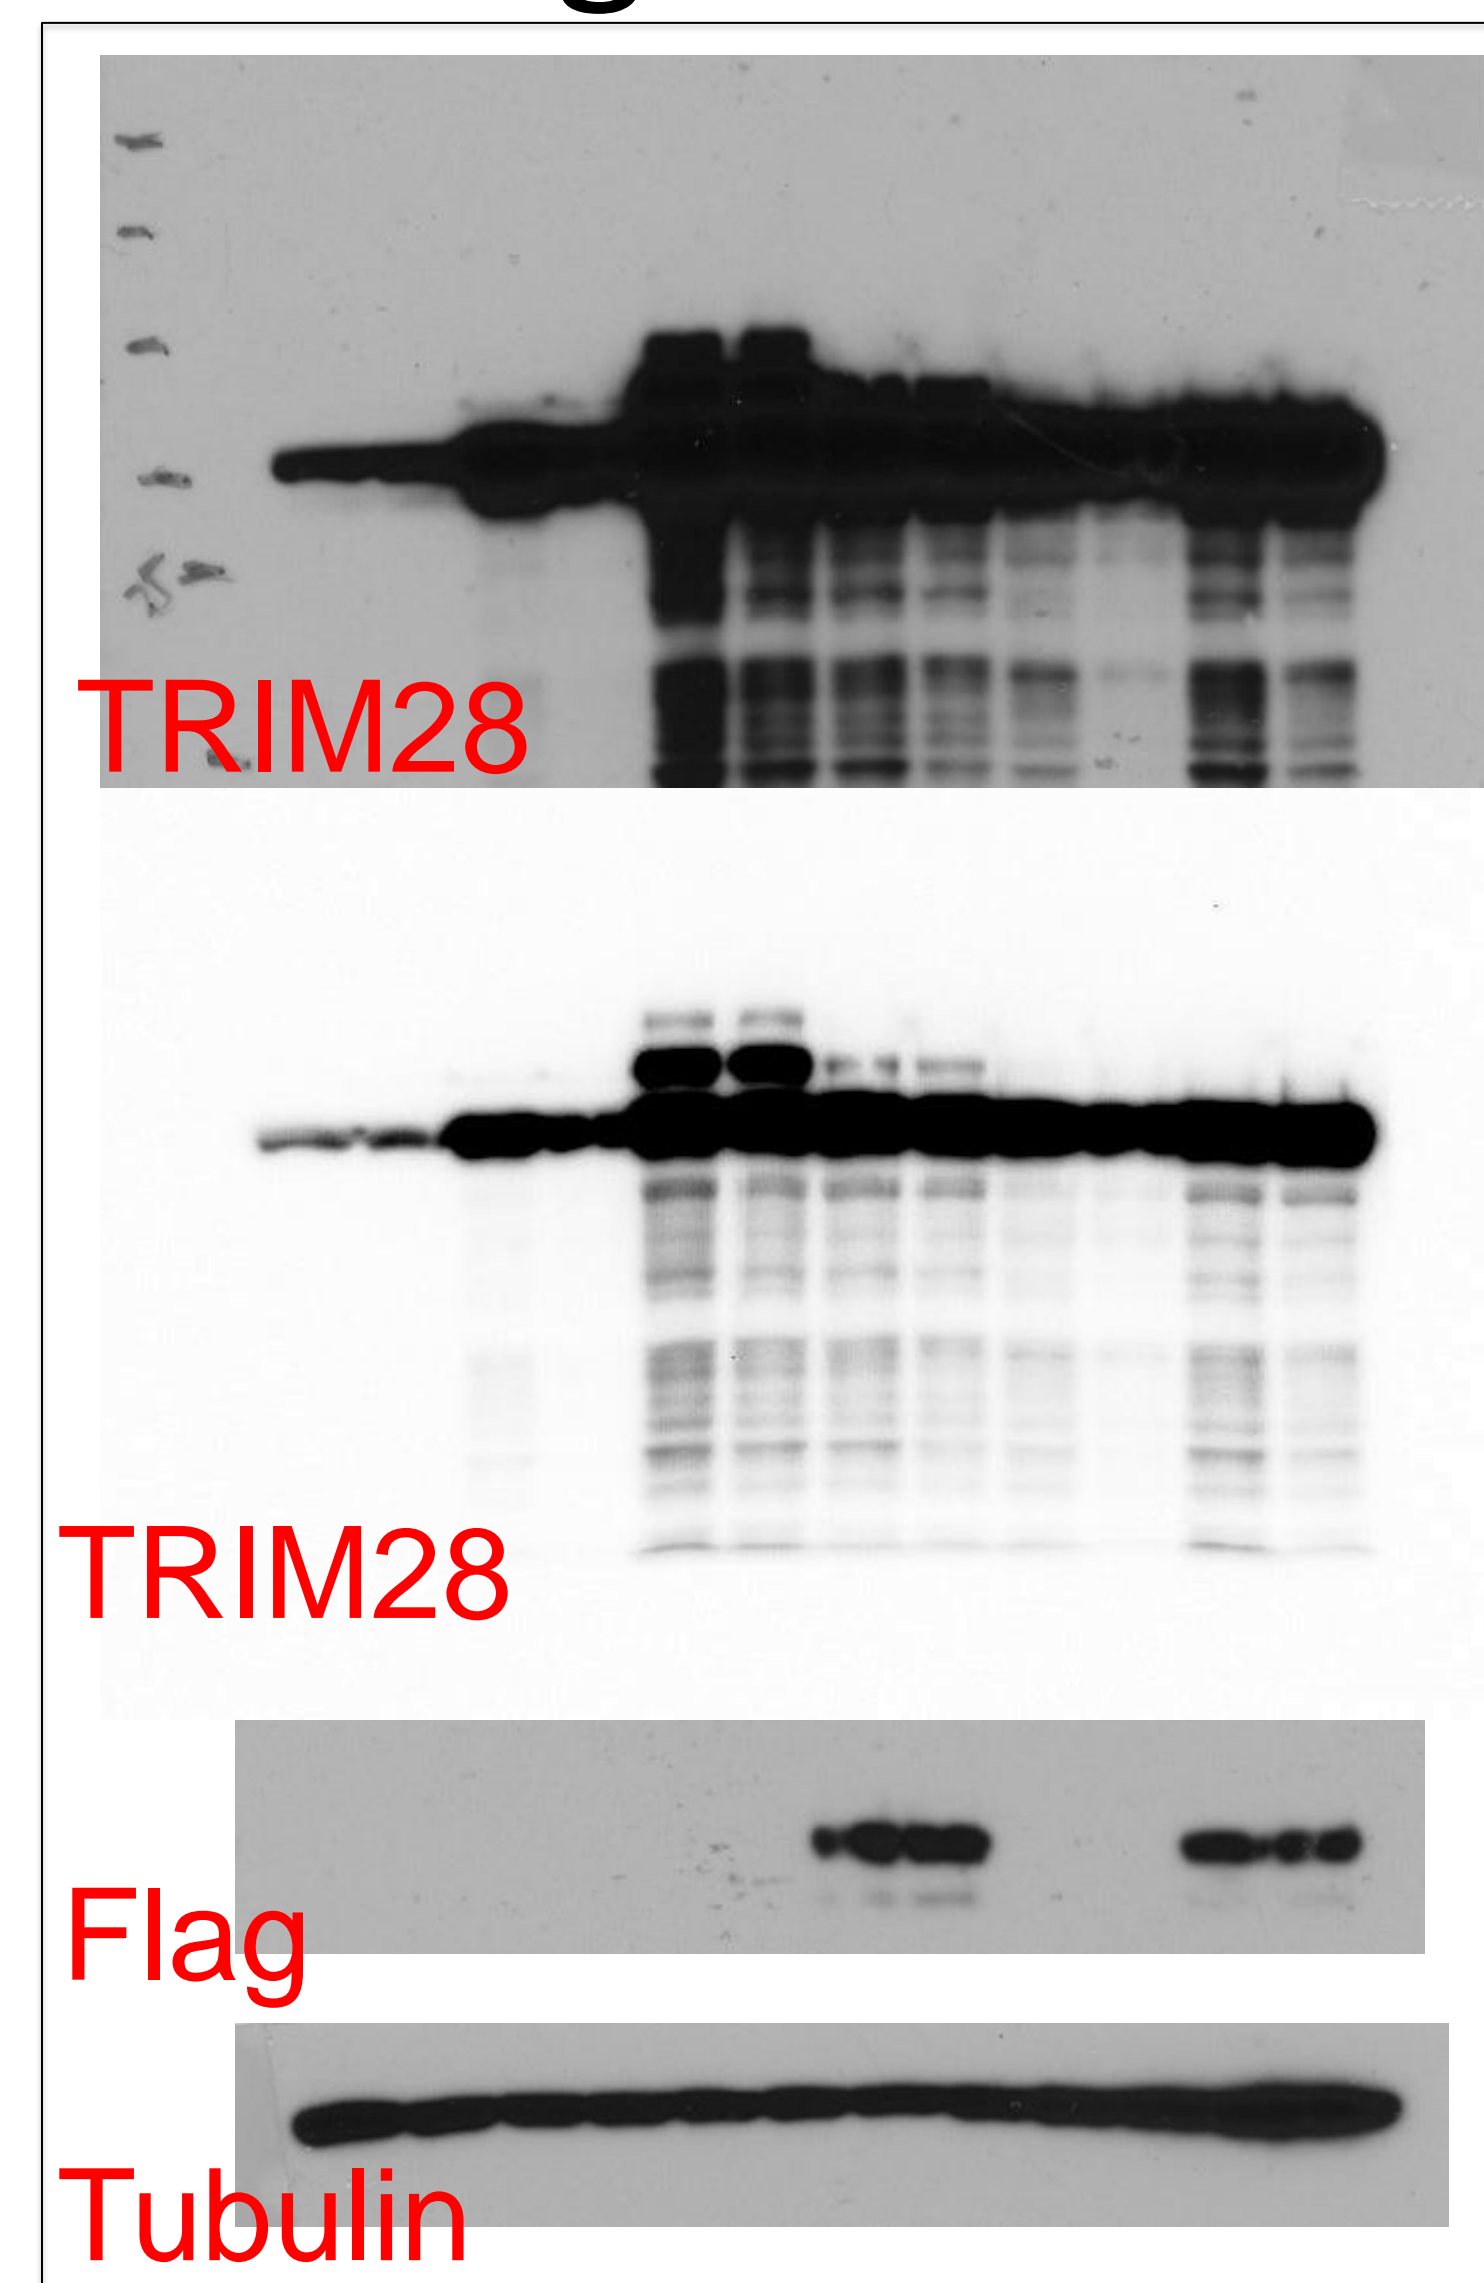

Figure 5c

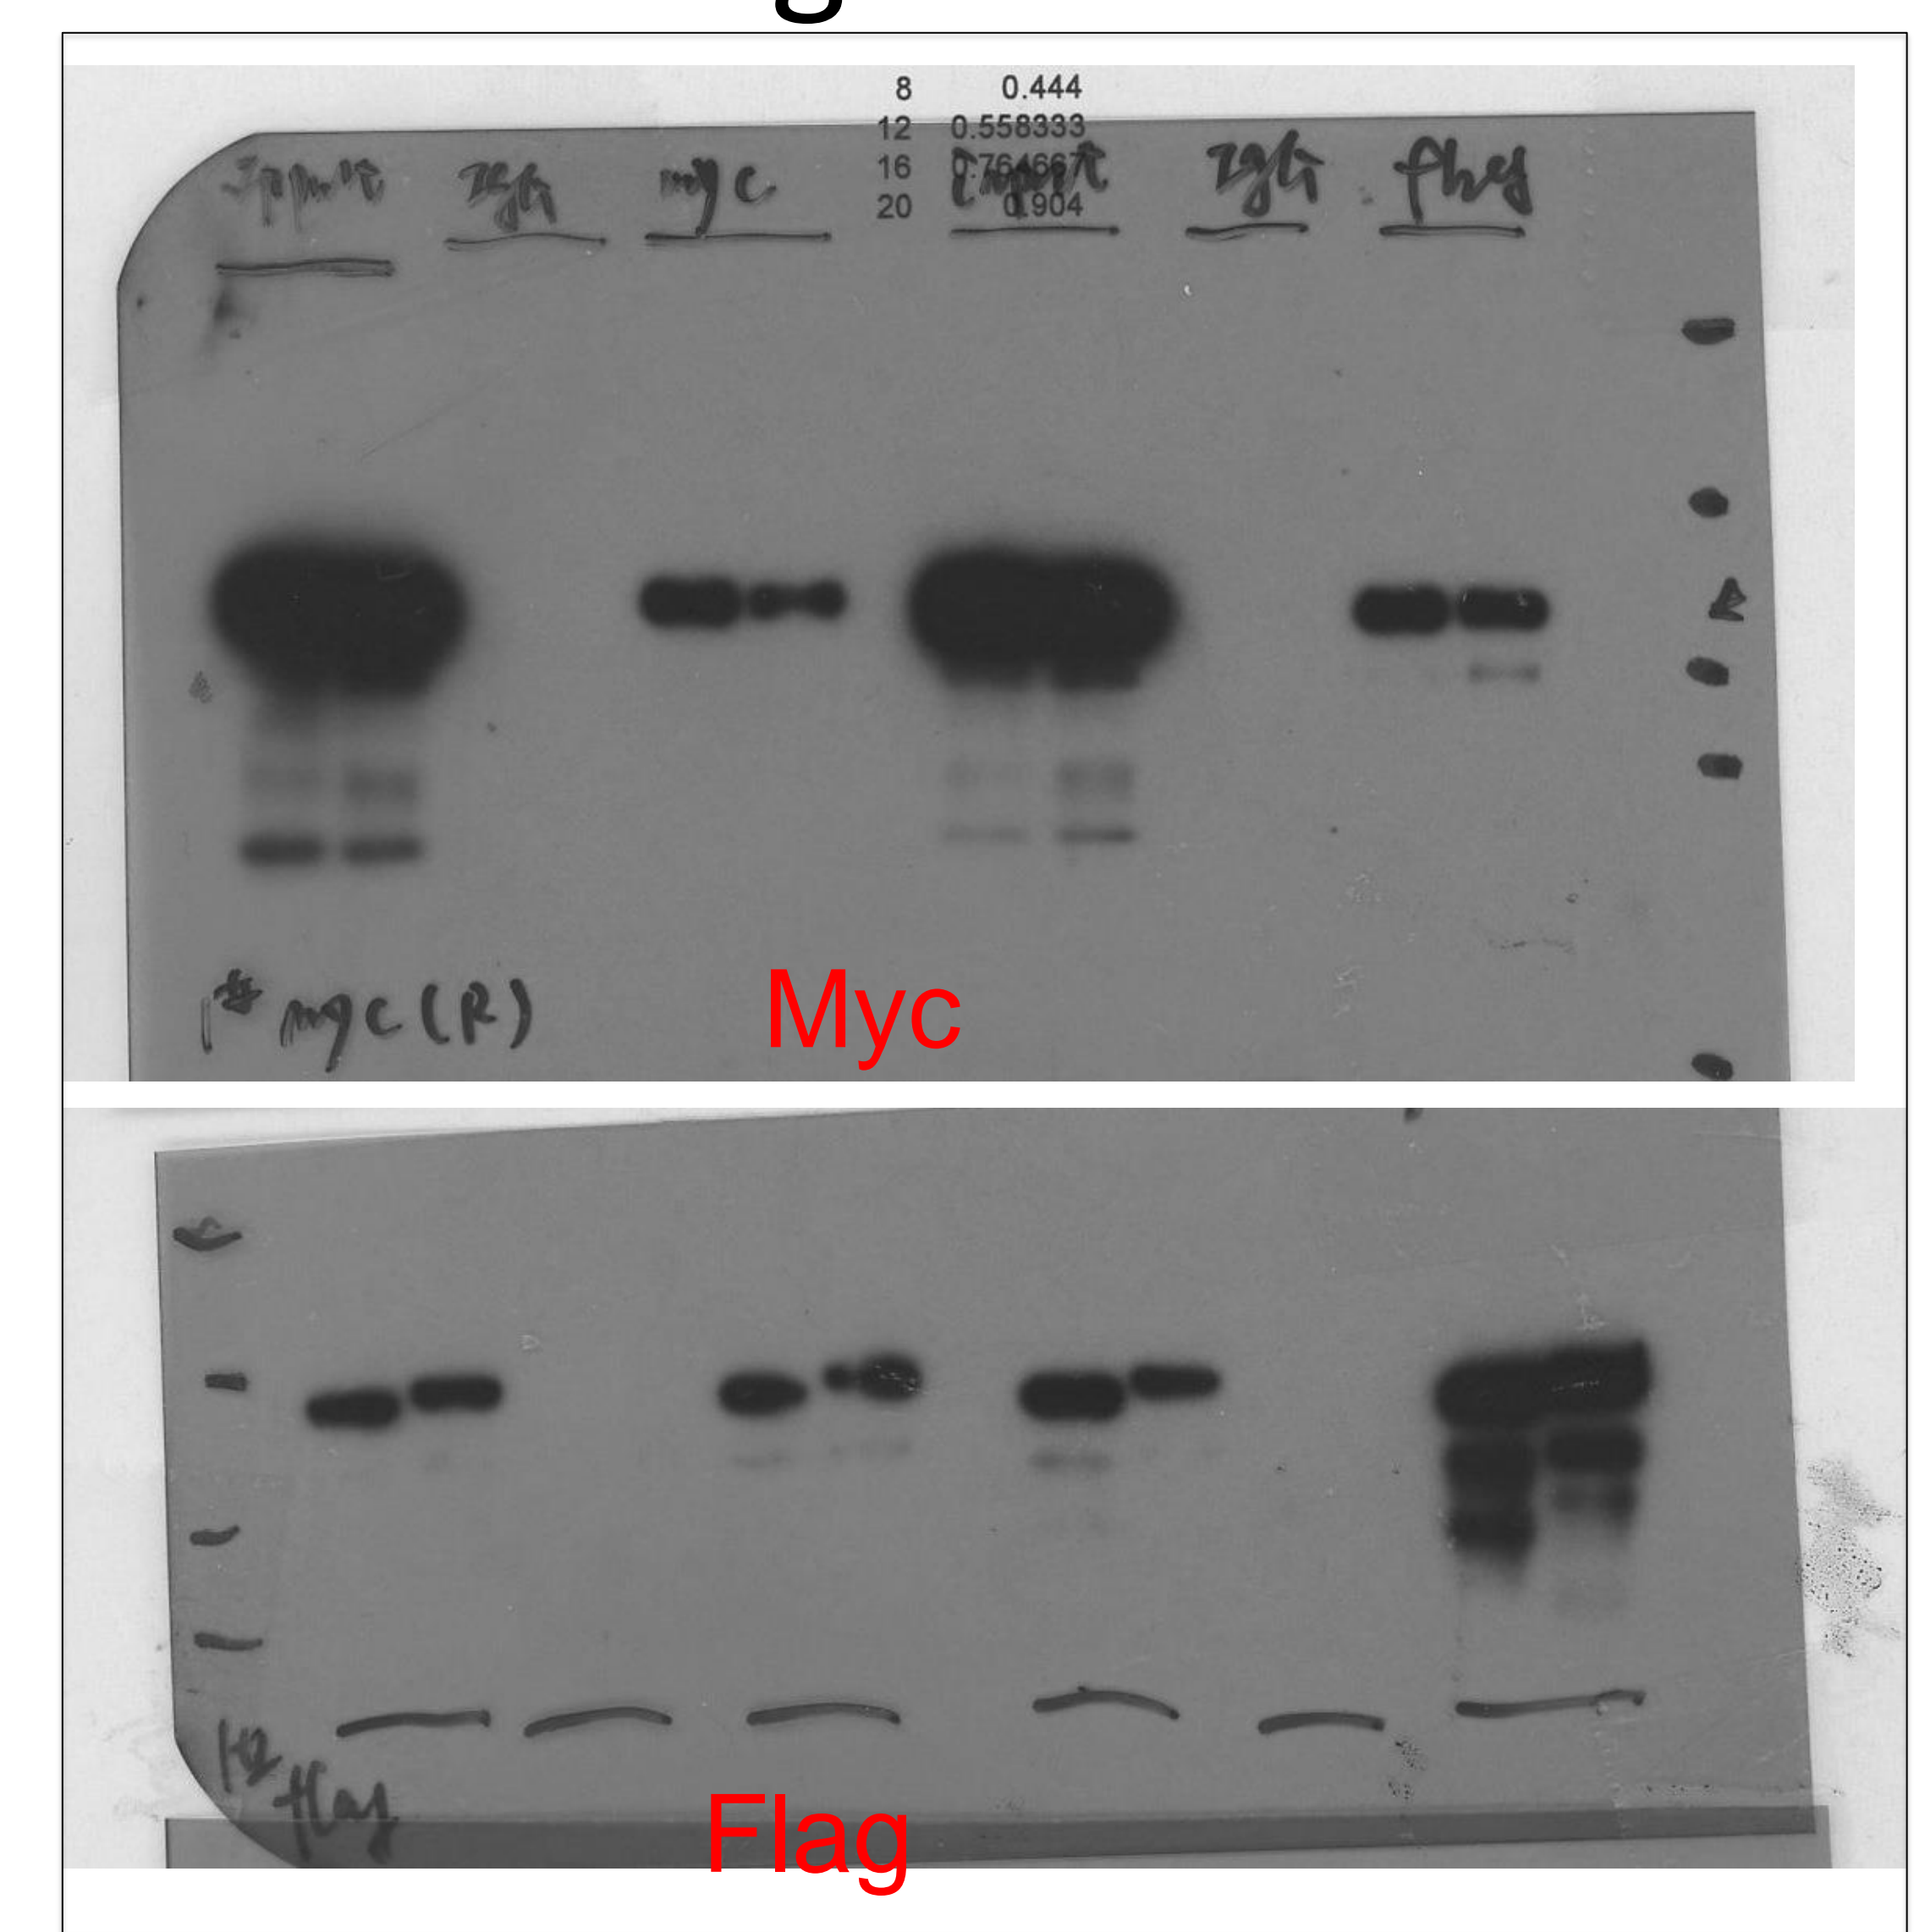

Figure 5d

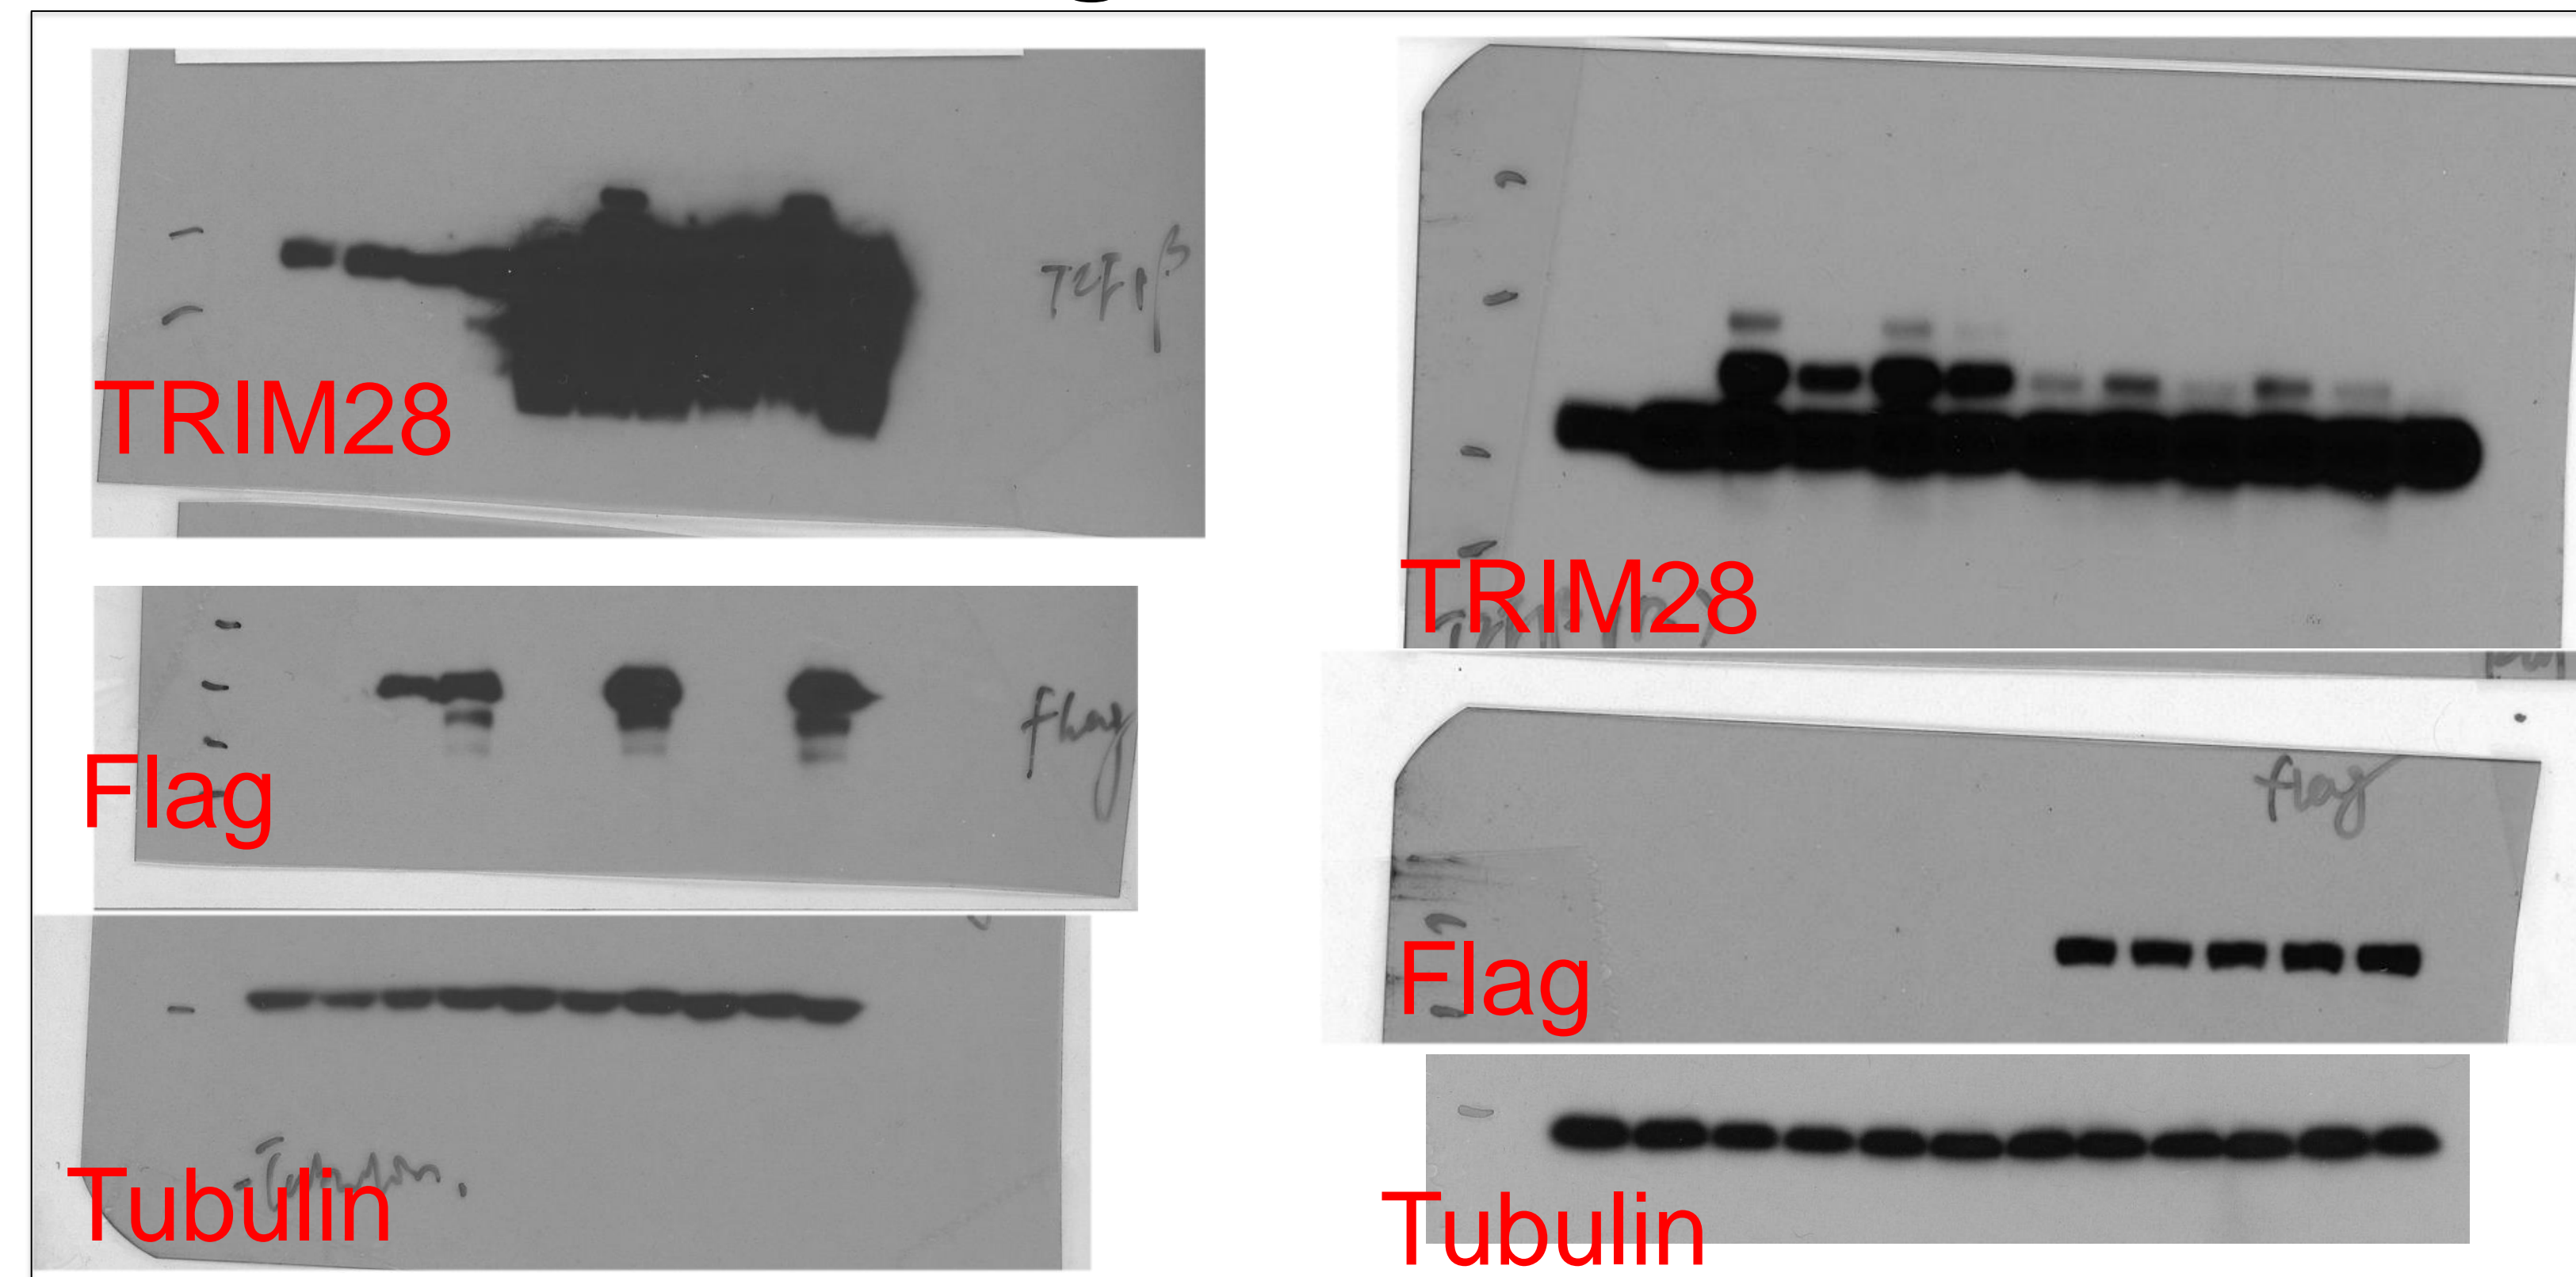

Figure 7b

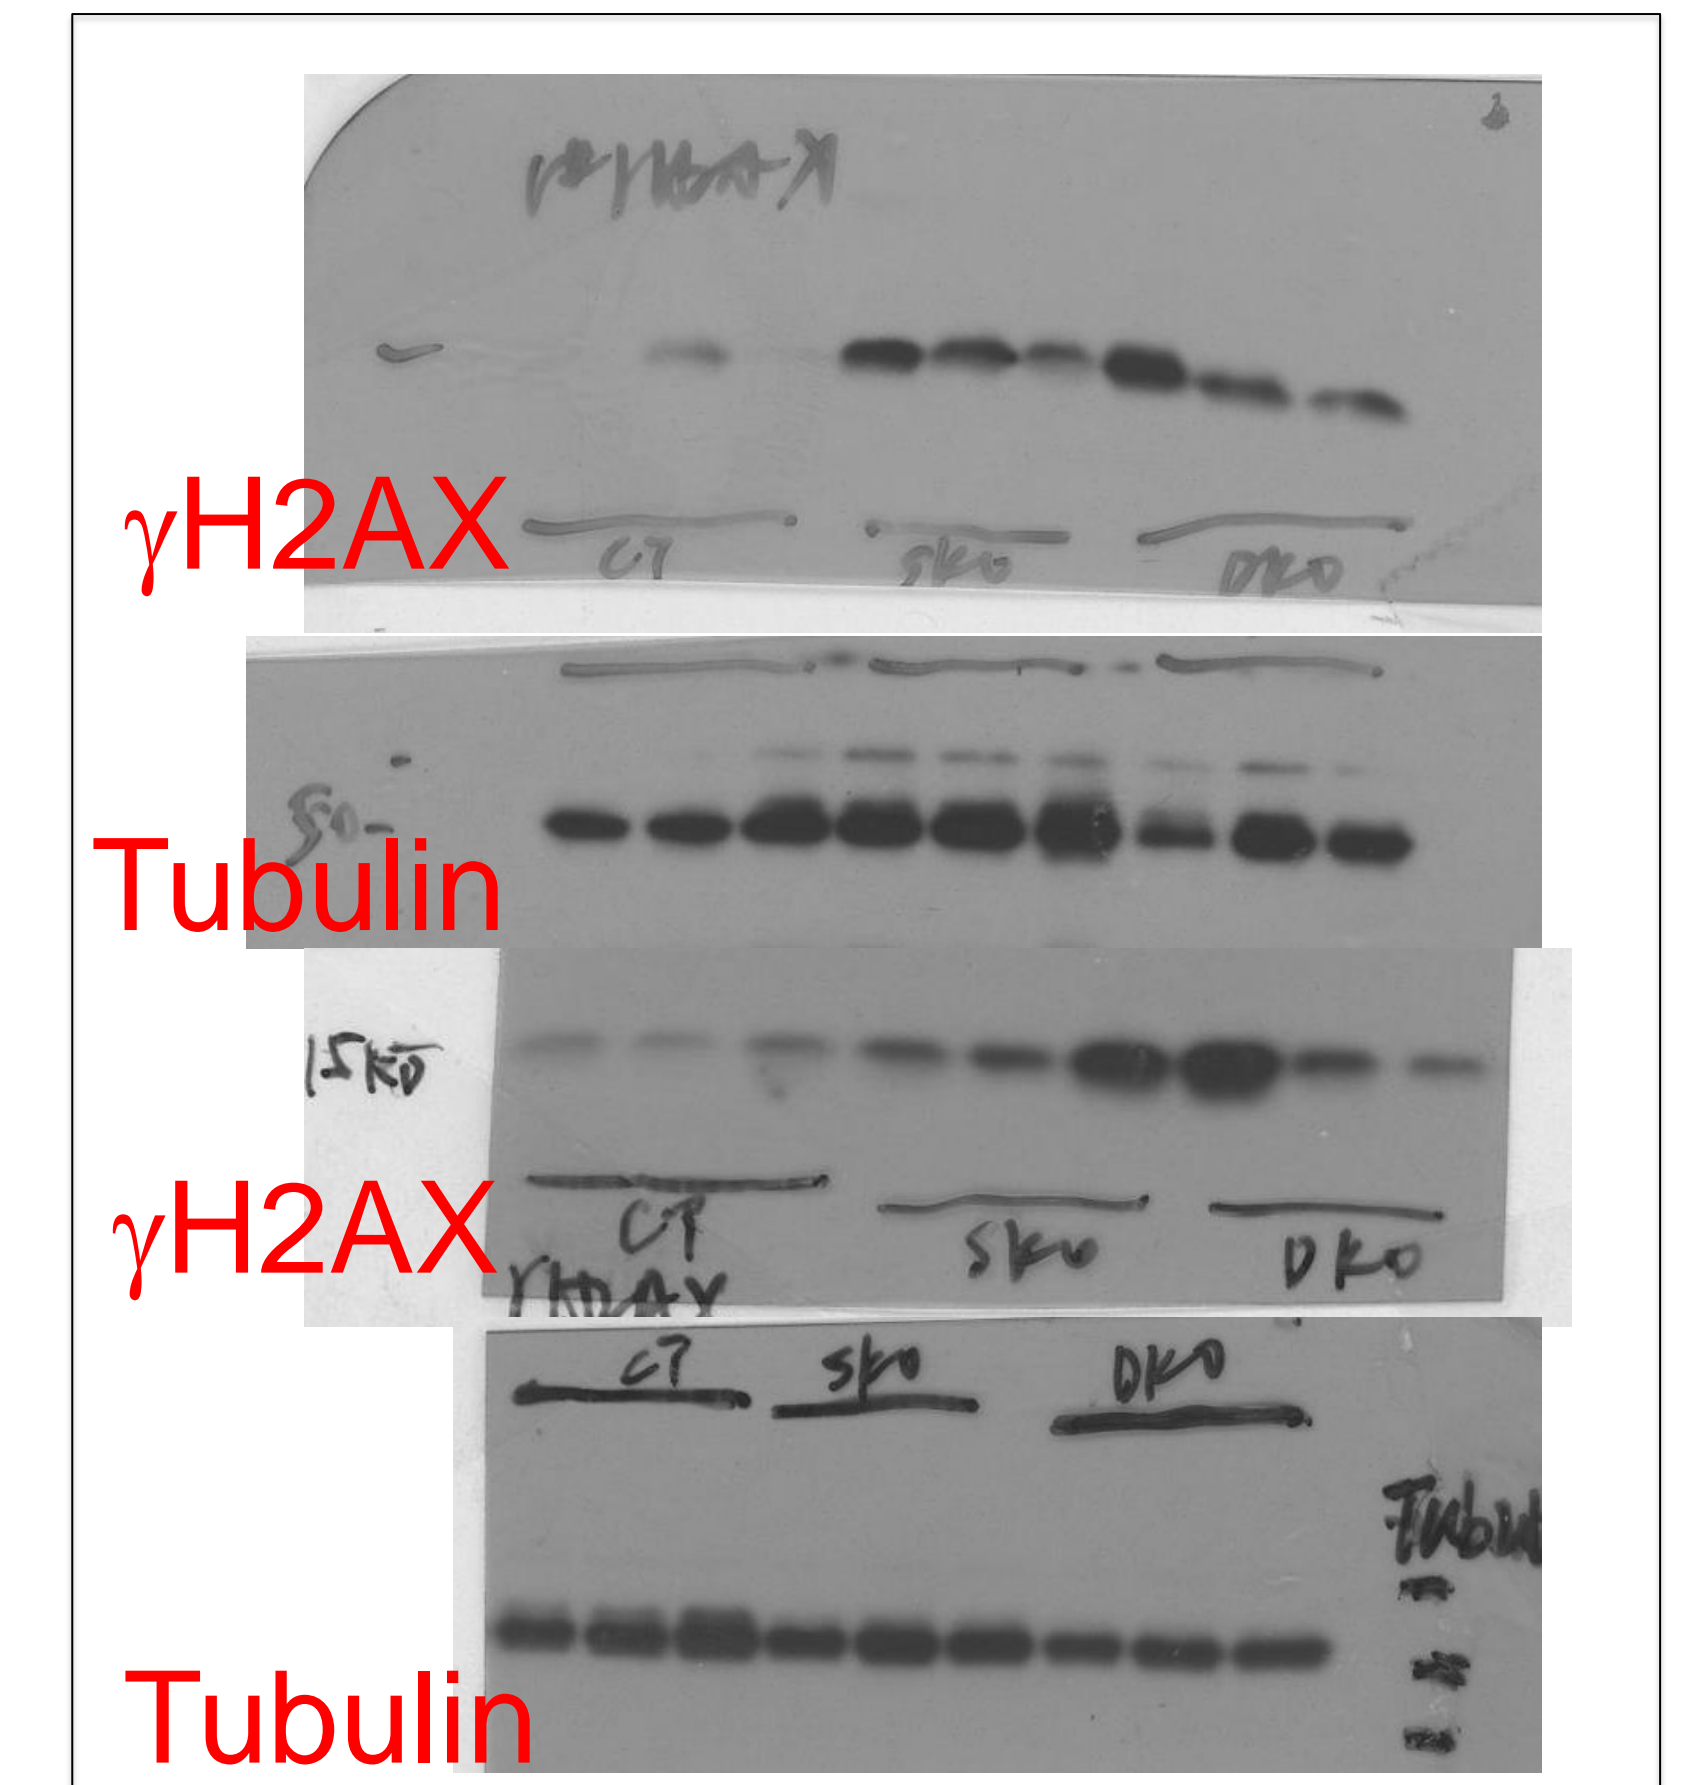

**Supplementary Figure 20. Original uncropped scans of Western blots for Figure 4d, 5a-d, and 7b.**

**Supplementary  
Figure 9**

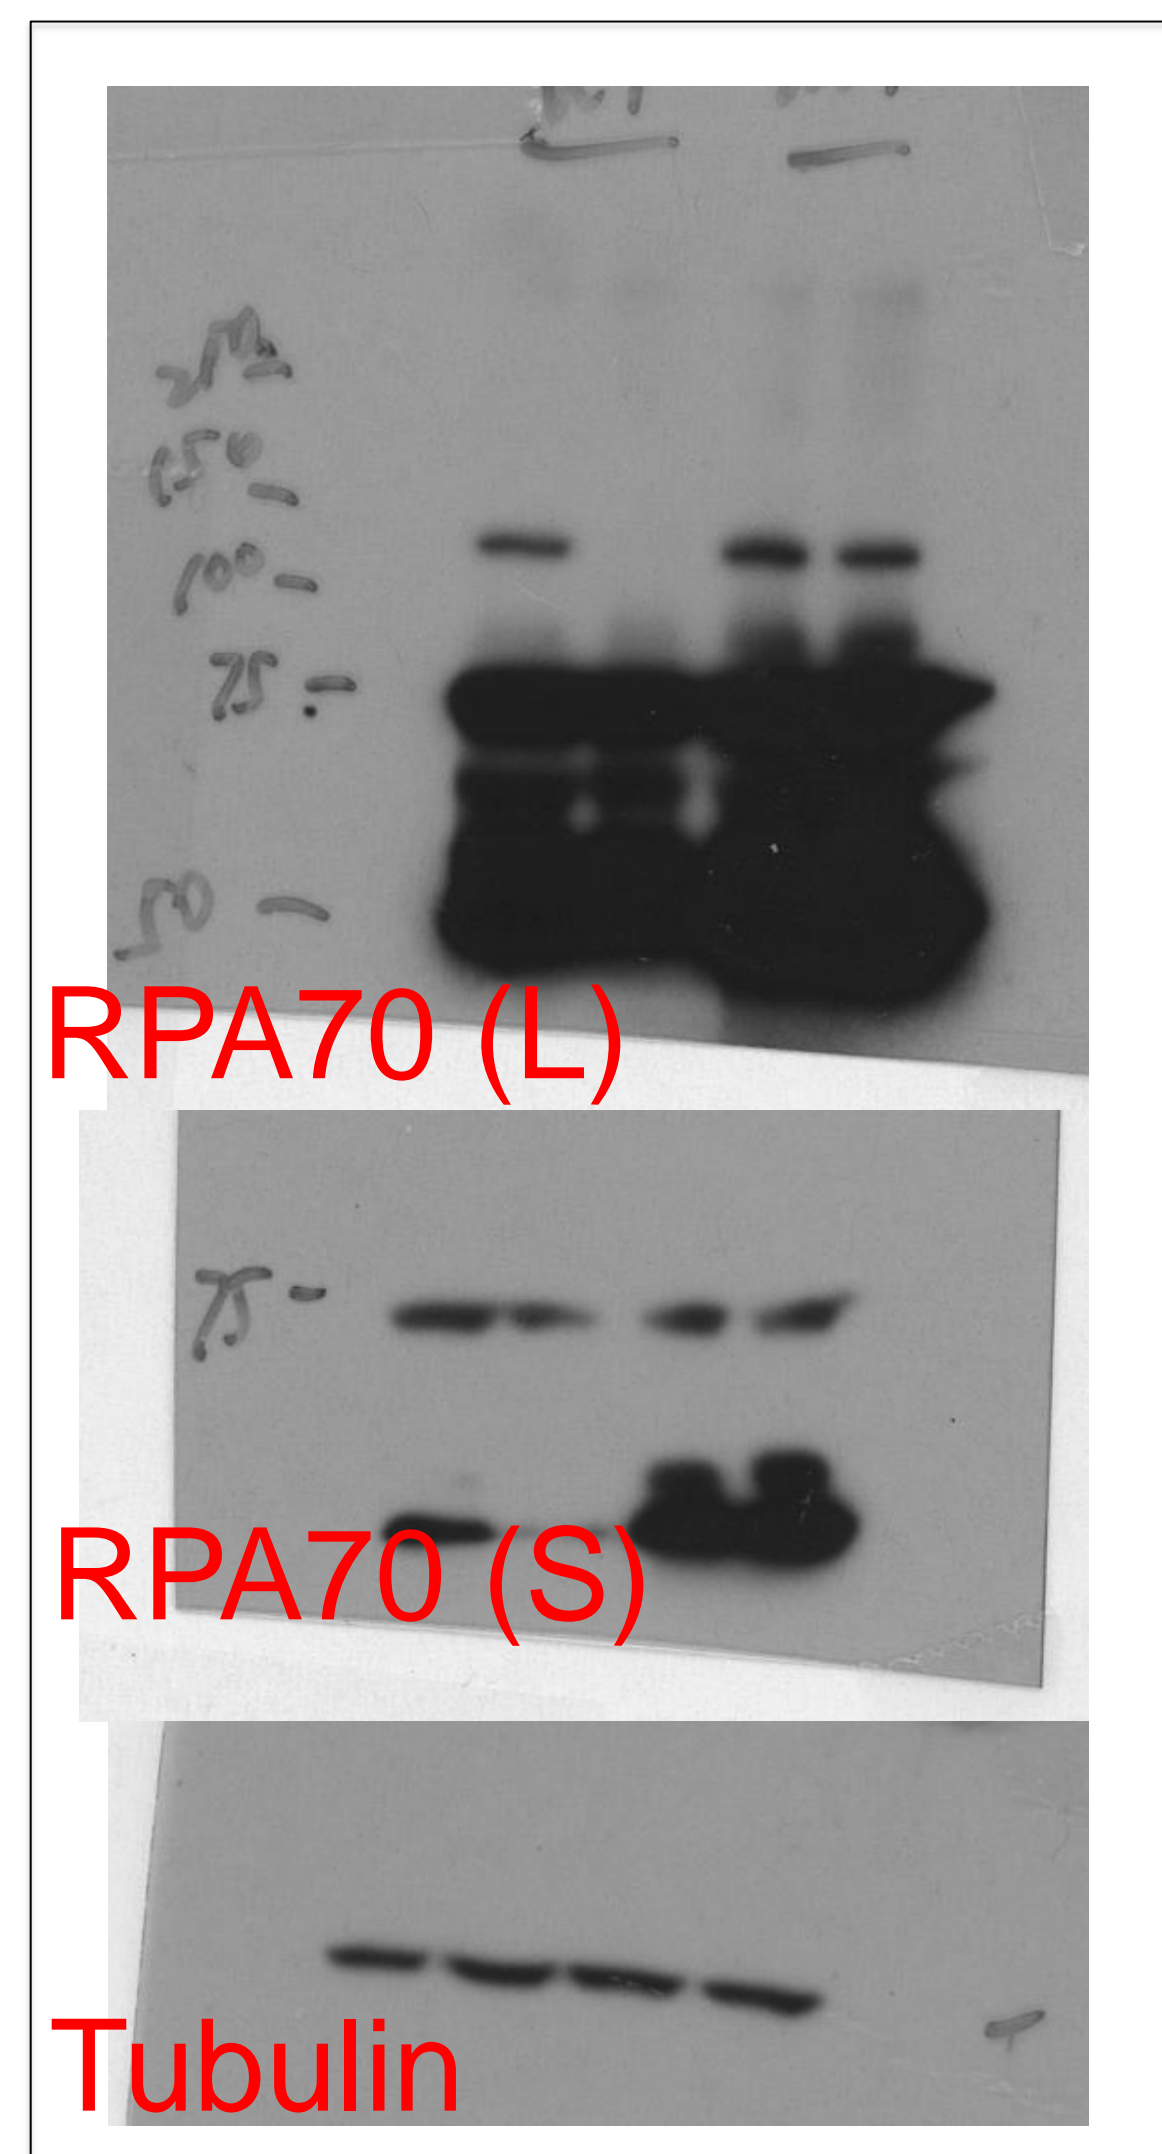

**Supplementary  
Figure 10**

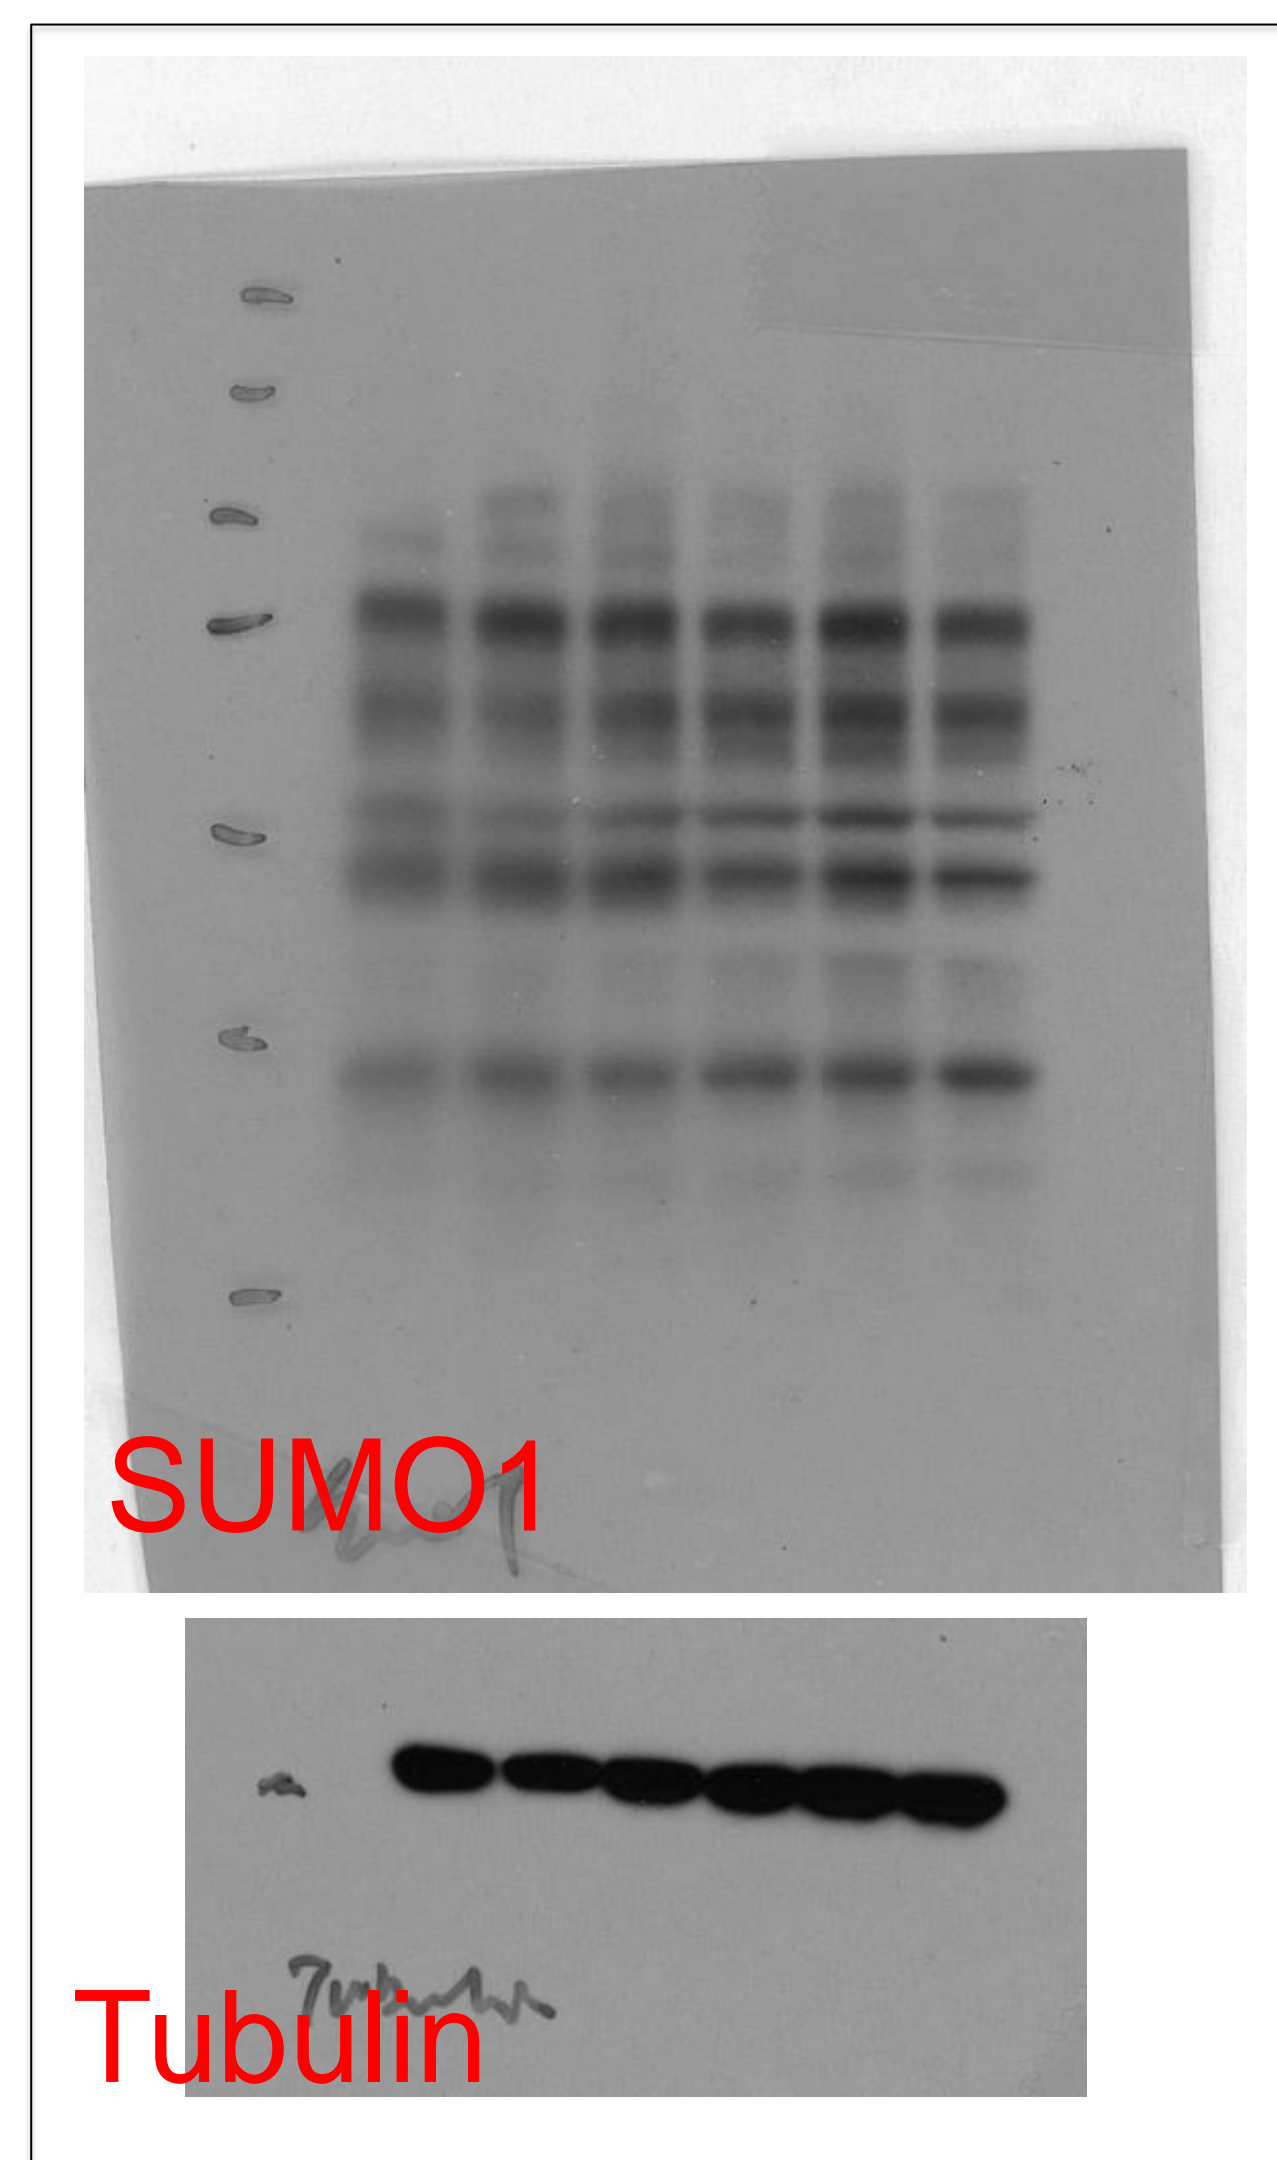

**Supplementary  
Figure 13**

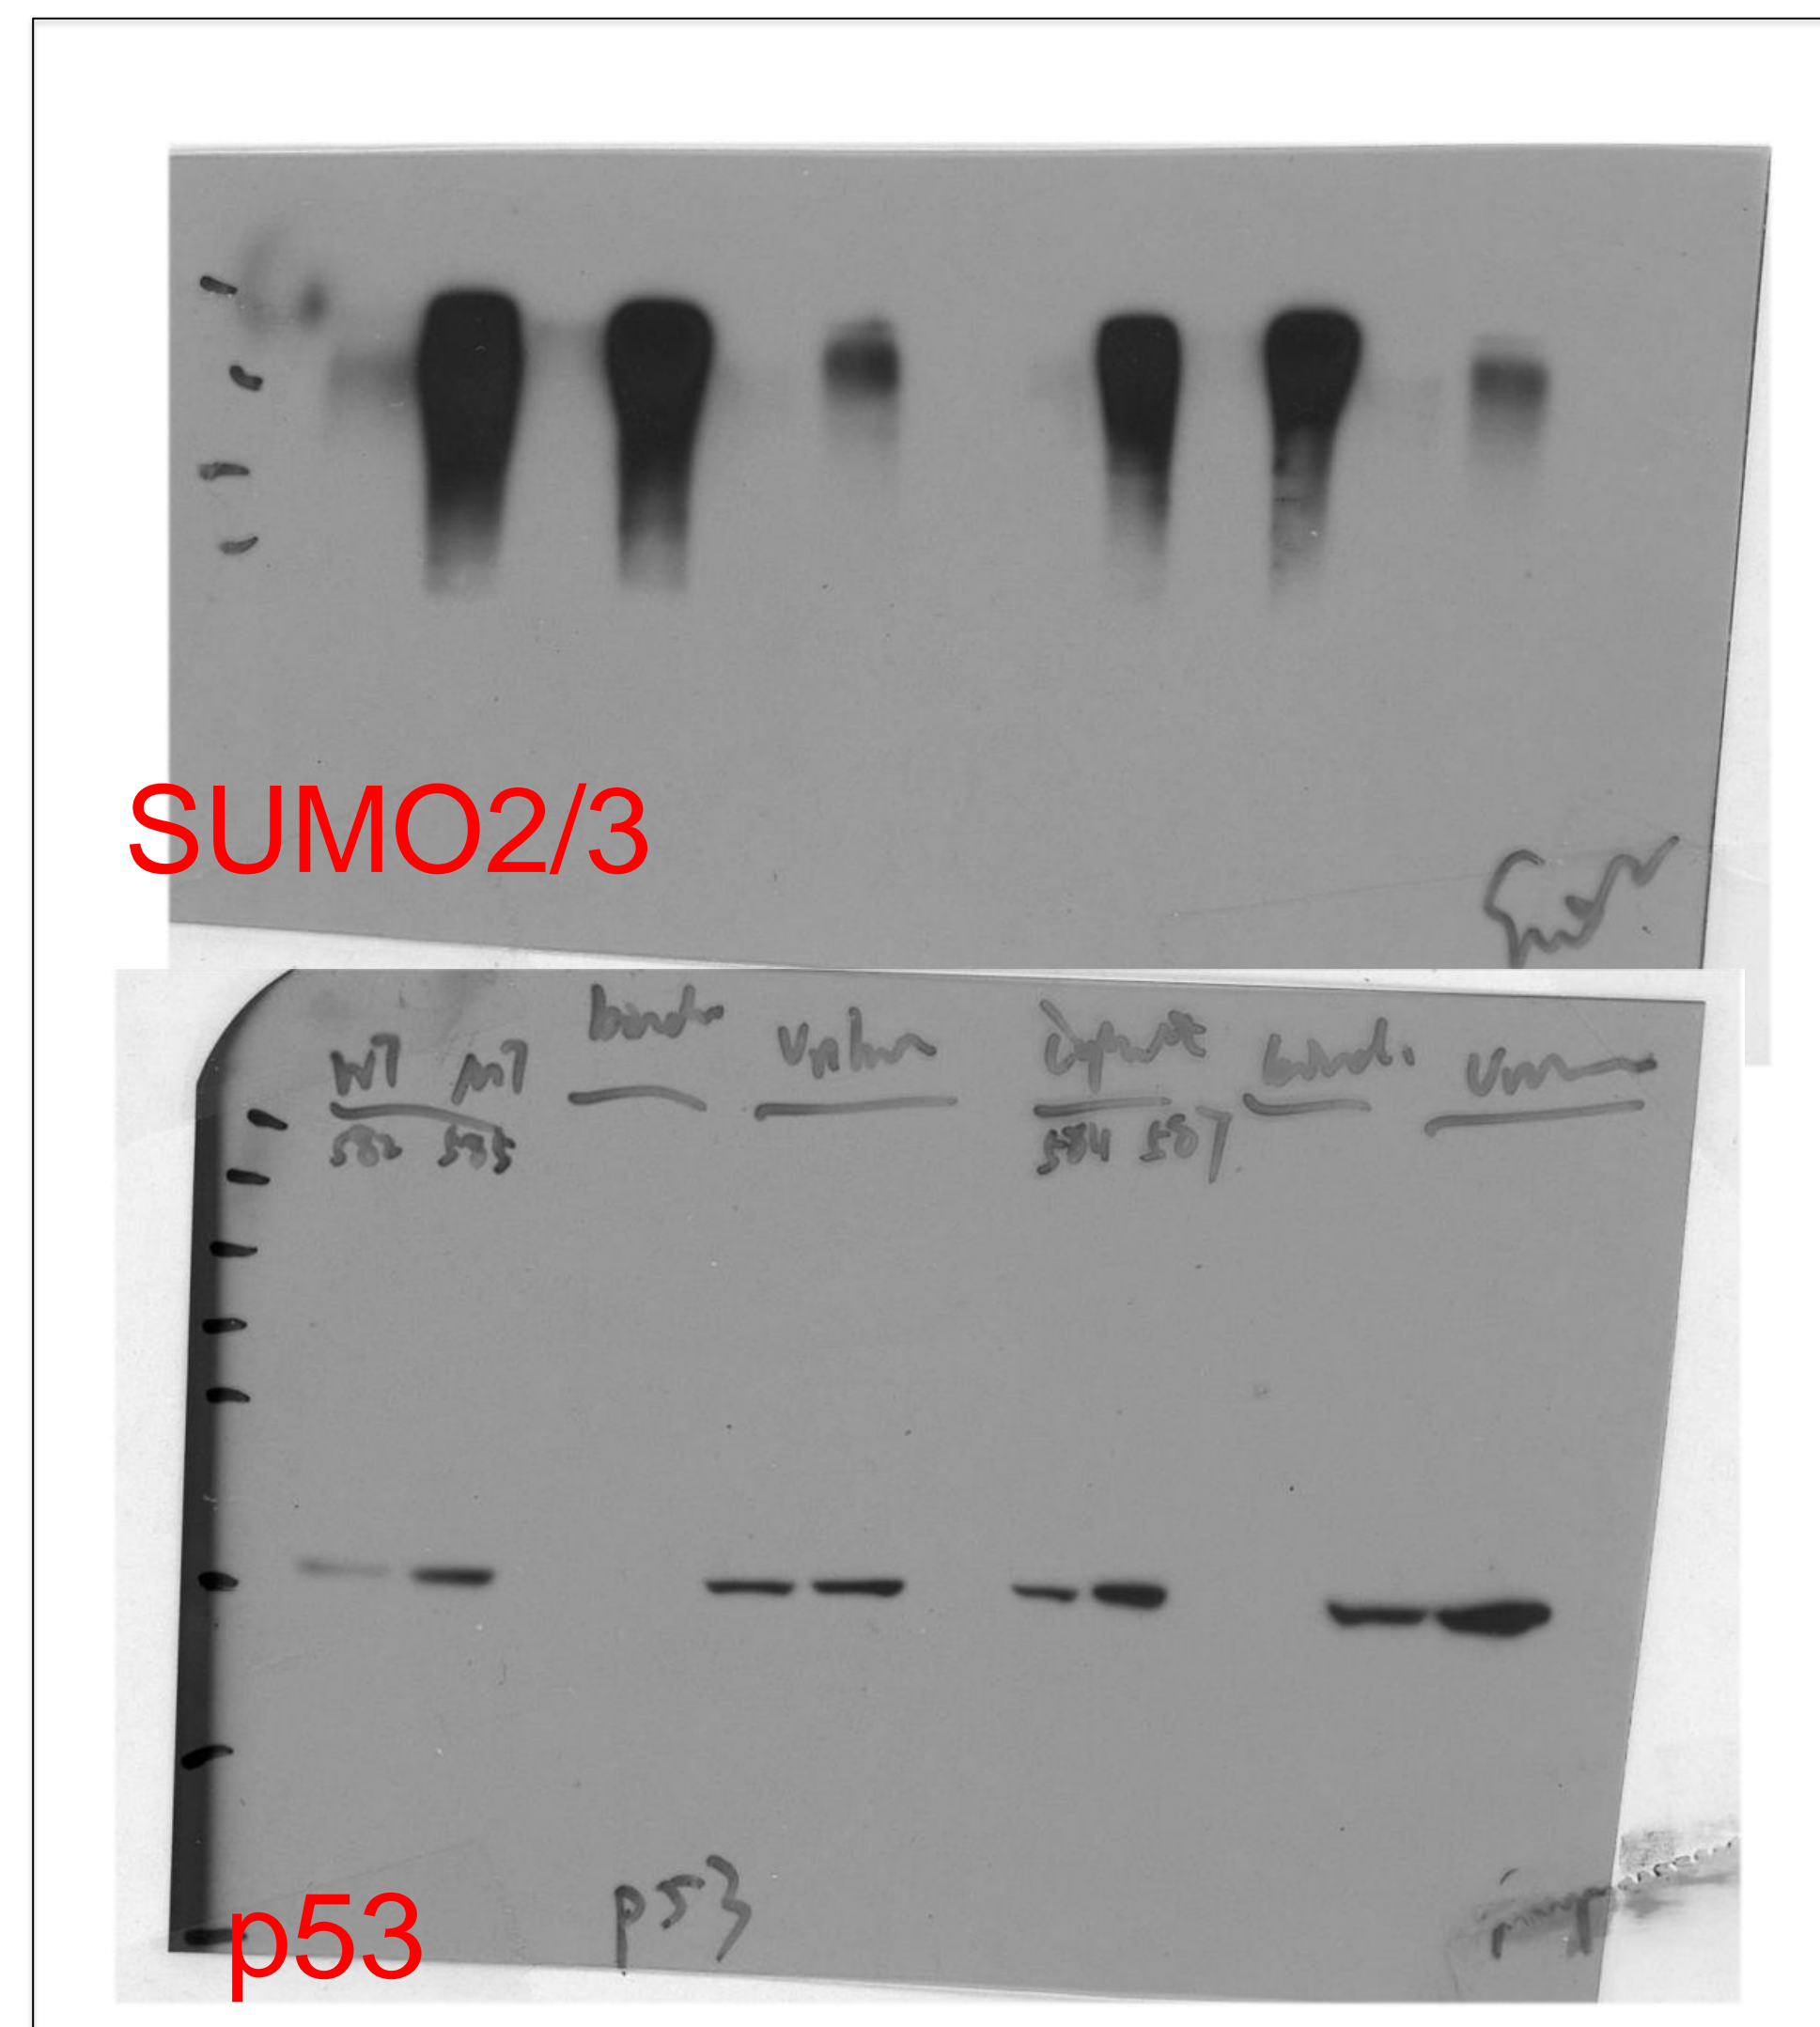

**Supplementary  
Figure 14**

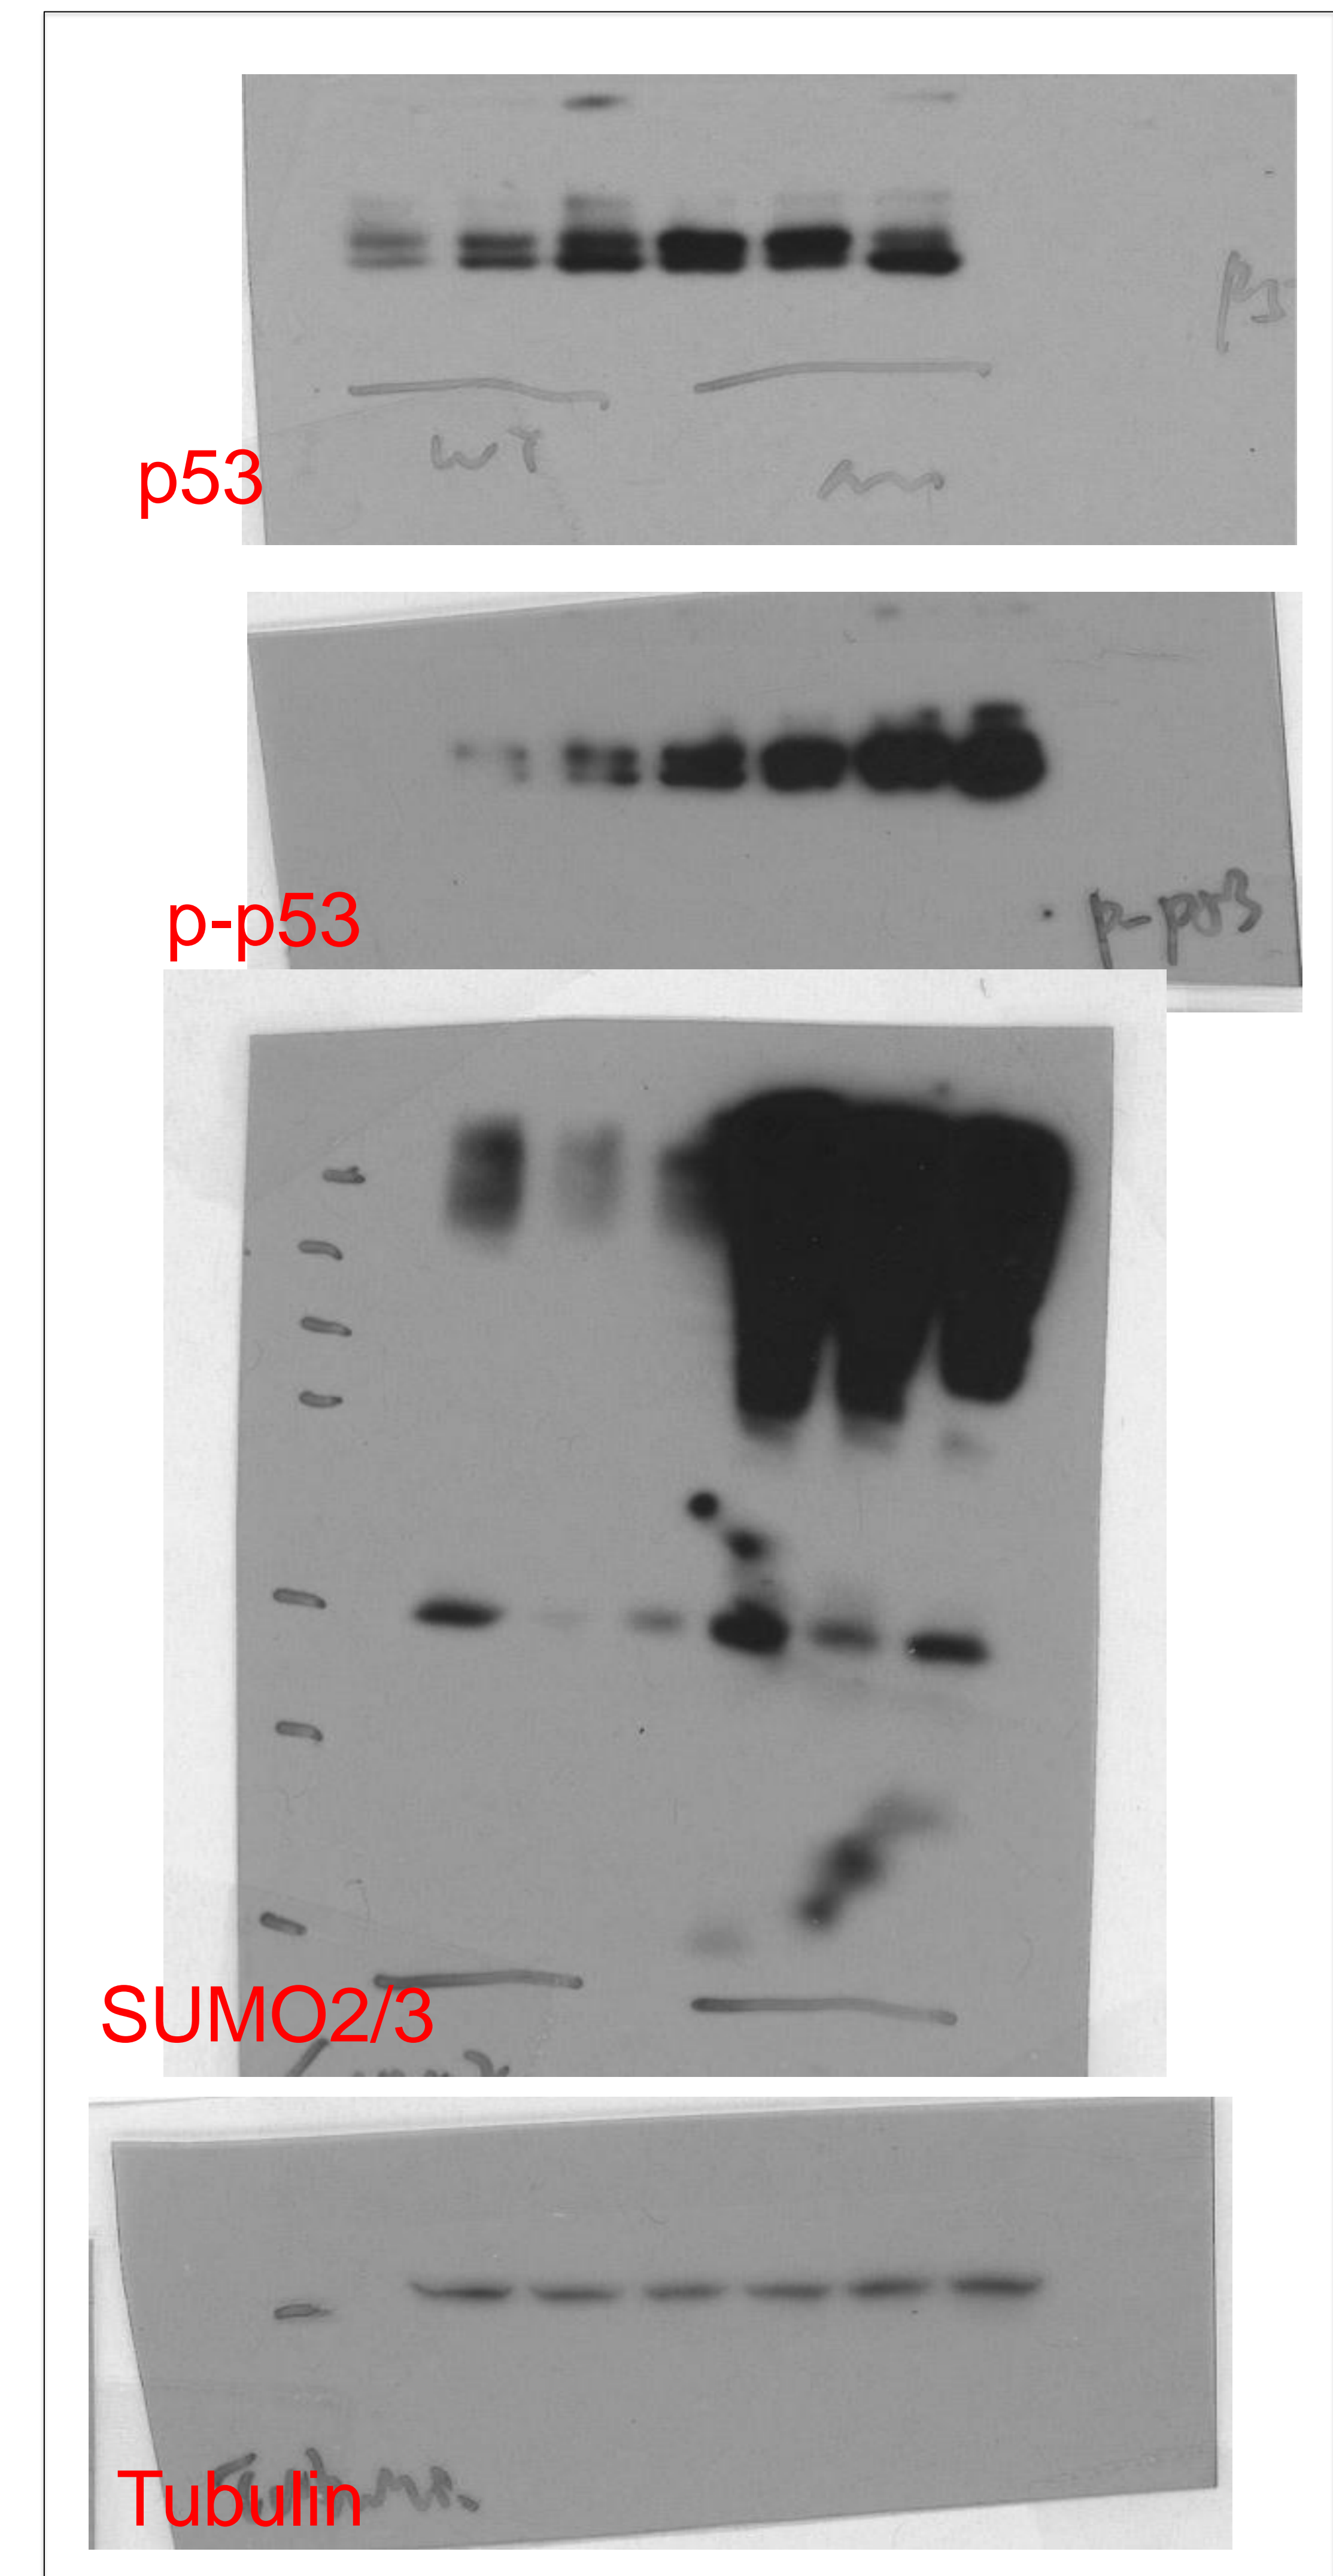

**Supplementary  
Figure 16**

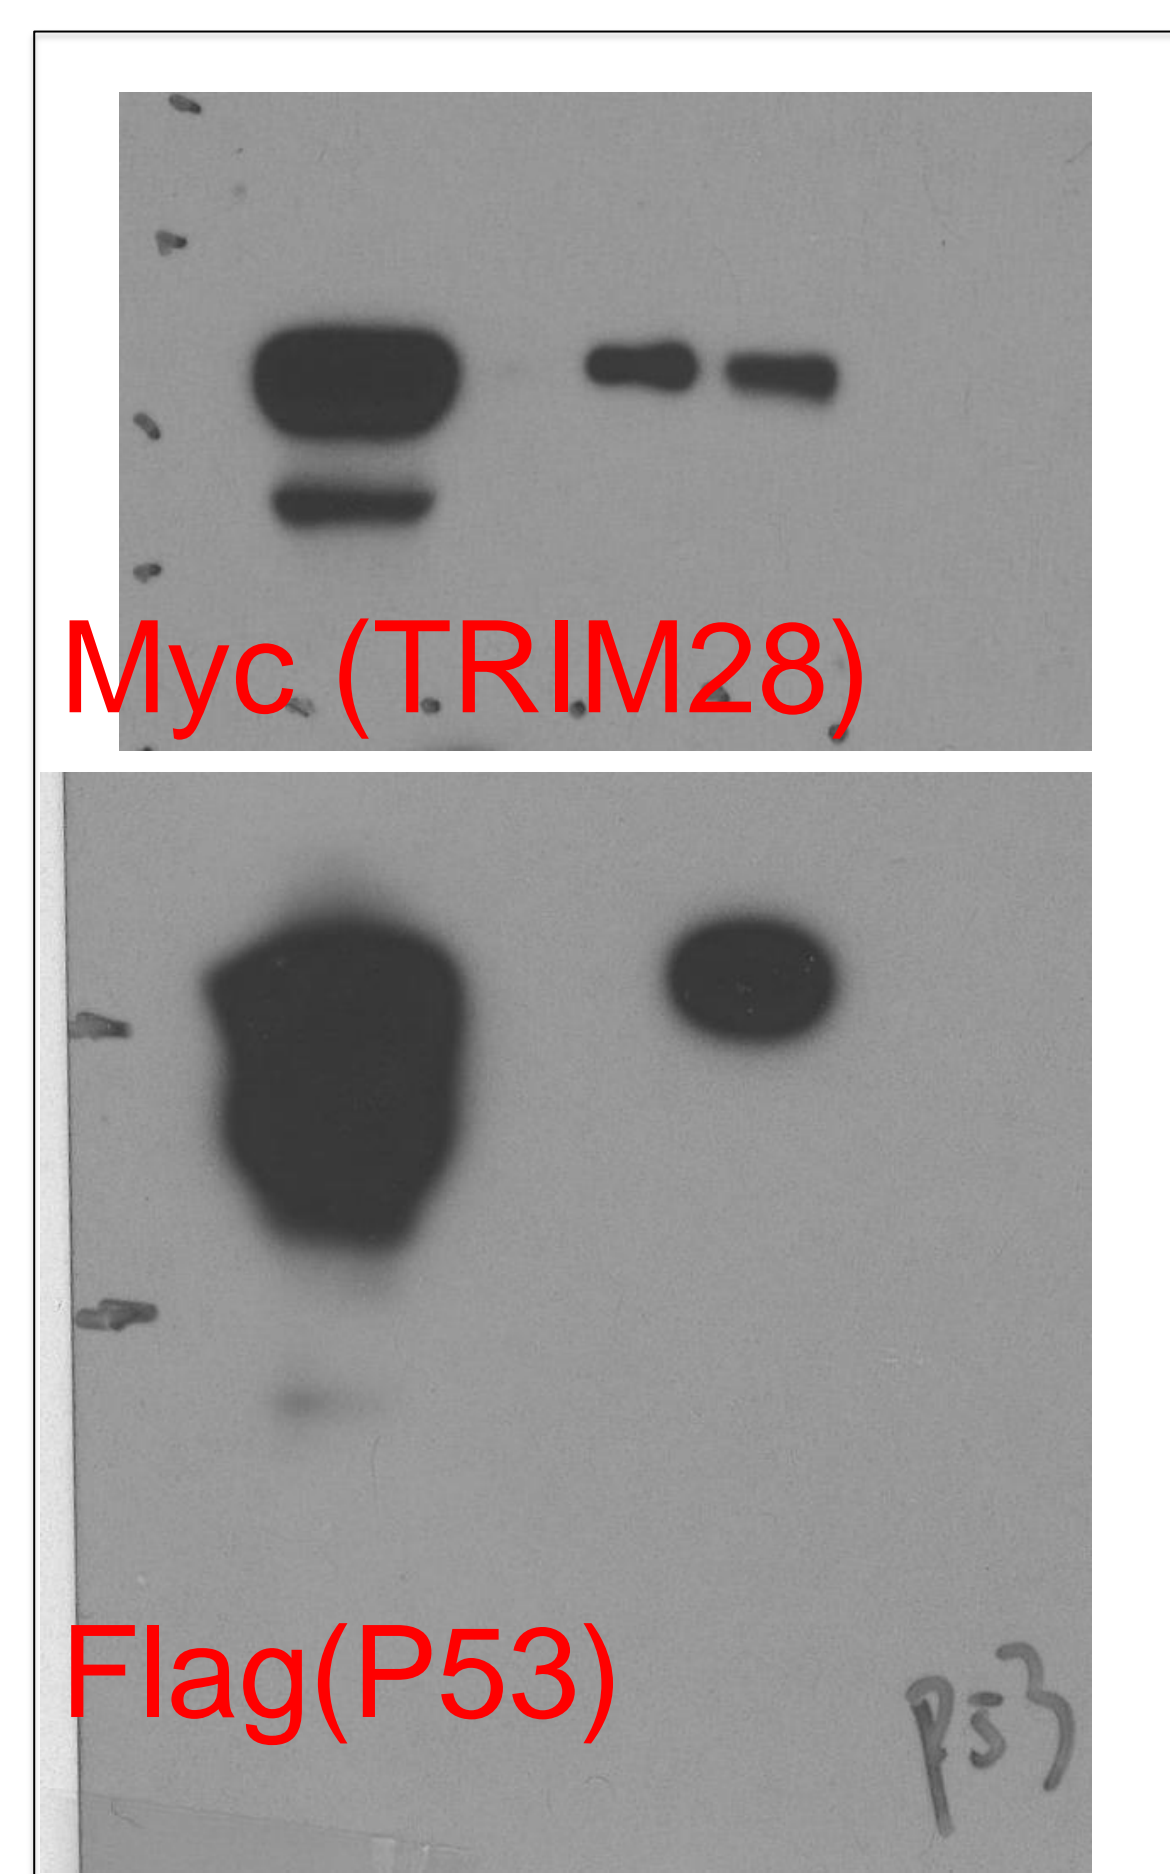

**Supplementary  
Figure 19**

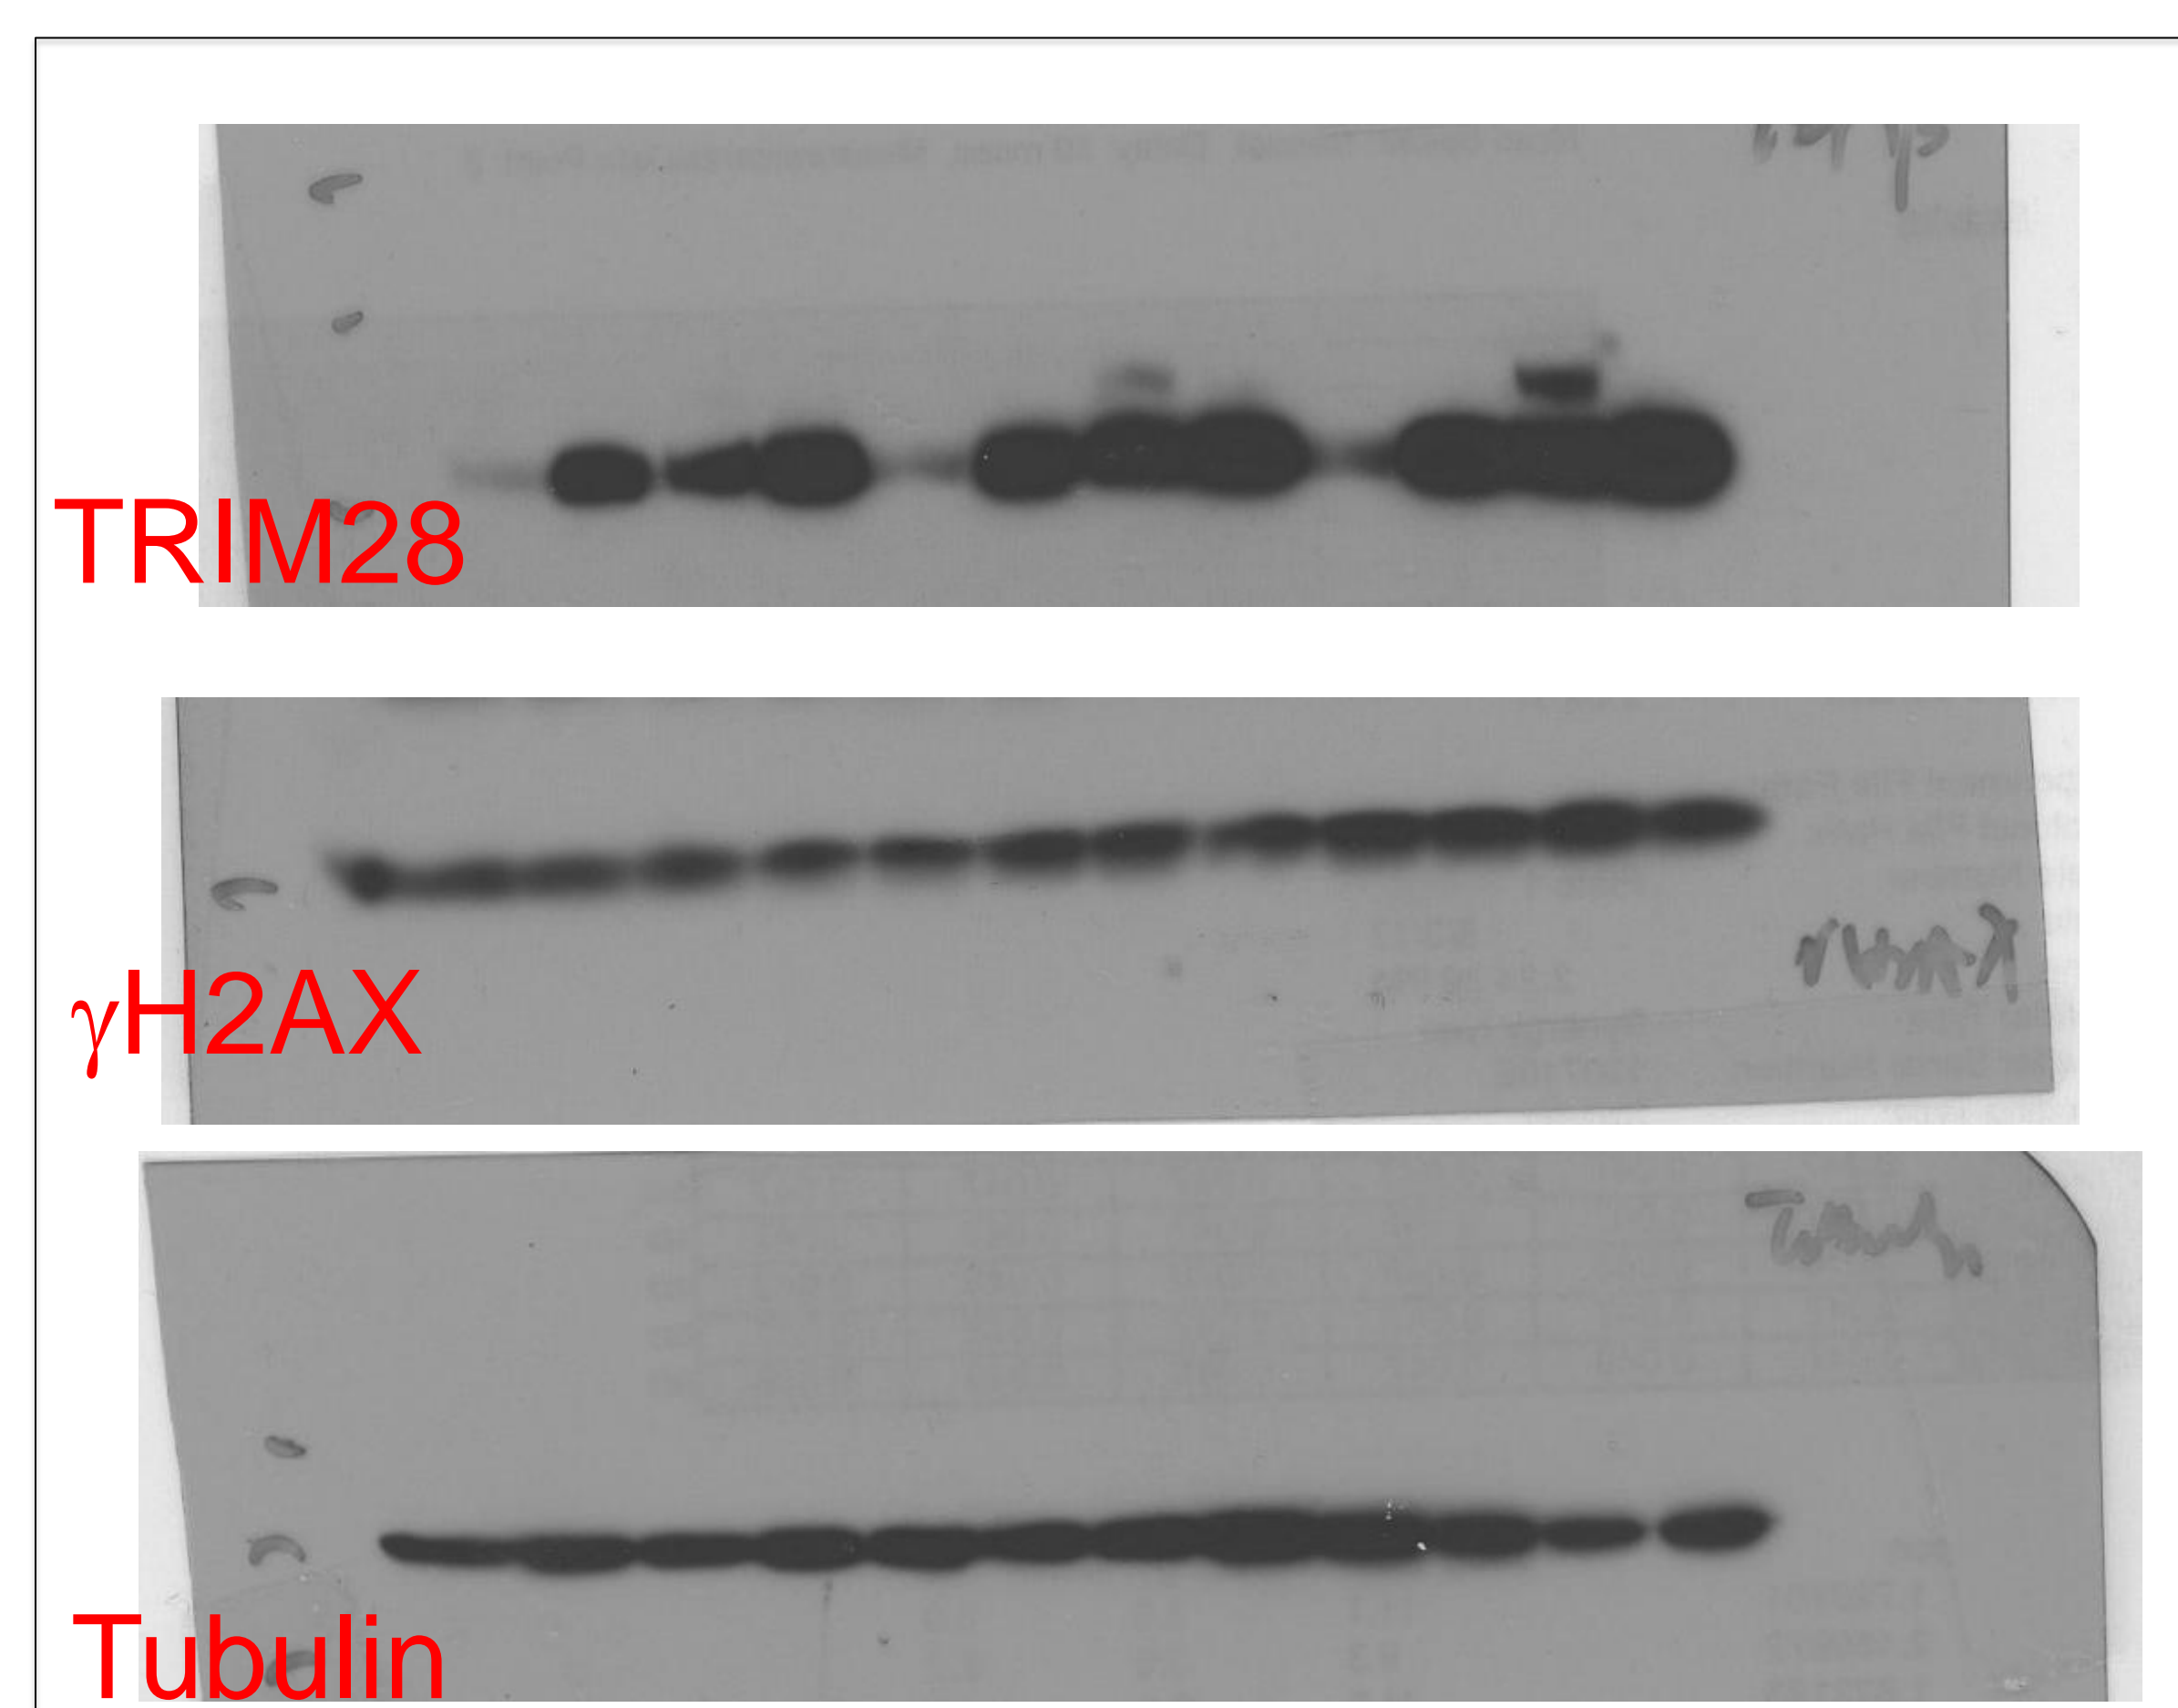

**Supplementary Figure 21. Original uncropped scans of Western blots for Supplementary Figure 9, 10, 13, 14, 16, and 19.**

How the deposited data were processed for this re-analysis (not part of the article)

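RNA from cultured rib chondrocytes of 2 mutant (Dermo1-Cre and Senp6f/f) and 2 control (Senp6f/f) samples was sequenced by a service. The authors deposited the read count of each gene without normalization, with 21015873 to 30994579 reads per sample. The authors deposited the RPKM as well, which is the count scaled by the gene length in the file and by the total of the reads counted on genes. The third value the authors deposited is the percent of the gene length covered by reads, which was not tested. Genes without a read are absent from a sample's list and were given a count of 0. The aligner, the counting tool, the genome build and the annotation are not stated. Coordinates were taken from the GENCODE annotation of GRCm38 by Entrez Gene identifier, and no coordinate of the authors was used.

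From the counts, the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3) was computed with TMM normalization and robust estimation, over 14123 genes with at least 10 counts in at least 2 samples, and p values were adjusted by the Benjamini-Hochberg method. Standard errors were derived from the F statistic. The TMM factors were between 0.966 and 1.03. From the RPKM, gene set enrichment was computed with fgsea 1.28.0 on the signal-to-noise ranking, with the SD floored at 0.2 of the mean and 1000 permutations of the gene set. Overlaps with pathway lists were tested by Fisher's exact test. The camera test of limma 3.58.1 used an inter-gene correlation of 0.01. At the lowest depth, 10 counts on a gene of 2 kb correspond to an RPKM of 0.238.

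The alternatives were DESeq2 1.42.0, no filter, at least 10 counts in every sample, limma on log2(RPKM + 1) and on log2(RPKM + 0.1), the replicate number as a block, and leaving out each of the 4 samples in turn. Choices added after seeing the data include a Reactome set for the TNF list and the camera test of the pathway lists. They also include a fit without genes on X and Y and a screen of 649 Reactome sets. The text leaves out 1 other enrichment result computed after seeing the data, so the alternatives given for the enrichment scores are not all that were run. The scripts were tested on simulated data with 200 changed genes. edgeR recovered 81.5% of them with 4.1% false calls when all genes shared a dispersion, and 79.5% with 8.6% false calls when each gene had its own. The simulated genes varied independently of each other, unlike genes of real cultures, so these shares do not give the power in the files.

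The pairs of replicates were checked for a repeated library. The chi-square of their counts over its degrees of freedom was 51.5 for the control pair and 24.9 for the mutant pair, far above sampling noise, so each sample was counted separately. The rule for naming genes, set before the files arrived, was every gene the paper names, the 10 largest changes in each direction among genes past an adjusted p of 0.05, list members past it, and genes of the check lists whatever their result. As no gene was past it, only genes the paper names and genes of the check lists are named. A few genes of the check lists were followed through the alternatives, and these were picked after seeing the values. Gene lists outside those the paper discusses were flagged when at least 5 genes were tested and the camera p was under 0.05. The groups of 2 samples are too small for a test of outlying samples. The deleted exons of Senp6 could not be examined, as the files hold no counts per exon.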

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

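A signal in genes outside those the paper discusses flagged 5 check lists and Xist. The lists were written before the files arrived, the camera test of limma was run on 21 lists with tested genes, and the flag used the unadjusted p. By chance about 1 list in 20 would be flagged at this threshold, and all 5 lists stayed under 0.05 after Benjamini-Hochberg adjustment over the 21 lists. No gene of these lists had an adjusted p under 0.05 in the main edgeR fit. Some did with DESeq2, with the replicate number as a block or without a filter on low counts. With 2 samples per genotype only 3 splits of the samples exist. All 3 of them gave as many genes past the threshold, which was certain beforehand because the real split gave 0, so this count carries no information on the lists. Whether other splits give list shifts as large was not tested.

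Xist was read 11354 times in mutant replicate 2 and hardly at all in the other samples. If male and female cells were mixed, the 4 Y-linked genes would have kept part of their level, but they were at 0.209% of the mean of the other samples (prediction written after the result was seen). Of the 4 samples, 1 had the female pattern, so sex does not separate the genotypes, but it does differ within the mutant pair. The log2 fold change of Ddx3y was -0.700 with all samples and 0.300 without mutant replicate 2.

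Muscle genes were flagged by a median log2 fold change of 1.31 over 10 genes (limma camera adjusted p = 6.53e-05), with both mutant samples above both controls for 6 of 10. Without the mutant sample with the female pattern the median was 1.22, so the sex of that sample did not account for the shift. The median was 2.87 without control replicate 1 and 0.573 without control replicate 2, so its size depended on the control samples. The control samples differed among themselves by a median of 1.86 on the log2 scale, as they would if muscle tissue was carried over in differing amounts between dissections. The mutant samples differed by a median of only -0.0263, so uneven amounts showed in the control pair alone. Both predictions were written after the result was seen. Carried-over muscle remains a candidate explanation, and no biological one can be told apart from it.

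Osteoblast genes were flagged by a median of -0.979 over 6 genes (limma camera adjusted p = 0.00200), with both mutants below both controls for 5 of 6. With 1 sample left out the median ranged from -1.40 (without mutant replicate 2) to -0.529 (without control replicate 1). The control samples differed by a median of 0.790 on the log2 scale, so cells carried over in differing amounts remain possible. Blood genes were flagged by a median of -0.926 over 5 genes (limma camera adjusted p = 0.00361), with both mutants below both controls for 5 of 5. Here the control samples differed by a median of only 0.0828, so that test gave no sign of uneven carry-over between controls. The mutant samples differed by a median of -0.539 (replicate 1 minus replicate 2), so uneven amounts between the mutant dissections remain possible. Both predictions were written after the result was seen. No other source of the blood pattern was tested.

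Germline genes were flagged by a median of 1.03 over 11 tested genes (limma camera p of 1.67e-05, limma camera adjusted p = 7.00e-05). Of these, 6 were higher and 1 was lower in both mutant samples. Only 6 of the 11 had a positive log2 fold change, so a part of the list rose rather than the list as a whole. An upward shift was predicted before the test for a release of genes silenced by TRIM28 or SUMO, and that camera p is the test of it. The lower of the medians with either mutant sample left out was 0.935, so the median did not rest on a single mutant sample (prediction written after the result was seen). A partial release of silenced germline genes is a hypothesis that these cultures cannot separate from other differences between them.

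Interferon genes were flagged by a median of 0.528 over 21 genes (limma camera p of 0.00936, limma camera adjusted p = 0.0179). This was predicted for a response to retroviral transcripts, but only 4 of 21 genes were higher in both mutant samples. Without mutant replicate 2 the median was -0.0232 (prediction written after the result was seen), so the shift rests on that sample, which is also the sample with the female pattern. The median was 1.03 without control replicate 1 and 0.176 without control replicate 2, so its size depended on the control samples as well.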

How the results depend on the processing

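The choices listed here were made before the processed files arrived unless marked as added. The number of genes past an adjusted p of 0.05 depended strongly on the processing. The main edgeR fit gave 0 in each direction, with a smallest adjusted p of 0.0512. DESeq2 gave 434 higher and 263 lower, no filter on low counts 225 and 61, and the replicate number as a block 84 and 33. The fits that each left out 1 sample gave from 68 to 1296 higher and from 37 to 1444 lower genes, the largest numbers without control replicate 2, which leaves the comparison resting on control replicate 1, the sample farthest from the others. Without genes on X and Y (added) 2 genes were higher. At least 10 counts in every sample, both limma fits on RPKM and a log2 fold change of at least 1 left 0 genes. A count of 0 therefore reflects a threshold just missed by many genes as much as an absence of change, and the counts under the alternatives rest on the same 4 samples. The fits that left out 1 sample take their spread from the other genotype alone. Their gene counts and p values thus do not allow for spread within the genotype that lost a sample.

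With no gene past the threshold, the main fit had 0 higher genes in each pathway list and no defined odds ratio, and the same held with a log2 fold change of at least 1. The p53 list had 12 higher genes with DESeq2, 4 without a filter and 4 with the replicate block, and from 2 to 21 with 1 sample left out, with odds ratios from 2.88 to 11.8. The cytokine list had 19, 12 and 5, and from 4 to 35 with 1 sample left out, with odds ratios from 3.10 to 6.17. The MAPK list had 15, 8 and 4, and from 3 to 30 with 1 sample left out, with odds ratios from 1.43 to 2.92. In Fisher's exact test the MAPK overlap was past p of 0.05 only with DESeq2, without a filter and without control replicate 1. Without genes on X and Y (added) each list had 0.

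The enrichment scores of both hand-written lists kept their direction and kept a permutation p under 0.05 in every alternative set before the files arrived. With the Reactome set of TNF signaling (added) the TNF score reversed to -0.988. This set holds pathway members rather than target genes, and 8 of them were ranked.

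The log2 fold change of Cdkn2a ranged from -1.34 to 0.0746 with 1 sample left out, as its control values differed. Senp6 and Senp7 log2 fold changes were unchanged in direction and never past the threshold. The Senp7 RPKM was 4.22 as the mean of the mutant samples, more than the control SD from the control mean.

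Of the rows for named genes and list shifts, 357 were unchanged, 94 were stronger, 4 were weaker and 17 changed sign. With limma on log2(RPKM + 1) and log2(RPKM + 0.1), Sae1 was 0.0412 and 0.0421 and Trim28 0.000241 and 0.000255. With 1 sample left out, the log2 fold change ranged from -0.217 to 0.183 for Sae1, -0.0941 to 0.00932 for Trim28, -0.0643 to 0.419 for Senp1, -0.0805 to 1.15 for Col10a1, -0.0792 to 0.149 for Trp53, -0.450 to 0.204 for Bbc3, -0.554 to 0.0140 for Cxcl1, -0.0383 to 0.481 for Rpa1, -0.831 to 0.644 for Twist2, -2.55 to 3.18 for Ckm, -12.2 to 0.0323 for Kdm5d, -6.95 to 0.265 for Uty and -8.60 to 0.300 for Ddx3y. Depth limits genes such as Il1a, Tnf and Cxcl2, which had too few reads to be tested.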

Differences from the paper's values

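Both RPKM values that the paper states in its text, 14.4 for Senp6 and 4.85 for Senp7, were within the replicate SD of the control means of 14.4 and 4.85, and no setting gave a value that differed from them by more than both the replicate SD and 1.5 times.

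The paper reports gene clusters enriched among genes raised in the mutant chondrocytes (Fig. 4b). With the main edgeR test no gene was past an adjusted p of 0.05, so no overlap was defined. With alternatives set before the files arrived, DESeq2 gave 434 higher genes and odds ratios of 7.60, 2.14 and 4.74 for the p53, MAPK and cytokine lists, no filter gave 225 higher genes and odds ratios of 5.26, 2.50 and 4.81, and the replicate number as a block gave 84 higher genes and odds ratios of 11.8, 2.92 and 6.06.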

Other observations

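The genes of Fig. 4e, which the paper measured in rib cartilage, had these values in the cultured chondrocytes, none with an adjusted p under 0.05 in the main edgeR fit. With the replicate number as a block Pmaip1 and Cdkn1a had an edgeR adjusted p of 0.0365 and 0.0463, and without a filter on low counts Pmaip1 and Il6 had an edgeR adjusted p of 0.00425 and 0.0333. With DESeq2 the adjusted p was 5.79e-12 for Pmaip1, 0.000827 for Cdkn1a, 0.00369 for Il6, 0.0356 for Icam1, 0.0250 for Sox9 and 0.00119 for Col2a1. Acan, Perp, Bbc3, Trp53, Col10a1 and Mmp3 were not under 0.05 in any fit of all samples. Fits that left out a sample are not counted here, since 1 genotype then has no spread. In the main fit Pmaip1, Cdkn1a, Perp, Il6 and Icam1 had log2 fold changes of 3.53, 1.03, 2.01, 2.62 and 1.02, and both mutant samples were above both controls for each. Bbc3 and Trp53 had -0.138 and 0.0458. Sox9, Col2a1 and Acan had -0.733, -0.748 and -0.544, with both mutants below both controls. Col10a1 had 0.655 (standard error 0.421) and was not lower. Mmp3 had 0.474 at an RPKM of at most 0.362. Il1a and Tnf had too few reads to be tested, and Il1b is not in the files analysed here. The paper also names Il8 among the raised markers of Fig. 4e, and no value is given for it here. Cxcl1 and Cxcl5, which Fig. 4e does not list, had log2 fold changes of -0.290 and -1.22. For Cxcl5 the edgeR adjusted p was 0.0833 in the main fit and 0.0426 with the replicate number as a block. With DESeq2 it was 5.75e-06. Of the genes of Supplementary Figure 11, Senp1, Senp2, Senp3, Senp5, Sae1, Pias1 and Pias3 had log2 fold changes between -0.198 and 0.368 in the main fit. Without control replicate 2 those of Senp5, Senp2 and Senp1 were 0.526, 0.470 and 0.419. Without control replicate 1 they were 0.199, 0.0983 and -0.0643.

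Genes that differ between the mutant and control cultures were weighed against library properties. The log2 fold change had a Spearman rho of 0.139 with gene length and of -0.163 with the GC content of the longest transcript across genes, which are not independent replicates. Both were under the limit of 0.2 set beforehand, and with the replicate block they were 0.138 and -0.162. A GC value was available for 96.3% of the tested genes. The smallest mutant library was 1.08 times the largest control library, under the limit of 1.5.

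The camera test of limma was run on the p53 list to weigh correlation between its genes, with the prediction written before the test. The p was 7.73e-07, with a median log2 fold change of 0.254 and both mutants above both controls for 44 of 85 genes. The median was 0.390 without mutant replicate 1 and 0.142 without mutant replicate 2. The correlation between genes was preset at 0.01 and not estimated from the samples. The test therefore cannot tell whether correlation between the genes of the list accounts for the enrichment.

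Cartilage genes fell in the mutant cultures, with a median log2 fold change of -1.48 over 22 genes and both mutants below both controls for 19 of them. If the cultures held more cells of other types, muscle, blood and endothelial markers would have a median above 0.5, and it was 0.428, just under that limit and made of muscle genes that rose and blood genes that fell. If the cells had dedifferentiated towards fibroblasts, fibroblast genes would have risen, and their median was -0.203. Of these 15 genes, 5 were higher and 6 were lower in both mutant samples. With 1 sample left out their median ranged from -0.408 to 0.078. Neither prediction, both written before the test, was met. The fibroblast genes had no common direction, so they cannot decide on dedifferentiation. The muscle result above leaves a difference in cell composition possible.

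The Dermo1-Cre allele replaces a copy of Twist2, so a lower Twist2 level in the mutant was predicted. The log2 fold change was -0.270 (standard error 0.436, edgeR adjusted p = 0.822). The mutant values lay between those of the controls, and the prediction was not met. The log2 fold change was -0.831 without control replicate 1 and 0.644 without control replicate 2. Its direction thus depended on the control sample used, and a lower Twist2 level is not excluded.

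The genes of the proteins in Supplementary Figure 15, elevated in the SUMO pull-down, had a median log2 fold change of 0.133 over 27 genes. This was under the limit of 0.5 set beforehand for higher mRNA as an explanation. The small shift was upward (limma camera adjusted p = 0.0179), with both mutants above both controls for 13 genes and below both for 0. A small rise in mRNA is therefore not excluded.

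Reads on Senp6 remained in the mutant. If only the reads of the 413 deleted bases were lost, the log2 ratio would be -0.126 for the gene length of 4938 bases that the files give, or -0.181 for the GENCODE transcript of 3495 bases, against a measured -0.555 (standard error 0.279). The prediction was written after the result was seen, and the gene-level count cannot separate decay of the deleted transcript or cells that kept the gene from other causes of the difference.

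A screen of 649 Reactome sets with 15 to 500 ranked genes was added after seeing the data, with 100000 permutations because 1000 cannot give an adjusted p under 0.05 over so many sets. It gave 16 sets higher and 28 lower at an adjusted p under 0.05. The highest score was 2.21 for muscle contraction (permutation test, p = 1.38e-05, adjusted p = 0.00247), and interferon signaling had 1.83 (permutation test, adjusted p = 0.00490). The lowest was -2.21 for collagen degradation (permutation test, p = 3.42e-05, adjusted p = 0.00358), and respiratory electron transport had -2.16 and cholesterol biosynthesis -2.16 (permutation test, adjusted p = 0.00358 and 0.00539). Permuting genes does not allow for correlation between the genes of a set.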
